# Developmental phylotranscriptomics in grapevine suggests an ancestral role of somatic embryogenesis

**DOI:** 10.1038/s42003-025-07712-w

**Published:** 2025-02-20

**Authors:** Sara Koska, Dunja Leljak-Levanić, Nenad Malenica, Kian Bigović Villi, Momir Futo, Nina Čorak, Mateja Jagić, Ariana Ivanić, Anja Tušar, Niko Kasalo, Mirjana Domazet-Lošo, Kristian Vlahoviček, Tomislav Domazet-Lošo

**Keywords:** Plant embryogenesis, Evolutionary developmental biology, Plant evolution

## Abstract

The zygotic embryogenesis of Arabidopsis, which is initiated by gamete fusion, shows hourglass-shaped ontogeny-phylogeny correlations at the transcriptome level. However, many plants are capable of yielding a fully viable next generation by somatic embryogenesis—a comparable developmental process that usually starts with the embryogenic induction of a diploid somatic cell. To explore the correspondence between ontogeny and phylogeny in this alternative developmental route in plants, here we develop a highly efficient model of somatic embryogenesis in grapevine (*Vitis vinifera*) and sequence its developmental transcriptomes. By combining the evolutionary properties of grapevine genes with their expression values, recovered from early induction to the formation of juvenile plants, we find a strongly supported hourglass-shaped developmental trajectory. However, in contrast to zygotic embryogenesis in Arabidopsis, where the torpedo stage is the most evolutionarily inert, in the somatic embryogenesis of grapevine, the heart stage expresses the most evolutionarily conserved transcriptome. This represents a surprising finding because it suggests a better evolutionary system-level analogy between animal development and plant somatic embryogenesis than zygotic embryogenesis. We conclude that macroevolutionary logic is deeply hardwired in plant ontogeny and that somatic embryogenesis is likely a primordial embryogenic program in plants.

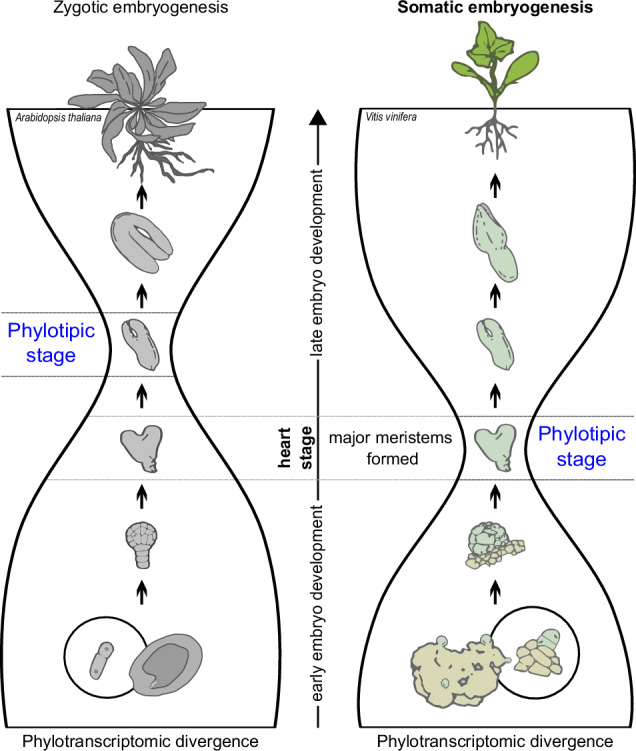

## Abstract (web summary)

A phylotranscriptomic study in grapevine suggests that somatic embryogenesis represents a primordial embryogenic program in plants, showing stronger evolutionary system-level analogies to animal development than zygotic embryogenesis.

## Introduction

The ontogenies of multicellular eukaryotes are commonly marked by macroevolutionary imprints at the molecular level^1–8^. Curiously, we recently found that similar regularities are also present in the development of bacterial biofilms; a process that mimics embryogenesis of multicellular eukaryotes^9^. However, an hourglass-shaped correlation between ontogeny and phylogeny is a unique feature of multicellular eukaryotes. This pattern was first discovered in various animals by several independent approaches that compared the evolutionary conservation of genes and the ontogenetic timing of their expression^1–3^. Subsequently, the hourglass-shaped ontogeny-phylogeny correspondence was also discovered in the transcriptomes of a plant species *Arabidopsis thaliana*^4,6,7^. This was a largely unexpected finding because embryogenesis in plants, in contrast to animals, does not hint at the existence of such correlations at the morphological level^7,10^. However, until now, correlations between ontogeny and phylogeny in plants have only been explored in the zygotic embryogenesis (ZE) of *A. thaliana*^4,6,7^, leaving the existence of such correlations in other plant species or alternative developmental routes uncertain.

The organismal development of both animals and plants usually starts with the zygote formation and unfolds through the process of embryogenesis. In flowering plants, ZE involves double fertilization following the simultaneous formation of the embryo and the endosperm within a developing seed after a set of morphological, cellular, and molecular changes^11^. However, in contrast to animals that mainly have sexual ontogeny, life cycle in plants includes another level of complexity in the form of somatic embryogenesis (SE). During this process plant embryos develop from cells other than the fertilized eggs^12^. This is an alternative road to embryo-mediated plant formation, which typically includes reprogramming of somatic cells towards the embryogenic pathway, mostly after exogenous auxin treatment^13^. The best-known example of naturally occurring SE is the genus *Kalanchoe*, commonly called the mother of thousands, in which somatic embryos form spontaneously from diploid somatic cells on leaves edges^14^.

In many plant species, SE can be artificially induced in different cell types after exposing the cells to various SE-promoting conditions^15^. Akin to a zygote, a dedifferentiated somatic cell that initiates SE usually shows cell polarity^16^. The subsequent development of somatic embryos, at least in *Arabidopsis* and other dicots, roughly follows morphological transitions characteristic for ZE; i.e., globular, heart, torpedo, and cotyledonary stages^17^. At the molecular level, some key developmental regulators, such as BBM and SERK1, are shown to be active both in somatic and ZE. Actually, some transcription factors like FUS3 and AGL15, which play a central role in ZE, are also involved in the ectopic embryo initiation of SE^18^.

On the other hand, the currently available comparative transcriptome analyses of somatic and zygotic embryos, although limited to only a few developmental stages, reveal substantial transcriptional differences between these two developmental routes for a huge number of genes^19–21^. These large disparities between ZE and SE transcriptomes are perhaps not surprising given that many striking differences between zygotic and SE exist at the morphological and functional levels. For example, zygotic embryo development occurs inside the seed, where intensive communication between the embryo and surrounding endosperm occurs^11^.

Similarly, zygotic embryos go through the phase of metabolic quiescence and desiccation, which is a part of seed maturation known as seed dormancy^22^. However, somatic embryos undergo the full developmental trajectory in the absence of these processes. These differences between zygotic and somatic embryogenesis likely alter developmental constraints and adaptive pressures that shape ontogeny-phylogeny correlations along these processes^1^. In SE, this could result in either an absence of correlation or a closer alignment with the theoretical hourglass profile compared to ZE^4^. Unlike ZE, SE can be triggered by a broader range of factors, including stressors such as tissue wounding or high concentrations of plant growth regulators like auxin^12,16,19^. All of this implies that SE, despite similar final developmental outcomes compared to ZE, is a unique developmental route in seed plants.

Although there are many studies encompassing transcriptomes of ZE from the pre-globular stages onward^7,19,21,23–25^, very little is known about the molecular aspects in the very first steps of zygotic embryo development following fertilization^26^ which is deeply embedded into maternal tissue and thus hardly accessible^27^. In this context, SE has a great advantage because somatic embryos are accessible at any stage of their development, which makes SE a favorable model of plant embryogenesis^28^. Another advantage of SE is that it allows an easy clonal propagation which is helpful in situations where efficient production of large numbers of genetically identical plants is required^29^.

Several studies explored transcriptomes of somatic embryos in different plant species^19,20,30–34^. Unfortunately, these studies focus on a single or a few stages of SE, thus covering only a fraction of this developmental process^19,20,31–33^. In addition, RNA samples in some of these studies are derived from a mixture of different SE developmental stages^30–34^, which precludes the recovery of time-resolved transcriptional trajectories. These limitations of currently available SE datasets make them unsuitable for studying phylogeny-ontogeny correlations, given that this type of analysis requires relatively dense sampling of individual stages along the full developmental process^35^.

To overcome these limitations and to explore phylogeny-ontogeny correlations along the full SE developmental process, we established a highly efficient protocol for the direct induction of SE in grapevine (*Vitis vinifera* L.) “Malvasia Istriana”, a perennial woody dicotyledon species and a cultivar with an international reputation. The developmental stages of our *V. vinifera* SE morphologically roughly resemble the stages of normal ZE, and the resulting embryos possess a high potential for immediate plantlet regeneration.

We used this SE system to sample 12 morphologically distinct developmental stages, covering the complete ontogeny of *V. vinifera* SE, from early induction to juvenile plant formation, and sequenced their transcriptomes using RNAseq. We matched the obtained expression values to gene-related evolutionary and functional information to explore the correspondence between ontogeny and phylogeny along the SE developmental trajectory. To achieve this, we applied phylostratigraphic and phylotranscriptomic methods which are very powerful in extracting macroevolutionary information from genomic and developmental data^1,4,9,36–40^.

Here we show a strongly supported hourglass-shaped developmental trajectory in *V. vinifera* SE. Moreover, the recovered SE patterns better align with theoretical expectations than previously found profiles in ZE. This suggests that SE is a primordial process tightly linked to the evolutionary origin of development in plants.

## Results

### Global expression profiles along SE

To evolutionary assess developmental transcriptomes of SE, we first developed a highly efficient SE induction system in grapevine (*Vitis vinifera* L.) “Malvasia Istriana”, which is characterized by a high embryogenic potential, developmental synchronization between embryos after induction, and the absence of fusion between embryos at their interfaces (see “Methods”). These properties of our SE system allowed us to relatively easily select and isolate individual embryos at different developmental stages in sufficient amounts for downstream RNAseq analysis (Fig. 1a). Embryogenesis was induced from immature anthers which are the most reactive explants for SE in different grapevine cultivars^41–43^. To cover the full embryogenesis as well as postembryonic development, we used three cultivation media and different lighting conditions that simulate embryo development and germination (Fig. 1a). This allowed us to gather a collection of 12 SE developmental stages covering induction, embryonic, and postembryonic development, including plantlet formation (Fig. 1a). To our knowledge, this is the most complete SE sample collection generated so far.

**Fig. 1:**
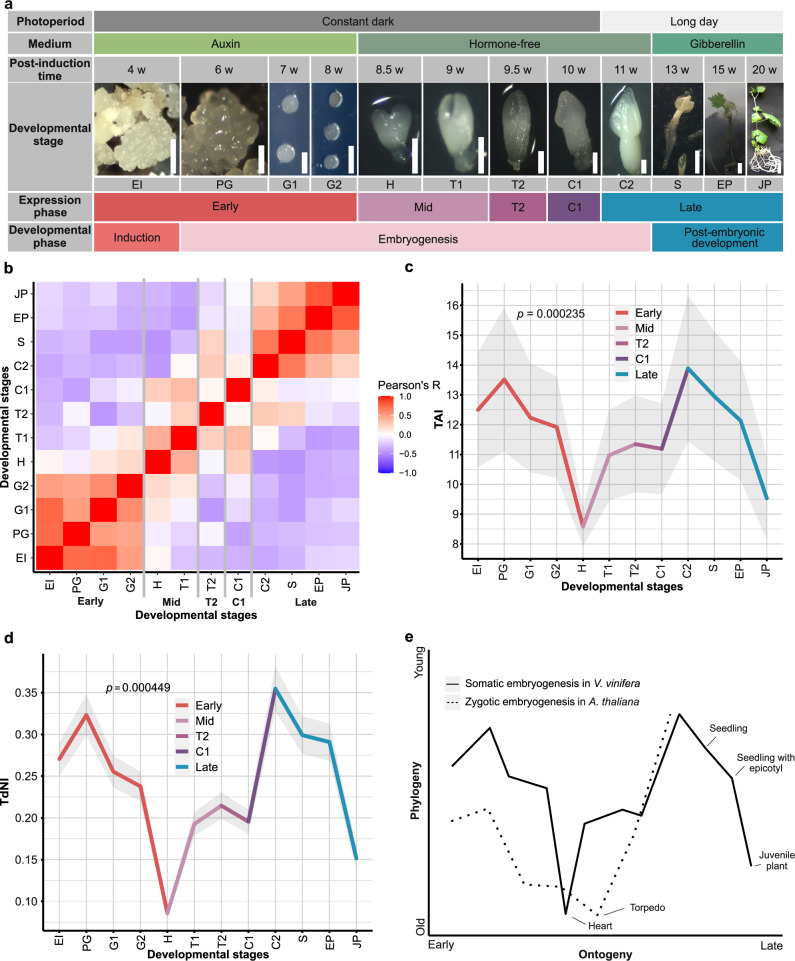
Somatic embryogenesis in *V. vinifera* is a stage-organized process that exhibits an hourglass-shaped phylogeny-ontogeny correlation. **a** The sampled developmental stages of somatic embryogenesis in *V. vinifera*: early induction (EI), pre-globular stage (PG), globular stage 1 (G1), globular stage 2 (G2), heart stage (H), torpedo stage 1 (T1), torpedo stage 2 (T2), cotyledonary stage 1 (C1), cotyledonary stage 2 (C2), seedling (S), seedling with epicotyl (EP) and juvenile plant (JP). Scale bars: 0.5 mm (EI–C2), 2 mm (S), 3 mm (EP), 1 cm (JP). The somatic embryogenesis stages were determined following previously described morphological criteria^43^. We performed transcriptome sequencing in *n* = 5 (C2 and EP stages) and *n* = 3 (the remaining 10 stages) biological replicates. For every sampled developmental stage, we showed corresponding hormones that were present in media as well as photoperiod at which developing plants were cultivated. “Long day” marks photoperiod of 18 h light and 6 h dark. For an easy reference, we also depicted post-induction time in weeks (w), global developmental phases, and expression phases derived from our correlation analysis. **b** Pearson’s correlation coefficients between somatic embryogenesis developmental stages in all-against-all comparison. Early (EI–G2), mid (H–T1), T2, C1, and late (C2–JP) expression stages are marked. **c** The transcriptome age index (TAI) of somatic embryogenesis shows an hourglass pattern. The heart stage of the mid-developmental period expresses the evolutionary oldest transcriptome, while earlier and later stages express evolutionary younger ones. We tested the significance of the TAI pattern using the flat-line test, while the gray shaded area represents ±1 standard deviation estimated using permutation analysis (see “Methods”). **d** The transcriptome nonsynonymous divergence index (TdNI) of somatic embryogenesis shows an hourglass pattern. The heart stage of the mid-developmental period expresses the most conserved genes at nonsynonymous divergence sites, while earlier and later stages express more diverged genes. Nonsynonymous divergence rates were estimated in *V. vinifera–V. arizonica* pairwise comparisons (see “Methods”). We tested the significance of the TdNI pattern using the flat-line test, while the gray shaded area represents ±1 standard deviation estimated using permutation analysis (see “Methods”). The corresponding transcriptome synonymous divergence index (TdSI) and transcriptome codon bias index (TCBI) profiles are shown in Supplementary Fig. 2e. **e** A schematic comparison between the TAI profile of *V. vinifera* somatic embryogenesis that we recovered in this study and the TAI profile of *A. thaliana* zygotic embryogenesis reported previously^4^. To make the hourglass patterns visually comparable between these studies, the TAI values were normalized to a range between 0 and 1 (see “Methods”).

To get an overview of expression dynamics along SE in *V. vinifera*, we recovered the transcriptomes of these 12 SE stages by RNAseq (Fig. 1a). 

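RNA was extracted from *V. vinifera* embryogenic cultures and from the plants regenerated from them, starting with EI at 4 weeks and ending with JP at 20 weeks post induction. The 40 libraries comprised 5 biological replicates of C2, 5 of EP and 3 of each of the other 10 stages. The authors removed rRNA before library preparation, sequenced paired-end reads on the Illumina NextSeq 500 platform, mapped them with BBMap to the 12X grapevine genome assembly and deposited the number of reads counted on each open reading frame of each library, without normalization. The treatment of reads that match several genes and of the read strand in this counting is not given in the sources used here.
Total counts per library lay between 13774534 (EP replicate 3) and 68058022 (EP replicate 5), with a median of 23096350. The median total was 18110242 in EI (range 17246233 to 19559381), 17552416 in PG (17261305 to 19752632), 23162076 in G1 (23112258 to 23837270) and 21124428 in G2 (21036578 to 24785414). It was 28367827 in H (26671004 to 31139525), 23065193 in T1 (22120161 to 23412138), 26077082 in T2 (22577672 to 28421295) and 27776092 in C1 (25062208 to 31038347). In the late stages it was 26443954 in C2 (18125988 to 30759636), 18539261 in S (17242549 to 20011261), 17279403 in EP and 28055336 in JP (20209784 to 33783101). These counts made up from 18.62% (EP replicate 2) to 38.21% (EP replicate 5) of the mapped reads that Supplementary Data 1 lists for the library. The same table gives 75 mapped bases per read for the 10 libraries of C2 and EP and 80 for the other 30, while the text gives 75 bp for all. The paper's table sums to 3684780654 reads with a mean of 95.38% mapped, and all values below use the counts on genes.
Replicates were compared before they were averaged, by a chi-square statistic of their counts over genes relative to its value under sampling noise. Over the 50 pairs of replicates this ratio had a median of 13.9 and a maximum of 98.4, between C1 replicates 1 and 2. Its smallest values were 1.46 for C2 replicates 1 and 2 and 1.69 for EP replicates 1 and 2. All pairs exceeded the sampling noise and were kept as separate replicates. Repeats from one culture can exceed this noise too, so that the statistic does not show whether the replicates of these closest pairs are independent samples. For tests across genes, counts were normalized by edgeR's TMM method, whose factors ranged from 0.396 to 1.46, genes with low counts were removed by its filterByExpr function, and stages were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p threshold of 0.05. Pairs of stages were fitted on their own libraries alone, so that each comparison used its own estimate of the spread between replicates.

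**Figure D1:**
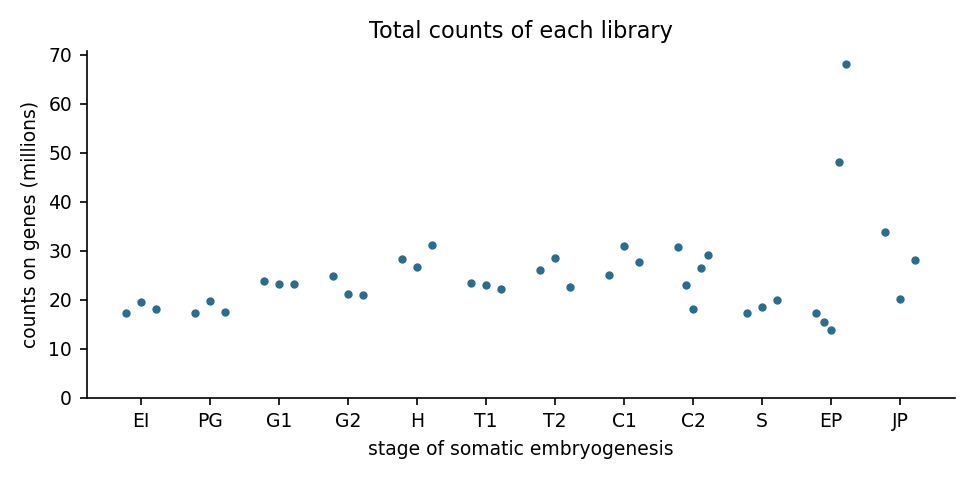
Total counts on genes of each of the 40 libraries (points) by developmental stage. EP holds both the smallest library, replicate 3, and the largest, replicate 5.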

When considering all sequenced developmental stages together, we detected expression of 29,839 (99.56%) annotated *V. vinifera* genes (Supplementary Data 1). These high numbers showed that essentially all genes were transcribed at some point along the developmental trajectory of SE. In turn, this reveals that SE cannot be considered some simplified derivative of ZE, but rather a full-fledged developmental process that utilizes essentially all available protein-coding genetic information.

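At least 1 count was recorded for 29839 of the 29971 open reading frames in the table, and the other 132 had none in any library. A gene passes this criterion with a single count over the whole experiment. Of the genes with a count, 706 had fewer than 10 counts summed over all libraries and 69 had counts in only 1 library, whereas 19245 had counts in every library. With at least 10 counts required in at least 3 libraries, 25153 genes (83.9% of those listed) were retained. Individual libraries held counts for 23842 to 29136 genes (median 26402). When the replicates of a stage were pooled, the number was lowest in JP (27509) and highest in C2 (29549), which has more replicates than JP. From the number of genes detected over all stages, the paper concludes that essentially all genes are transcribed at some point along the developmental trajectory of SE.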

We further tested expression dynamics along the whole SE ontogeny which revealed that 25,098 (84.1%) genes were differentially expressed (Supplementary Data 2). Among these 12,893 (43.2%) had expression change above two-fold. 

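The quasi-likelihood F test over the 12 stages found 23544 genes whose expression differed between stages, 78.9% of the genes with a count, out of 24862 genes that passed the filter on low counts. Without this filter the number was 25399, which was the largest shift among the alternatives, and the likelihood ratio test of DESeq2 gave 25096. When each library was left out in turn, between 23238 (without C2 replicate 3) and 24097 genes (without C1 replicate 1) were differentially expressed.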

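The text does not name the stages between which the fold change over the whole ontogeny was taken. When the largest difference between any pair of fitted stage means was used, 22328 of the differentially expressed genes changed by more than 2-fold (74.8% of the genes with a count). When the fitted change from EI to JP was used, the number fell to 12315.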

To get a more detailed overview of expression dynamics we also compared transcriptomes in a pairwise manner between successive stages (Supplementary Data 2 and Supplementary Fig. 1). This pairwise analysis revealed that, on average, 18% of genes (12% with a fold change >2) showed changes in expression during transitions between successive stages. 

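Over the 11 transitions between successive stages, an average of 13.6% of the genes with a count changed, and 8.36% changed by more than 2-fold. Of the alternatives set before the data were examined that kept all libraries, counting genes at an unadjusted p below 0.05 moved these means most. They rose to 25% and 13%. No mean was calculated for DESeq2 in one fit of all libraries at an unadjusted p, an alternative added later. DESeq2 gave means of 19.4% and 12.2% from the libraries of both stages, and of 18.2% and 12.6% from one fit of all libraries. With replicate 1, 2 or 3 of every stage left out, the mean share of changed genes was 9.86%, 7.12% and 6.28%, and its part above 2-fold was 7.25%, 5.13% and 4.02%. Transitions differed widely. The share was 4.6% from EI to PG, 17.8% from PG to G1, 0.486% from G1 to G2, 40.7% from G2 to H, 22.7% from H to T1, 1.44% from T1 to T2, 20% from C2 to S, 21% from S to EP and 4.01% from EP to JP.
From T2 to C1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 21412 genes, also with any of the 6 libraries left out. At an unadjusted p below 0.05 it found 1810 genes, between 687 (without C1 replicate 3) and 4921 (without C1 replicate 1) with 1 library left out, one edgeR model of all stages called 2152, and DESeq2 called 511 from the libraries of both stages and 3346 from a fit of all libraries. In data simulated with the means and depths of this comparison, with 200 genes changed by 4-fold and a dispersion of 0.1, the test recovered 92% of the changed genes. That dispersion was fixed and was not estimated from these libraries, and C1 and T2 had the largest distances between replicates (60.5 and 44.5). The 92% thus does not show how many changed genes the test could find here.
With 3 replicates on one or both sides, several counts changed when a single library was left out. Some fell whichever replicate of a stage was left out, which having fewer samples can cause by itself. From EI to PG, 1373 genes changed, and this number was 4501 without EI replicate 1, 3883 without EI replicate 2, 60 without EI replicate 3, and 29 and 39 without PG replicates 1 and 2. Without PG replicate 3 it was 0 by the quasi-likelihood test, with 4252 genes at an unadjusted p below 0.05. From PG to G1, 5301 genes changed, against 674, 1214 and 362 without PG replicates 1, 2 and 3, and 9147 and 1149 without G1 replicates 1 and 3. From G1 to G2, 145 genes changed, against 436 and 1298 without G1 replicates 1 and 2. Without G1 replicate 3 or G2 replicate 1, 2 or 3, the same test gave 0, while 3215, 3471, 2774 and 3948 genes had an unadjusted p below 0.05. From H to T1, 6762 genes changed, against 4170, 2913 and 3992 without H replicates 1, 2 and 3. From T1 to T2, 430 genes changed, against 2856 without T2 replicate 1 and 127 without T2 replicate 3. Without T1 replicate 1, 2 or 3, the quasi-likelihood test gave 0 and 3575, 2877 and 2496 genes had an unadjusted p below 0.05. From C2 to S, 5970 genes changed, against 3416, 3911 and 2659 without S replicates 1, 2 and 3. From S to EP, 6277 genes changed, against 3612, 3635 and 4149 without the same 3 libraries. From EP to JP, 1198 genes changed, against 580, 614 and 2444 without EP replicates 1, 2 and 5, and 166, 112 and 56 without JP replicates 1, 2 and 3. It was 628 with EP replicates 1 and 2 summed to 1 library, chosen after seeing the data. From G2 to H the number stayed between 9007 and 12483. DESeq2 run on the libraries of both stages gave 4346 genes from EI to PG, 2692 from G1 to G2 and 2304 from T1 to T2.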

The most dramatic shift was observed during the transition from the C1 to C2 stage, where 37% of genes (25% with a fold change >2) exhibited altered expression (Supplementary Data 2 and Supplementary Fig. 1). These values, together with clustering analysis (Supplementary Data 3 and 4), revealed that SE in *V. vinifera* is a highly regulated process underpinned by substantial changes at the transcriptome level.

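From C1 to C2, 5010 of 22462 genes tested were differentially expressed (16.8% of the genes with a count), of which 2072 were higher and 2938 lower in C2. This excess of lower genes depended on the test, since 41.4% of the called genes were higher here, but 51.8% by DESeq2 on the same libraries, 51.5% by one edgeR model of all stages and 61.2% by DESeq2 in one fit of all libraries. A fold change above 2 was estimated for 3643 of them (12.2%), and a test of the fold change itself against 2 (edgeR glmTreat) called 26. The number of changed genes rested on single libraries, being 8655 without C1 replicate 1, 1091 without C1 replicate 2, 7 without C1 replicate 3 and 14 without either C2 replicate 1 or C2 replicate 2, while it lay between 3802 and 4017 without any other C2 replicate. It was 12 when the counts of C2 replicates 1 and 2, which differed little, were summed to 1 library, an alternative chosen after seeing the data. The rank of this transition depended on the estimate of the spread. Where each transition used its own libraries it was the sixth, behind G2 to H with 12138 changed genes, and DESeq2 on the same libraries gave 8109 genes (27.2%), behind 11871 from G2 to H. Where one fit of all 40 libraries gave a spread shared by all stages, C1 to C2 had the most changed genes of the 11 transitions, with 9593 (32.1%) by edgeR and 11019 (36.9%) by DESeq2. Of the 5010 genes, 4811 were among the 11019.
Genes for this transition are named by their identifiers, since the sources used here do not pair these with names. They were taken from the called genes with at least 10 CPM in either stage and no overlap between the libraries of C1 and C2. VIT_03s0063g02390 had no count in any C1 replicate and 11.4 ± 9.44 CPM (SD, n = 5) in C2, at least 407-fold above the limit of 0.0281 CPM that 3 counts over the C1 libraries allow. VIT_02s0154g00290 rose from 0.0818 ± 0.0956 CPM (SD, n = 3) to 187 ± 191 CPM (SD, n = 5), a log2 fold change of 11.24 (standard error 2.08, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decreases among these genes were those of VIT_18s0122g01210, from 96.5 ± 92.7 to 4.53 ± 1.37 CPM (log2 fold change -4.39, standard error 0.744), and VIT_17s0000g08010, from 188 ± 165 to 10.5 ± 4.47 CPM (log2 fold change -4.16, standard error 0.681), both with an adjusted p of 0.0182 from the same test. Exact permutation tests of the CPM values gave a two-sided p of 0.071 and 0.12 for the increases and 0.018 for both decreases, against a smallest possible value of 0.0179. The genes had been chosen for no overlap between these libraries, which favours a low p, so that this test adds no independent evidence. Each of the 4 genes remained below the adjusted p threshold in 5 of 8 fits that left out 1 library, and lost it without C1 replicate 3, C2 replicate 1 or C2 replicate 2. From the values of all transitions, together with a clustering of expression profiles, the paper concludes that SE in *V. vinifera* is a highly regulated process underpinned by substantial changes of the transcriptome.

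**Figure D2:**
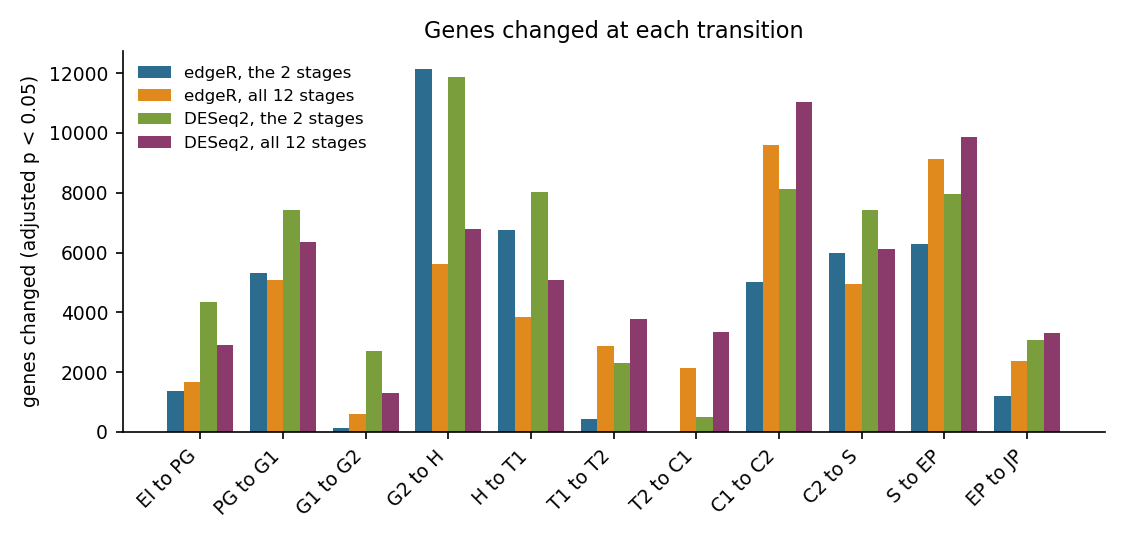
Number of genes changed at each transition between successive stages at an adjusted p below 0.05 (bars), by edgeR and DESeq2 on the libraries of both stages alone or in one fit of all 12 stages. C1 to C2 has the highest bar in both fits of all 12 stages, and G2 to H in both fits of separate transitions.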

To get a global overview of the similarities and differences between the expressed transcriptomes of different developmental stages, we calculated pairwise expression correlations, which revealed that the SE developmental trajectory could be divided into five expression phases (Fig. 1a, b). 

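Standardized expression of 26181 genes was rebuilt from the counts as the methods describe, from fractions of transcripts, with the replicates of a stage settled by their median. Pearson's correlation coefficients were then calculated across genes, which are not independent replicates, so that no p is given. The mean correlation was 0.564 over the 6 pairs among EI, PG, G1 and G2, and 0.537 over the 6 pairs among C2, S, EP and JP. Between these groups of stages it was -0.282 over 16 pairs. From replicate 1, 2 or 3 of every stage alone, the mean among EI to G2 was 0.439, 0.359 and 0.437, that among C2 to JP was 0.562, 0.518 and 0.471, and that between the groups was -0.238, -0.302 and -0.284. The contrast between positive and negative means was thus larger than the spread between replicates. Spearman's coefficient moved the early mean most, to 0.306. From these correlations, the paper concludes that the SE trajectory can be divided into 5 expression phases.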

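Among EI, PG, G1 and G2, every pair of stages had a positive correlation of standardized expression, from 0.423 between PG and G2 to 0.736 between EI and G1. The mean correlation of H with these 4 stages was 0.0654, with a maximum of 0.199 for G2, and that of T1 was -0.0968.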

The early expression phase includes the early induction (EI), pre-globular (PG), and globular (G1, G2) developmental stages (Fig. 1a, b). The mid-expression phase covers the heart (H) and early torpedo (T1) developmental stages. This mid-expression phase is followed by the late torpedo (T2) and early cotyledonary (C1) developmental stages which have rather unique transcriptomes that show some discontinuous similarity to the mid and late-expression phase (Fig. 1b). 

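The correlation of H with T1 was 0.421, and 0.393, 0.27 and 0.371 when calculated from replicate 1, 2 or 3 alone. With each library left out in turn it lay between 0.35 and 0.446. Both stages correlated negatively with the late stages C2 to JP, with means of -0.359 for H and -0.231 for T1, where the pair of T1 and C2 was the exception at 0.0724. Outside this pair, the highest correlation of H was 0.284 with C1 and that of T1 was 0.374, also with C1.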

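The correlation of T2 with C1 was 0.103. It differed between replicates by more than its size, with 0.377 from replicate 1, -0.375 from replicate 2 and -0.078 from replicate 3 alone. The correlation of T2 with C1 changed sign to -0.0366 without T2 replicate 1 and to -0.0548 without C1 replicate 1, and rose to 0.289 without C1 replicate 2, 0.253 without T2 replicate 2 and 0.158 without T2 replicate 3. T2 had its highest correlations with T1 (0.278) and with C2 (0.255), and a mean of -0.276 with EI to G2. The correlation of T1 with T2 was 0.14 without T2 replicate 1. C1 was closest to T1 and H, while the correlation of C1 with C2 was 0.117, with a mean of -0.00244 over C2 to JP and of -0.242 over EI to G2. The correlation of C1 with C2 also changed with single C1 libraries, being -0.0522 without replicate 1, 0.311 without replicate 2 and 0.0705 without replicate 3.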

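Within the group of C2, S, EP and JP the correlations were uneven. They ranged from 0.222 between C2 and JP to 0.775 between EP and JP. All 16 correlations of these stages with EI, PG, G1 and G2 were negative, from -0.415 between G1 and S to -0.145 between EI and EP.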

Finally, the late-expression phase comprises late cotyledonary (C2), the formation of seedling (S), seedling with epicotyl (EP) and juvenile plant (JP) developmental stages (Fig. 1a, b).

To get further insights into expression dynamics along the SE developmental trajectory, we performed principal component analysis (PCA) which revealed a time-resolved profile that follows the developmental progression of SE and shows its punctuated organization (Fig. 2). 

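The 29839 genes with a count were put on the scale of DESeq2's variance-stabilizing transformation. The 500 most variable of them gave a first principal component with 66.7% of the variance, the next with 18.3% and the third with 5.19%. Mean scores on PC1 (± SD over replicates) were -49.3 ± 1.16 in EI, -54.8 ± 0.503 in PG, -46.6 ± 1.37 in G1, -44.7 ± 7.01 in G2, -43.1 ± 3.18 in H, -35.5 ± 2.21 in T1, -17.5 ± 10.7 in T2, -19.6 ± 1.84 in C1, 15 ± 13.8 in C2, 52.8 ± 5.82 in S, 89.3 ± 3.48 in EP and 84.5 ± 3.4 in JP. Mean scores on PC2 were -31.3 ± 1.57 in EI, -29.3 ± 1.76 in PG, -27.5 ± 3.26 in G1, -9.08 ± 6.96 in G2, 3.48 ± 2.62 in H, 21.1 ± 4.05 in T1, 29.7 ± 5.23 in T2, 14.4 ± 21.3 in C1, 39.3 ± 3.64 in C2, 29.6 ± 3.26 in S, -16.3 ± 11.4 in EP and -39.6 ± 2.07 in JP. Along PC1, the stages from EI to H were closer to each other than to S, EP and JP, and the C2 replicates were spread over a wider range than those of any other stage.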

The general organization of this PCA pattern in SE is similar to those previously recovered in bacterial biofilm development^9^. This suggests that these developmental processes, although analogous, are governed by the common basic principles. Similar to bacterial biofilm development^9^, biological replicates per developmental stage generally clustered together (Fig. 2). 

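The mean Euclidean distance between replicates, over the 500 most variable genes in log2 CPM, was 17.6 in PG, 18.5 in JP, 21.3 in T1, 24.3 in EI, 24.9 in S and 27.4 in H. It was 28.4 in G1, 30.8 in both G2 and C2, and 34.4 in EP. To test the grouping, each library was placed by its distance to the mean of the other replicates of its own stage and to the mean of every other stage. Of the 40 libraries, 31 were nearest to their own stage and 9 were nearer to another. Among these 9, 5 belonged to EI, G1 or G2 and were nearer to another stage of EI, PG or G1, such as EI replicate 1 with a distance of 21.9 to G1 and 25.5 to EI. The other 4 were T2 replicate 1, C1 replicates 1 and 2 and EP replicate 4, and the last was nearer to JP (29.2) than to the other EP libraries (34.7).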

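In C1 the mean distance between replicates was 60.5, from 39.7 between replicates 1 and 3 over 59.4 between replicates 2 and 3 to 82.5 between replicates 1 and 2. The median of the other 11 stages was 27.4. T2 came next with a mean of 44.5 and pair distances of 29.5 to 58.1, so that the smallest distance within C1 lay inside the range of T2. The C1 value rested in part on replicate 2, since without it the distance was 39.7, below that of T2, whereas it was 59.4 without replicate 1 and 82.5 without replicate 3. On the plane of the first and the second principal components, the mean distance between replicates was 27.7 in C1, 17.3 in C2 and 16 in T2. C1 replicate 1 lay nearer to the mean of T2 (22.8) than to the other C1 replicates (57.5), C1 replicate 2 nearer to H (60.2) than to its own stage (69.1), and T2 replicate 1 nearer to T1 (31.4) than to the other T2 replicates (50.2).

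**Figure D3:**
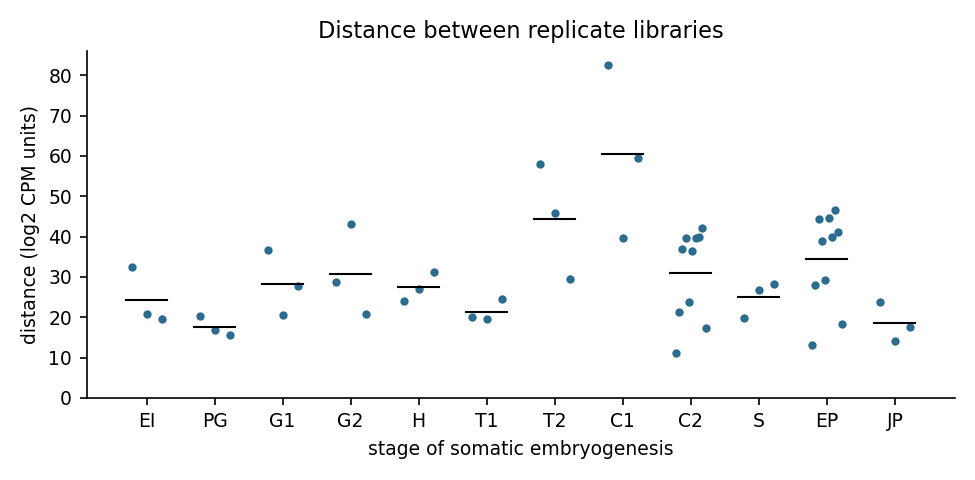
Euclidean distance between each pair of replicate libraries of a stage (points) and its mean (lines), over the 500 most variable genes in log2 CPM. The 3 distances within C1 reach 82.5, and the next highest mean is that of T2.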

The only stage that showed increased distortion in expression between replicates is cotyledonary stage 1 (C1). This pattern in C1 could reflect a burst of expression changes, which potentially could be resolved in future studies by even finer temporal sampling around this specific period. Alternatively, this could point to an increased sensitivity of this particular stage to the slight changes in environmental cues. We previously observed similar patterns during biofilm growth in developmental stages which were impacted by substantial environmental stress caused by starvation^9^. The fact that C1 stage is the latest stage kept in constant dark (Fig. 1a)—which causes a tradeoff between the lack of photosynthesis and developmental growth—suggests that higher variability in transcriptomes between biological replicates in C1 stage likely reflects the effect of starvation (Fig. 2).

**Fig. 2:**
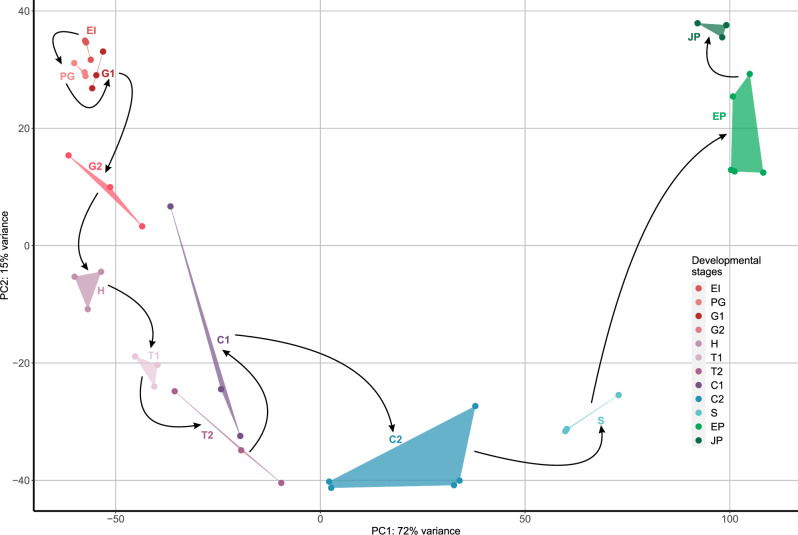
Principal component analysis (PCA) of transcriptomes shows time-resolved organization of *Vitis vinifera* somatic embryogenesis. *V. vinifera* developmental stages are shown in different colors, where shades of red represent early (EI–G2), shades of purple represent mid (H–T1), T2 and C1, and shades of green represent the late developmental stages (C2–JP). Replicates are in the same color and connected with lines. We performed transcriptome sequencing in *n* = 5 (C2 and EP stages) and *n* = 3 (the remaining 10 stages) biological replicates. Black arrows correspond to the experimental timeline of *V. vinifera* development that starts with EI and ends at JP. Developmental stages: early induction (EI), pre-globular stage (PG), globular stage 1 (G1), globular stage 2 (G2), heart stage (H), torpedo stage 1 (T1), torpedo stage 2 (T2), cotyledonary stage 1 (C1), cotyledonary stage 2 (C2), seedling (S), seedling with epicotyl (EP) and juvenile plant (JP).

### SE ontogeny-phylogeny correlations

To determine whether *V. vinifera* SE shows any correlation with the evolutionary trajectory of the plant lineage, we linked the transcriptome expression values of 12 SE developmental stages with the evolutionary age of *V. vinifera* genes and calculated the transcriptome age index (TAI)^1^ (Fig. 1c; Supplementary Data 5). We assessed the evolutionary age of *V. vinifera* genes using a phylostratigraphic approach^9,36^, based on a consensus phylogeny that traces back to the origin of cellular organisms and culminates in *V. vinifera* as the focal species, incorporating a large collection of reference genomes (see “Methods”, Supplementary Fig. 3, Supplementary Data 6 and 7). We found that the TAI profile of *V. vinifera* development via SE has a pronounced, and statistically strongly supported, hourglass shape (Fig. 1c). 

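The TAI was recalculated from the deposited counts for the genes whose phylostratum (ps) is in the parts of the paper's tables at hand, which hold 1978 genes of Supplementary Data 7 and 1998 of Supplementary Data 5. Both lists gave the same phylostratum to the 137 genes they share. Together they cover 3839 genes, 13% of the 29623 genes that the paper's summary of the full map counts, and between 5.59% and 12.5% of the counts of a library, so that these values describe a part of the transcriptome and are not on the scale of Fig. 1c. Counts were used without division by gene length. The mean TAI ranged over 1.82 units, from 4.48 in H to 6.3 in PG, and stages differed by more than replicates did (permutation test with 100000 shuffles of the stage labels, p = 2e-05). H also had the lowest mean with the square root of the expression (5.06 ± 0.042), over the genes of Supplementary Data 7 alone (4.28 ± 0.25) and without the genes of ps18 (4.26 ± 0.085; SD, n = 3 each). On the scale of log2 expression, the stage with the lowest mean was PG (5.19 ± 0.0061, SD, n = 3) and H (5.26 ± 0.019) ranked sixth. Of these genes, 36 took more than 1% of the counted expression in at least 1 library, led by VIT_01s0011g04570 (ps16) with up to 16.4% in G1 replicate 1, VIT_13s0067g03390 (ps1) with up to 13% in EP replicate 2 and VIT_18s0001g03640 (ps18) with up to 9.74% in C2 replicate 5. Without these 36 genes, T2 had the lowest mean, at 4.42 ± 0.13, with H at 4.44 ± 0.048 (SD, n = 3 each). Over the genes of Supplementary Data 5 alone, T1 was lowest, at 4.55 ± 0.087, with H at 4.62 ± 0.07 (SD, n = 3 each), and in both settings the replicates did not separate H from the lowest stage. From the fractions of transcripts printed in that table, an alternative chosen after seeing the data, T1 was lowest at 5.96 ± 0.16 and H was the fourth from the lowest, at 6.25 ± 0.17 (SD, n = 3 each). From the TAI of all genes with its statistical test, the paper concludes that SE has a pronounced hourglass profile.

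**Figure D4:**
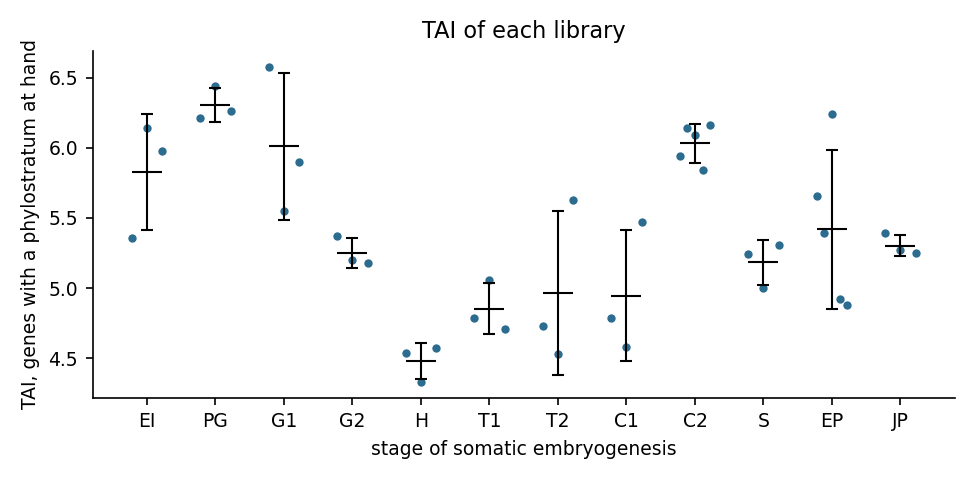
TAI of each library (points), with mean and SD of each stage, over the 3839 genes with a phylostratum at hand. H has the lowest mean, and its libraries, from 4.33 to 4.57, overlap with T2, where replicate 2 is at 4.53. Those of PG lie from 6.21 to 6.44, and the highest single value, 6.58, belongs to G1.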

The evolutionary younger transcriptomes are predominantly expressed during early development (early induction; EI and pre-globular stage; PG), after which increasingly older transcriptomes are recovered with the oldest estimates at the heart stage (H) (Fig. 1c). 

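Over the genes at hand, the TAI was 5.83 ± 0.41 in EI, 6.01 ± 0.52 in G1 and 5.25 ± 0.1 in G2 (SD, n = 3 each). H lay below EI by -1.35 and below PG by -1.82 units, with no overlap between replicates in either comparison (exact two-sided permutation tests, p = 0.1 for both, the smallest p that 3 against 3 libraries allow). G1, after PG in the trajectory, did not stand apart from EI or PG given its spread. The size of the fall depended on abundant genes and on the scale. Without the genes above 1% of the expression, H minus EI was -0.125 and H minus PG was -0.0277, and on the log2 scale both differences changed sign, to 0.00451 and 0.0742.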

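After H, the TAI of the genes at hand was 4.85 ± 0.18 in T1, 4.96 ± 0.59 in T2 and 4.95 ± 0.46 in C1 (SD, n = 3 each), without a difference between these stages beyond the spread of replicates. It was 6.03 ± 0.14 in C2 (SD, n = 5), and H minus C2 was -1.55 (exact two-sided permutation test, p = 0.018, the smallest p that 3 against 5 libraries allow). On the log2 scale this difference was -0.094, with an exact p of 0.054. C2 and PG were the highest stages, and C2 was the highest in the part of Supplementary Data 7 alone (6.97 ± 0.21), with the square root of the expression (5.37 ± 0.066) and on the log2 scale (5.36 ± 0.074; SD, n = 5 each), with overlap with libraries of other stages on the latter 2 scales. In the part of Supplementary Data 5 alone it was 5.09 ± 0.19 (SD, n = 5), below EI, PG, G1, G2, EP and JP.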

As the mid-development advances, evolutionary younger transcriptomes start to be expressed again, with the peak at cotyledonary stage 2 (C2), which showed overall the evolutionary youngest transcriptome (Fig. 1c). Finally, postembryonic developmental stages following the cotyledonary stage 2 (C2) exhibited a reverse trend, with transcriptomes becoming progressively older (Fig. 1c).

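In the postembryonic stages the TAI of the genes at hand was 5.18 ± 0.16 in S (SD, n = 3), 5.42 ± 0.57 in EP (SD, n = 5) and 5.3 ± 0.078 in JP (SD, n = 3), so that S, EP and JP were not ordered beyond the spread between replicates. C2 exceeded JP by 0.731 units (exact two-sided permutation test, p = 0.018). This difference changed sign to -0.167 without the genes above 1% of the expression, to -0.416 without the genes of ps18 and to -0.226 with the genes of Supplementary Data 5 only. With the fractions of transcripts printed in that part of Supplementary Data 5, an alternative chosen after seeing the data, it was -0.376.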

To test the stability of the recovered hourglass TAI profile we repeated the phylostratigraphic analysis using a range of *e* value cutoffs (10–10^−40^) and recalculated TAI profiles^9,44^. This robustness test, which deliberately inflates false-positive and false-negative rates, demonstrated the stability of the hourglass TAI profile across the full range of tested *e* value cutoffs (Supplementary Fig. 4). This demonstrates that the TAI hourglass pattern of *V. vinifera* SE development is underpinned by a strong macroevolutionary imprint, which is resilient to the changes in *e* value thresholds. The strength of these macroevolutionary signals prompted us to look more closely at how different phylogenetic levels (phylostrata) contribute to the overall TAI profile. By sequentially including genes from successive phylostrata, starting from the ps1 (Cellular organisms), we recalculated a set of TAI profiles and found that the clearly recognizable, and statistically significant, hourglass pattern is detectable from the origin of Diaphoretickes (ps8) (Supplementary Fig. 5). These results suggest that the hourglass-shaped ontogeny-phylogeny correlations represent an ancient macroevolutionary imprint deeply embedded in the lineage that led to the origin of land plants.

To better understand the expression of genes from different phylostrata during *V. vinifera* SE, we conducted a relative expression analysis^1,9^. The genes that could be traced to the origin of cellular organisms (ps1) showed expression peaks at the heart stage (H) and in the juvenile plants (JP) (Supplementary Fig. 6). Similarly, genes that originated during archaeal diversification (ps2–ps5) and eukaryogenesis (ps6) also peaked around the heart stage (Supplementary Fig. 6). These expression peaks of evolutionary ancient genes at the heart stage (H) and in the juvenile plants (JP), explain in part why evolutionary oldest transcriptomes, as estimated by TAI analysis (Fig. 1c), are expressed at these stages.

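Mean expression per gene was calculated for the 1557 genes of ps1 at hand, in CPM of the library total. It was highest in H, at 37.4 ± 1.1 CPM (SD, n = 3), followed by C1 at 33.5 ± 2.5 CPM (SD, n = 3), with no overlap between the libraries of the stages (exact two-sided permutation test, p = 0.1, the smallest possible). In JP it was the lowest of all stages, at 20.8 ± 2.6 CPM (SD, n = 3). CPM values share one total, and a few genes took a large part of it in JP. For all groups of phylostrata, the paper instead used fractions of transcripts. Their denominators per count differ between libraries, so that CPM can order the stages otherwise. With TMM factors in place of library totals, a scaling tried after seeing the data, H minus JP changed from 16.6 to -3.56 CPM, and EP had the highest mean, at 36.9 ± 8.9 CPM (SD, n = 5).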

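For the 888 genes of ps2 to ps6 at hand, the mean per gene was 41.6 ± 0.83 CPM in H and 41.5 ± 1.6 CPM in T1 (SD, n = 3 each), which the replicates did not separate (exact two-sided permutation test, p = 0.9). The next stage was T2, with 40.9 ± 4.9 CPM, and EI reached 40.4 ± 1.6 CPM (SD, n = 3 each). The lowest value was 20 ± 2.4 CPM in JP. With TMM factors, the highest mean was that of S, at 41.5 ± 3 CPM (SD, n = 3), and H was at 28.9 ± 0.37 CPM.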

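The 446 genes of ps7 to ps11 at hand had a mean of 28.5 ± 0.51 CPM in H, above 24.6 ± 2.4 CPM in C1 and 24.5 ± 2.6 CPM in EI (SD, n = 3 each). The libraries of H did not overlap with those of C1 (exact two-sided permutation test, p = 0.1). C2 had the lowest mean, at 14.6 ± 1.7 CPM (SD, n = 5). On the log2 scale H was also highest, at 3.11 ± 0.034. TMM factors moved the maximum to EP (32.1 ± 4.4 CPM, SD, n = 5) and changed H minus JP from 7.88 to -9.6 CPM. Single phylostrata of this range hold few of the genes at hand and were not evaluated.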

With the exception of Diaphoretickes-specific genes (ps8) that show the highest expression at the cotyledonary 2 stage (C2), genes that emerged in the period from the origin of Excavata/Diaphoretickes (ps7) till the origin of Streptophyta (ps11) also showed maximal expression in the heart stage (H) (Supplementary Fig. 7a, b). This pattern demonstrates that genes that accompanied the early steps of the plant lineage diversification (ps7–ps11), which was unfolding in the aquatic environment, play an important role in the heart stage of extant SE. In contrast, the genes that originated from the origin of Embryophyta (ps12) to the origin of Magnoliophyta (ps14) showed very dynamic regulation across SE development (Supplementary Fig. 7c). Although genes from these evolutionary periods also have relatively high expression levels at the hearth stage (H), we detected strong additional peaks at the globular (G1 and G2), cotyledonary (C1 and C2), torpedo (T1 and T2), and seedling (S) stages (Supplementary Fig. 7c). Together this pattern showed that the genes that originated during the early evolution of land plants (ps12–ps14) play an important role in the period from the globular stages (G1) to the seedling (S) stage, i.e., the central part of SE ontogeny (Fig. 1a, Supplementary Fig. 7c).

The evolutionary young genes that originated in the period from the origin of Eudicots (ps15) to the origin of focal species *V. vinifera* (ps18) cumulatively follow the hourglass pattern (Supplementary Fig. 7d). 

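Over the 447 genes of ps15 to ps18 at hand, the mean per gene was lowest in H, at 6.28 ± 1.6 CPM, and similar in JP, at 6.64 ± 0.33 CPM (SD, n = 3 each). One gene supplied 38.4% of the summed expression of the group. On the log2 scale, which weights genes more evenly, the profile was flat by comparison, from 0.833 ± 0.18 in EP (SD, n = 5) to 1.19 ± 0.036 in G1 (SD, n = 3), and H was above PG by 0.13 (exact two-sided permutation test, p = 0.1, the smallest possible), while its difference of 0.0938 to C2 was within the spread of replicates (p = 0.45 by the same exact test).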

Their upregulation is evident at the beginning of SE, in the early induction (EI) and pre-globular (PG) stages, as well as at the final phase of embryo maturation and during germination; i.e., in the cotyledonary 2 (C2) and seedling (S) stages (Supplementary Fig. 7). 

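The same 447 genes had means of 31.1 ± 9.5 CPM in EI, 41.3 ± 4.2 CPM in PG and 35.4 ± 18 CPM in G1 (SD, n = 3 each), 22 ± 2.7 CPM in C2 (SD, n = 5) and 11.7 ± 2.6 CPM in S (SD, n = 3). H minus PG was -35 CPM (exact two-sided permutation test, p = 0.1) and H minus C2 was -15.7 CPM (p = 0.018 by the same exact test), each the smallest p its number of libraries allows. The early increase was found over the genes in Supplementary Data 5, where the mean of PG was 74.8 ± 9.6 CPM and H minus PG was -69.7 CPM, while over the genes in Supplementary Data 7 it was -2.1 CPM. The increase in C2 was found mainly over the genes in Supplementary Data 7, with 33 ± 4.3 CPM (SD, n = 5), against 8.81 ± 2.6 CPM (SD, n = 5) over those in Supplementary Data 5. In each table a single gene supplied most of the summed expression of this group, 72.3% in Supplementary Data 5 and 68.8% in Supplementary Data 7.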

Taken together, the SE developmental hourglass is underpinned by the upregulation of evolutionary older genes (Cellular organisms, ps1 to Spermatophyta, ps11) at the heart stage (H), and by the upregulation of evolutionary younger genes (Eudicots, ps15 to *V. vinifera*, ps18) at the beginning and the end of SE (Supplementary Figs. 6 and 7).

The TAI analysis relies on the evolutionary origin of unique sequences in the protein sequence space; hence it reflects a deep macroevolutionary history. However, to answer the question of whether the hourglass profile is maintained in the more recent evolutionary periods, we estimated the divergence rates between orthologous coding sequences of *V. vinifera* and *V. arizonica* (Fig. 1d, Supplementary Fig. 2a and Supplementary Data 5) and linked these values with SE expression trajectories. This approach originally used the ratio between nonsynonymous and synonymous substitution rates (dN/dS ratio) to calculate the transcriptome divergence index, assuming that synonymous substitution rates are a proxy of neutral evolution^4^. However, synonymous substitutions cannot be considered neutral when selection acts on synonymous sites, e.g., via the codon usage bias^9^. To account for this effect, we previously devised transcriptome nonsynonymous divergence index (TdNI) and transcriptome synonymous divergence index (TdSI), which allowed us to independently study how divergence rates at nonsynonymous and synonymous sites correlate with expression levels^9^.

We found that both the transcriptome nonsynonymous divergence index (TdNI) and the transcriptome synonymous divergence index (TdSI) in *V. vinifera*–*V. arizonica* comparison show a clear and statistically supported hourglass profile (Fig. 1d, Supplementary Fig. 2a and Supplementary Data 5). The genes with the lowest divergence rates, at both nonsynonymous and synonymous sites, are predominantly expressed at the heart stage (H). In contrast, the genes with the highest divergence rates are prevailingly expressed in the induction (IE) and pre-globular (PG) stages, at the onset of SE development, and in the cotyledonary 2 (C2) stage, at the end of embryogenesis (Fig. 1d, Supplementary Fig. 2a and Supplementary Data 5). Interestingly, TdNI and TdSI curves closely follow the TAI pattern, suggesting that similar forces operate at different evolutionary scales. Additionally, transcriptome codon bias index (TCBI) showed that in *V. vinifera* SE genes which are expressed during the heart stage (H) and in juvenile plants exhibit the strongest codon usage bias (Supplementary Fig. 2b and Supplementary Data 5). Altogether, these results confirm the existence of an hourglass-shaped ontogeny-phylogeny correlation in SE development in relatively recent evolutionary history that spans *V. vinifera*–*V. arizonica* divergence.

The TAI profile that we detected in the SE of *V. vinifera* could be tentatively compared to the one previously found in the ZE of *A. thaliana*^4^ (Fig. 1e), in the part that covers embryogenesis *sensu stricto*, i.e., from the early induction (EI) to the cotyledonary 2 stage (C2). These profiles have rather similar shape (Fig. 1e), with a notable difference in that the SE of *V. vinifera* expresses evolutionary oldest genes at the heart stage, while the ZE of *A. thaliana* exhibits evolutionary oldest transcriptome at the subsequent torpedo stage^4^. Although TAI patterns for some parts of ZE postembryonic development of *A. thaliana* are available^7^, it is unreliable to compare them to the SE postembryonic development of *V. vinifera* because the sampled stages in these studies do not match (Fig. 1e). For example, some ZE stages such as “mature dry seeds”, “imbibed seeds”, “seeds at *testa rupture*” and “radicle protrusion”^7^, simply do not exist as a part of the SE seedless development. Nevertheless, similar to our study, this previous work also reports the existence of phylogeny-ontogeny correlations in postembryonic ZE development of *A. thaliana*^7^. Interestingly, the postembryonic drop in TAI values that we detected in the SE of *V. vinifera* (Fig. 1c), highly resembles the pattern of postembryonic development in animals which also shows a progressive drop in TAI values^1^.

### Functional trends

To test the functional grouping of upregulated genes in specific developmental stages, we performed the enrichment analysis of GO functional categories (plant subset) across SE development. We found that every stage of SE has a specific battery of enriched GO functions (Fig. 3, Supplementary Data 8), which indicates that functional transitions along SE rely on extensive transcriptional regulation. Genes with unknown functions are enriched in all SE stages (Fig. 3, Supplementary Data 8), except in the heart stage (H). This pattern is congruent with the fact that the heart stage expresses evolutionary the oldest transcriptomes (Fig. 1c), and that functionally older genes are more often functionally studied (Supplementary Fig. 8). On the other hand, it is striking that many unannotated genes have regulated expression along SE (Fig. 3) and that most of them emerged during the diversification of land plants (ps12–ps18, Embryophyta to *Vitis vinifera;* Supplementary Data 8 and Supplementary Fig. 8). This shows that our understanding of how embryonic development of land plants has evolved is markedly incomplete.

**Fig. 3:**
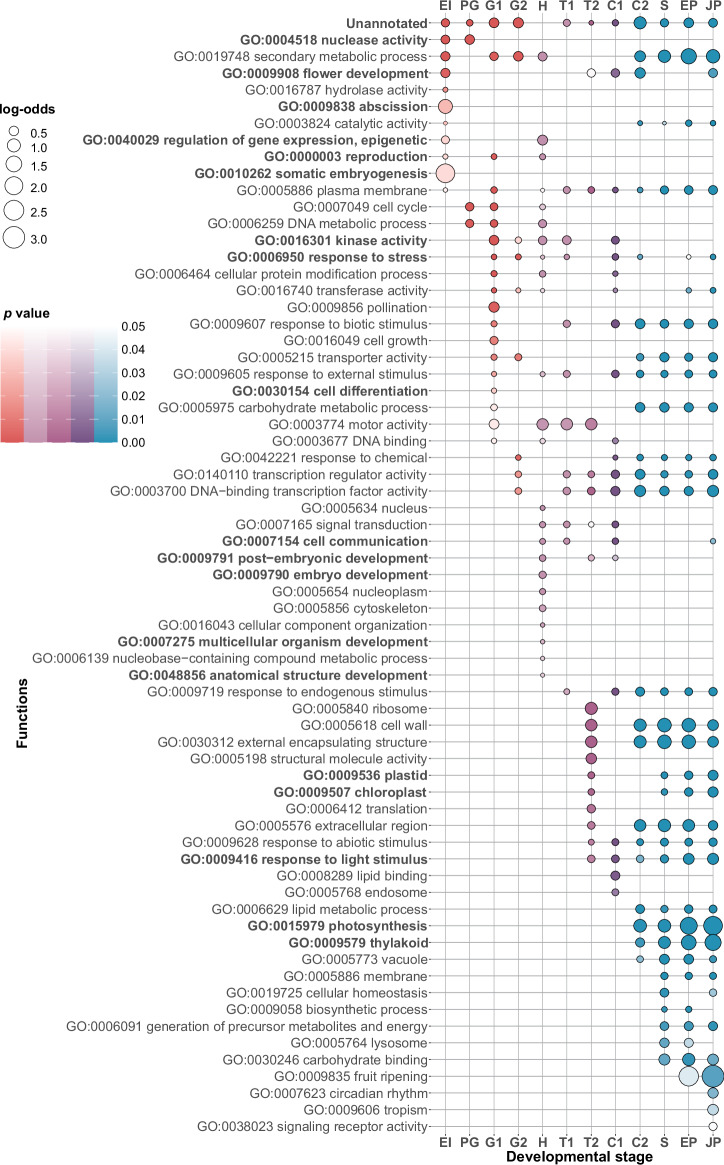
Functional enrichments along the somatic embryogenesis of *V. vinifera.* We analyzed the enrichments of GO functional categories in genes that are upregulated in the different stages of somatic embryogenesis. A gene was considered upregulated in a particular stage if it was transcribed 0.5 times (log_2_ scale) above the median of its overall transcription profile. The frequency of a GO annotation per stage is compared to the frequency of that annotation in the whole *V. vinifera* genome and shown as log odds (bubble graph). The log odds higher than zero denote that the frequency of annotation in a given developmental stage is higher than the expected frequency estimated from the whole genome. The significance of these functional enrichments was tested by a two-tailed hypergeometric test. The *p* values were adjusted for multiple testing (see “Methods”). Only significant enrichments are shown. The color code follows expression phases in Fig. 1a: early development (red), mid-development (violet), and late development (turquoise).

It is rather reassuring that the GO term “somatic embryogenesis” (GO:0010262) was strongly and significantly enriched at the early induction (EI) stage, which marks the onset of SE (Fig. 3, Supplementary Data 8). However, to get a deeper understanding of this functional enrichment, we plotted individual expression trajectories of six genes that contribute to this signal (Fig. 4a). 

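Of the genes plotted in Fig. 4a, VIT_09s0002g01590, which the figure shows under this identifier, was found in the count table, and the others are not paired with identifiers in the parts of the paper's tables at hand. Its expression after TMM normalization was 14.1 ± 2.74 CPM in EI, 13.6 ± 3.61 CPM in PG, 10 ± 2.86 CPM in G1 and 11 ± 1.95 CPM in G2 (SD, n = 3 each). It was highest in H, with 27 ± 3.14 CPM, followed by 20.4 ± 6.87 CPM in T2, 18.6 ± 2.15 CPM in T1 and 15.8 ± 1.55 CPM in C1 (SD, n = 3 each). It then declined to 9.25 ± 4.83 CPM in C2 (SD, n = 5), 5.43 ± 1.39 CPM in S (SD, n = 3) and 1.89 ± 1.3 CPM in EP (SD, n = 5), with 4.84 ± 0.872 CPM in JP (SD, n = 3). Expression differed over the 12 stages (adjusted p = 2.68e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise from G2 to H had a log2 fold change of 1.25 (standard error 0.17, adjusted p = 0.00142 from the same edgeR test) and was retained without any 1 of the 6 libraries, with every H library above every G2 library (exact two-sided permutation test, p = 0.1, the smallest possible). From H to T1 the log2 fold change was -0.55 (standard error 0.147, adjusted p = 0.0298 from the same edgeR test), which passed the threshold in 3 of 6 fits without 1 library and failed without H replicate 1, H replicate 2 or T1 replicate 1. In one edgeR model of all 12 stages this decrease had an adjusted p of 0.407 from the quasi-likelihood test with Benjamini-Hochberg adjustment. The changes from EI to PG (log2 fold change -0.06) and from PG to G1 (log2 fold change -0.43) were within the replicate error.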

Interestingly, five of them show a clear trend with the highest expression in the early induction (EI) and pre-globular (PG) stages, followed by increasingly lower expression levels toward juvenile plant (JP) stage (Fig. 4a, Supplementary Data 4 and 9). Some of these genes, such as *AGL15*, *FUS3*, and *IAA30*, have *A. thaliana* homologs which are known to be important in promoting SE^12^. Furthermore, we observed significant enrichment of GO terms related to metabolism, biosynthesis, and photosynthesis during late embryonic and postembryonic development (Fig. 3, Supplementary Data 8). This finding aligns with expectations, as protein synthesis in a developing organism demands substantial energy investment^45^. This requirement is especially pronounced in plants, which, unlike animals, autonomously synthesize energetically costly amino acids^45^.

**Fig. 4:**
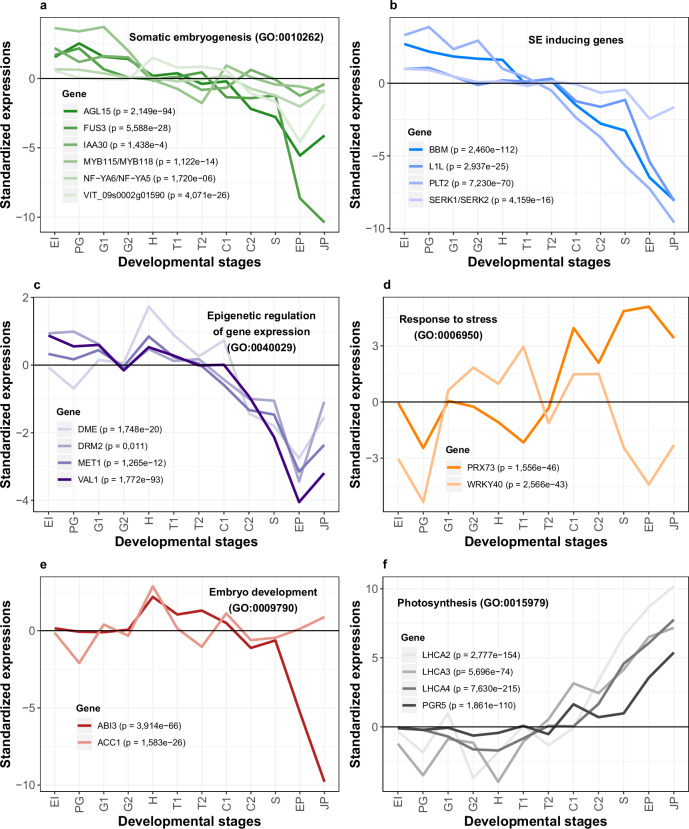
Standardized expression profiles of selected *V. vinifera* genes along somatic embryogenesis. **a** Standardized expression profiles of genes annotated with GO term “Somatic embryogenesis” (GO:0010262) that showed an enrichment signal in Fig. 3 (EI stage). **b** Selected genes that have an important role in the induction of somatic embryogenesis according to the literature. **c** Three representative genes (*DME*, *DRM2*, and *MET1*) annotated with GO term “Epigenetic regulation of gene expression” (GO:0040029). This GO term showed an enrichment signal in Fig. 3 (EI and H stages). *VAL1* is described in the literature to be important for chromatin modification. **d** Two representative genes (*PRX73*, *WRKY40*) annotated with GO term “Response to stress” (GO:0006950). This GO term showed enrichment signals in Fig. 3 (G1, G2, H, T1, and C1 stages). **e** Two representative genes (*ABI3*, *ACC1*) annotated with GO terms “Embryo development” (GO:0009790), “Multicellular organism development” (GO:0007275) and “Anatomical structure development” (GO:0048856). These GO terms showed enrichment signals in Fig. 3 (H stage). **f** Four representative genes (*LHCA2*, *LHCA3*, *LHCA4*, *PGR5*) annotated with GO terms “Plastid” (GO:0009536), “ Chloroplast” (GO:0009507), “Response to light stimulus” (GO:0009416), “Photosynthesis” (GO:0015979) and “Thylakoid” (GO:0009579). These GO terms showed enrichment signals in late developmental stages (C2, S, EP, and JP) in Fig. 3. Differential expressions along SE were tested by LRT test as implemented in *DESeq2*^91^. Resulting *p* values corrected by FDR are shown for every gene. Standardized expression value of 0 (black horizontal line) represents the median of expression levels for a respective gene. Gene names were obtained by searching for *V. vinifera–A. thaliana* orthologs in TAIR database^95^. Correspondence between *V. vinifera* and *A. thaliana* genes together with standardized gene expression values can be found in Supplementary Data 4, and standardized gene expression profiles in Supplementary Data 9.

Although GO annotation datasets are rather useful in screening general functional tendencies, they are nevertheless incomplete when it comes to the precise functional annotation of individual genes. We thus plotted the expression trajectories of additional genes which are known from the literature to play an important role in SE but lack this type of annotation in our GO dataset (Fig. 4b). Similar to GO-derived analysis, we found that all *V. vinifera* homologs of SE-important *A. thaliana* genes, such as *BBM*, *L1L*, *PLT2* and *SERK*^12^, showed high expression at the onset of SE followed by increasingly lower expression levels toward the juvenile plant (JP) stage (Fig. 4b, Supplementary Data 4 and 9). This rather regular expression profile of many important SE genes qualifies them as useful markers for tracking SE in future studies, e.g., in single-cell RNAseq experiments.

Epigenetic regulation of gene expression plays an important role during phase transitions in the life cycles of plants^12,46,47^. In our analysis, we detected two significant enrichments for the GO term “Epigenetic regulation of gene expression” (GO:0040029), which suggests that the early induction (EI) stage and the heart (H) stage are especially important transition phases for epigenome reprograming in the SE of *V. vinifera* (Fig. 3). Because many genes (Supplementary Data 8) contribute to these enrichments, we illustrated general trends by depicting expression profiles for four representative epigenetic regulators (Fig. 4c). For example, methylase DRM2, which is responsible for de novo methylation^46^, showed increased gene expression in the early induction (EI) stage as well as the heart (H) stage (Fig. 4c, Supplementary Data 4 and 9). We found a similar pattern for VAL1 (Fig. 4c, Supplementary Data 4 and 9) which is a transcriptional repressor involved in histone methylation^12,48^. On the other hand, DNA methylase MET1, required for the maintenance of DNA methylation during replication, and DNA demethylase DME^46^ showed the highest gene expression in the heart (H) stage (Fig. 4c, Supplementary Data 4 and 9).

Reports on different plant species indicate that auxin-mediated induction of SE is linked to the activity of methylation-maintaining methyltransferases, such as MET1^49^, while the functional loss of DRM-class de novo methyltransferases (DRM1 and DRM2) primarily affects gametophyte development^50^. Furthermore, the loss of function of DRM2 (since *DRM1* is not expressed in plant embryos) somewhat affects the patterning of cell division in the early zygotic embryo, likely related to the methylation patterns established in the egg cell^51,52^. Surprisingly, we found a high expression level of *DRM2* during *V. vinifera* SE, which even exceeds the expression level of *MET1* in the early SE phase (Fig. 4c).

To experimentally verify the significance of increased expression of a DRM-class methyltransferase in *V. vinifera* SE, we used the *A. thaliana* model system. The auxin presence/absence protocol for SE induction and maturation in *A. thaliana*^53^ (see “Methods”), was performed on the wild type and the *drm1/drm2* double mutant^54^. The *drm1/drm2* double mutant exhibited a significantly lower SE induction potential (32%) compared to the wild type (64%) (Fig. 5a). Nevertheless, the successfully induced explants of the mutant line retained the capacity for full embryo maturation similar to wild type (Fig. 5b). These results demonstrate that DRM-class enzymes indeed impact the competence of explants for SE induction in *A. thaliana* and most likely also in *V. vinifera*, indicating egg cell-like behavior of SE-induced somatic cell.

**Fig. 5:**
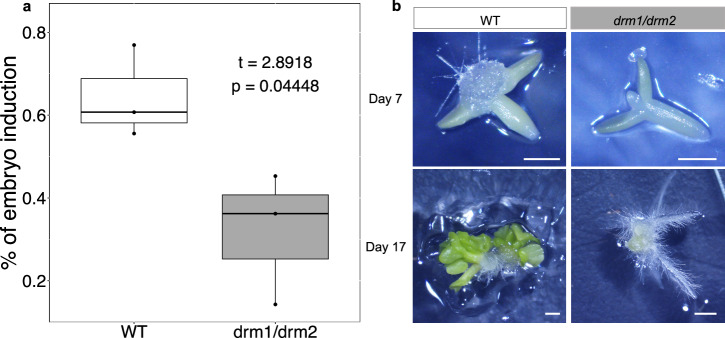
The potential for embryo induction is significantly reduced in the *A. thaliana drm1/drm2* double mutant. **a** Embryo induction potential of wild type *A. thaliana* (WT) and *drm1/drm2* double mutant. The mean values of *n* = 3 individual experiments, each including 50 to 100 embryos per line, are shown (Supplementary Data 10). *P* value (Student’s *t*-test) shows statistically significant differences between the mean values (95% confidence interval: 0.013–0.64, df = 4). The effect size was determined by calculating Hedges’ *g*, which equals 1.88 and denotes a large effect size. Dots represent the actual percentage of embryo induction in each of the three individual experiments in each line. **b** *A. thaliana* somatic embryogenesis induction. Zygotic embryo explants of WT exposed to 2,4-D develop callus-like tissue between the cotyledons (WT, day 7). Somatic embryos formed 10 days after transfer to 2,4-D-free medium (WT, day 17). The absence of somatic embryogenesis induction in the *drm1/drm2* mutant line (*drm1/drm2*, day 7) resulted in the root proliferation and formation of non-embryogenic callus (*drm1/drm2*, day 17). Scale bar = 1 mm.

It was suggested that the regulation of stress response plays an important role during SE because various stress-related genes have elevated expression in somatic embryos^16,19,31,34^. Our GO function enrichment analysis revealed that the GO term “Response to stress” (GO:0006950) is indeed significantly enriched in many stages over SE ontogeny including G1, G2, H, T1, C1, C2, EP, and JP stage (Fig. 3, Supplementary Data 8). Interestingly, the GO term “Abscission” (GO:0009908), which also could be linked to stress responses, is strongly enriched at the early induction (EI) stage (Fig. 3, Supplementary Data 8). The full list of genes which contribute to the enrichment of these terms and their profiles is available in Supplementary Data 8 and 9. As an example, we depicted WRKY40, which is a transcriptional repressor that functions in plant responses to pathogens and abiotic stresses within complex regulatory networks that include other *WRKY* genes^55^. *WRKY40* showed high expression in the middle period of *V. vinifera* SE, from the globular stage 1 (G1) to the torpedo stage 1 (T1) (Fig. 4d, Supplementary Data 4 and 9). In contrast, peroxidase *PRX73*, another stress-related gene, was highly expressed during postembryonic development including seedling (S), seedling with epicotyl (EP), and juvenile plant (JP) stages (Fig. 4d, Supplementary Data 4 and 9), where it likely has a role in controlling root hair growth by modulating cell wall properties^56^.

Of all considered developmental stages, the heart (H) stage showed the most unique functional profile with several enriched GO functional categories related to embryo development (Fig. 3, Supplementary Data 8). This suggests that at the functional level, the heart stage is a critical period for embryonic development where the expressions of key embryogenic genes converge. Again, these functional enrichments were underpinned by many genes (Supplementary Data 8 and 9). To illustrate major trends, we thus sorted out two examples (Fig. 4e). *ABI3*, one of the central regulators that initiate maturation in the heart stage of *Arabidopsis* ZE^57^, showed a peak of expression in the heart stage (Fig. 4e, Supplementary Data 4 and 17). Similarly, a multifunctional enzyme ACC1, which is known for its role in cotyledon morphogenesis in the heart (H) stage of zygotic embryos^58^, also showed maximal gene expression at the heart (H) stage of SE (Fig. 4e, Supplementary Data 4 and 9).

The late developmental stages (C2 to JP) showed functional enrichments related to photosynthesis such as “Plastid” (GO:0009536), “Chloroplast” (GO:0009507), “Thylakoid” (GO:0009579), “Photosynthesis” (GO:0015979) and “Response to light stimulus” (GO:0009416) (Fig. 3; Supplementary Data 8). This period corresponds to the switch from growth in the constant dark to a “long day” regime (Fig. 1a), hence one might expect the activation of photosynthesis-related genes. To show common expression trends of these genes, we depicted *LHCA* and *PGR5* genes as examples (Fig. 4f). *LHCA* genes encode for thylakoid light-harvesting chlorophyll-binding proteins that have a vital role in photosystem I^59^, while PGR5 is essential for photoprotection and cyclin electron transport around photosystem I, especially in acclimation to fluctuating environments^60,61^. All of these photosynthesis-related genes showed a common trend where their expression values continuously increase during postembryonic development (Fig. 4f, Supplementary Data 4 and 9).

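Of the genes in Fig. 4f, LHCA2 was found in the count table through Supplementary Data 4, which pairs VIT_01s0010g03620 with its *A. thaliana* match. Reads of near-identical members of the *LHCA* family could be split between genes by the counting, so that its level is uncertain to that extent. After TMM normalization it remained below 1 CPM on average in every stage from EI to C1, where H replicates 2 and 3 had no count and H replicate 1 had 5. It was 0.371 ± 0.193 CPM in C1 (SD, n = 3), 7.1 ± 5.05 CPM in C2 (SD, n = 5), 73.8 ± 25 CPM in S (SD, n = 3), 600 ± 56 CPM in EP (SD, n = 5) and 960 ± 404 CPM in JP (SD, n = 3). The log2 fold change was 4.37 from C1 to C2 (standard error 0.981), 3.25 from C2 to S (standard error 0.681) and 3.13 from S to EP (standard error 0.309), with adjusted p values of 0.0225, 0.00907 and 0.000424 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Libraries of successive stages did not overlap at these 3 transitions, and the exact two-sided permutation test gave p = 0.036 for the first of them and p = 0.018 for the others. The rise from C1 to C2 was called in 4 of 8 fits that left out 1 library, failing without C1 replicate 2, C1 replicate 3, C2 replicate 1 or C2 replicate 2, while the next pair of increases was called in all 8. From EP to JP the log2 fold change was 0.62 (standard error 0.335, adjusted p = 0.305 from the same edgeR test), and the difference was within the spread of the JP replicates, which reached from 493 to 1203 CPM (exact two-sided permutation test, p = 0.11). EP replicate 4 was the highest of the EP libraries on this scale, at 700 CPM.

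**Figure D5:**
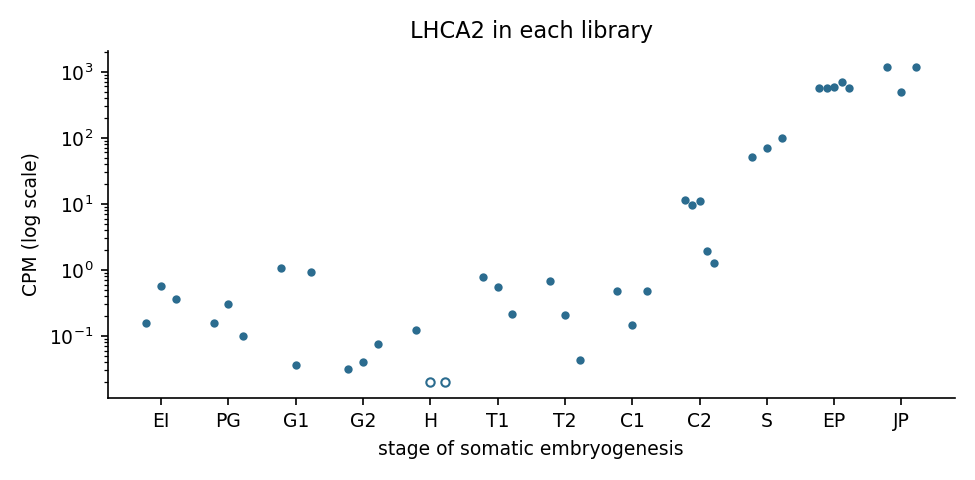
LHCA2 in each library in CPM after TMM normalization, on a log axis, by developmental stage. H replicates 2 and 3, with no count, are drawn as open circles at 0.02 CPM, and values rise from C2 to EP.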

## Discussion

SE as an experimental model has the advantage over ZE because it enables the production of genetically identical somatic embryos in large numbers. On the other hand, the unsynchronized development of somatic embryos, as well as their aggregation into physically compact clusters represent the main obstacles of current SE protocols. Both problems limit the isolation of individual developmental stages without embryo wounding. For example, despite its huge advantages as a model system, *Arabidopsis* somatic embryos are fused along their contact surfaces. This leads to the formation of unsynchronized embryo clusters that cannot be easily separated without tissue damage^62,63^. Another limitation of *Arabidopsis* SE is the low proportion of embryos that complete embryogenic development, which consequently leads to the low frequency of plantlet regeneration. This limitation is further provoked by the culturing of somatic embryos for a long time^64^. To address these issues, here we developed a comparatively rapid protocol with a rather low input of growth regulators that enables synchronized development of unfused individual embryos with high plantlet regeneration potential. We view our *Vitis vinifera* “Malvasia Istriana” SE induction system as a highly reproducible and potentially widely applicable model for plant SE research. This potential is demonstrated by our discovery of an increased transcriptional profile for *DRM2* in the early stages of *V. vinifera* SE and by the observed loss-of-function phenotype in *A. thaliana* SE (Fig. 5).

Plant embryogenesis is an old process that most likely emerged at the root of Embryophyta (ps12), predating the later invention of seeds and flowers in seed plants^65–67^. In this context, ZE in flowering plants could be considered an evolutionary-derived process, which includes innovations such as endosperm formation, desiccation, and dormancy^66,68^. In contrast, SE, which does not depend on these adaptations, might be a better representation of the ancestral embryogenic trajectory of land plants.

Moreover, SE is not limited to seed plants, as this process also exists in ferns, which seem to show higher potential for SE induction than spermatophytes^69^. This indicates that probably all clades of Embryophyta retained the potential for SE. Taken together, the hourglass pattern that we discovered in the SE of *V. vinifera* is most likely a better proxy of ancestral phylogeny-ontogeny correspondence that underpinned Embryophyta diversification, than the one described in the ZE of *Arabidopsis*^4^. Interestingly, the phylotranscriptomics of brown algae, which lack canonical embryogenesis, shows conserved transcriptomes in the multicellular stages, while unicellular stages evolve more rapidly^8^. This suggests that, at least in brown algae, transcriptome conservation at particular stages is a broader phenomenon associated with cell differentiation and not necessarily linked to embryogenesis^8,70,71^.

The original study that discovered hourglass-shaped correlations between phylogeny and ontogeny in *Arabidopsis* ZE predicted that the phylotypic stage (the waist of hourglass) in plants should be placed somewhere between the globular and the heart stage^4^. This prediction assumes that a phylotypic stage should possess all major body parts at their final anatomical position in the form of undifferentiated cell aggregates^4^. However, this study detected a disparity between this prediction and the recovered phylotranscriptomic profile that shows the waist at the subsequent torpedo stage—a developmental stage which marks the beginning of the maturation phase linked to seed formation^4^. Obviously, this discrepancy between the theoretical predictions and the actual pattern is not present in the SE of *V. vinifera* where the waist of the hourglass phylotranscriptomic profile is placed at the heart stage, as originally expected. This finding suggests that SE, besides many technical advantages^66^, is a better model to study general developmental principles in land plants than ZE.

From this perspective, SE could be viewed as an atavistic trait^72^. Although in some plants, like in some species of the genus *Kalanchoe*, SE is an integral part of the life cycle, in many others it can only be activated upon stress induction^73^. It seems that atavistic characters in plants are generally induced by the impact of stress^72^, which occasionally pushes plant cells to the expression of ancient developmental programs^16,19,72^. In some instances, the co-option of atavistic programs obviously has an adaptive value. A good example is found in constitutive plantlet-forming species within the genus *Kalanchoe*, where the co-option of SE into leaves compensates for the propagation deficiency in *Kalanchoe* species that otherwise produce only nonviable seeds^73^. However, whether the stress induction of SE in natural settings has a broader prevalence and adaptive value remains unclear.

Plants and animals are intrinsically multicellular organisms that independently evolved their multicellularity^39,74^. Yet, their embryogenesis shows remarkable system-level analogy in the form of hourglass-shaped phylogeny-ontogeny correlations^4,10^ and in the macroevolutionary dynamics of genome complexity change^39^. A recent study also reported the existence of a transcriptomic hourglass pattern in brown algae, which evolved multicellular development independently from animals and plants^8,71^. This suggests that the hourglass pattern might represent a convergent feature of complex multicellularity across distinct evolutionary lineages.

Our findings reveal that analogies in phylogeny-ontogeny correlations are particularly pronounced when comparing animal development to SE in plants. This similarity primarily relates to the positioning of the phylotypic stage in the mid-embryogenesis where the primordia of all major body parts are placed at their final anatomical positions^1,4^. However, it is also indicative that we found comparable trends in later phases of ontogeny. Namely, with the formation of seedling (S), we observed that *V. vinifera* plantlets increasingly express older and less diverged transcriptomes. This strongly resembles the pattern in animals where aging adult animals express increasingly older genes^1^.

However, it remains unclear which evolutionary forces govern these analogies. In animals, several studies have attempted to elucidate the evolutionary mechanisms that maintain the developmental hourglass^75–78^. The full picture has not been revealed yet, but it seems that a combination of purifying selection^76^ linked to pleiotropic effects at mid-embryogenesis^75^ and positive selection acting on the early and late phases of embryogenesis^77^ shape the hourglass profile in animals. Similar studies in plants are currently lacking; however, there is a possibility that evolutionary mechanisms behind developmental hourglass in plants are more complex than in animals. Namely, a recent study found that mutations occur less frequently in functionally constrained *A. thaliana* genome regions^79^. If this finding stands the test of time^80,81^, this would open the possibility that developmental hourglass in plants, in addition to purifying and positive selection, is underpinned by mutational bias. In any case, the difference in the relative positioning of the hourglass waist between zygotic and SE observed in this study suggests that the phylotypic stage may undergo heterochronic shifts.

In sum, we conclude that macroevolutionary imprint, in the form of hourglass-shaped ontogeny-phylogeny correlations, is deeply hardwired in plant ontogeny and is largely resilient to alternative developmental routes, such as zygotic and SE. Our discovery that the shape of ontogeny-phylogeny correlations in SE better fits with theoretical expectations and that it more closely resembles analogous patterns in animals, suggests that SE is likely a primordial embryogenic program in plants.

## Methods

### Plant material

Inflorescences of *Vitis vinifera* L. “Malvasia Istriana” (Malvazija istarska) were acquired from the National Collection of Autochthonous Grape Varieties of the University of Zagreb, Faculty of Agriculture experimental station “Jazbina” during the May/June, which was ~2–3 weeks before anthesis. Alternatively, we induced flowering by placing the basal part of dormant vine cuttings (~30 cm in length) into distilled water and by exposing them to 24 °C and 16/8 photoperiod using daylight florescent tube (40 W, 400–700 nm, 17 W/m^2^). Anthers were isolated from the buds of sterilized inflorescences according to the procedure described in Malenica et al.^43^. The *drm1/drm2* transgenic seeds with mutated methyltransferases DRM1 and DRM2^54^ were ordered from NASC (The Nottingham Arabidopsis Stock Centre, donor: Steve Jacobsen, NASC ID N16383).

### Induction of embryogenesis

Modified MS medium^82^, lacking glycine and with MS-nitrogen sources substituted with X6 nitrogen sources^83^, were used as a basic medium in this study. Induction medium was prepared as the basic medium with the addition of 5 µM BAP (6-benzyladenine), 2.5 µM 2,4-D (2,4-dichlorophenoxyacetic acid), 2.5 µM NOA (naphthoxyacetic acid)^41^, sucrose (2% w/v) and agar (7% w/v). The pH of the media was adjusted to 5.8 before sterilization at 121 °C, 103 kPa for 15 min.

Whole flower buds were aseptically removed from the inflorescence and opened by cutting the basal side of the bud. Filaments were excised at their bases using a medical needle under the stereomicroscope and, together with attached anthers, placed with their adaxial side facing the surface of the medium. Between 20 and 25 explants were cultivated in a 30 × 10 mm Petri dish at 24 °C in the dark.

### Embryo maturation

Globular embryos were transferred separately onto the hormone-free basic medium suitable for somatic embryo development, with the addition of 0.5 g/L activated charcoal^83^. Cultures were cultivated at 24 °C in the dark.

### Somatic embryo germination and plant regeneration

Cotyledonary stage embryos developed on hormone-free basic medium were induced to germinate on the embryo germination medium (EG) supplemented with 10 µM IAA and 1 µM GA3^84^. Cultures were exposed to 24 °C and 16/8 photoperiod using daylight florescent tube (40 W, 400–700 nm, 17 W/m^2^). The details of this procedure are described in Malenica et al.^43^.

### Selection of different developmental stages of somatic embryos

Classification and selection of each specific developmental stage during and post-embryogenesis were based on morphological criteria for seven *Vitis vinifera* cultivars (ref. ^43^; Fig. 1a). The yellowish proembryogenic masses (EI) were formed on the filament tip. To collect single cells and cell clusters, the proembryogenic masses were mechanically separated from the filament and cultivated in liquid induction medium for 16 h with constant agitation in the growth chamber at 24 °C in the dark. After sieving the cell suspension through a 150 µm nylon mesh, cells and small cell clusters from the liquid phase were collected on 50 µm nylon mesh and split into two portions. One half was recultured for testing the embryogenic competence (induction success), while the rest was shock-frozen in liquid nitrogen and stored at −80 °C until further use. Only if recultured cells were efficient in embryo production (pre-globular and globular embryo formation within 2 weeks), the corresponding frozen sample was used further.

Pre-globular (PG) and globular stage (G1 and G2, different in size) embryos were isolated from the embryogenic tissue by sieving the tissue through the metal mesh to remove the older stages and large clusters. The filtrate fraction that contained mostly PG and G embryos was washed further with a fresh liquid basic medium by using a 150 µm nylon mesh to remove single cells and small clusters.

The PG embryos were distinguished from the G stage according to the morphology of the epidermal cell layer. In contrast to well-formed epidermis of discrete globular stage embryos, the pre-globular stage was mainly attached to the explant tissue. In the cases when they were detached from the explant tissue we detected them by their surface which was not smooth and even (Fig. 1a). After collecting each stage separately, they were again re-washed with a basic medium using a 150 µm nylon mesh.

Later embryogenic stages (heart H, torpedo T1 and T2, cotyledonary C1 and C2) were isolated using fine forceps and a needle, based on their specific shapes and sizes observed under a binocular microscope. Collected embryos were washed with basic medium by using a 150 µm nylon mesh to remove the remaining tissue. The stages of postembryonic development were determined according to the development of root hairs, epicotyl, and the first pair of leaves.

### Somatic embryo induction and maturation in *Arabidopsis thaliana*

Immature zygotic embryos of the wild type and the *drm1/drm2* mutant line were used as explants for the induction of SE, which was performed according to Gaj^62^. Siliques containing cotyledonary embryos were collected, surface sterilized (1% NaOCl, 0.1% Mucasol™ solution), rinsed with sterile distilled water, and opened with insulin syringes. The seeds were carefully scraped into the drop of sterile distilled water and the embryos were carefully ejected with a coverslip. Fifty to one hundred cotyledonary zygotic embryos per line were planted onto SE induction medium (E5 + 2,4-D^62^). Explants were cultured for seven days under long-day conditions (16 h light/8 h dark, 120 μmol m^−2^ s^−1^) at 24 °C. After 7 days of cultivation on induction media, the induction potential of each line was calculated. The induced explants were transferred to maturation media (E5 without 2,4-D) and cultured for another 10 days under the same conditions to allow somatic embryos to develop.

### RNA extraction

Total RNA was isolated from somatic embryos using the RNeasy Plant Mini kit (Qiagen, Hilden, Germany) with slight modification of the manufacturer’s protocol. Depending on the developmental stage, samples contained between 50 and 70 individual embryos. Each sample was homogenized in 450 μL RLT buffer with 20 mg PVP (polyvinylpyrrolidone; Sigma, St. Louis, USA) in a 2 mL plastic tube using four stainless steel beads (3 mm diameter). The bead beater (Retsch MM200, Haan, Germany) was set to 30 Hz for 3 min. The homogenate was filtered in a Qiashreader column at 10,000 rpm for 1 min. The supernatant was mixed with 0.5 volumes of 96% EtOH, transferred to an RNA binding column, and centrifuged according to the manufacturer’s instructions. DNA removal was performed by applying 80 μL of DNase I working solution (10 μL DNase stock + 70 μL 1x RDD buffer; RNase-Free DNase Set, Qiagen, Hilden, Germany) to the column and incubated for 15 min at room temperature. Then 350 µL of RW1 buffer was added to the column and centrifuged at 10,000 rpm for 15 s. This washing step was repeated one more time. Further, two washing steps were performed with 500 μL of RPE buffer at 10,000 rpm for 15 s. The RNA was eluted with 40 μL of Tris-HCl pH 6.8 (Ambion, Austin, USA). Finally, 1 μL of RNase inhibitor (40  U/μL; Thermo Scientific, Waltham, USA) was added to the sample and incubated for 5 min at room temperature and stored at −20 °C before sequencing.

Isolated RNA was quantified on a Nanodrop spectrophotometer (Thermo Fischer, Waltham, USA). The A260/280 values for all samples were between 1.8 and 2.0 and the RNA concentrations were in the range of 20–190 ng/µL, depending of the embryo developmental stage. The RNA quality was tested by 1% agarose gel electrophoresis (1xTAE).

### RNA sequencing

Total RNA extracted from each somatic embryo developmental stage (EI to JP) was sent to the EMBL Genomics Core Facility (Heidelberg, Germany) for quality check, rRNA depletion, cDNA library preparation, and high throughput sequencing. The samples were sequenced in five (C2 and EP stages) and tree replicates (the remaining 10 stages) using the Illumina NextSeq 500 platform (read length 75 bp, paired-end). Sequence quality and read coverage were checked using the FastQC V0.11.9^85^ with a satisfactory outcome for each of the samples. In total, 3,945,355,234 paired-end sequences (75 bp) were mapped onto the *V. vinifera* reference genome (NCBI Assembly Accession: 12X, GCA_000003745.2) using BBMap V38.75^86^ with an average of 95.48% of mapped reads per sample (Supplementary Data 1). On average, we mapped 90 million reads per replicate (Supplementary Data 1). Mapping was performed using the standard settings with the option of trimming the read names after the first white space was enabled. Generating, sorting, and indexing of BAM files was done by using SAMtools V1.11^87^. These files were then used for the downstream data analyses in R V4.0.4^88^ using custom-made scripts. 

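The deposited table lists each of the 29971 open reading frames under a locus identifier, with 1 column of whole-number counts per library. In the part of Supplementary Data 1 at hand, all of the 1998 genes shown had the deposited counts.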

Briefly, quantification of mapped reads for each *V. vinifera* open reading frame was done using the R *rsamtools* package V2.10.0^89^ and raw counts for 29,839 (out of 29,971) open reading frames were retrieved using the *GenomicAlignments* R package V1.30.0^90^. We estimated expression similarity between replicates and developmental stages using the PCA analysis (Fig. 2) implemented in the R package *DESeq2* V1.34.0^91^. The obtained results were visualized in the R package *ggplot2* V3.3.5^92^.

### Transcriptome analysis

To prepare the raw count values for the subsequent analysis, we normalized them by calculating the fraction of transcripts (*τ*)^93^. The reasoning behind using *τ* for the downstream calculation of evolutionary measures has been discussed in previous work^1,9,94^. We resolved the replicates by calculating the replicate median for each developmental stage. The obtained normalized transcript expression values were used to calculate evolutionary indices (Supplementary Data 5), and relative expression values of phylostrata.

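Fractions of transcripts per library were obtained from the counts without gene lengths, because the length of a gene cancels when its profile is divided by its own median over stages. What remains is 1 denominator per library, and these were recovered from the part of Supplementary Data 5 at hand, using 420 genes with at least 100 counts in every library. The fractions computed with the recovered denominators differed from the paper's by at most 0.00051%. Per count, the denominators ranged from 0.802 (H replicate 2) to 3.06 (C2 replicate 2) relative to H replicate 1. In the same table, the stages at zero were matched for 100% of the genes when zeros were left out of the median over replicates, and this rule was adopted. With it, 3658 genes with counts were zero in 2 or more stages and were left out, 1064 genes had an inner stage interpolated and 390 had the first or the last stage copied. Standardized profiles differed from those in the part of Supplementary Data 4 at hand by a median of 0.27 and a maximum of 1.6 on the log2 scale, and by at most 4.3e-05 when CPM took the place of fractions of transcripts. The correlations between stages differed from those of Fig. 1b by at most 0.063 with fractions of transcripts and by at most 0.00039 with CPM.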

Following a pipeline introduced in previous work^9^, we calculated the standardized expression values of each gene for use in GO enrichment analysis (Fig. 3), clustering (Supplementary Data 3 and 4), and profile visualization (Fig. 4, Supplementary Data 4 and 9). Briefly, we discarded genes that had the expression value of zero in more than two developmental stages, removing 3790 genes from the dataset. For genes that had a single stage with the expression value of zero, we interpolated it with the mean of the two adjacent stages (1064 genes), or if the expression value of zero was in the first or last stage, we transferred the value of the only neighboring stage directly (390 genes). Lastly, the expression values for each gene were normalized to the median and log_2_ transformed, resulting in the standardized expression values for 26,181 genes.

The standardized expression profiles were visualized (Fig. 4, Supplementary Data 3 and 4) using the R package *ggplot2* V3.3.3^92^. Genes selected for expression profile visualization in Fig. 4 were selected based on their GO annotations (Fig. 4a, c–f) and orthology to SE-relevant *A. thaliana* genes^12^ (Fig. 4b, c). Gene names and gene orthologs between *A. thaliana* and *V. vinifera* were selected based on the TAIR database^95^.

To cluster a large dataset with 26,181 genes, we first split the dataset into 13 randomly sampled groups of genes; 12 groups consisted of 2015 genes and one of 2014 genes. Using the DP_GP_cluster^96^ with the maximum Gibbs sampling iterations set to 500, we clustered the standardized expression profiles of genes within each of the 13 groups which yielded 1157 gene clusters in total. For each of these clusters, we calculated the mean standardized expression profile. Using again the DP_GP_cluster with the maximum Gibbs sampling iterations set to 500 we clustered these 1157 mean standardized expression profiles, which finally resulted in the 85 clusters composed of 26,181 genes (Supplementary Data 3 and 4).

We tested the transcriptome similarity between different developmental stages by calculating Pearson’s correlation coefficients (*R*) using standardized expression values for all-against-all comparisons and visualizing it on a heatmap (Fig. 1b). Using a pipeline implemented in the *DESeq2* V1.30.1^91^ R package, we estimated the pairwise differential gene expression between the individual developmental stages (Supplementary Data 2 and Supplementary Fig. 1), as well as overall differential expression for every gene across all developmental stages (Supplementary Data 2) with the likelihood ratio test (LRT) implemented in the same package.

### Functional enrichment analysis

Due to the lack of a comprehensive set of functional gene annotations, we used eggNOG-mapper V2.0^97^ to annotate the *V. vinifera* genome. We obtained the best annotation data using the default search filters and limiting the taxonomic scope to Eukaryota. This resulted in 18,425 genes annotated with GO annotations^98^ (Supplementary Data 8). We then performed the functional enrichment of individual developmental stages using the assigned GO annotations. To simplify analyses, we limited GO terms used in the functional enrichment to the GO Plant subset downloaded from the Gene Ontology Resource website (GO version: 10.5281/zenodo.4735677, May 20, 2021). In addition, we included in this GO Plant subset the missing term GO:0010262 “Somatic embryogenesis” because it was relevant for our research. We tested the enrichment of these GO terms in each developmental stage for a set of genes that had in that particular stage a standardized expression value of at least 0.5 (log_2_ scale) above the median of their overall expression profile across SE (Fig. 3, Supplementary Data 4). All enrichment analyses were performed using the two-way hypergeometric test (Supplementary Data 8). To adjust for multiple comparisons, we corrected the *p* values using the Benjamini and Hochberg procedure^99^.

### Evolutionary measures

The phylostratigraphic procedure was performed as described in previous work^36,37^. Following the latest phylogenetic literature^100,101^, we constructed a consensus phylogeny covering the divergence from the last common ancestor of all cellular organisms to *V. vinifera* as the focal organism (Supplementary Fig. 3, Supplementary Data 6 and 7). Phylogenetic trees were visualized and annotated in the iTOL v6 online tool^102^ (Supplementary Fig. 3 and Supplementary Data 6). The choice of internodes (phylostrata) in the consensus phylogeny depended on their phylogenetic support in the literature, the availability of reference genomes for the terminal taxa, and their importance for evolutionary transitions.

We retrieved the full set of protein sequences for 427 terminal taxa, five from NCBI and 422 from the Ensembl database (Supplementary Data 7). We prepared the referent protein sequence database for sequence similarity searches by checking the files for any inconsistencies, adding taxon tags to the sequence headers of all sequences, and leaving only the longest splicing variant of each eukaryotic gene. The phylostratigraphic map of *V. vinifera* was constructed by comparing 29,927 *V. vinifera* protein sequences against the referent protein sequence database using blastp algorithm V2.9.0^103^ with the *e* value threshold of 10^−3^. Discarding all protein sequences which did not return a significant match left us with 29,623 protein sequences in the sample. We then mapped those 29,623 protein sequences on the 18 internodes (phylostrata) of the consensus phylogeny (Supplementary Data 7). Each protein sequence was assigned to the oldest phylostratum where it still had a blast hit^36,37^.

For each developmental stage, using the expression values of 29,623 protein-coding genes, we calculated the TAI (Fig. 1c, Supplementary Data 5):

$${TAI}=\frac{\mathop{\sum }_{i=1}^{n}{{ps}}_{i}{e}_{i}}{\mathop{\sum }_{i=1}^{n}{e}_{i}}$$

where *ps*_*i*_ is an integer that represents the phylostratum of the protein *i*, *e*_*i*_ is the normalized expression value of the gene *i*, and *n* is the total number of genes analyzed. Previous work discussed the biological interpretation of TAI and its statistical properties at length^1^.

To compare *V. vinifera* SE TAI profile to *A. thaliana* ZE TAI profiles (Fig. 1e), we downloaded previously obtained *A. thaliana* ZE TAI values^4^. The TAI values from SE and ZE were normalized as follows:

$${{Norm}}({TAI}_{s})=\frac{{x}_{s}-\min (x)}{\max \left(x\right)-\min (x)}$$

where *Norm*(TAI_s_) represents the normalized TAI value for the developmental stage *s*, *x*_s_ is the TAI value of a developmental stage s, while min(*x*) and max(*x*) are the minimum and maximum TAI values across all developmental stages. The obtained normalized TAI values were plotted on the *Y* axis in a range from 0 (lowest TAI value) and 1 (highest TAI value) (Fig. 1e).

To test the robustness of the TAI profile and the phylostratigraphic pipeline in general, we used the blastp algorithm V2.9.0^103^ to construct additional phylostratigraphic maps with different *e* value cutoffs (10, 1, 10^−1^, 10^−2^, 10^−3^, 10^−5^, 10^−10^, 10^−15^, 10^−20^, 10^−30^, 10^−40^) (Supplementary Data 7 and Supplementary Fig. 5). To calculate the divergence rates of *V. vinifera* proteins, we used the pipeline available in the R package *orthologr* V0.4.0^6^. Using blastp reciprocal best hits with 10^−5^ *e* value threshold, we found 18,761 orthologs in *Vitis arizonica* (Grape genomics: Vitis arizonica cl. b40-14 V1.1, 10.5281/zenodo.3827985) (Supplementary Data 5). After globally aligning *V. vinifera–V. arizonica* ortholog pairs using the Needleman-Wunsch algorithm, we used pal2nal to construct codon alignments^104^. We calculated the nonsynonymous substitution rates (d*N*), the synonymous substitution rates (d*S*), and the sequence divergence rates (d*N*/d*S*) using Comeron’s method^105^.

For each developmental stage, using the d*N* values of 18,751 genes, we calculated the transcriptome nonsynonymous divergence index (TdNI) (Fig. 1e, Supplementary Data 5):

$${TdNI}=\frac{\mathop{\sum }_{i=1}^{n}{{dN}}_{i}{e}_{i}}{\mathop{\sum }_{i=1}^{n}{e}_{i}}$$

where d*N*_*i*_ is a real number that represents the nonsynonymous divergence of gene *i*, *e*_*i*_ is the normalized transcript expression value of the gene *i*, and *n* is the total number of genes analyzed^9^. For each developmental stage, using the d*S* values of 18,727 genes, we calculated the transcriptome synonymous divergence index (TdSI) (Supplementary Data 5 and 14):

$${TdSI}=\frac{\mathop{\sum }_{i=1}^{n}{{dS}}_{i}{e}_{i}}{\mathop{\sum }_{i=1}^{n}{e}_{i}}$$

where d*S*_*i*_ is a real number that represents the synonymous divergence of gene *i*, *e*_*i*_ is the normalized transcript expression value of the gene *i*, and *n* is the total number of genes analyzed^9^. TdNI and TdSI are weighted means of nonsynonymous and synonymous sequence divergence respectively. For each developmental stage, using the effective number of codons (ENC) measure^106^ for 18,727 genes, we calculated the TCBI (Supplementary Fig. 2 and Supplementary Data 5):

$${TCBI}=\frac{\mathop{\sum }_{i=1}^{n}{{ENC}}_{i}{e}_{i}}{\mathop{\sum }_{i=1}^{n}{e}_{i}}$$

where ENC is a real number that represents the codon usage bias of gene *i*, *e*_*i*_ is the normalized transcript expression value of the gene *i*, and *n* is the total number of genes analyzed^9^. A lower TCBI value corresponds to a transcriptome with higher codon usage bias, and vice versa. To calculate the statistical significance of TAI, TdNI, TdSI, and TCBI profiles, we used flat-line test implemented in the R package *myTAI* V0.9.3^40^. The relative expression of genes for a certain phylostratum (ps) and developmental stage (s) (Supplementary Figs. 6 and 7) were calculated as follows:

$${{RE}({ps})}_{s}=\frac{\bar{f}-{\bar{f}}_{\min }}{{\bar{f}}_{\max }-{\bar{f}}_{\min }}$$

Where $$\bar{f}$$ is the mean normalized expression value of genes from phylostratum (ps) in the given stage, while $${\bar{f}}_{\min }$$ and $${\bar{f}}_{\max }$$ are the minimal and maximal mean normalized expression values of genes from the phylostratum (ps) across all stages^1^. Relative expression values for a certain phylostratum range from 1 in the developmental stage where the mean normalized expression value is the highest and 0 where the mean normalized expression value is the lowest.

### Statistics and reproducibility

The differences in embryo induction potentials between the wild type and the *drm1/drm2* double mutant were statistically evaluated using a two-sided Student’s *t*-test. We performed three individual experiments of SE using the herein-described procedure, each conducted on 50–100 embryos per line (Supplementary Data 10). The effect size was determined by calculating Hedges’ *g*, which is generally interpreted in the following way: *g* = 0.2 small, *g* = 0.5 medium, *g* = 0.8 large effect size^107^. The calculations were performed using the effect size V0.8.9 R package^108^. Other statistical procedures are described in their corresponding sections in “Methods”.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

All transcriptome data have been deposited in NCBI’s Gene Expression Omnibus under accession number GSE234231 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234231. Source data underlying the graphs presented in the main figures can be found in Supplementary Data 11. All other data are available in Figshare^109^ at 10.6084/m9.figshare.28309805.v1 or from the corresponding authors on reasonable request.

# Supplementary material for: Developmental phylotranscriptomics in grapevine suggests an ancestral role of somatic embryogenesis
**Source:** Commun Biol. 2025 Feb 20;8:265. doi: 10.1038/s42003-025-07712-w
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary Information

### Developmental phylotranscriptomics in grapevine suggests an ancestral role of somatic embryogenesis

Sara Koska<sup>1§</sup>, Dunja Leljak-Levanić<sup>2§\*</sup>, Nenad Malenica<sup>2§\*</sup>, Kian Bigović Villi<sup>1§</sup>, Momir Futo<sup>3,1</sup>, Nina Čorak<sup>1</sup>, Mateja Jagić<sup>2</sup>, Ariana Ivanić<sup>2</sup>, Anja Tušar<sup>1</sup>, Niko Kasalo<sup>1</sup>, Mirjana Domazet-Lošo<sup>4</sup>, Kristian Vlahoviček<sup>5</sup>, Tomislav Domazet-Lošo<sup>1,3\*</sup>

<sup>§</sup>These authors contributed equally to this work.

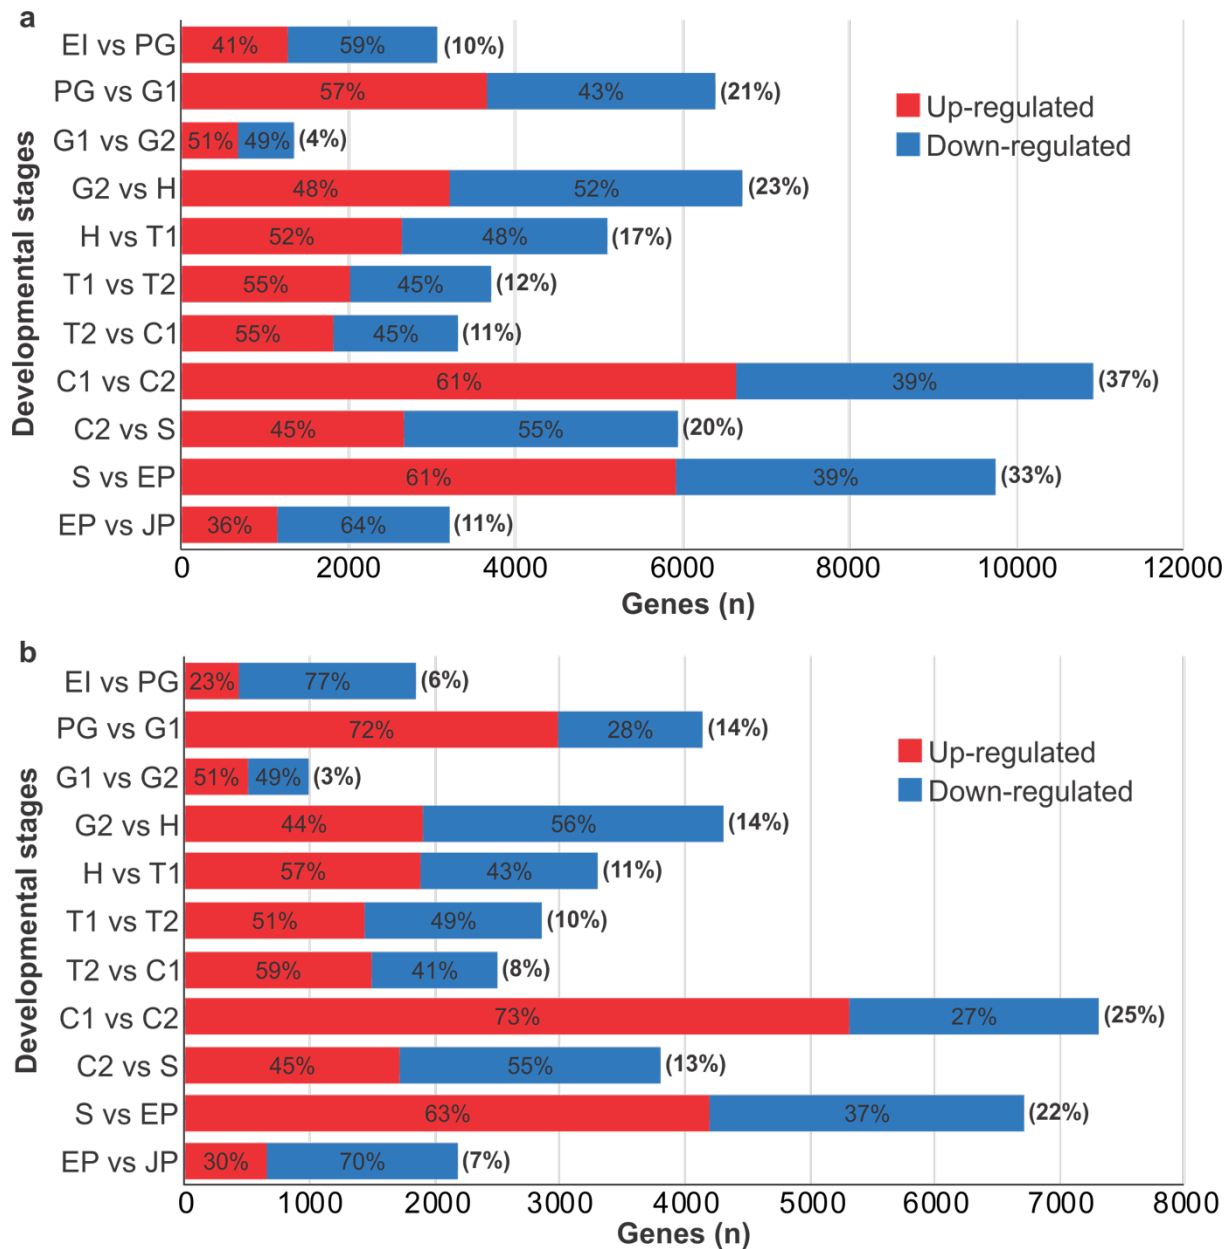

**Supplementary Figure 1. Differentially expressed genes between the successive developmental stages of *V. vinifera* somatic embryogenesis.** The percentages in parenthesis show the percentage of differentially expressed genes between the two successive developmental stages calculated by comparison to all expressed genes (29,839). Red bars denote the percentage of up-regulated genes, while blue bars mark percentage of down-regulated genes between the two successive stages in reference to all differentially expressed genes during SE. We estimated pairwise differential expression using a pipeline implemented in the *DESeq2* R package (**a**,  $p\text{-value} < 0.05$ ; **b**,  $p\text{-value} < 0.05$  and fold change  $> 2$ ).

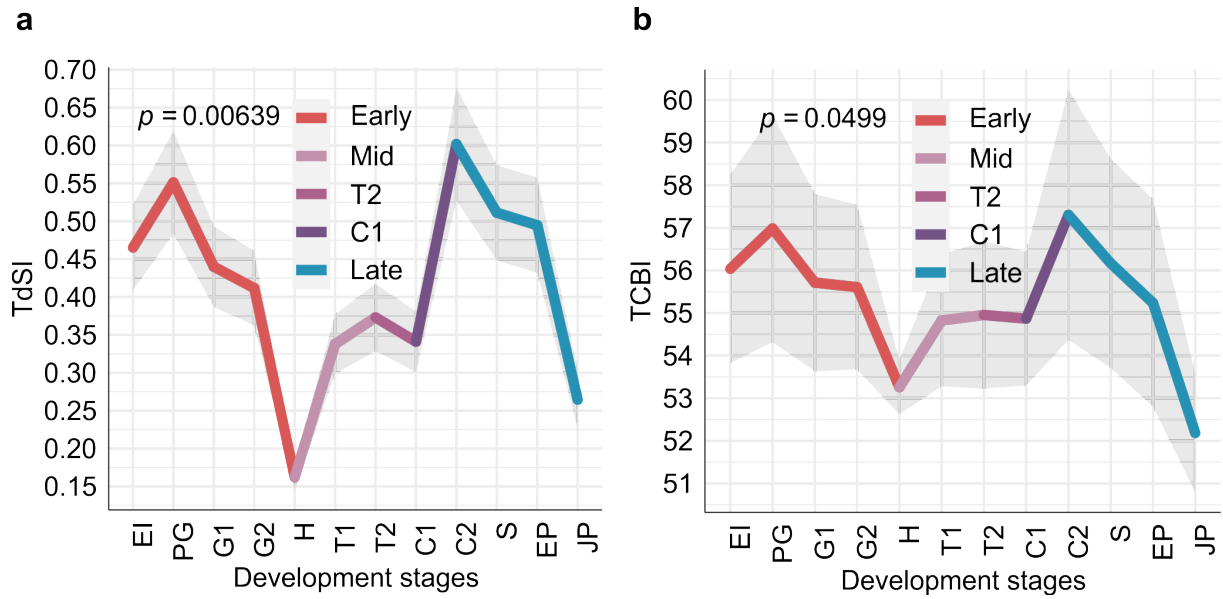

**Supplementary Figure 2. The synonymous divergence and codon bias exhibit an hourglass pattern.** **a**, The transcriptome nonsynonymous divergence index (TdSI), and **b**, the transcriptome codon bias index (TCBI) profile exhibit statistically significant hourglass patterns, with genes conserved at synonymous sites and genes expressing strong codon usage bias preferentially expressed during mid-development. Divergence rates for TdSI were estimated by *V. vinifera* – *Vitis arizonica* comparison (see Material and Methods). Codon usage bias was estimated for *V. vinifera* genes using ENC measure (see Material and Methods). The  $p$  values were calculated using the flat line test while the grey shaded area represents  $\pm$  one standard deviation estimated using permutation analysis (see Material and Methods). Periods of similar gene expression within the somatic embryogenesis are color-coded: early (red), mid, T2, and C1 (different shades of purple), and late (blue).

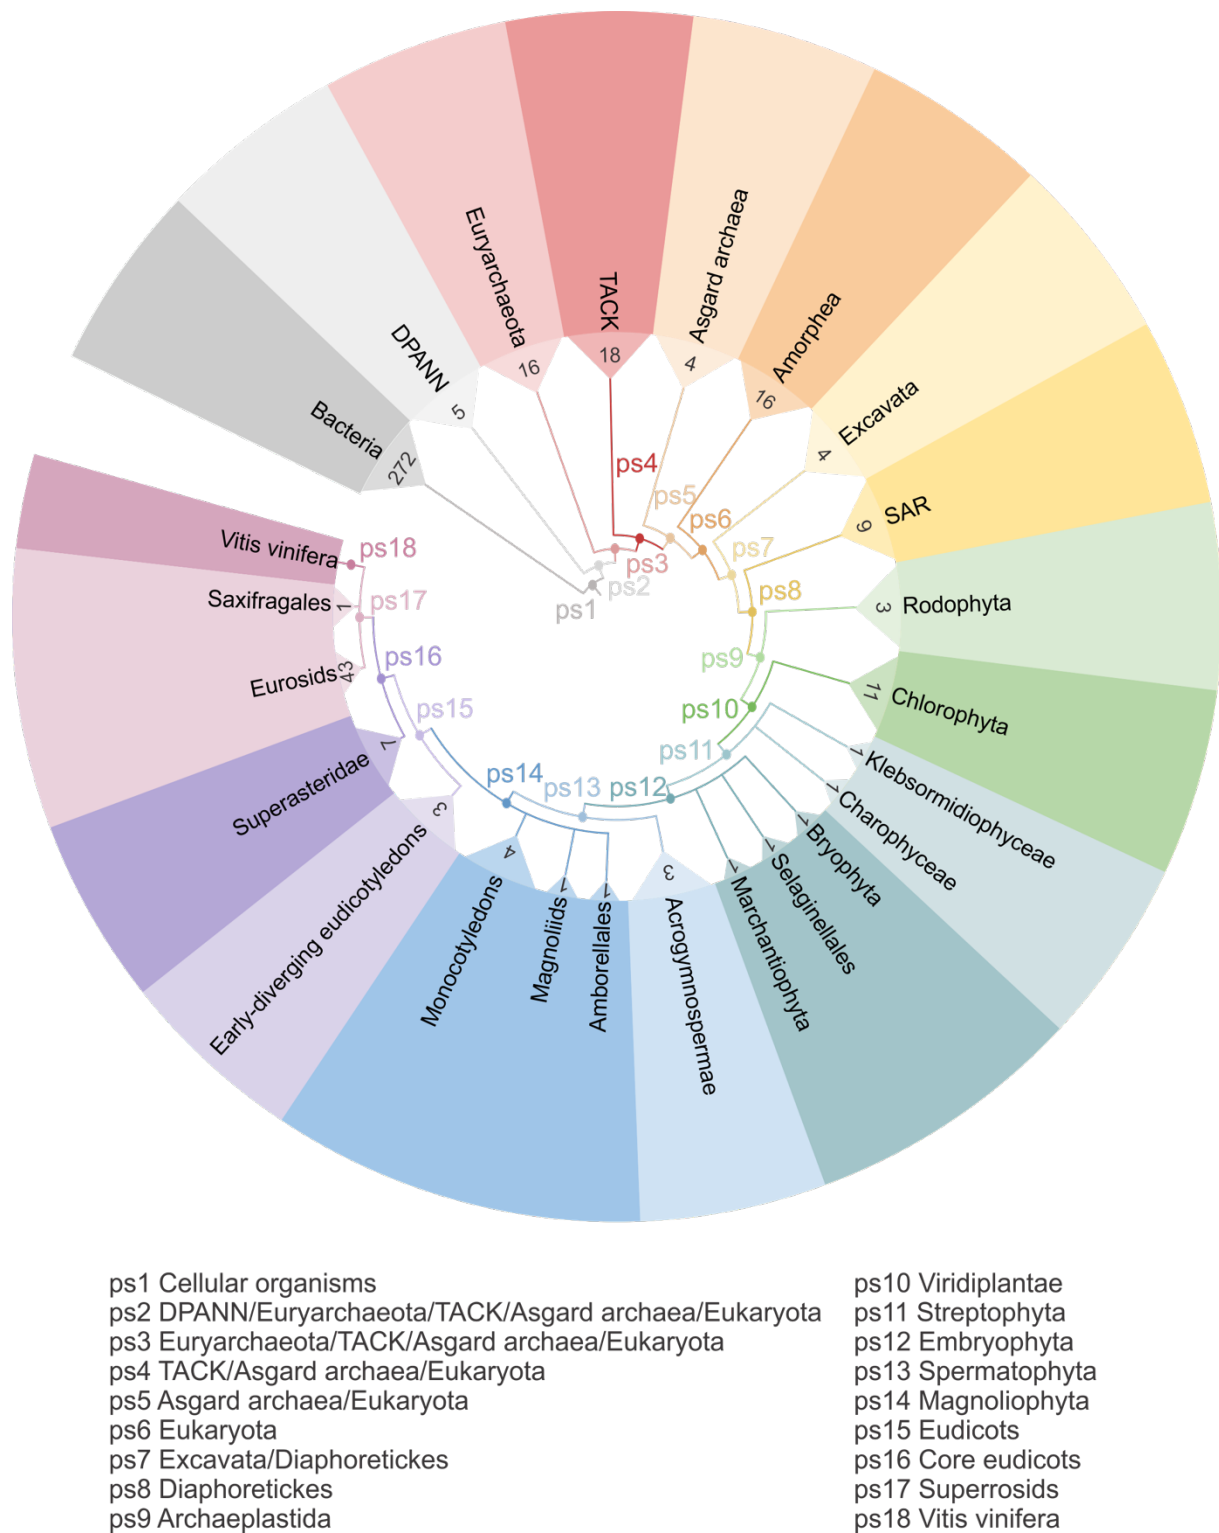

**Supplementary Figure 3. *Vitis vinifera* consensus phylogeny used for the phylostratigraphic analysis.** The consensus phylogeny covers divergence from the last common ancestor of cellular organisms to *V. vinifera* as a focal organism. Phylogeny is constructed based on the relevant phylogenetic literature, importance of evolutionary transitions and availability of reference genomes. Eighteen internodes (phylostrata) are marked as ps1 –

ps18. The numbers on the terminal nodes represent the number of species in the matching node and correspond to the genomes used to populate the reference database for sequence similarity searches.

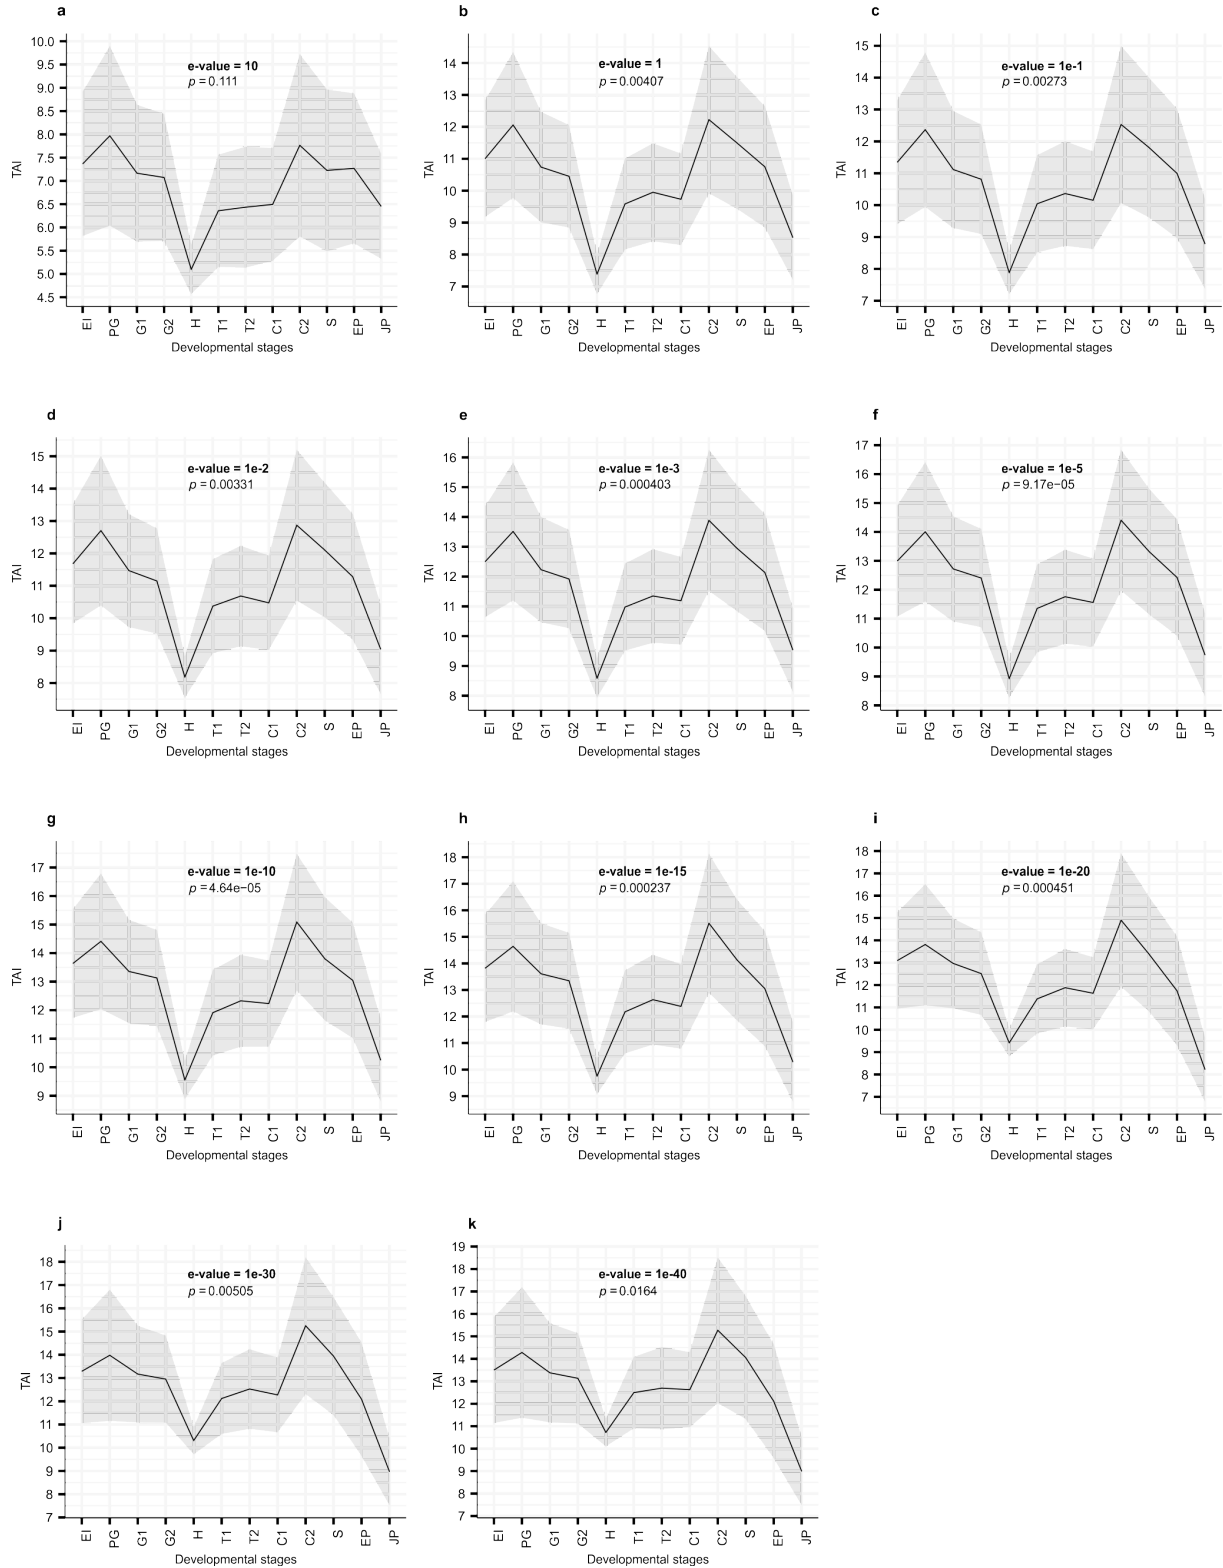

**Supplementary Figure 4. Transcriptome age index (TAI) profiles of *Vitis vinifera* somatic embryogenesis calculated from phylostratigraphy maps obtained with different blastp e-value thresholds. a, e-value = 10 (n = 29,659); b, e-value = 1 (n = 29,625); c, e-value = 10e-1 (n = 29,502); d, e-value = 10e-2 (n = 29,542); e, e-value = 10e-3 (n = 29,496); f, e-value = 10e-5 (n = 29,408); g, e-value = 10e-10 (n = 29,123); h, e-value = 10e-15 (n = 28,771); i, e-value = 10e-20 (n = 28,382); j, e-value = 10e-30 (n = 27,529); k, e-value = 10e-40 (n = 26,550). The *p* values shown were calculated using the flat line test while the grey shaded area represents  $\pm$  one standard deviation estimated using permutation.**

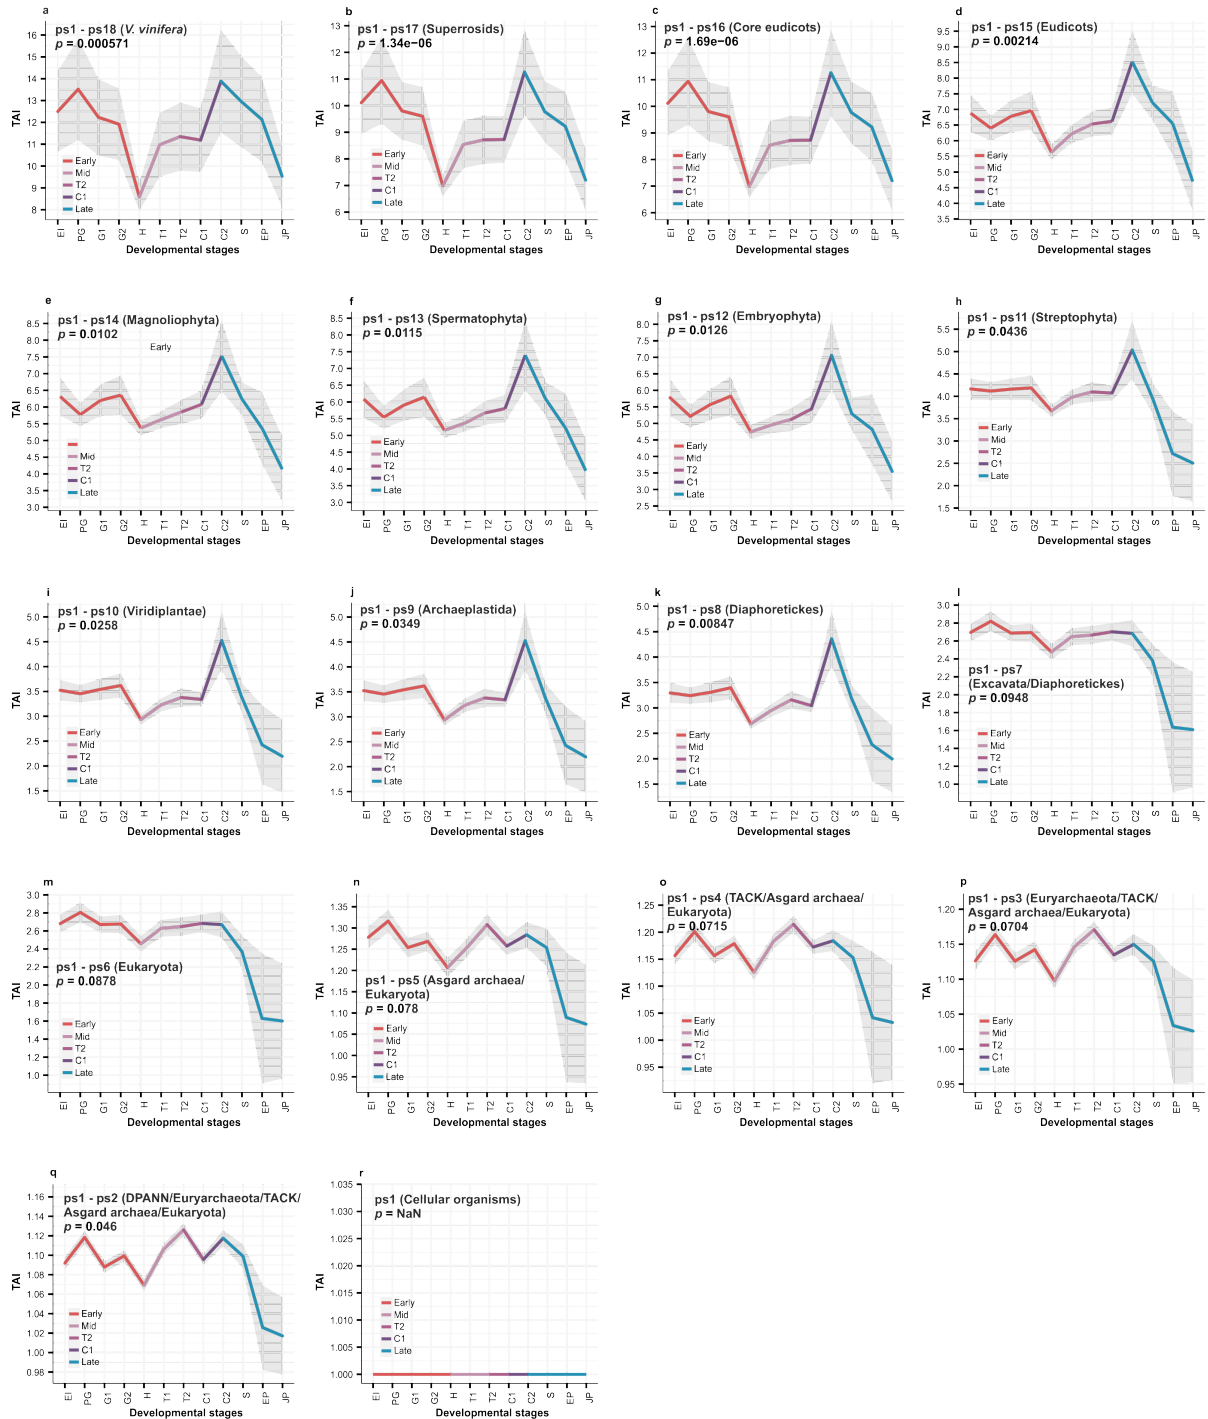

**Supplementary Figure 5. The hourglass pattern is significant from the origin of Diaphoretickes at ps8.** Transcriptome age indices (TAI) were calculated using reduced datasets obtained by increasingly removing genes from the youngest phylostratum. This process was repeated until only genes from the oldest phylostratum (ps1) remained. **a**, ps1-ps18 (n=29,623); **b**, ps1-ps17 (n = 26,316); **c**, ps1-ps16 (n = 26,081); **d**, ps1-ps15 (n = 25,881); **e**, ps1-ps14 (n = 25,586); **f**, ps1-ps13 (n = 24,813); **g**, ps1-ps12 (n = 23,757); **h**, ps1-ps11 (n = 21,762); **i**, ps1-ps10 (n = 19,982); **j**, ps1-ps9 (n = 19,059); **k**, ps1-ps8 (n = 18,965); **l**, ps1-ps7

(*n* = 18,573); **m**, ps1-ps6 (*n* = 18,439); **n**, ps1-ps5 (*n* = 12,279); **o**, ps1-ps4 (*n* = 12,161); **p**, ps1-ps3 (*n* = 12,108); **q**, ps1-ps2 (*n* = 11,993); **r**, ps1 (*n* = 11,789). The *p* values were calculated using the flat line test while the grey shaded area represents  $\pm$  one standard deviation estimated using permutation analysis (see Material and Methods). Expression phases of SE, as depicted in Fig. 1a, are color coded: early (red), mid, T2 and C1 (different shades of purple), and late (blue).

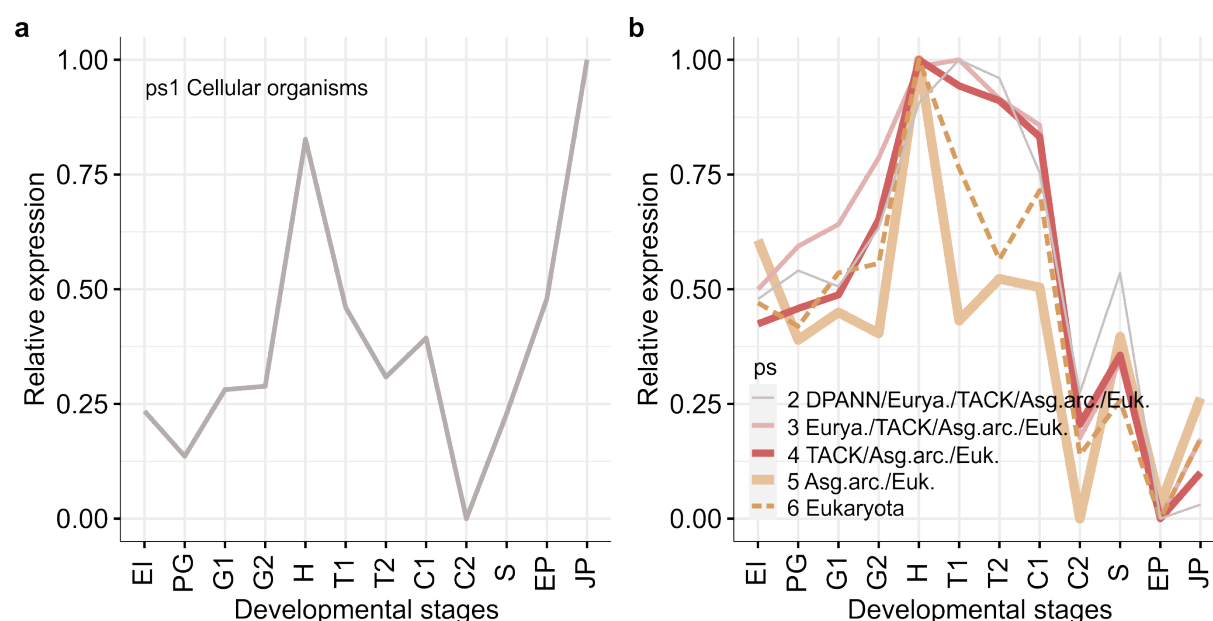

**Supplementary Figure 6. Relative expression (RE) profiles along *V. vinifera* somatic embryogenesis.** Genes from phylostrata ps1 to ps6 are shown. **a**, RE profiles of the genes from Cellular organisms (ps1). **b**, RE profiles of the genes from DPANN (ps2) to Eukaryota (ps6). These older genes (ps1-ps6) generally peak at the heart stage.

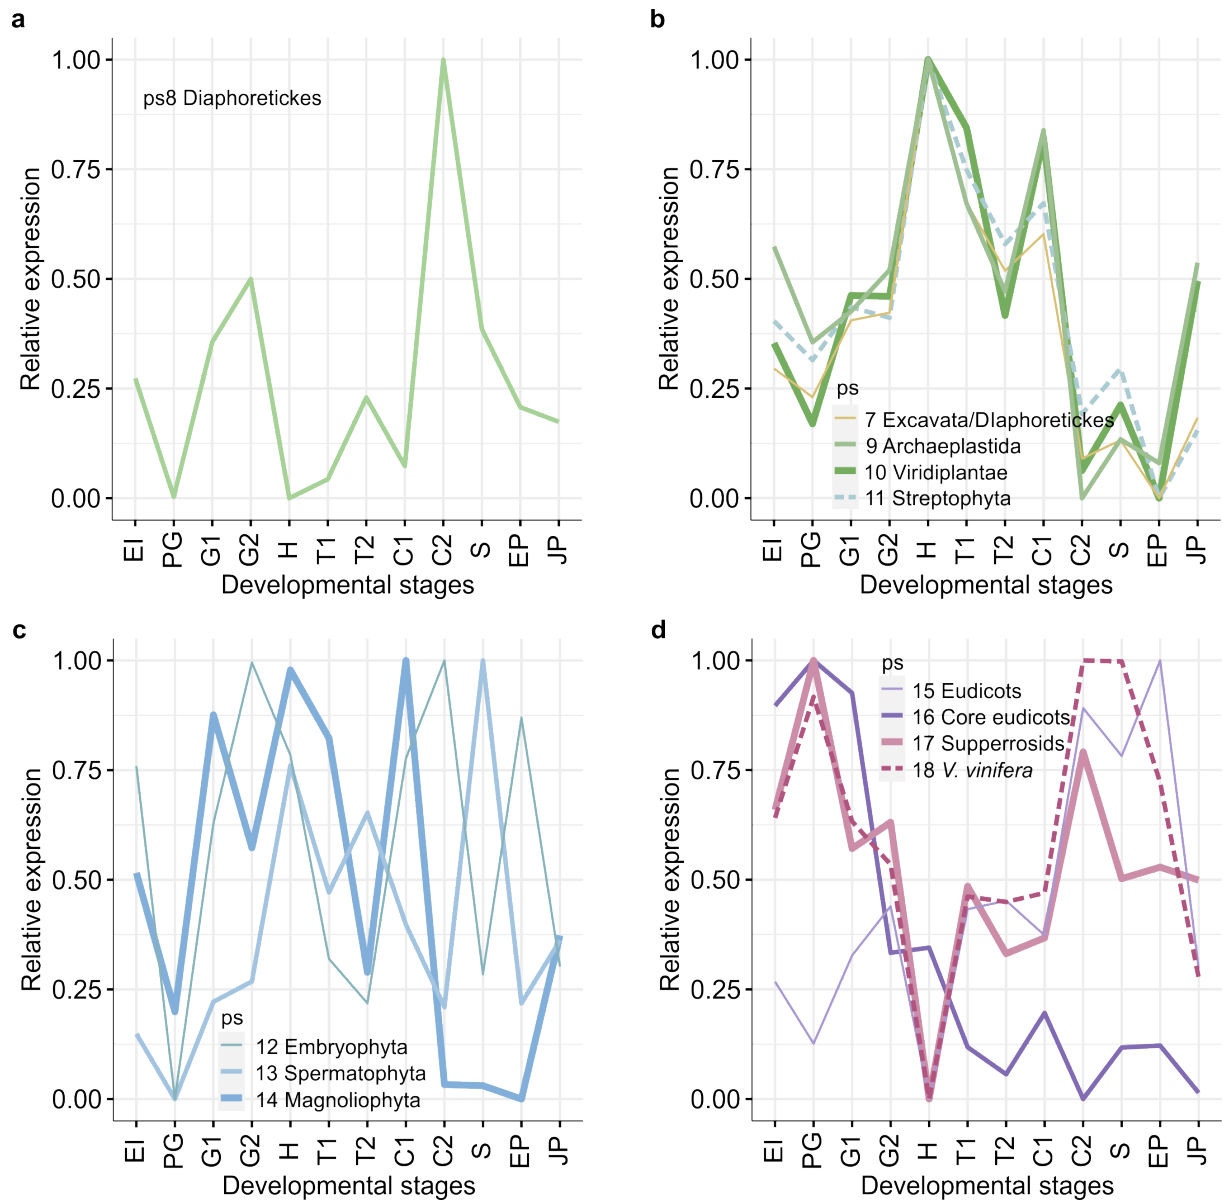

**Supplementary Figure 7. Relative expression (RE) profiles along *V. vinifera* somatic embryogenesis.** Genes from phylostrata ps7 to ps18 are shown **a**, RE profile of the genes from Diaphoretickes (ps8). **b**, RE profiles of the genes from Excavata (ps7) and Archaeplastida (ps9) to Streptophyta (ps11). **c**, RE profiles of the genes from Embryophyta (ps12) to Magnoliophyta (ps14). **d**, RE profiles of the genes from Eudycots (ps15) to *V. vinifera* (ps18).

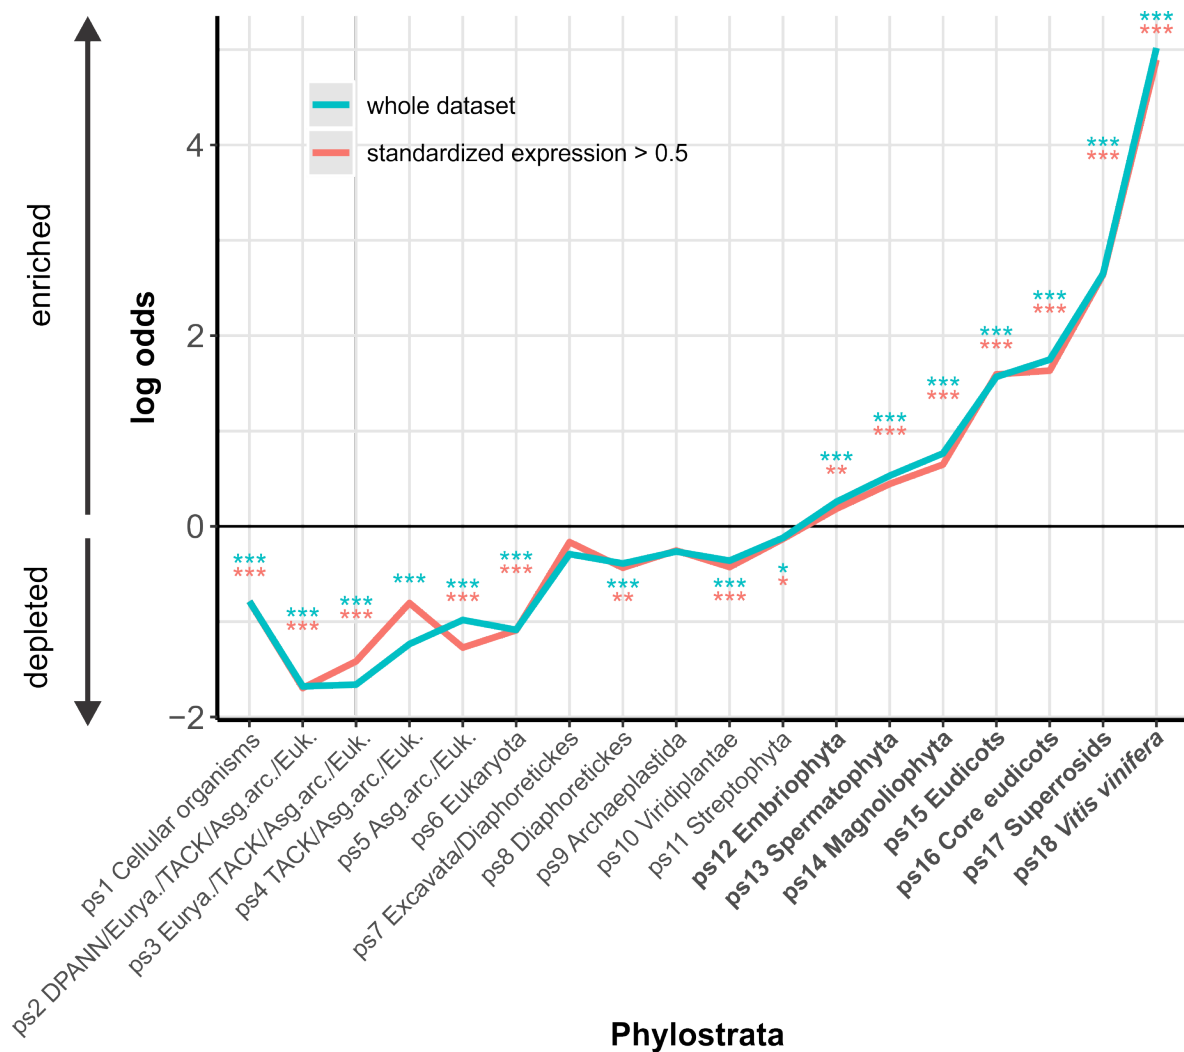

**Supplementary Figure 8. *V. vinifera* genes that emerged during the diversification of land plants tend to be functionally unstudied.** The enrichment of genes with unknown function across phylostrata ( $n = 11,224$ , blue line), and for the subset of genes which standardized expression are at least in one developmental stage 0.5 or more above the median ( $n = 8,070$ , red line). We tested the enrichments, i.e., the significance of deviations from the expected values, by two-tailed hypergeometric test and  $p$  values are corrected for multiple comparisons at 0.05 level (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ). The enrichments are shown as log-odds (y-axis).

# Supplementary material for: Developmental phylotranscriptomics in grapevine suggests an ancestral role of somatic embryogenesis
**Source:** Commun Biol. 2025 Feb 20;8:265. doi: 10.1038/s42003-025-07712-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Raw transcriptome counts plus mapping statistics.

**File name:** Supplementary Data 2

**Description:** Differential expression statistics obtained by LRT test (DeSeq2).

**File name:** Supplementary Data 3

**Description:** Standardized expression profiles of 85 recovered gene clusters.

**File name:** Supplementary Data 4

**Description:** Composition of 85 gene clusters and all standardized expression values.

**File name:** Supplementary Data 5

**Description:** Input data used to calculate evolutionary indices.

**File name:** Supplementary Data 6

**Description:** Full consensus phylogeny used in the phylostratigraphic analysis of Vitis vinifera.

**File name:** Supplementary Data 7

**Description:** Phylostratigraphic results and database content.

**File name:** Supplementary Data 8

**Description:** Functional enrichment data and results.

**File name:** Supplementary Data 9

**Description:** Individual standardized expression profiles of all Vitis vinifera genes.

**File name:** Supplementary Data 10

**Description:** Arabidopsis thaliana embryo induction potential (wild type and drm1/drm2 double mutant values).

**File name:** Supplementary Data 11

**Description:** The numerical source data underlying the graphs presented in the paper.

# Supplementary material for: Developmental phylotranscriptomics in grapevine suggests an ancestral role of somatic embryogenesis
**Source:** Commun Biol. 2025 Feb 20;8:265. doi: 10.1038/s42003-025-07712-w

Cluster 1 – 3741 genes

Standardized expressions

0

4

8

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

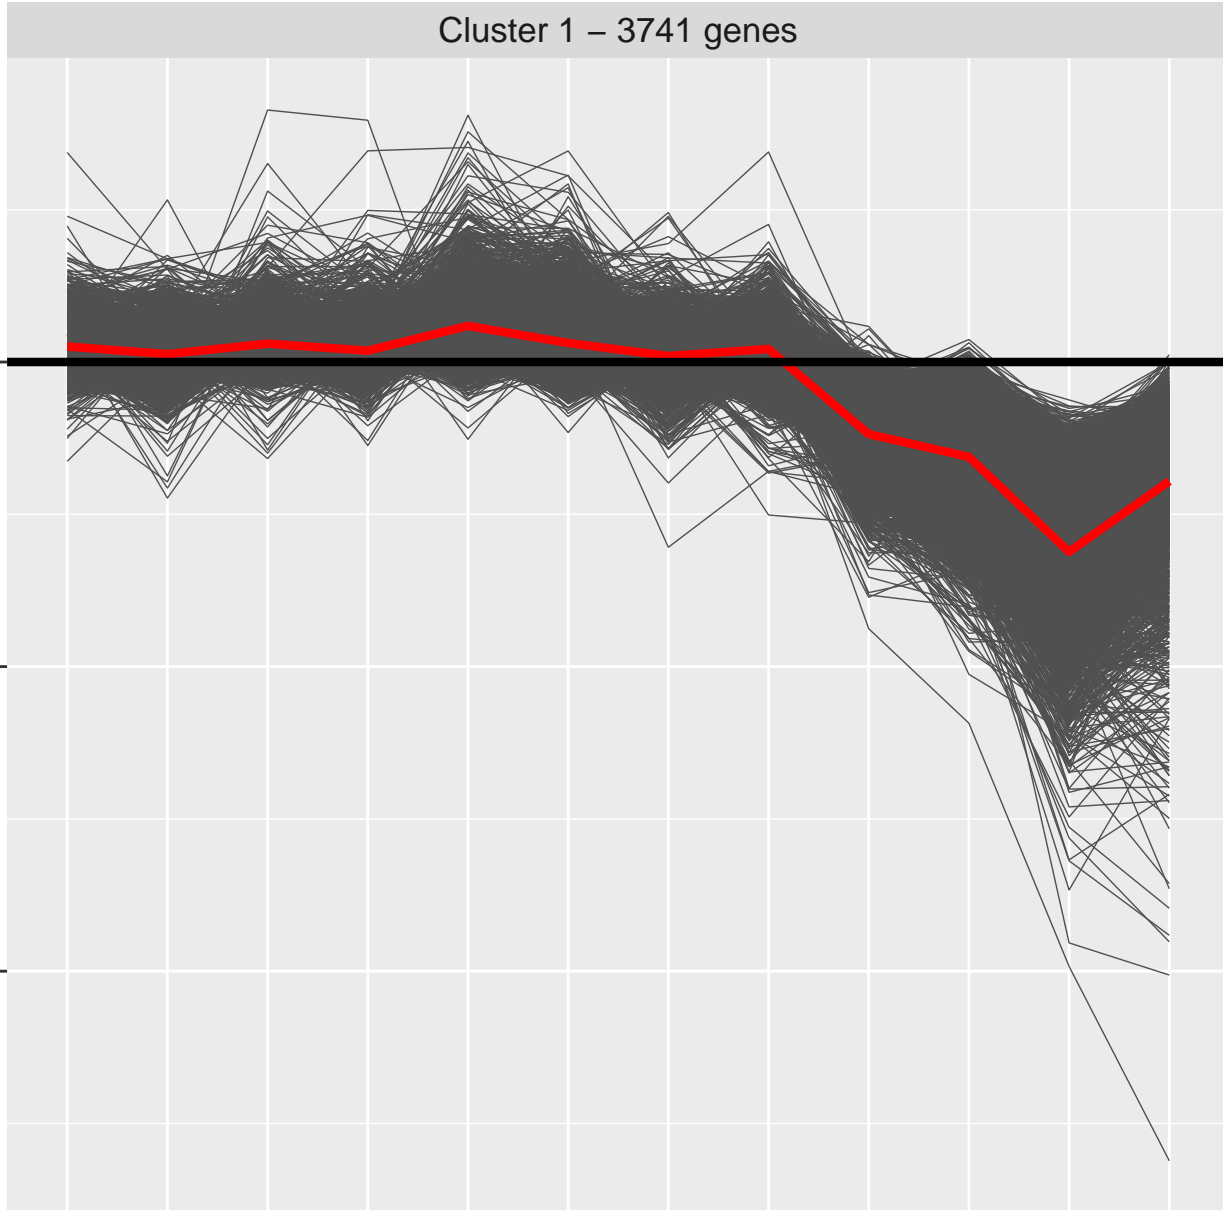

Cluster 2 – 308 genes

Standardized expressions

5.0  
2.5  
0.0  
-2.5  
-5.0  
-7.5

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

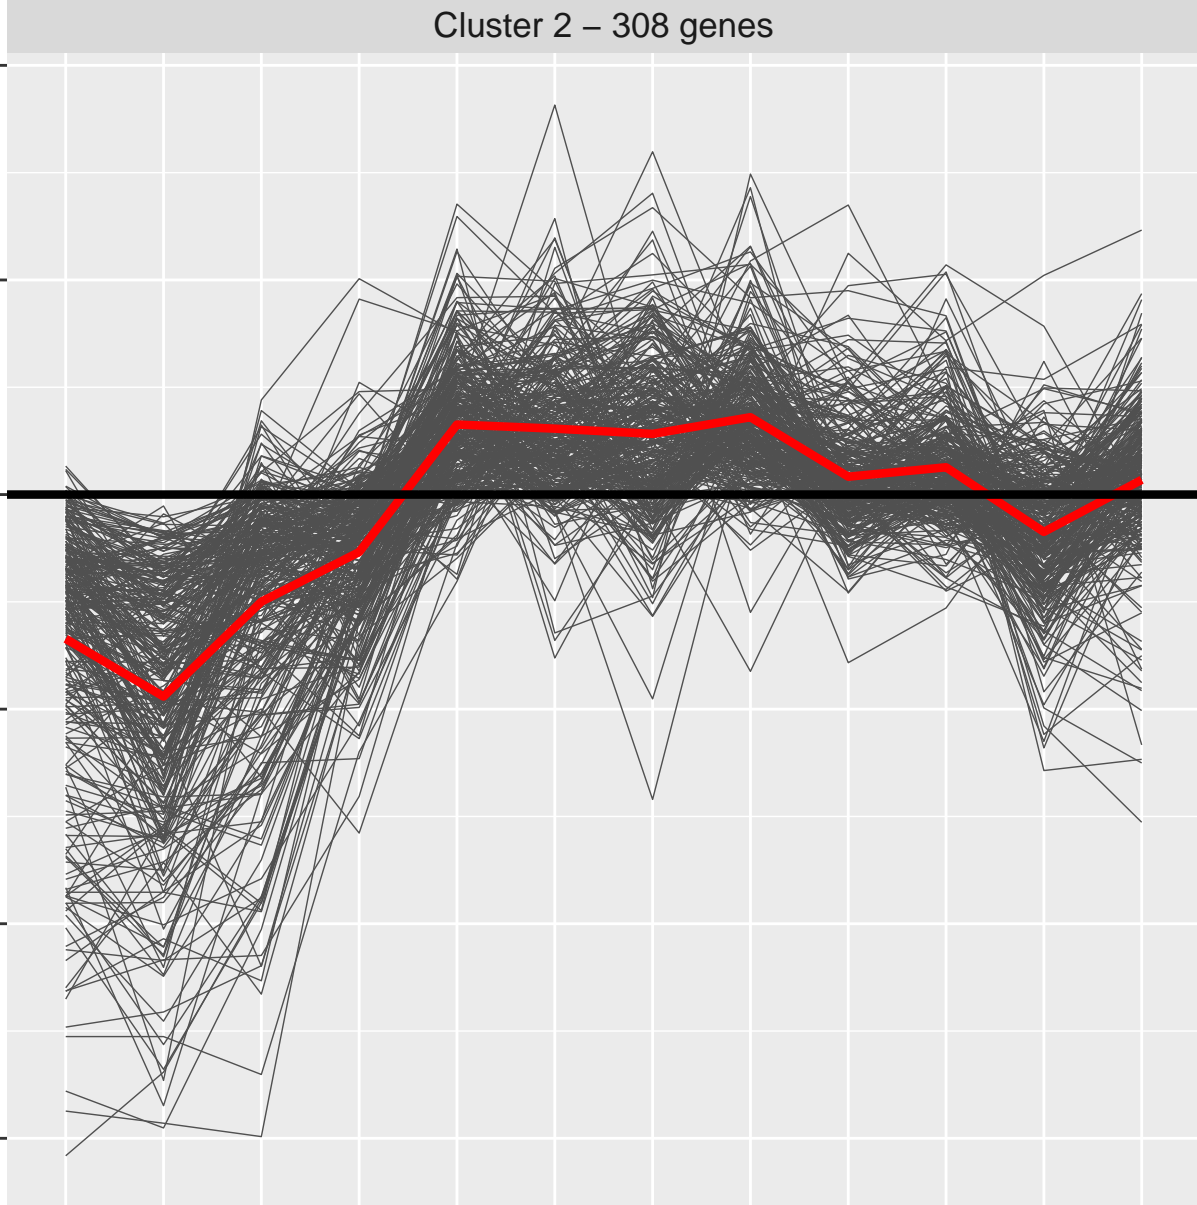

Cluster 3 – 1238 genes

Standardized expressions

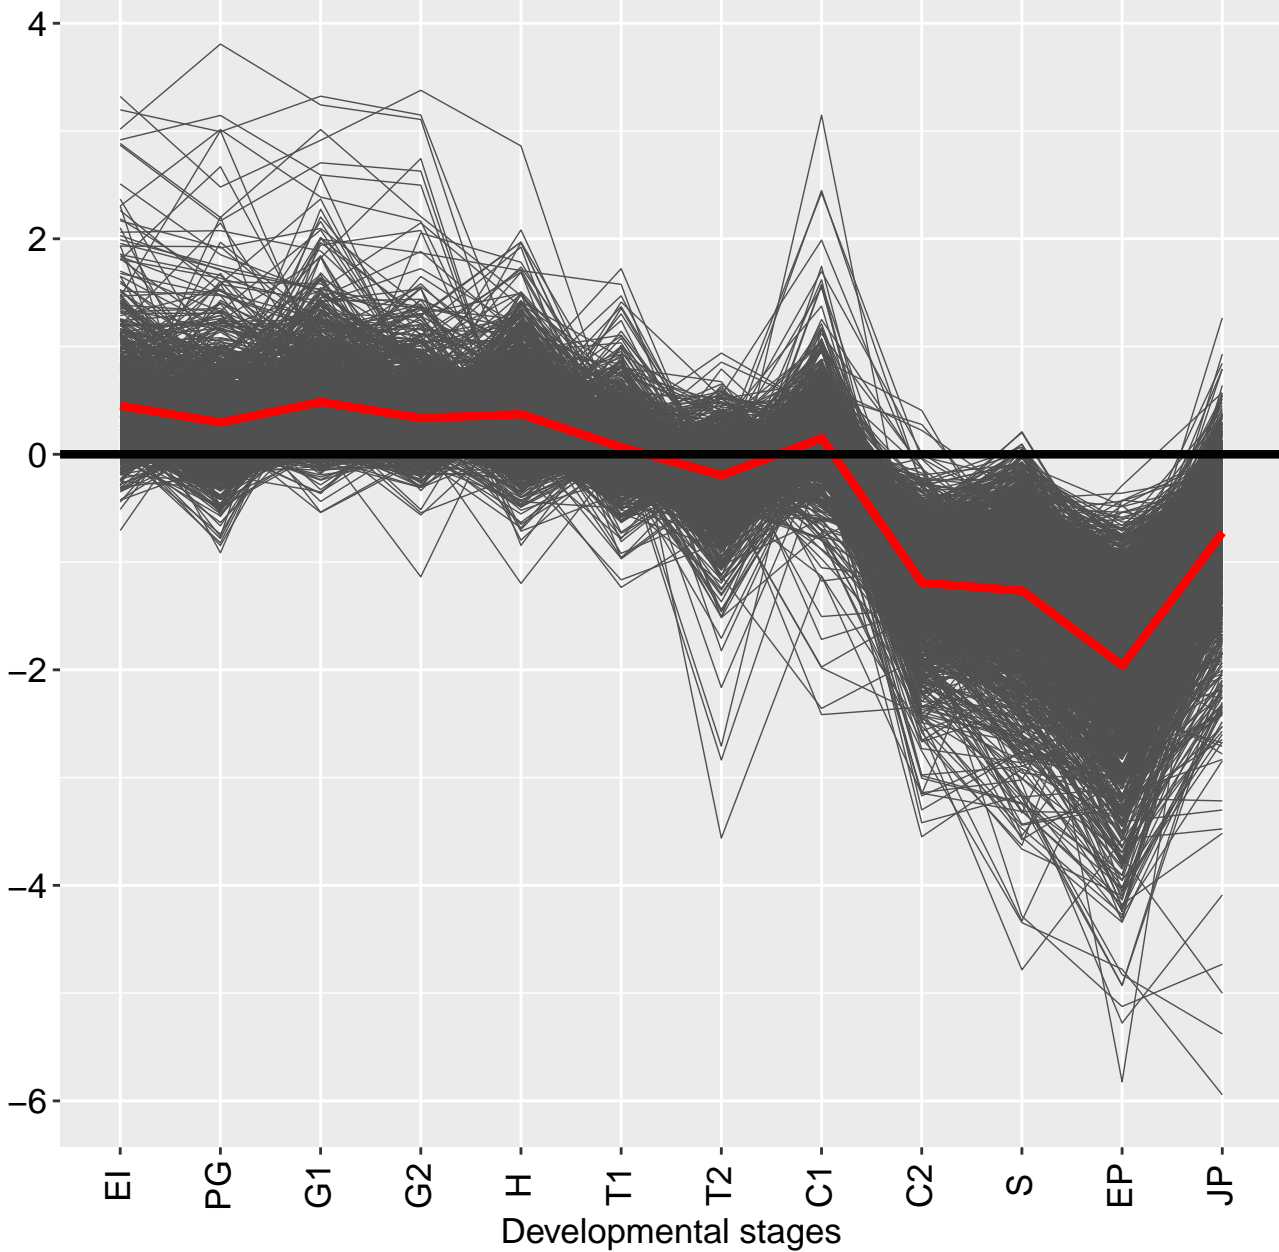

Cluster 4 – 421 genes

Standardized expressions

-10

-5

0

5

10

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

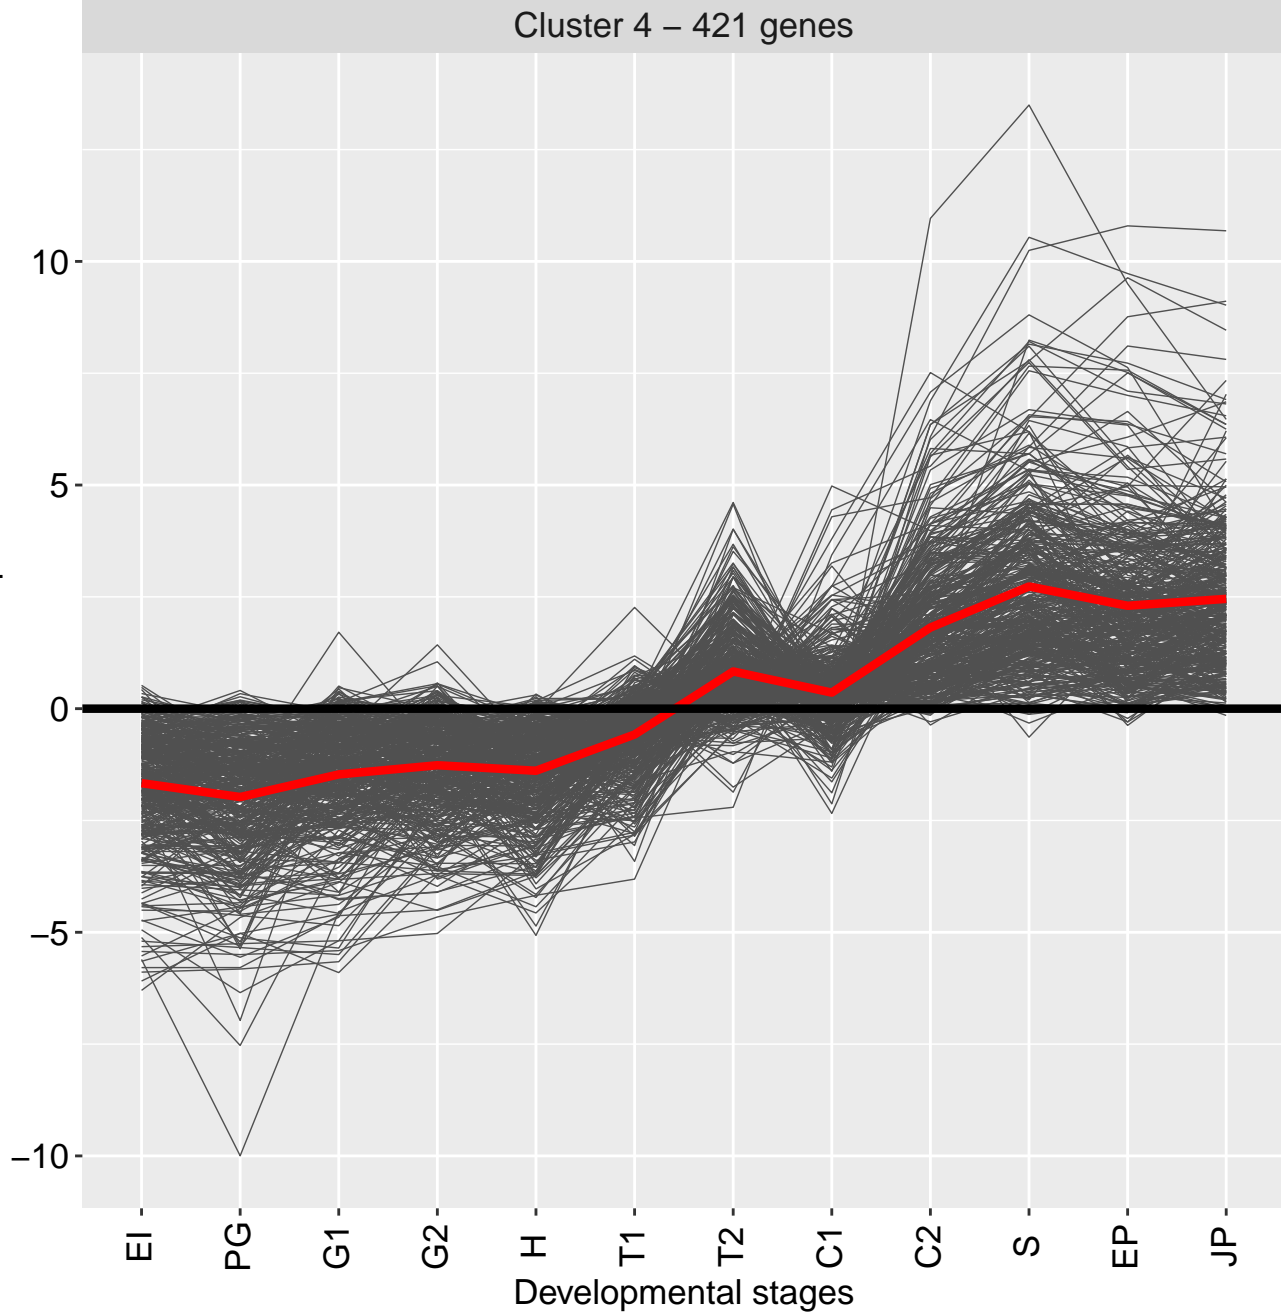

Cluster 5 – 2134 genes

Standardized expressions

4  
2  
0  
-2  
-4

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

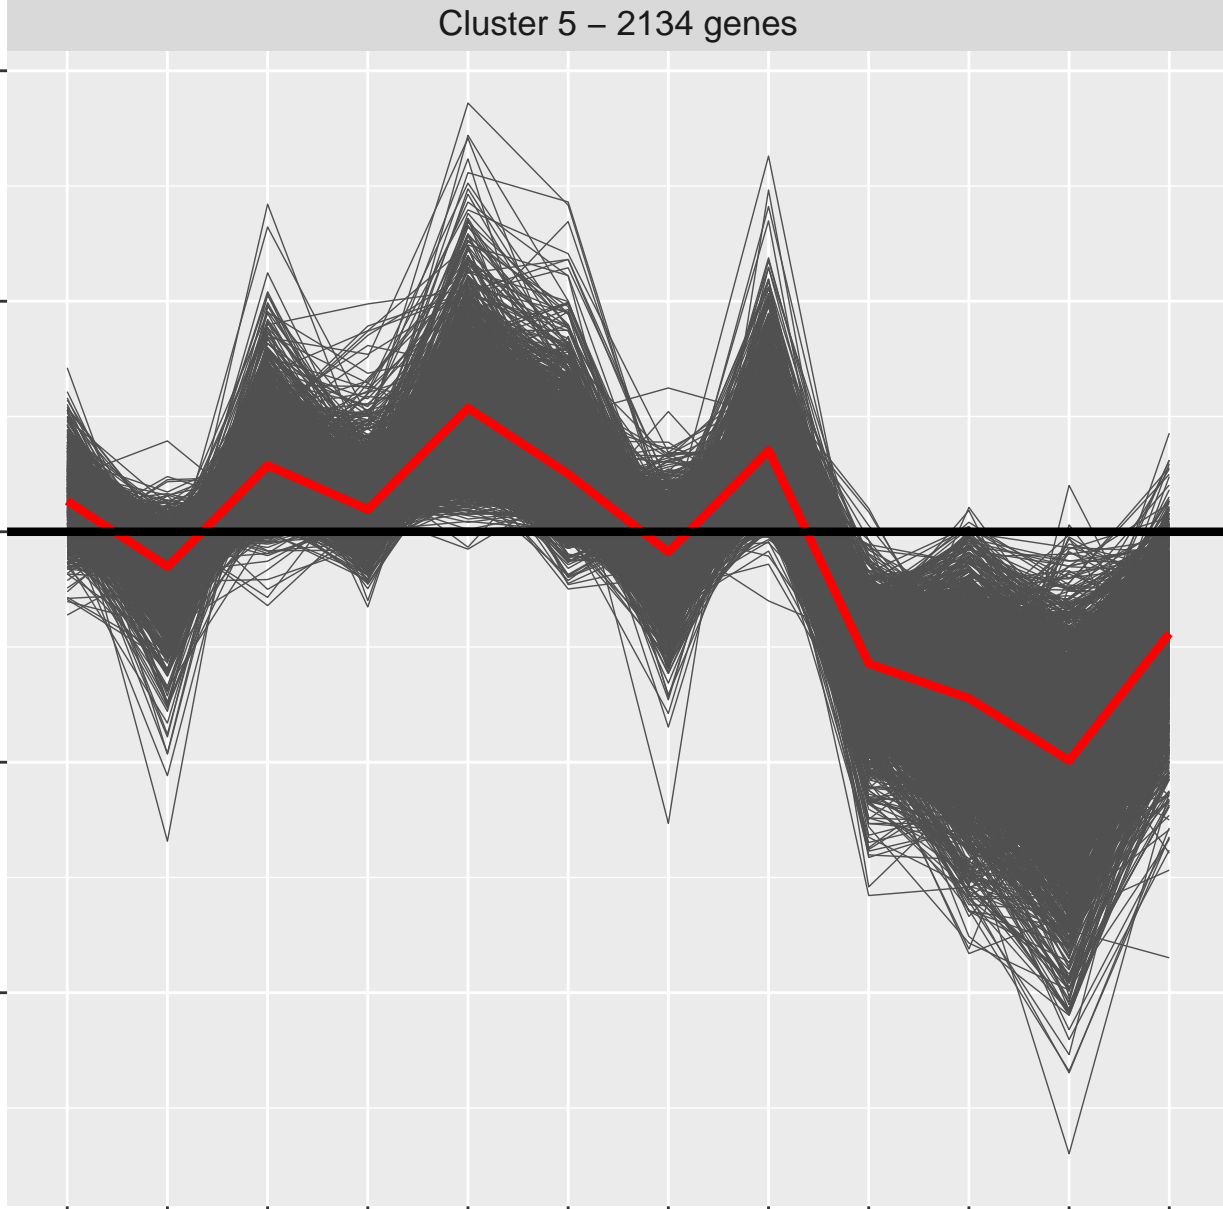

Cluster 6 – 602 genes

Standardized expressions

10

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

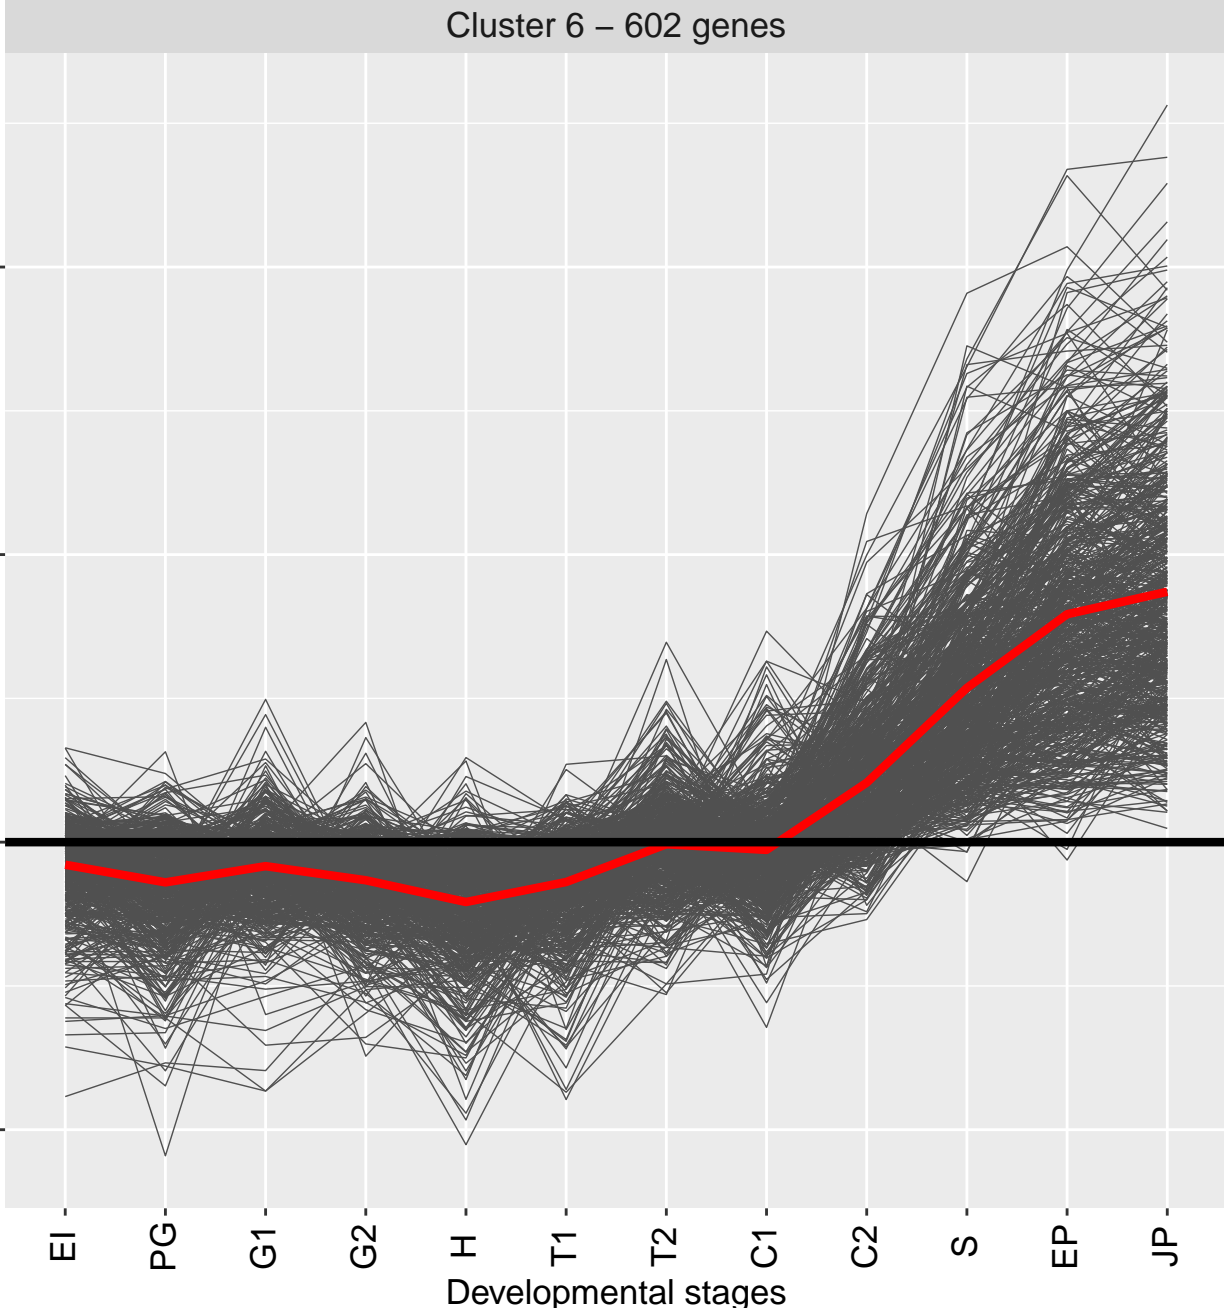

Cluster 7 – 73 genes

Standardized expressions

2  
0  
-2  
-4

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

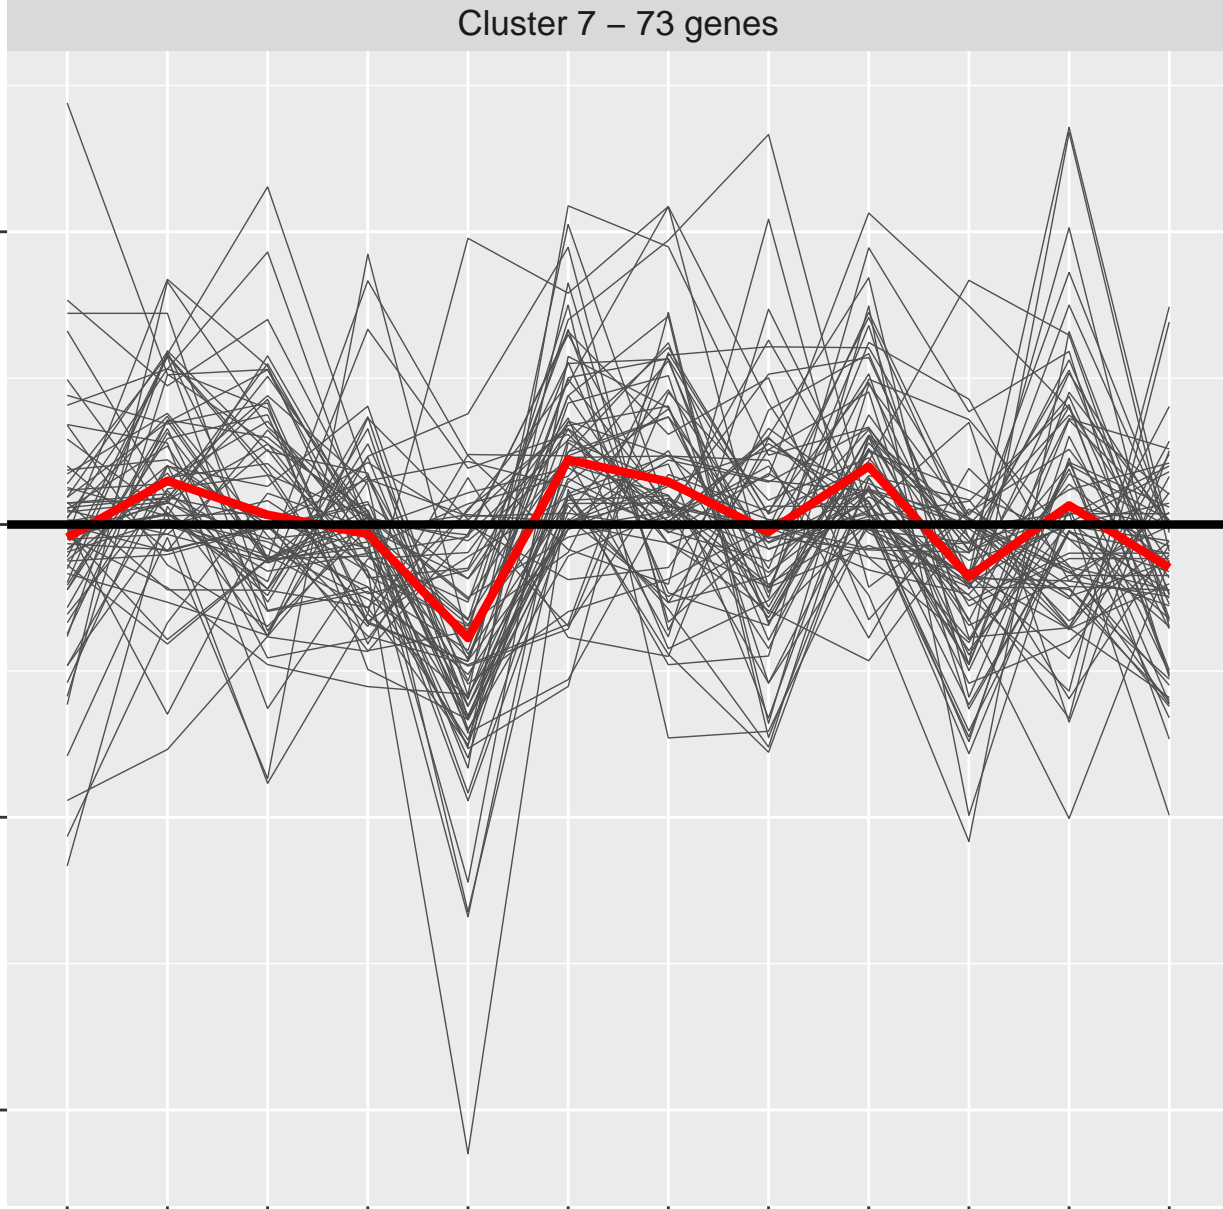

Cluster 8 – 335 genes

Standardized expressions

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

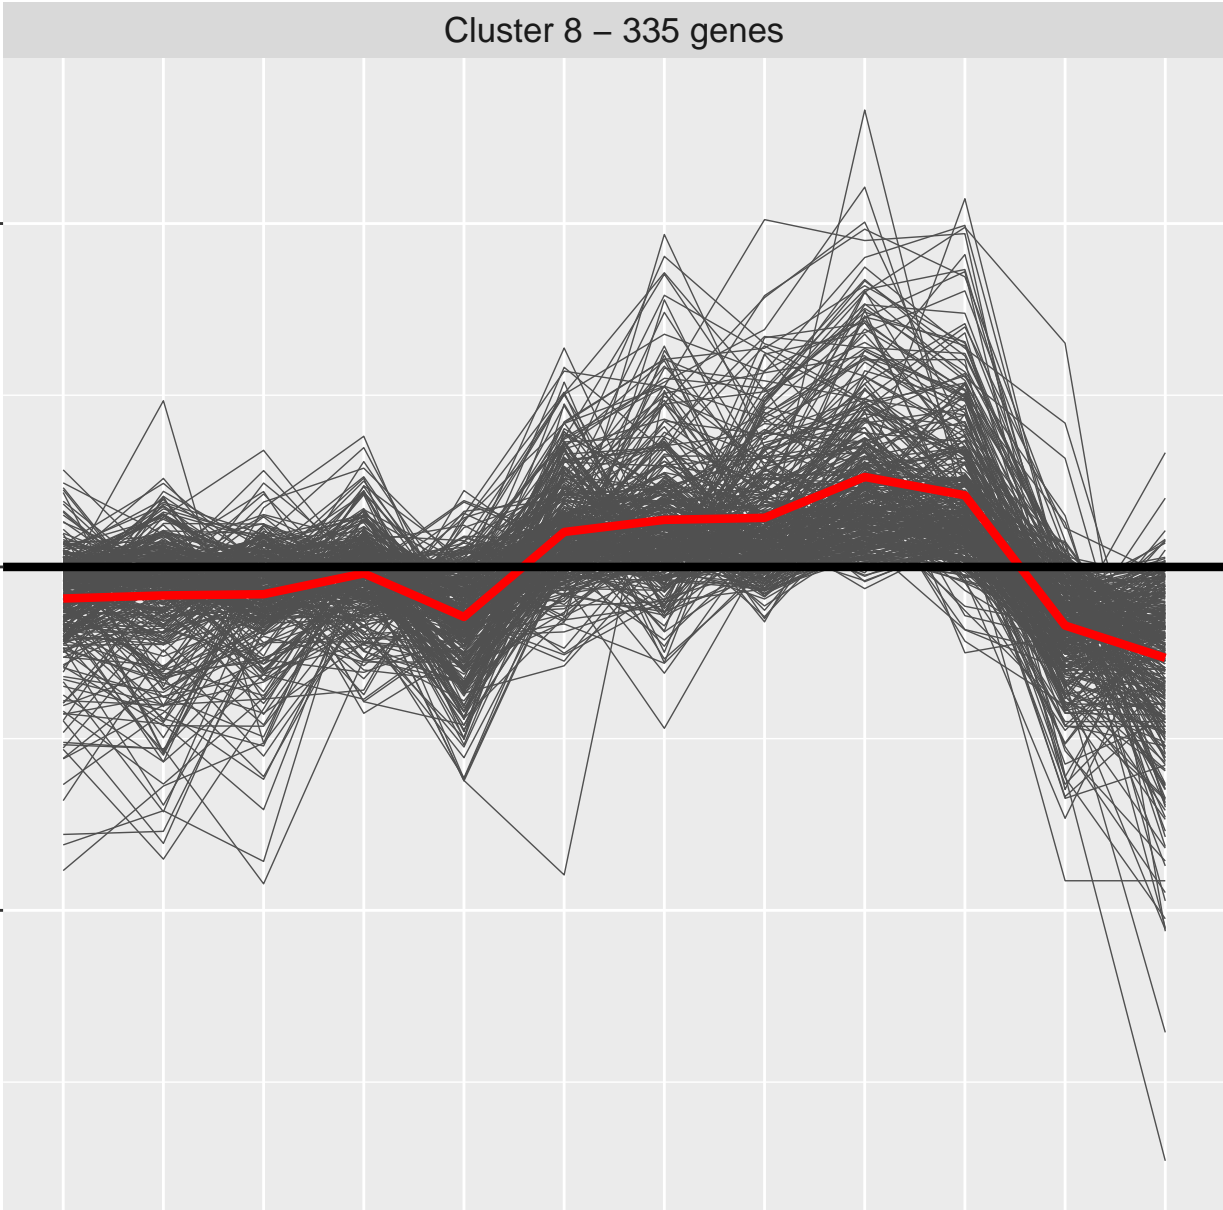

Cluster 9 – 936 genes

Standardized expressions

5  
0  
-5  
-10

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

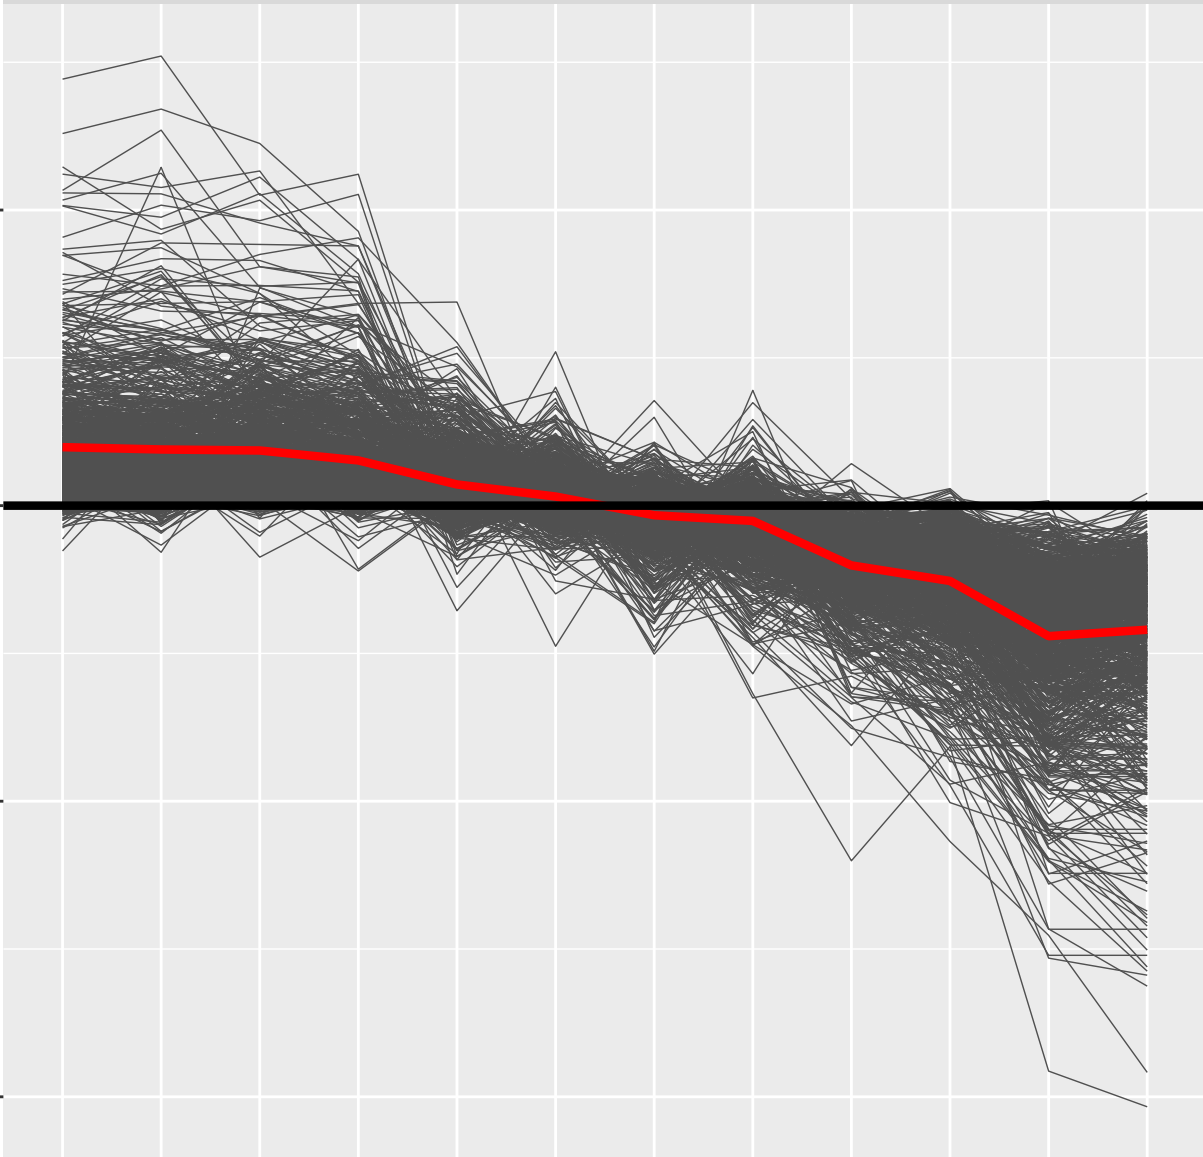

Cluster 10 – 389 genes

Standardized expressions

2

0

-2

-4

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

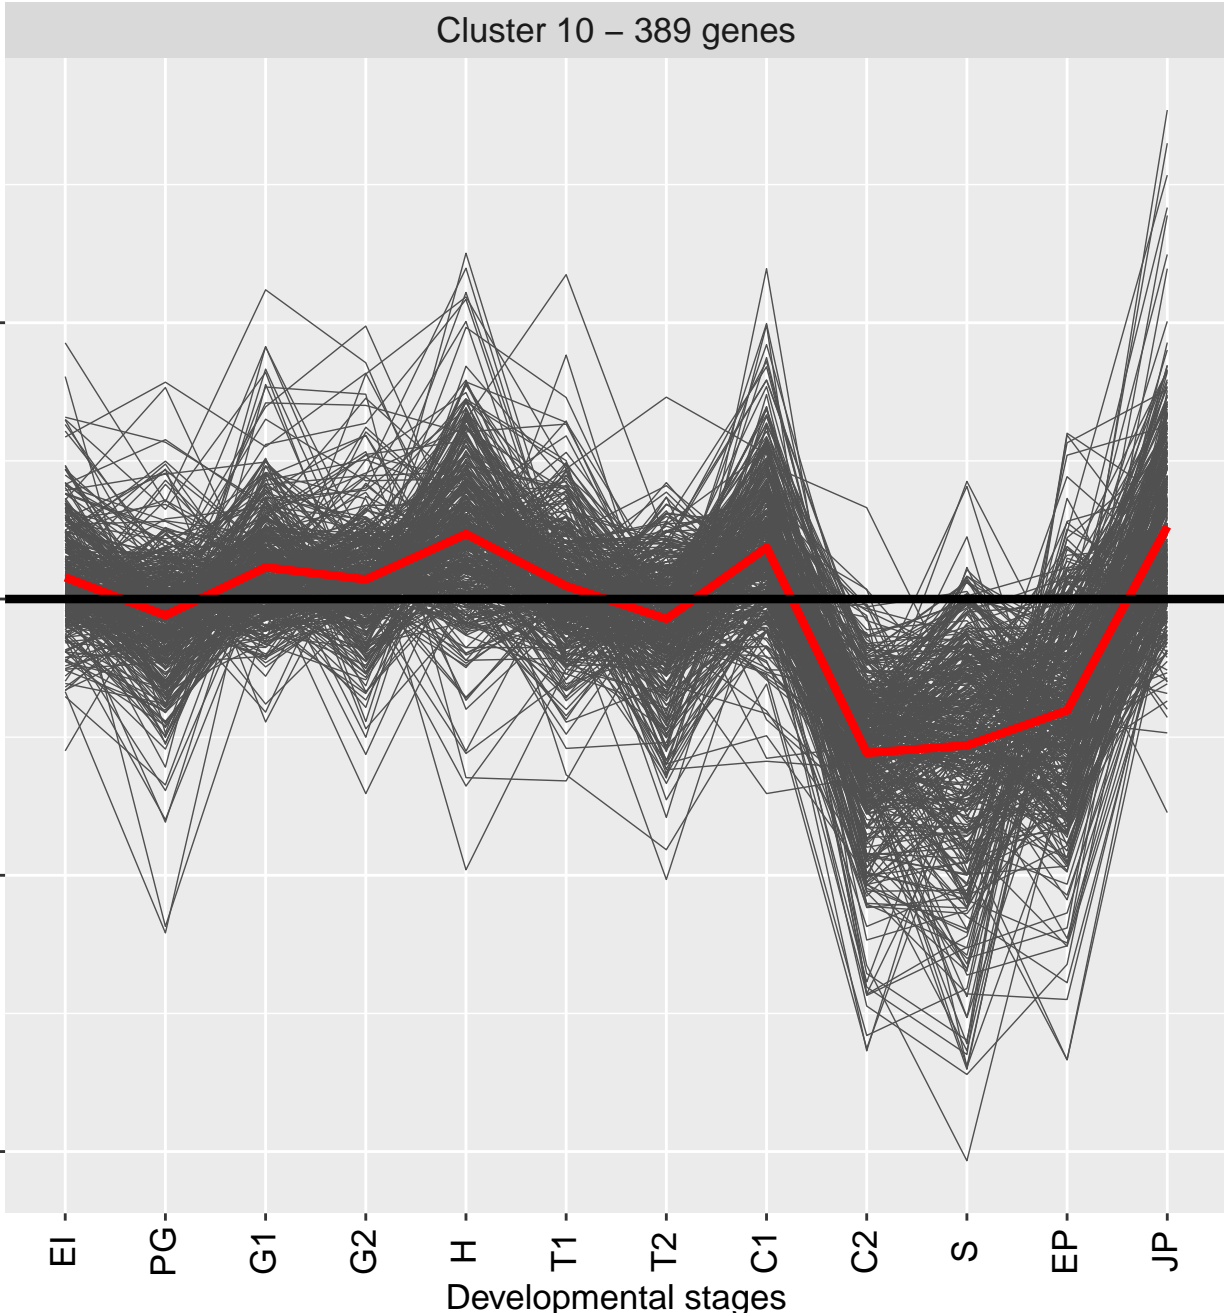

Cluster 11 – 101 genes

Standardized expressions

2.5  
0.0  
-2.5

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

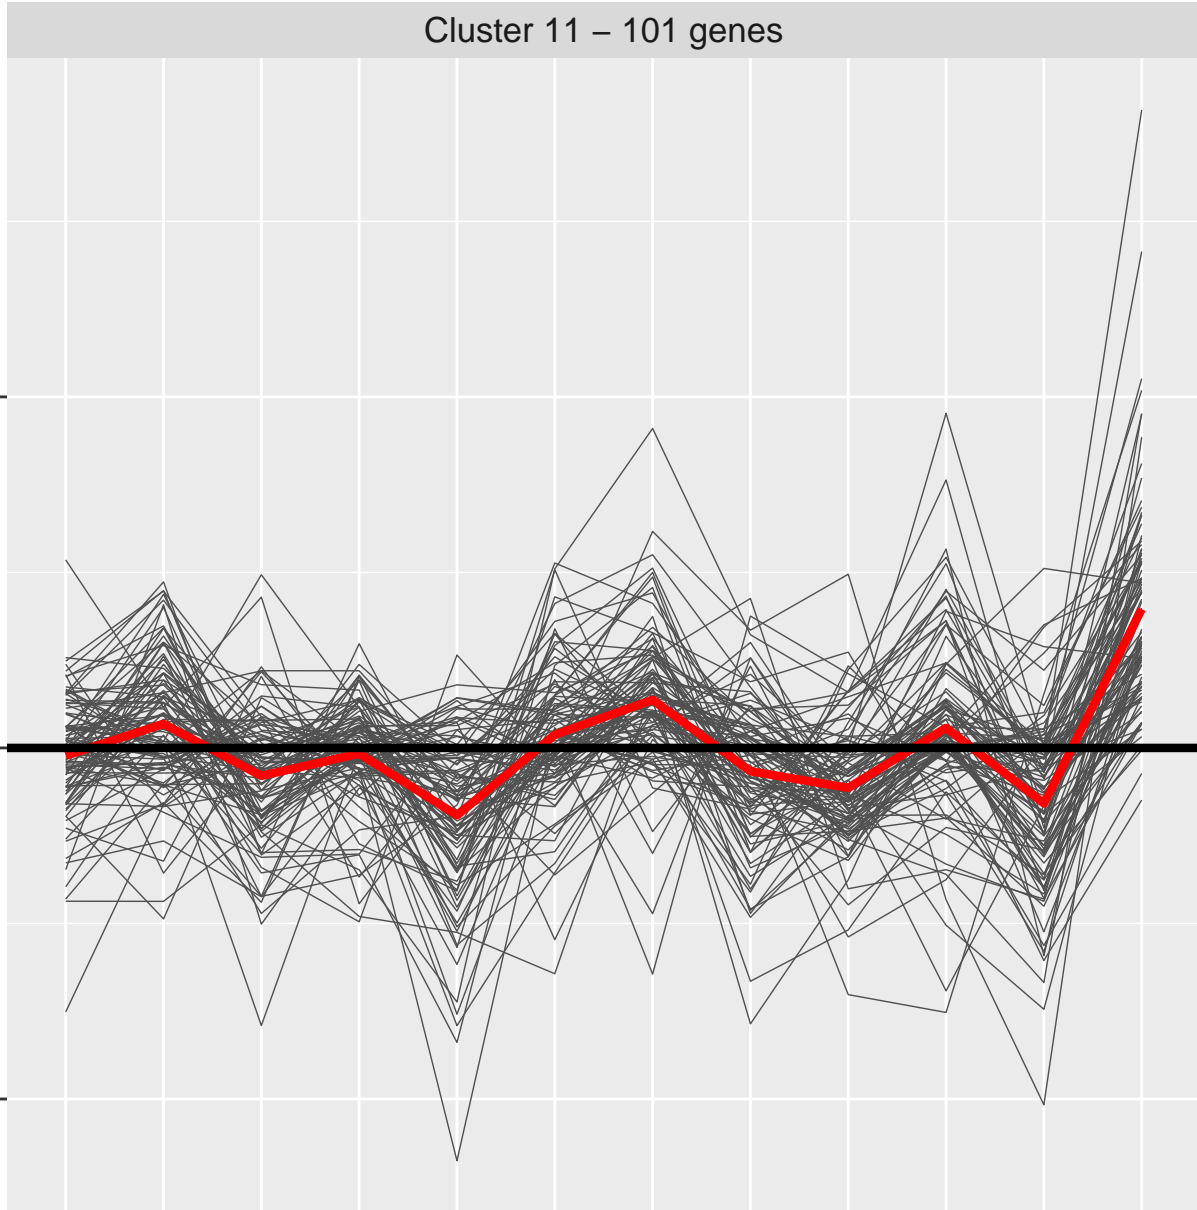

Cluster 12 – 374 genes

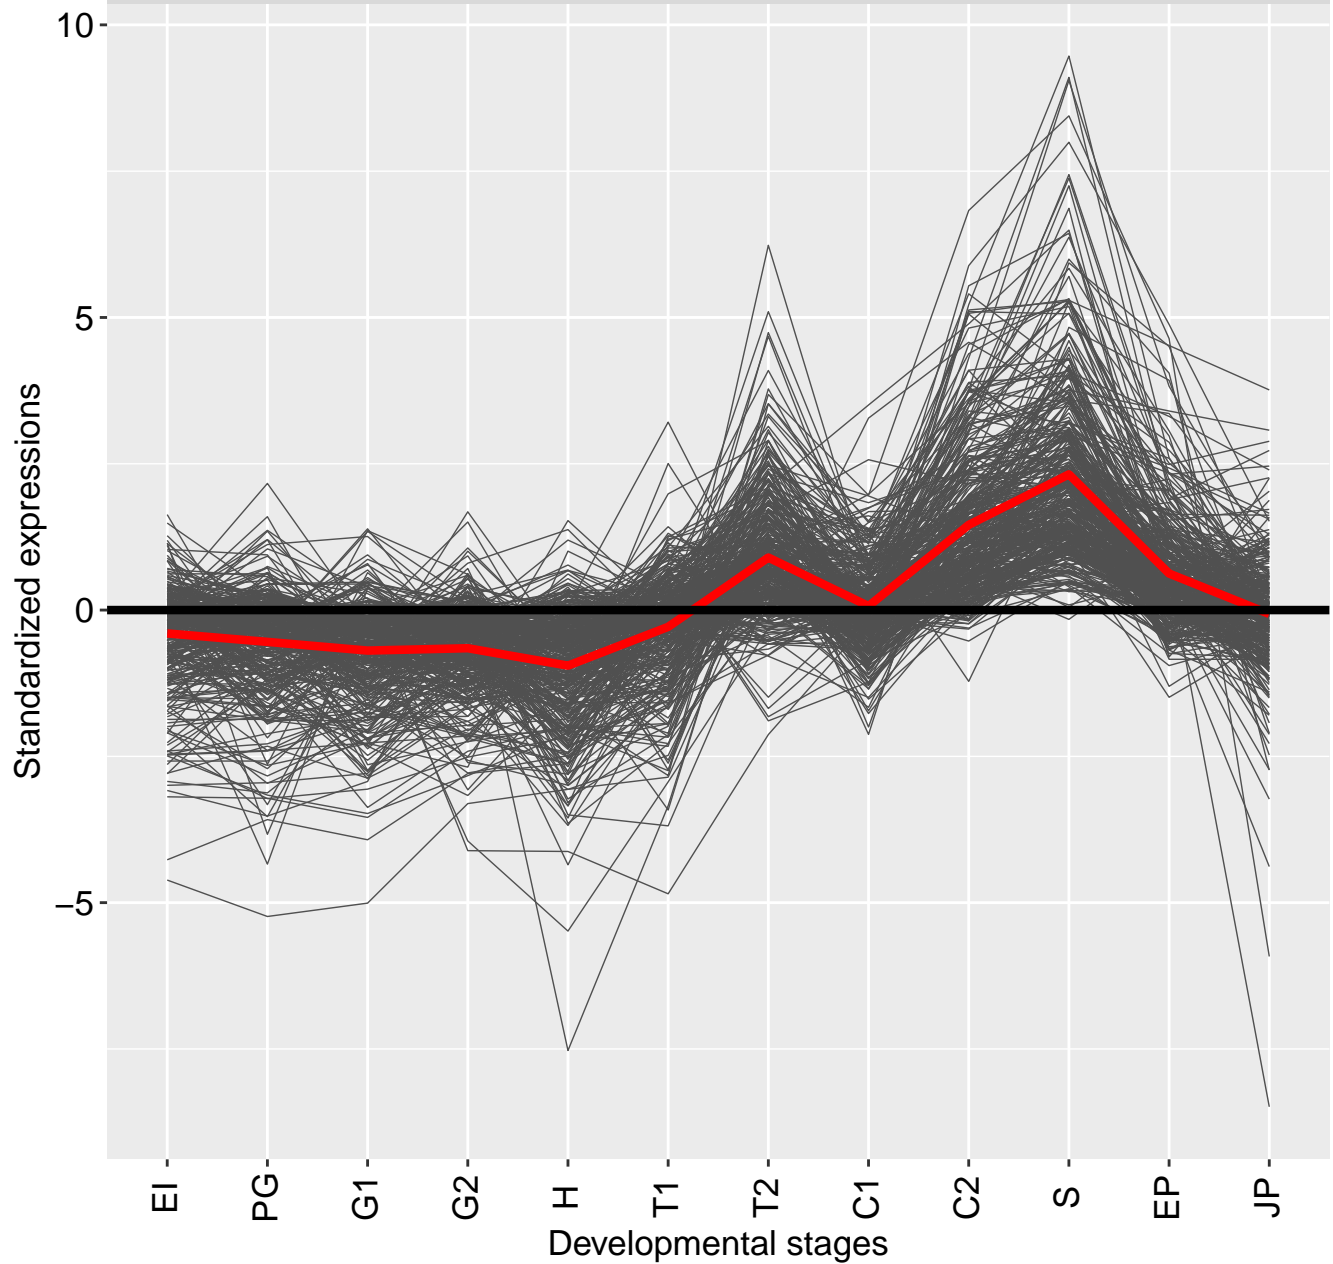

Cluster 13 – 511 genes

Standardized expressions

6

3

0

-3

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

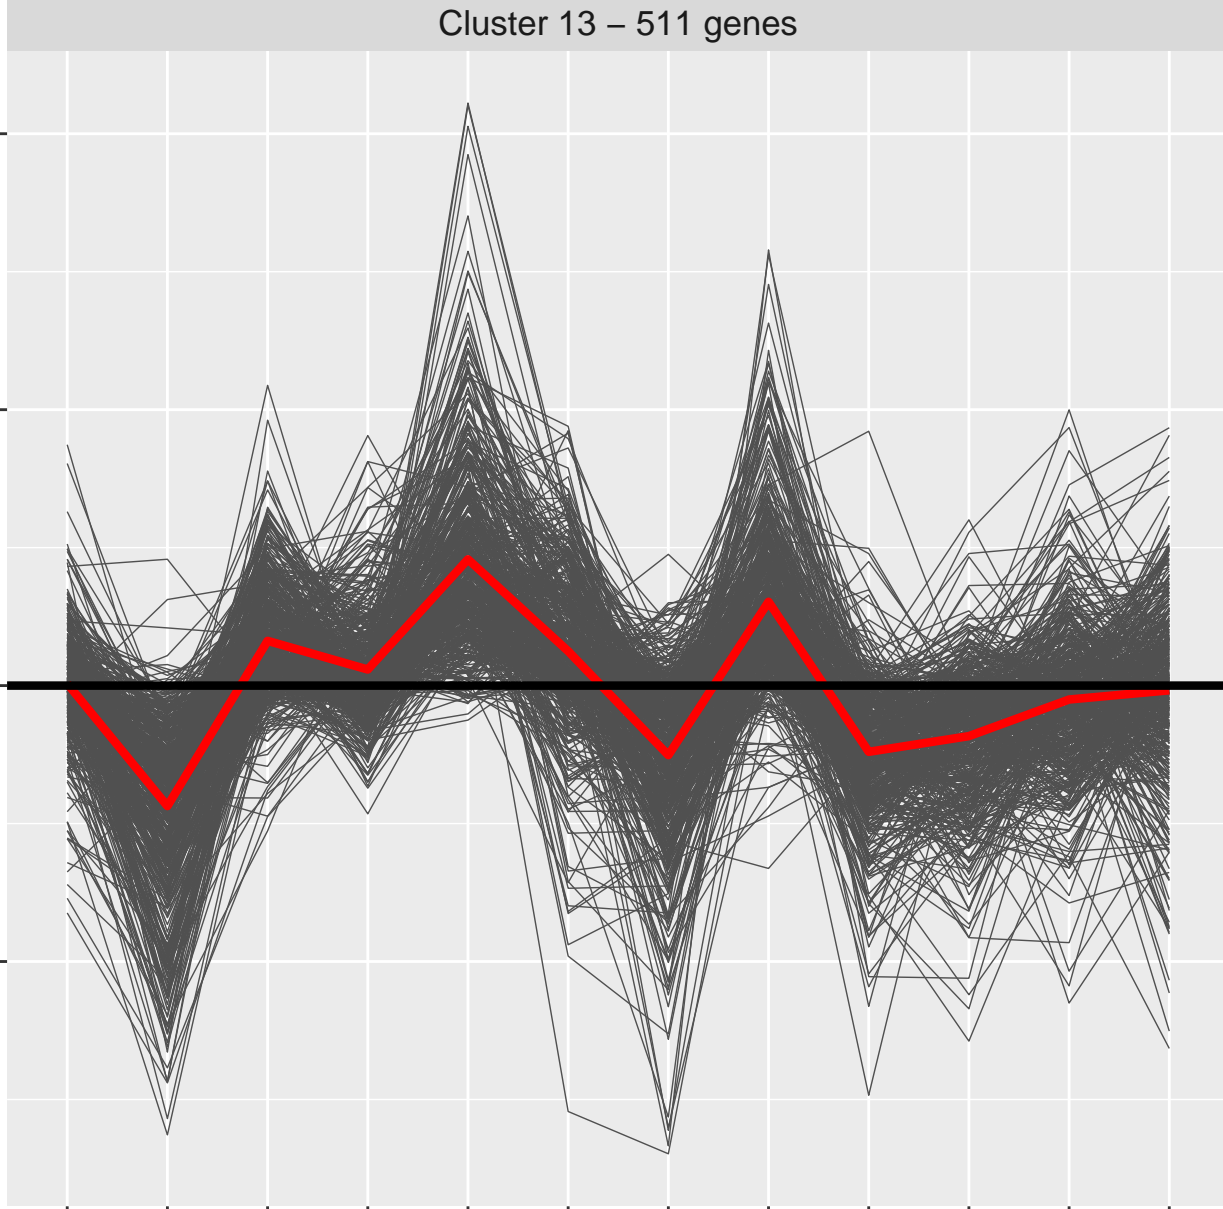

Cluster 14 – 1355 genes

Standardized expressions

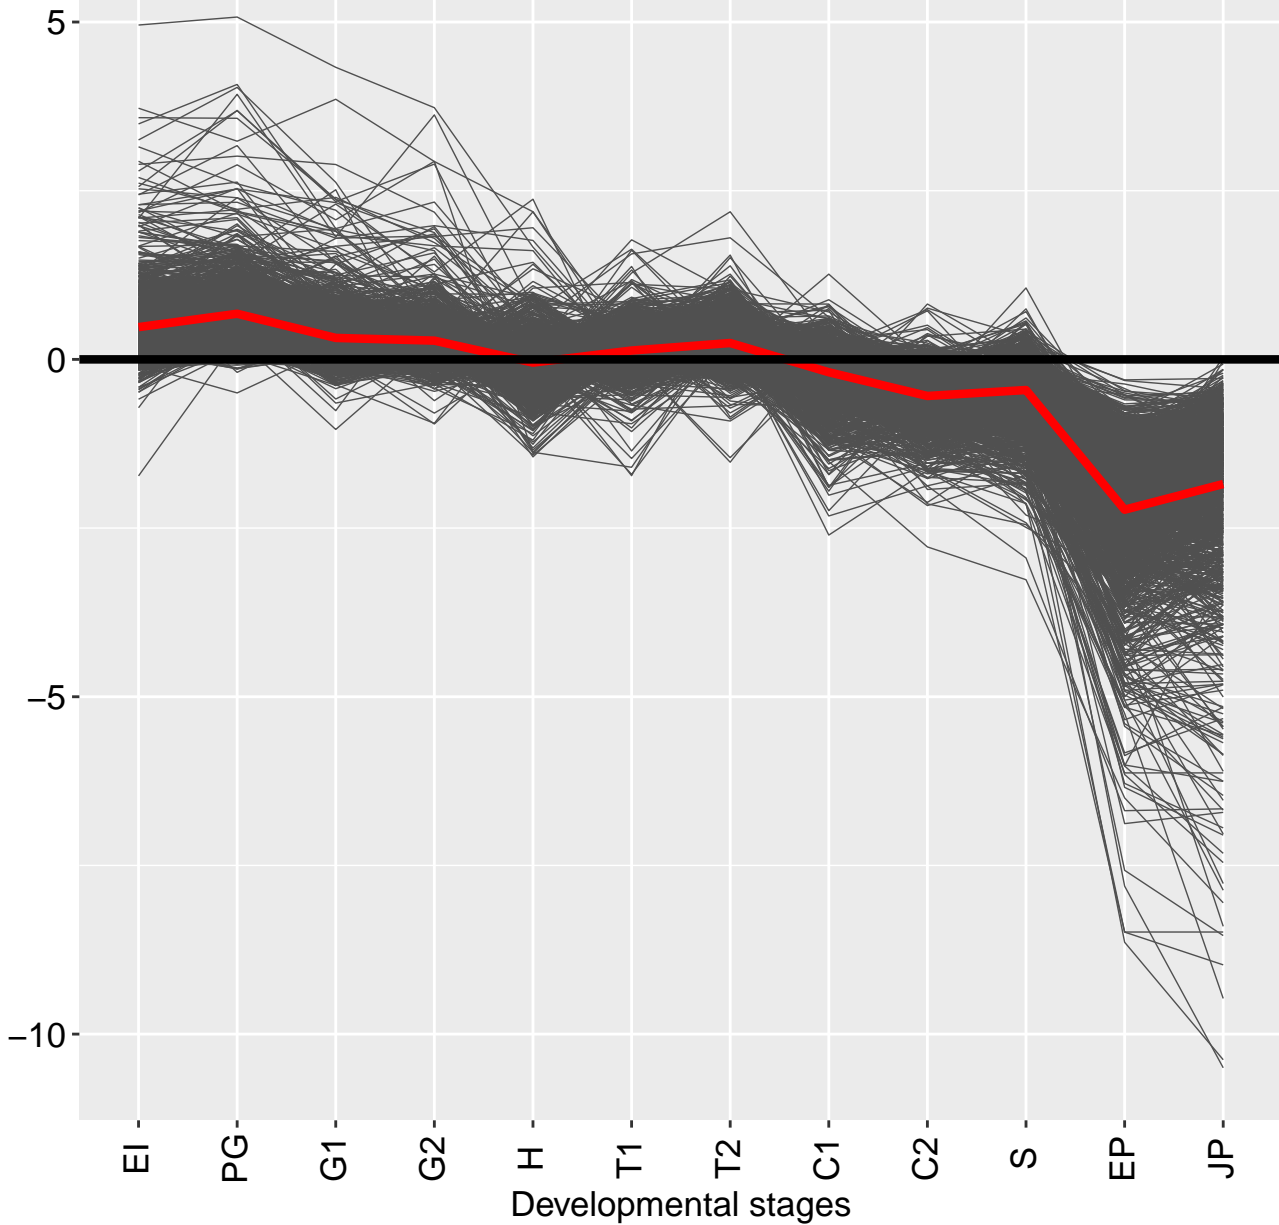

Cluster 15 – 256 genes

Standardized expressions

4

0

-4

El

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

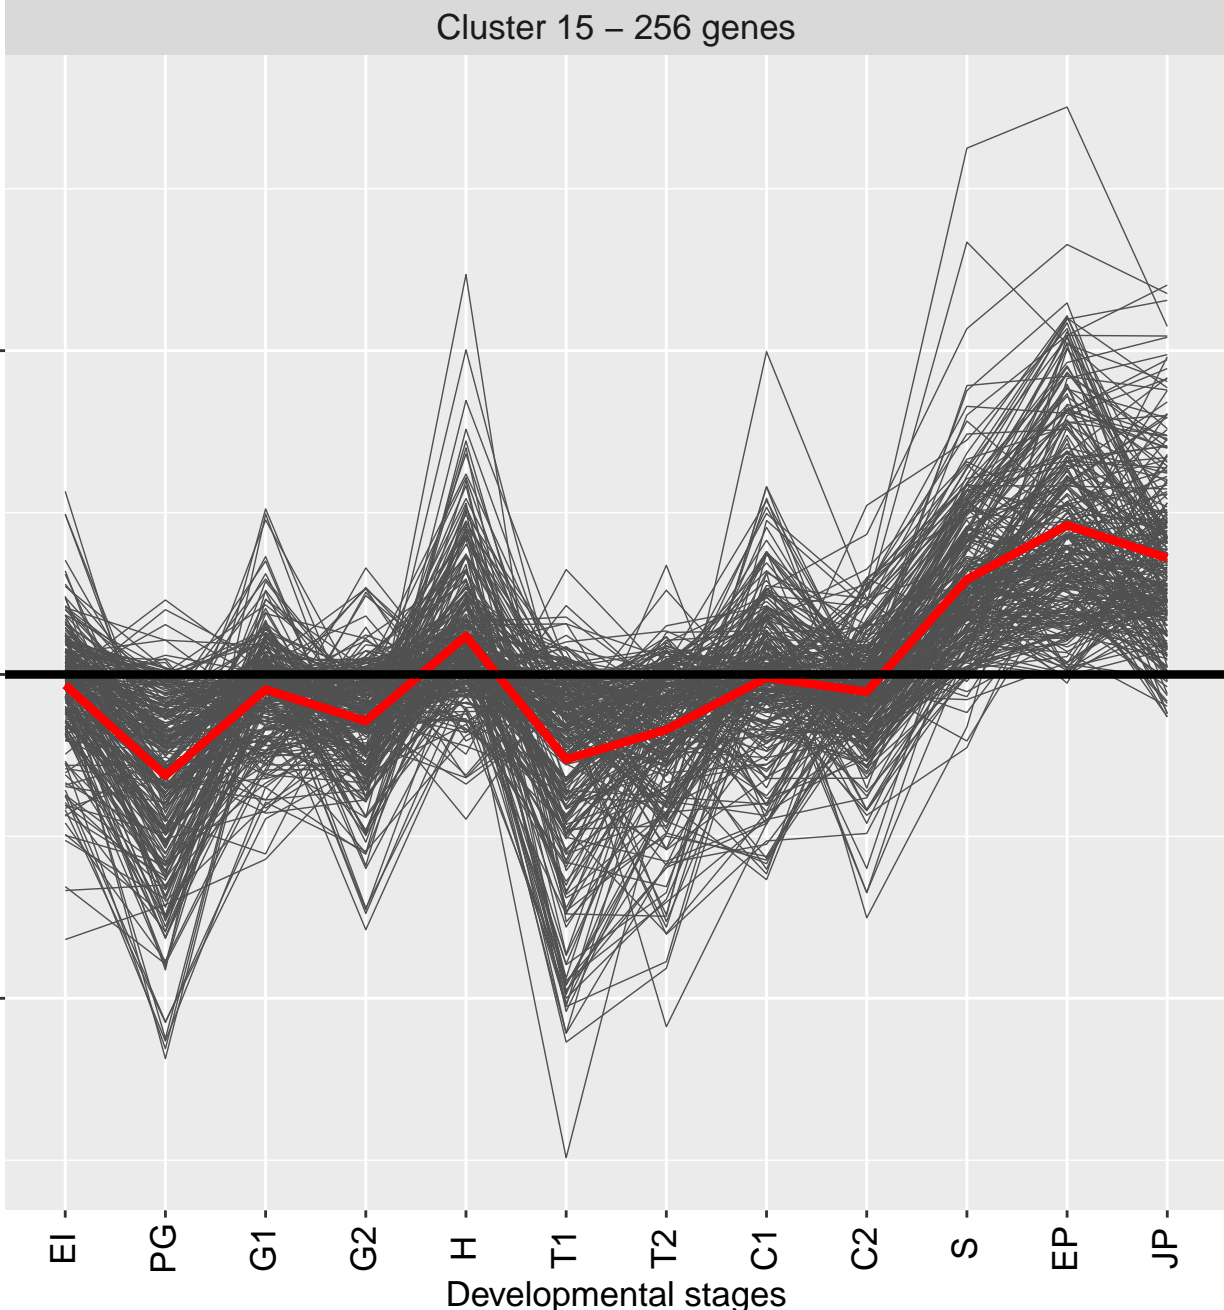

Cluster 16 – 408 genes

Standardized expressions

8

4

0

-4

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

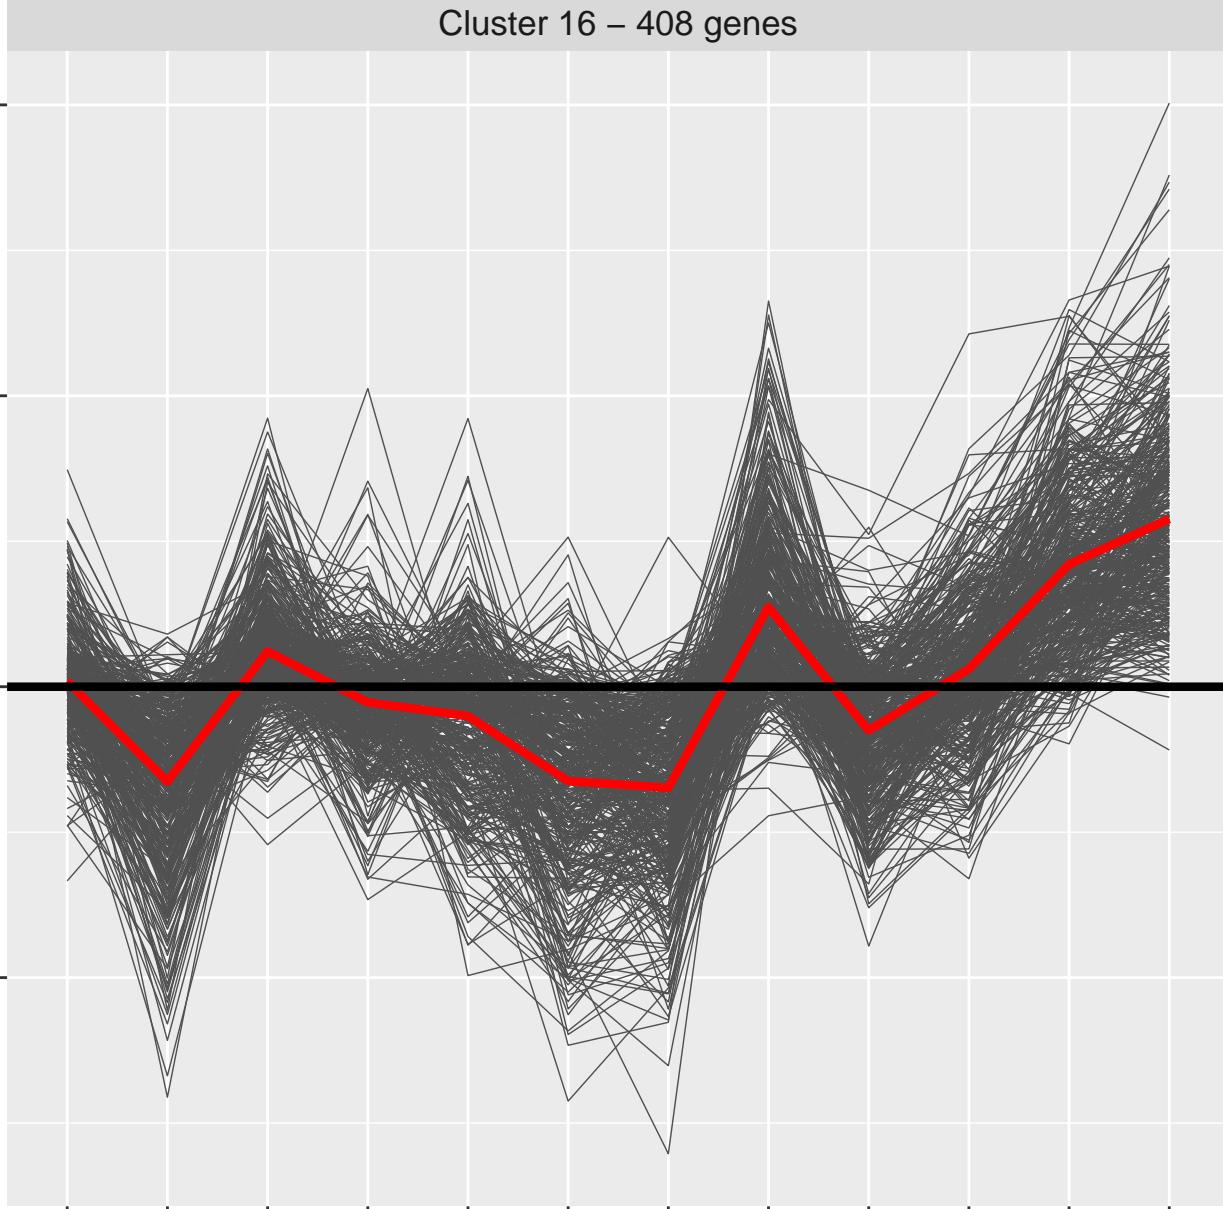

Cluster 17 – 538 genes

Standardized expressions

2.5  
0.0  
-2.5  
-5.0  
-7.5

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

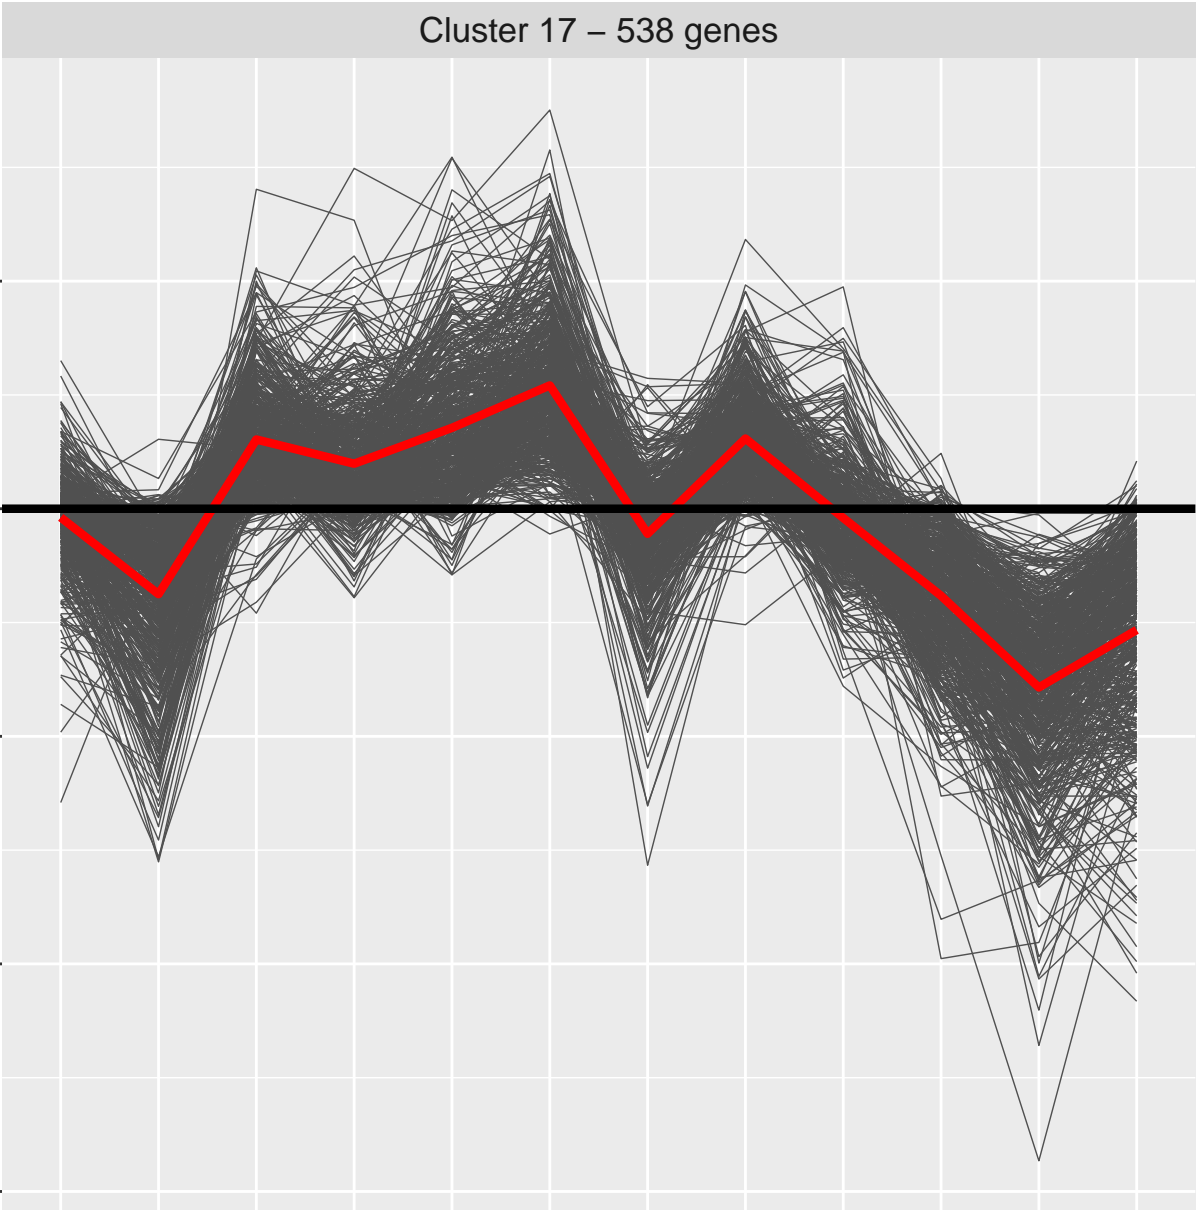

Cluster 18 – 424 genes

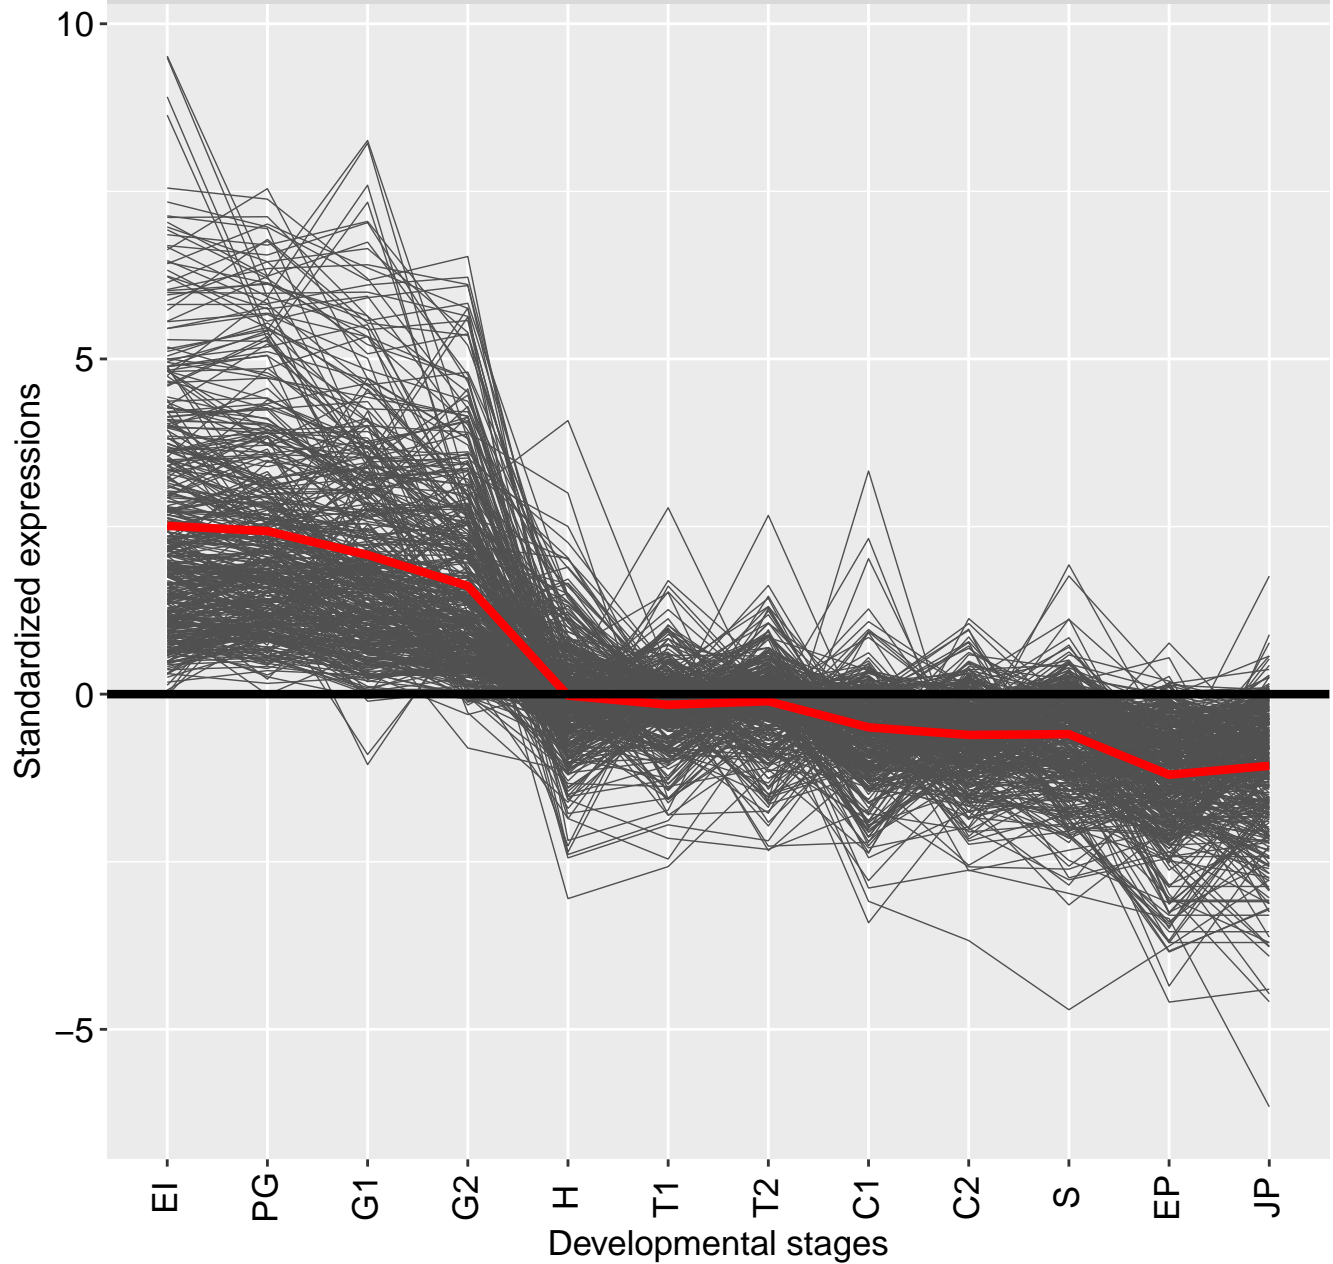

Cluster 19 – 300 genes

Standardized expressions

5  
0  
-5  
-10

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

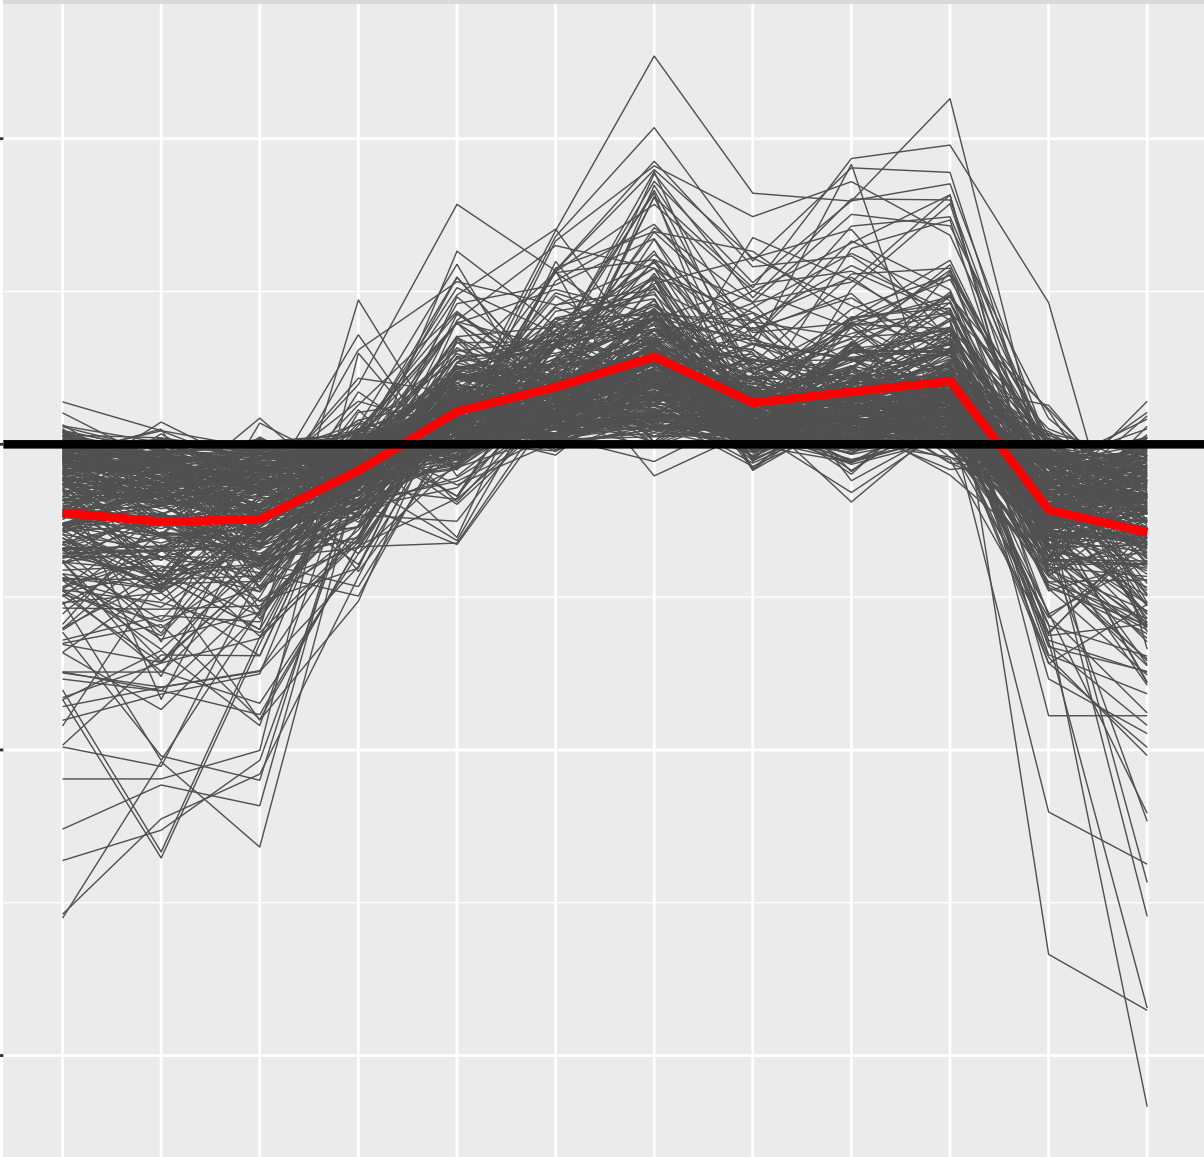

Cluster 20 – 194 genes

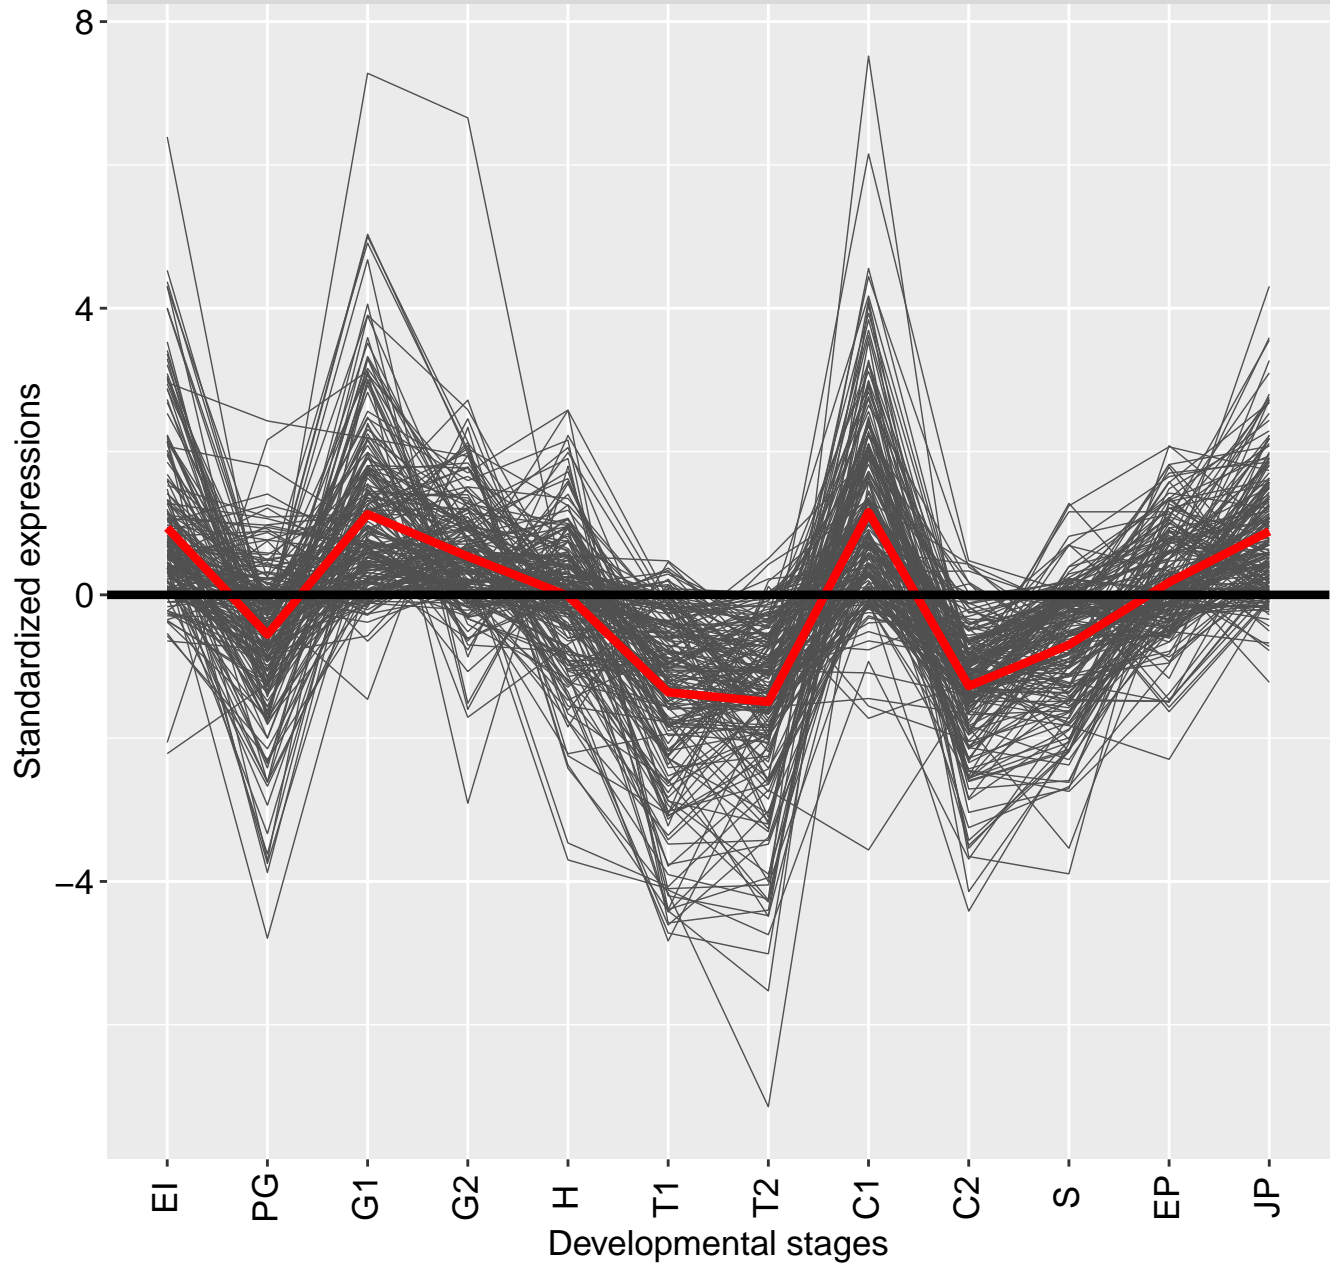

Cluster 21 – 437 genes

Standardized expressions

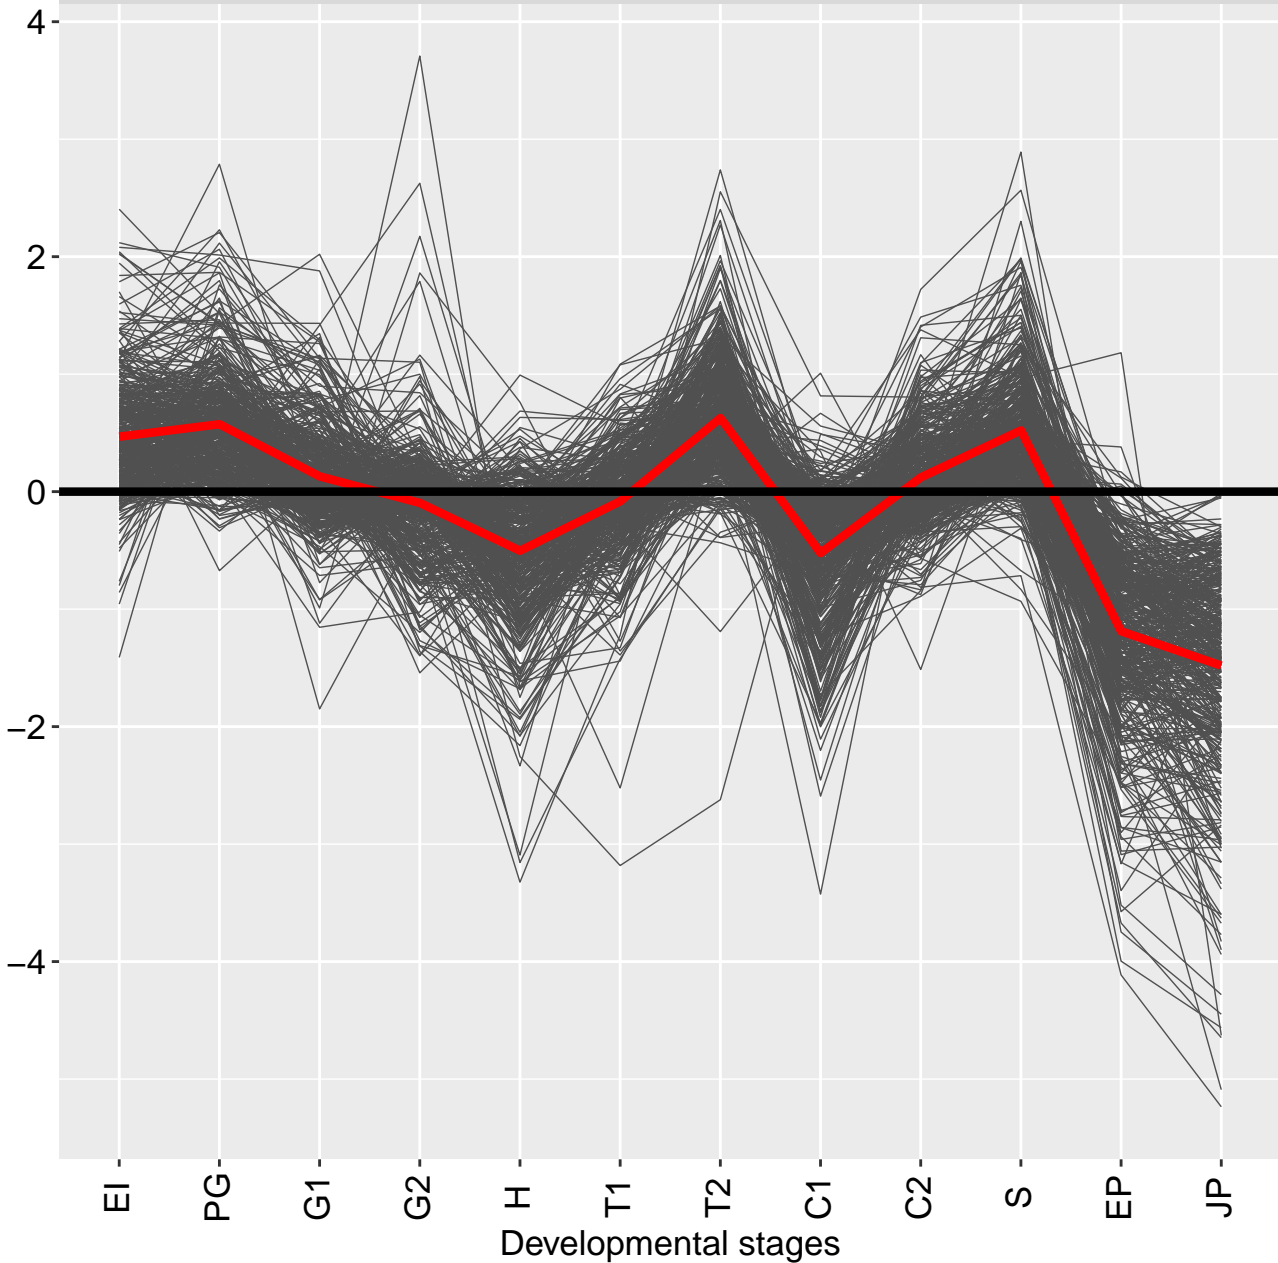

Cluster 22 – 821 genes

Standardized expressions

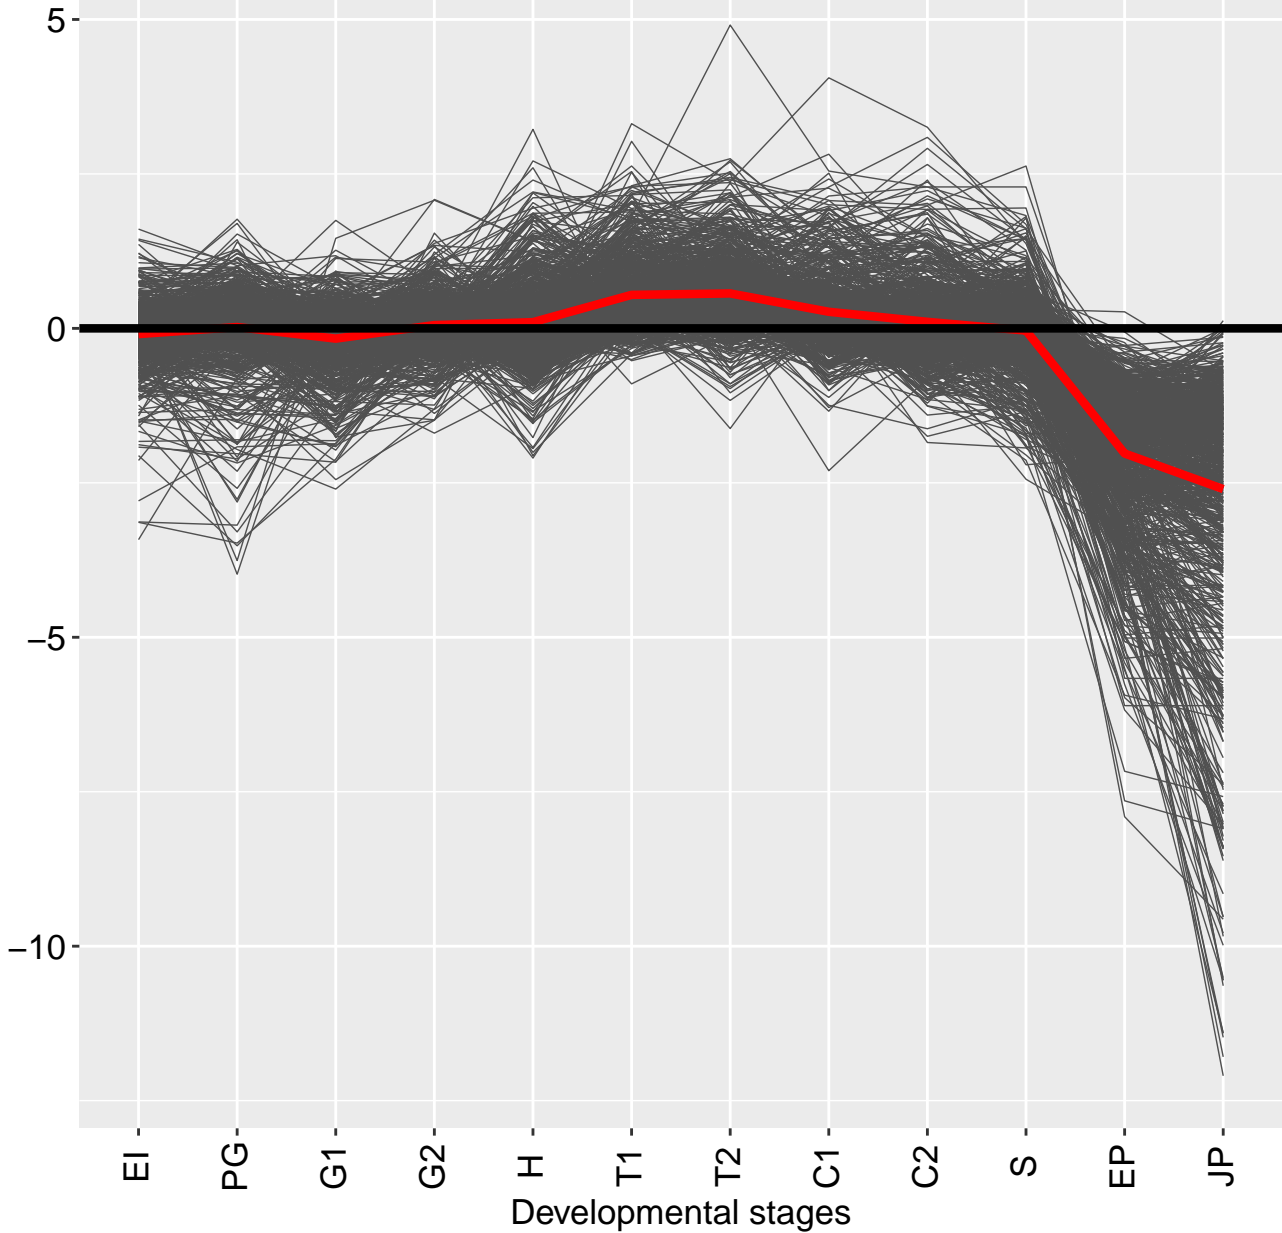

Cluster 23 – 579 genes

Standardized expressions

5.0  
2.5  
0.0  
-2.5  
-5.0  
-7.5

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

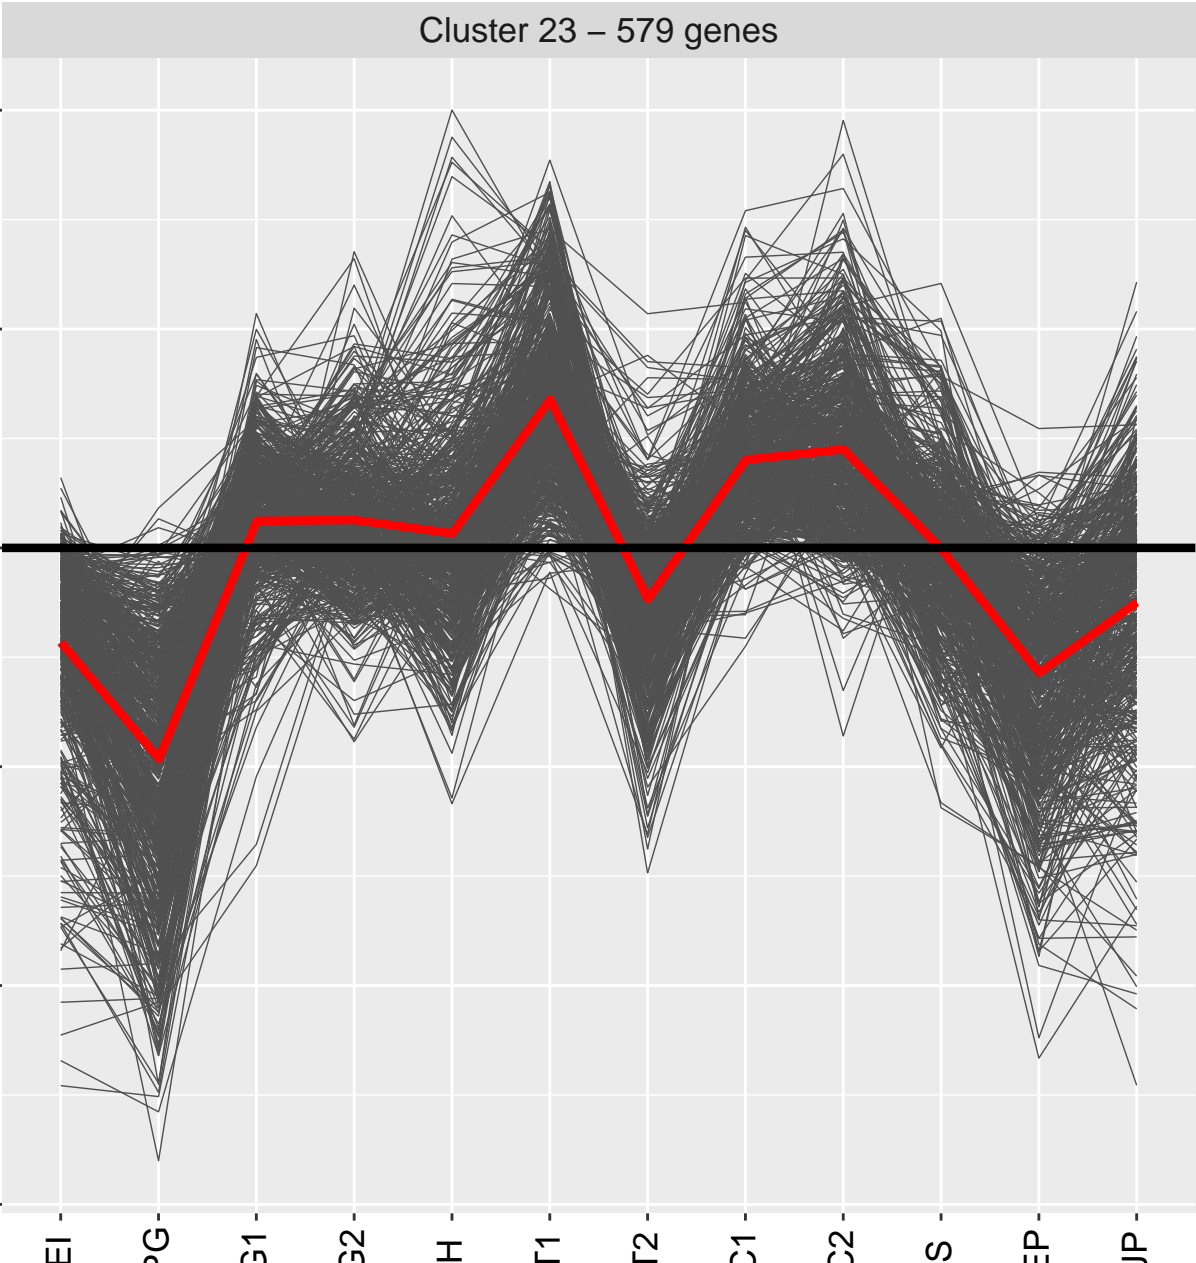

Cluster 24 – 316 genes

Standardized expressions

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

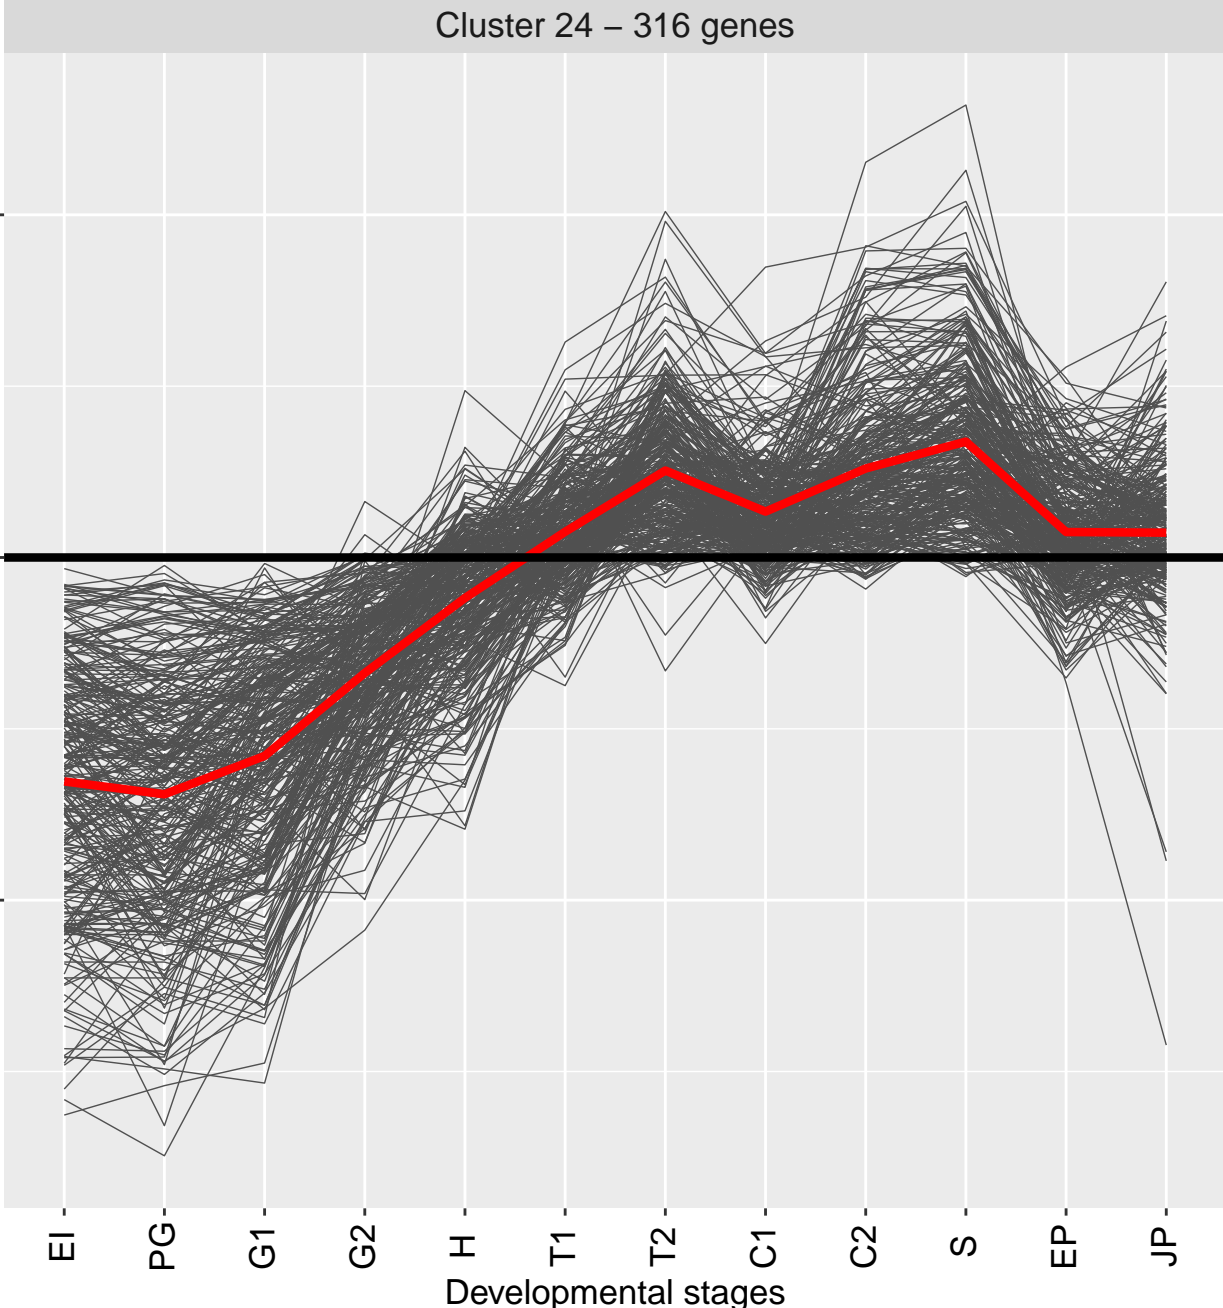

Cluster 25 – 377 genes

Standardized expressions

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

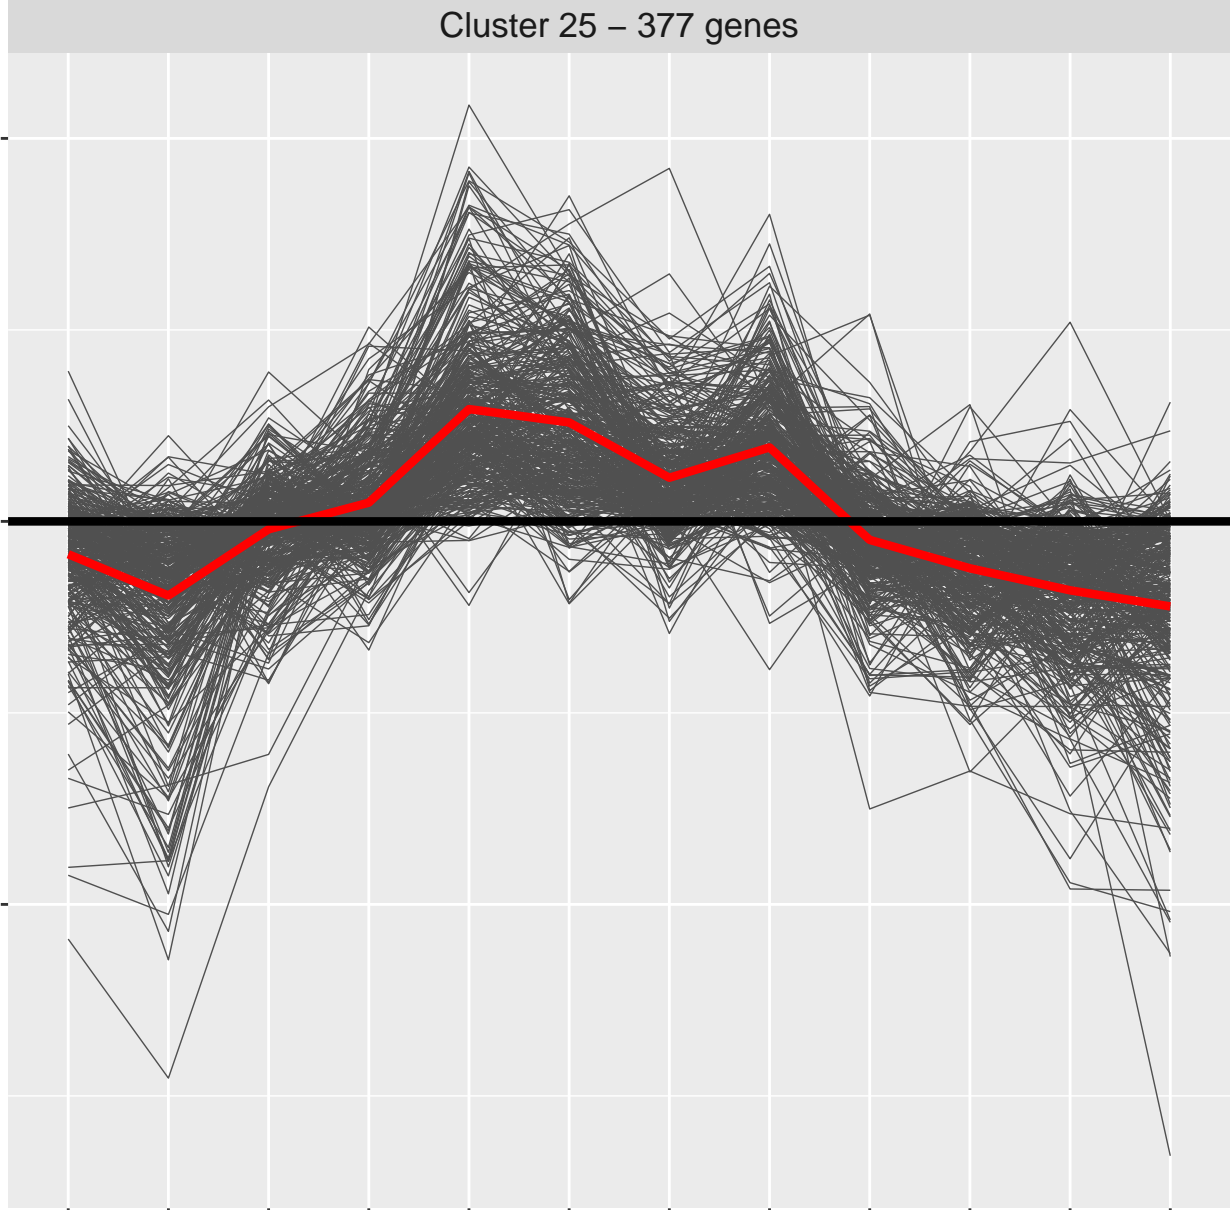

Cluster 26 – 124 genes

Standardized expressions

3  
0  
-3

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

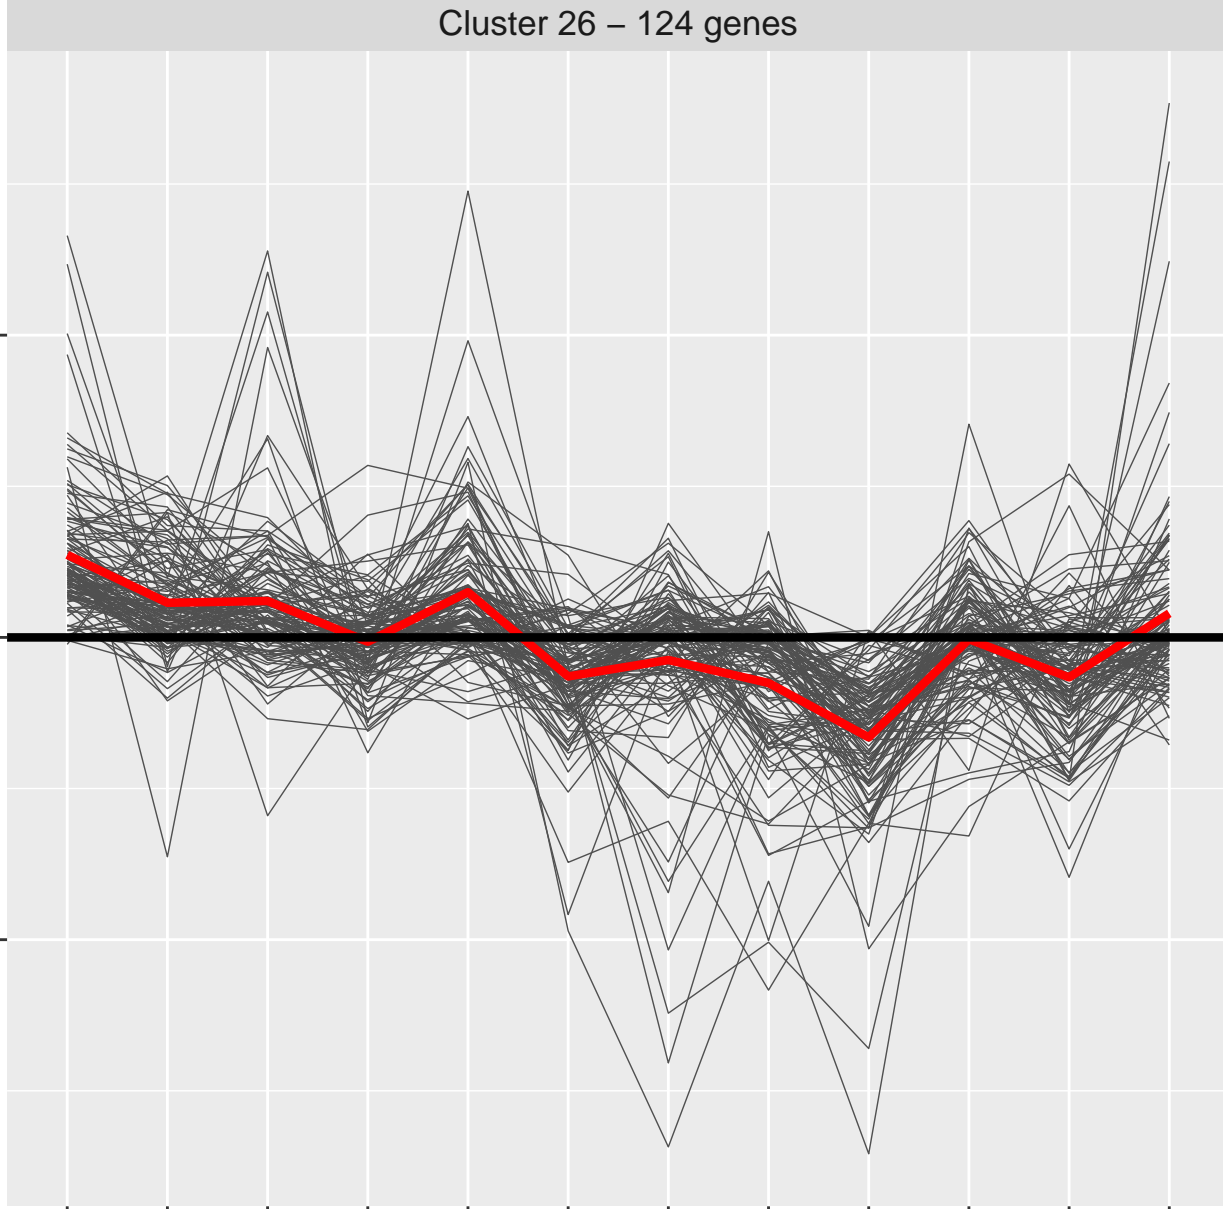

Cluster 27 – 651 genes

Standardized expressions

4

0

-4

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

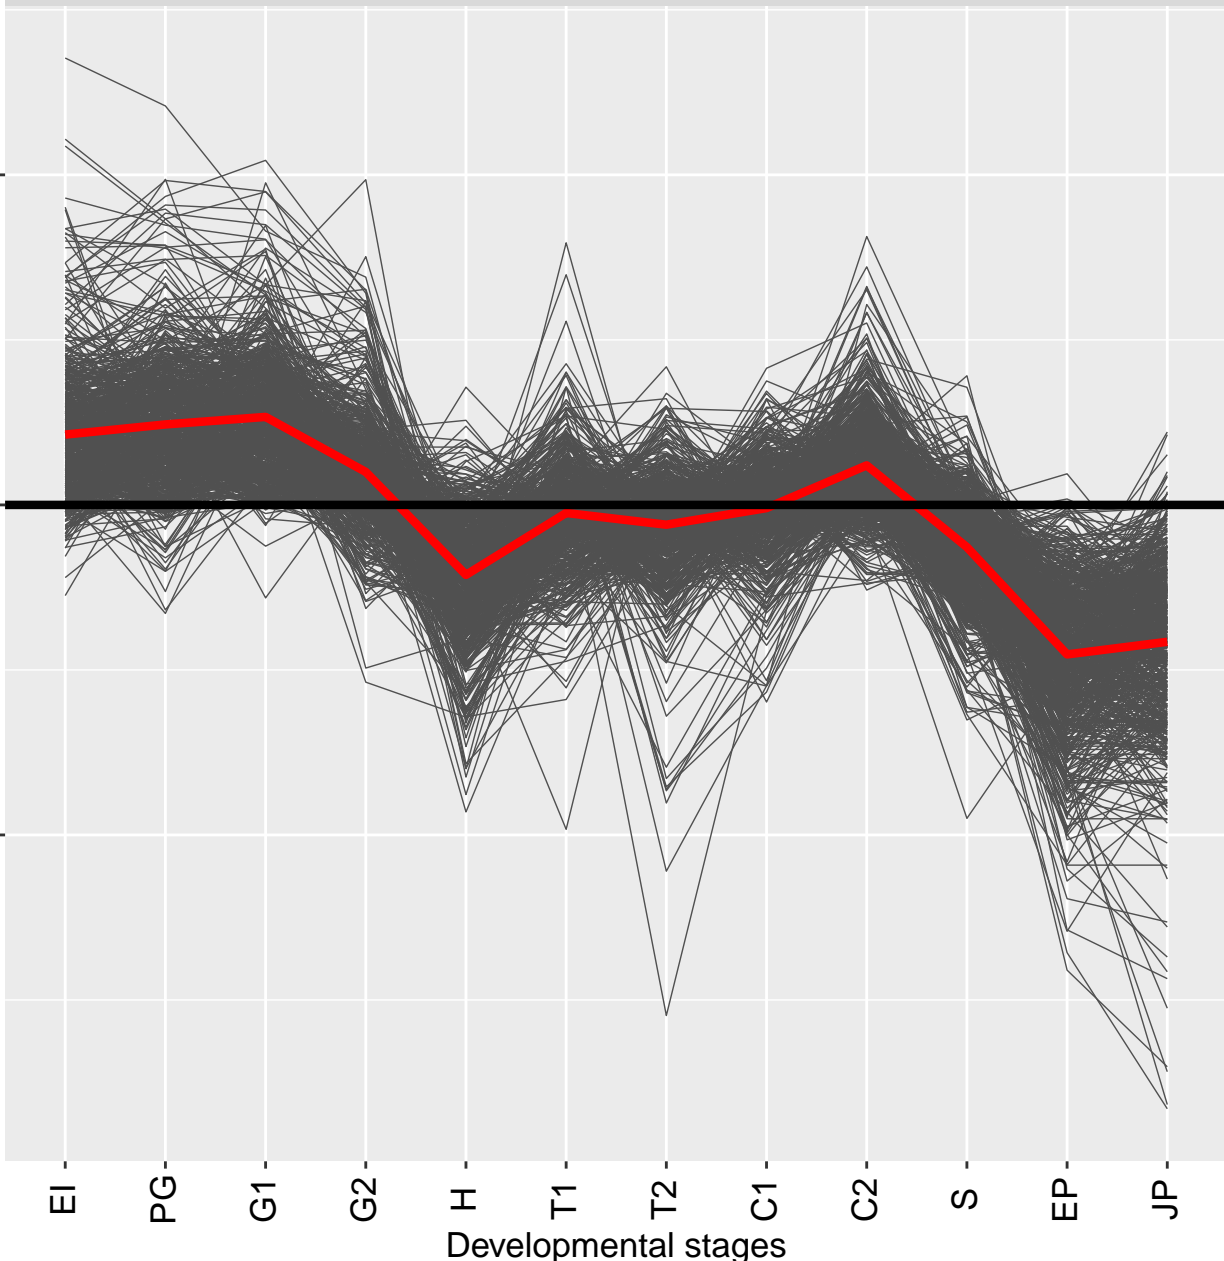

Cluster 28 – 386 genes

Standardized expressions

10

5

0

El

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

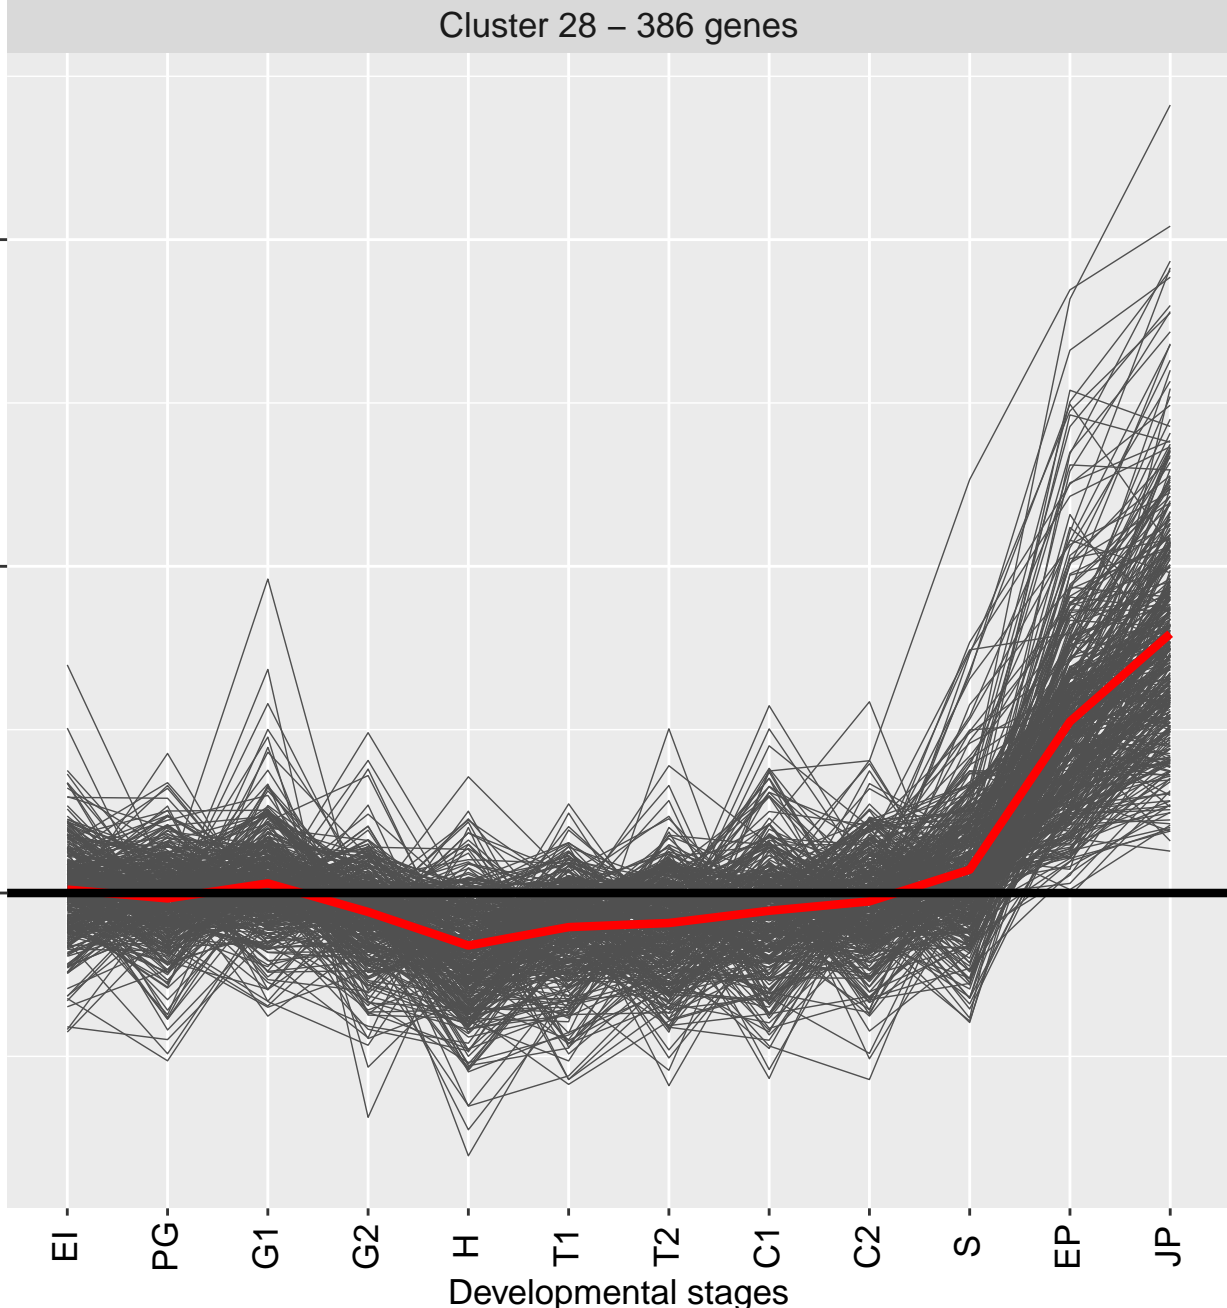

Cluster 29 – 4 genes

Standardized expressions

2.5  
0.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

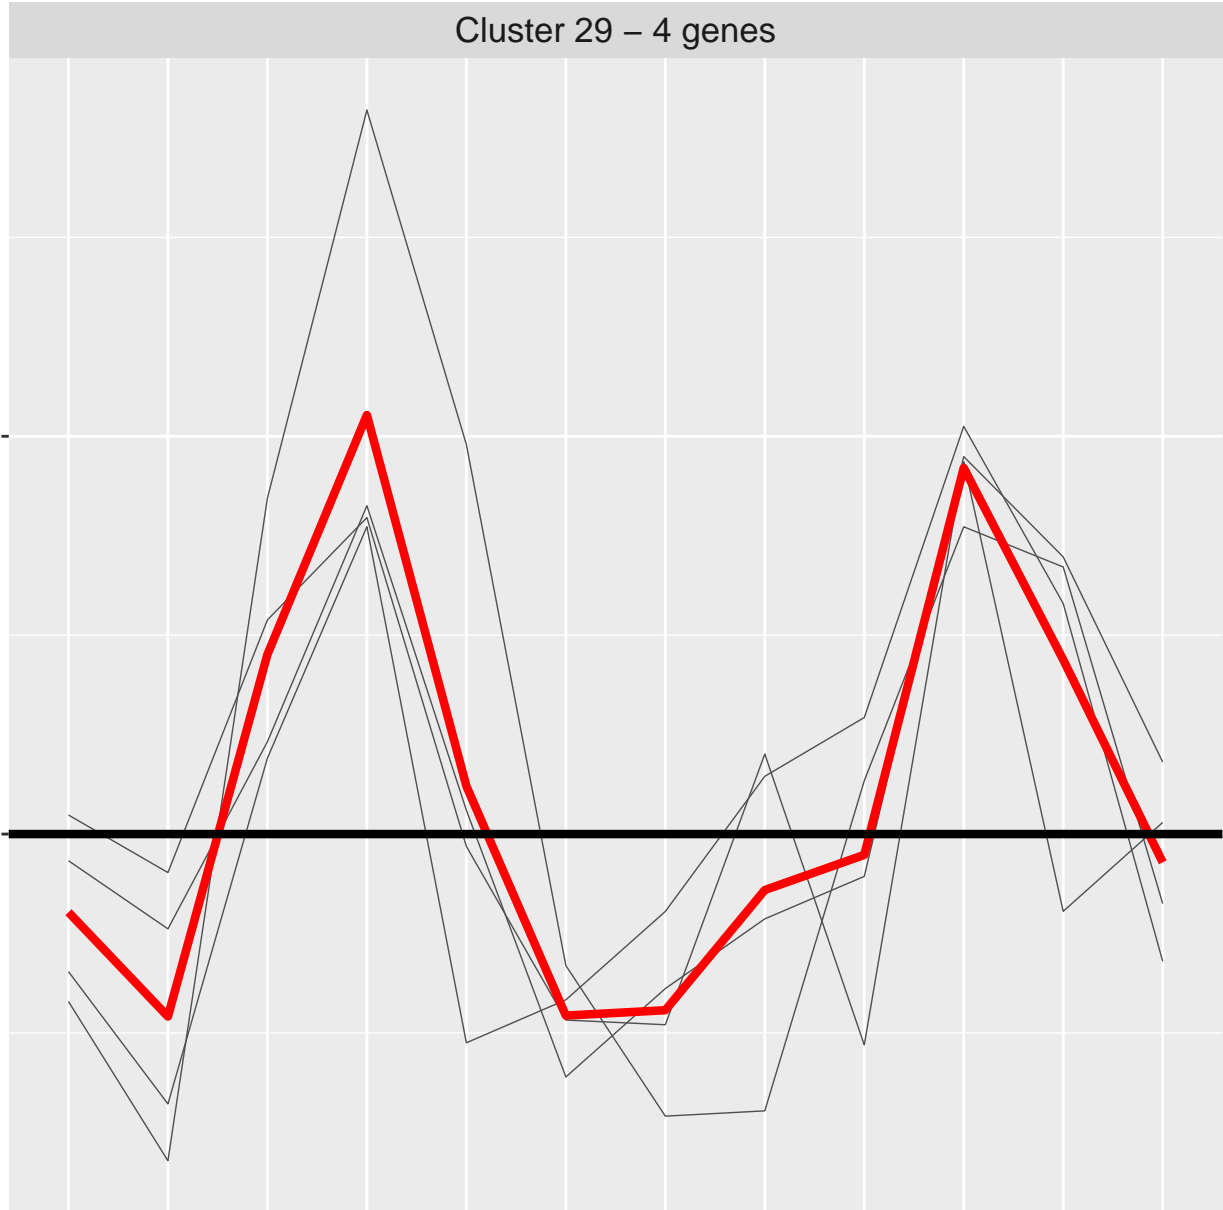

Cluster 30 – 135 genes

Standardized expressions

2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

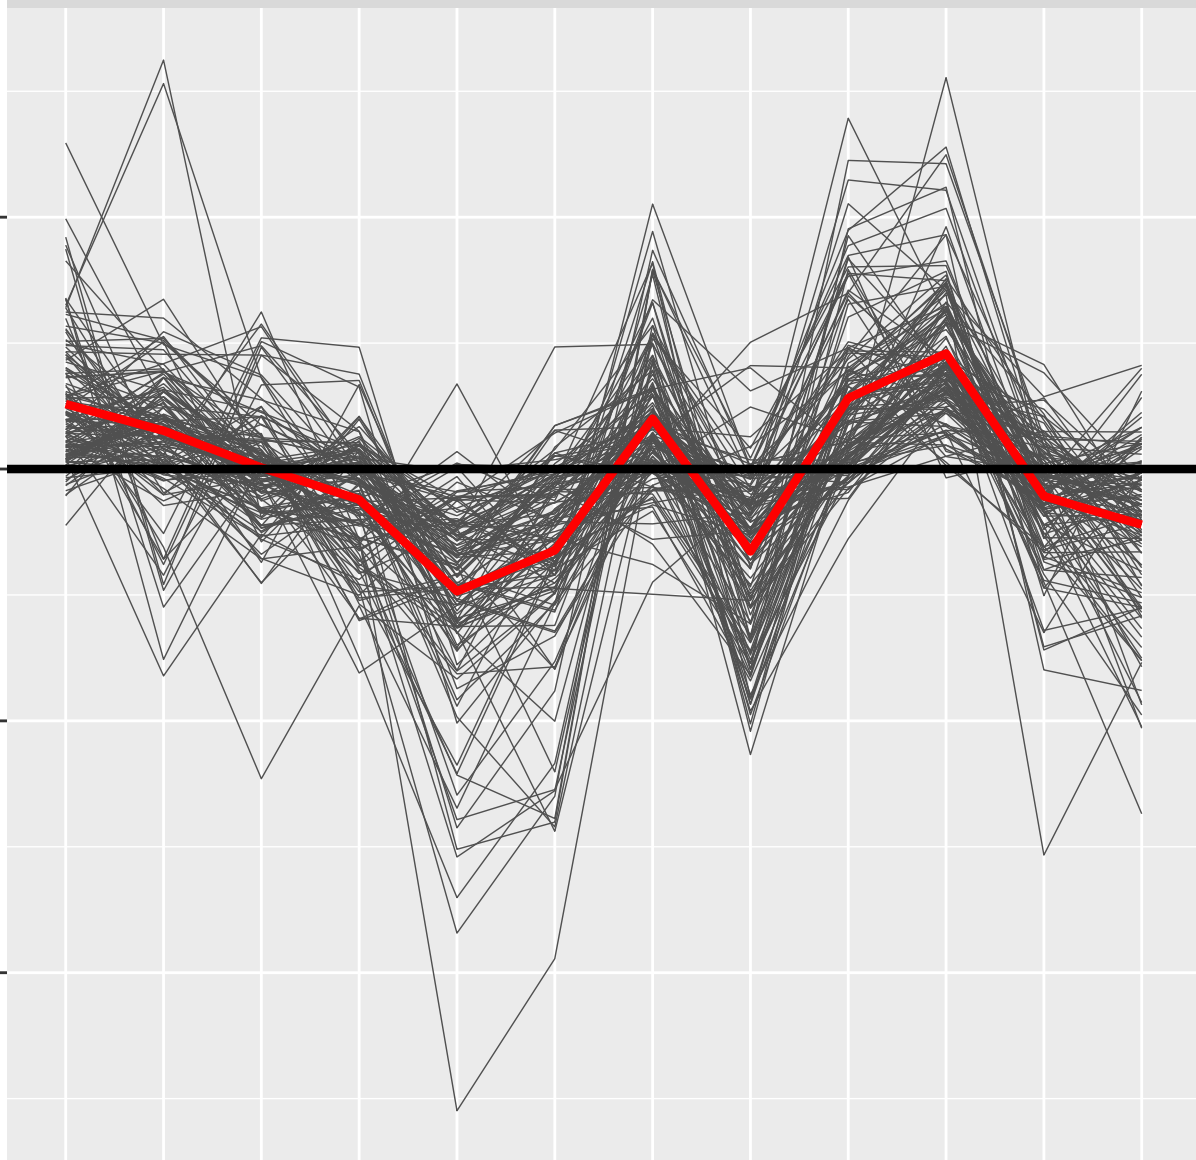

Cluster 31 – 366 genes

Standardized expressions

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

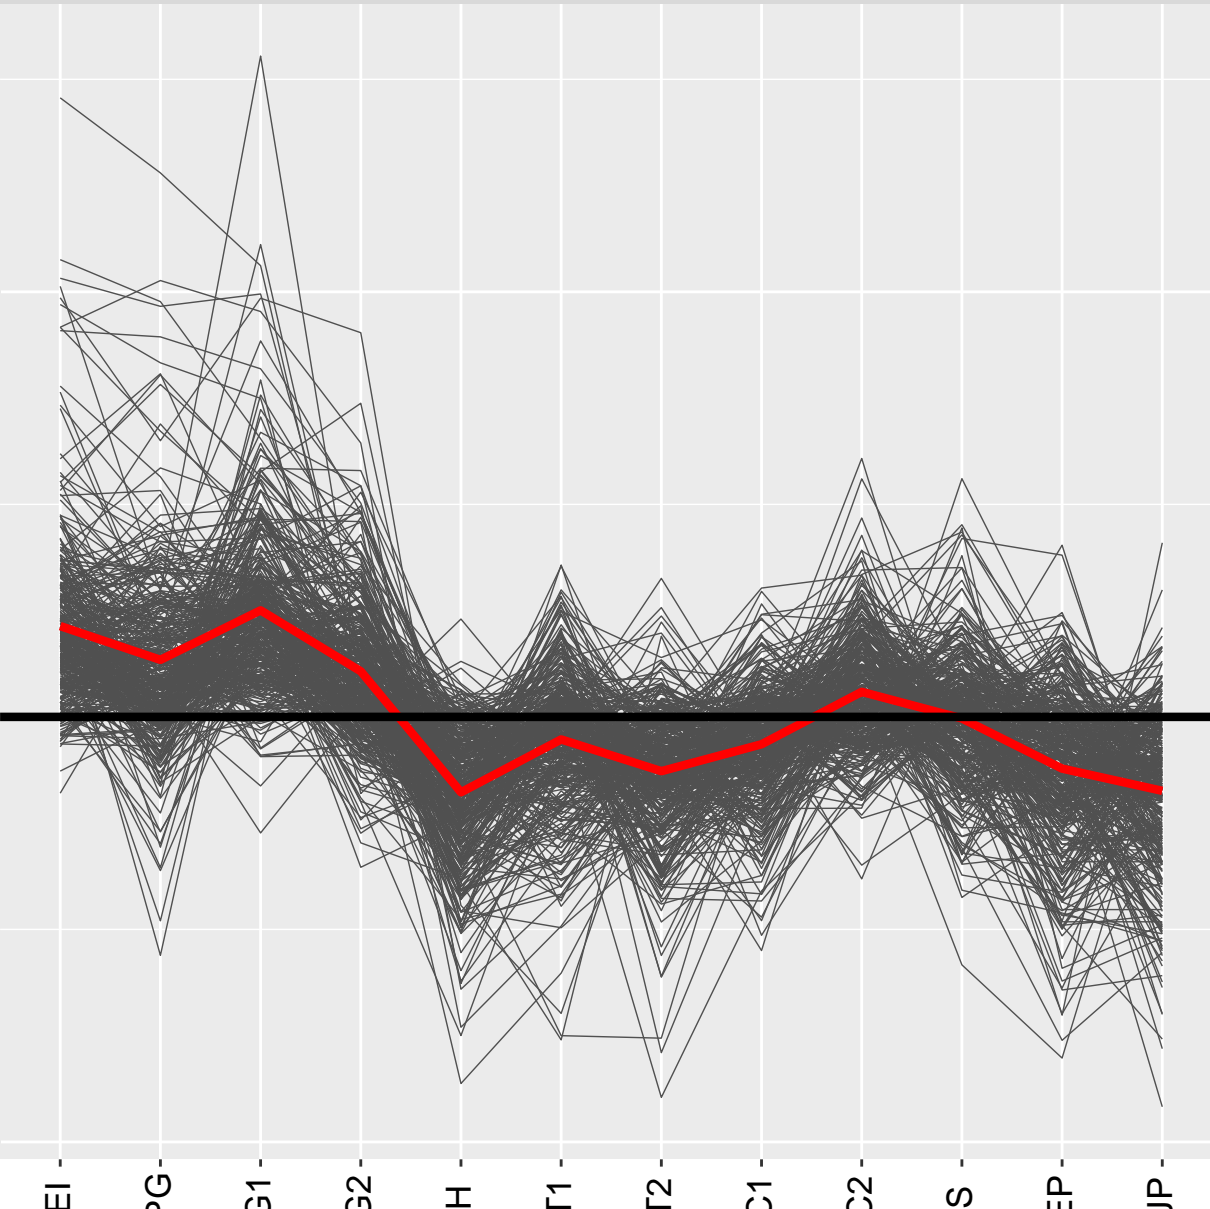

Cluster 32 – 95 genes

Standardized expressions

2

0

-2

-4

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

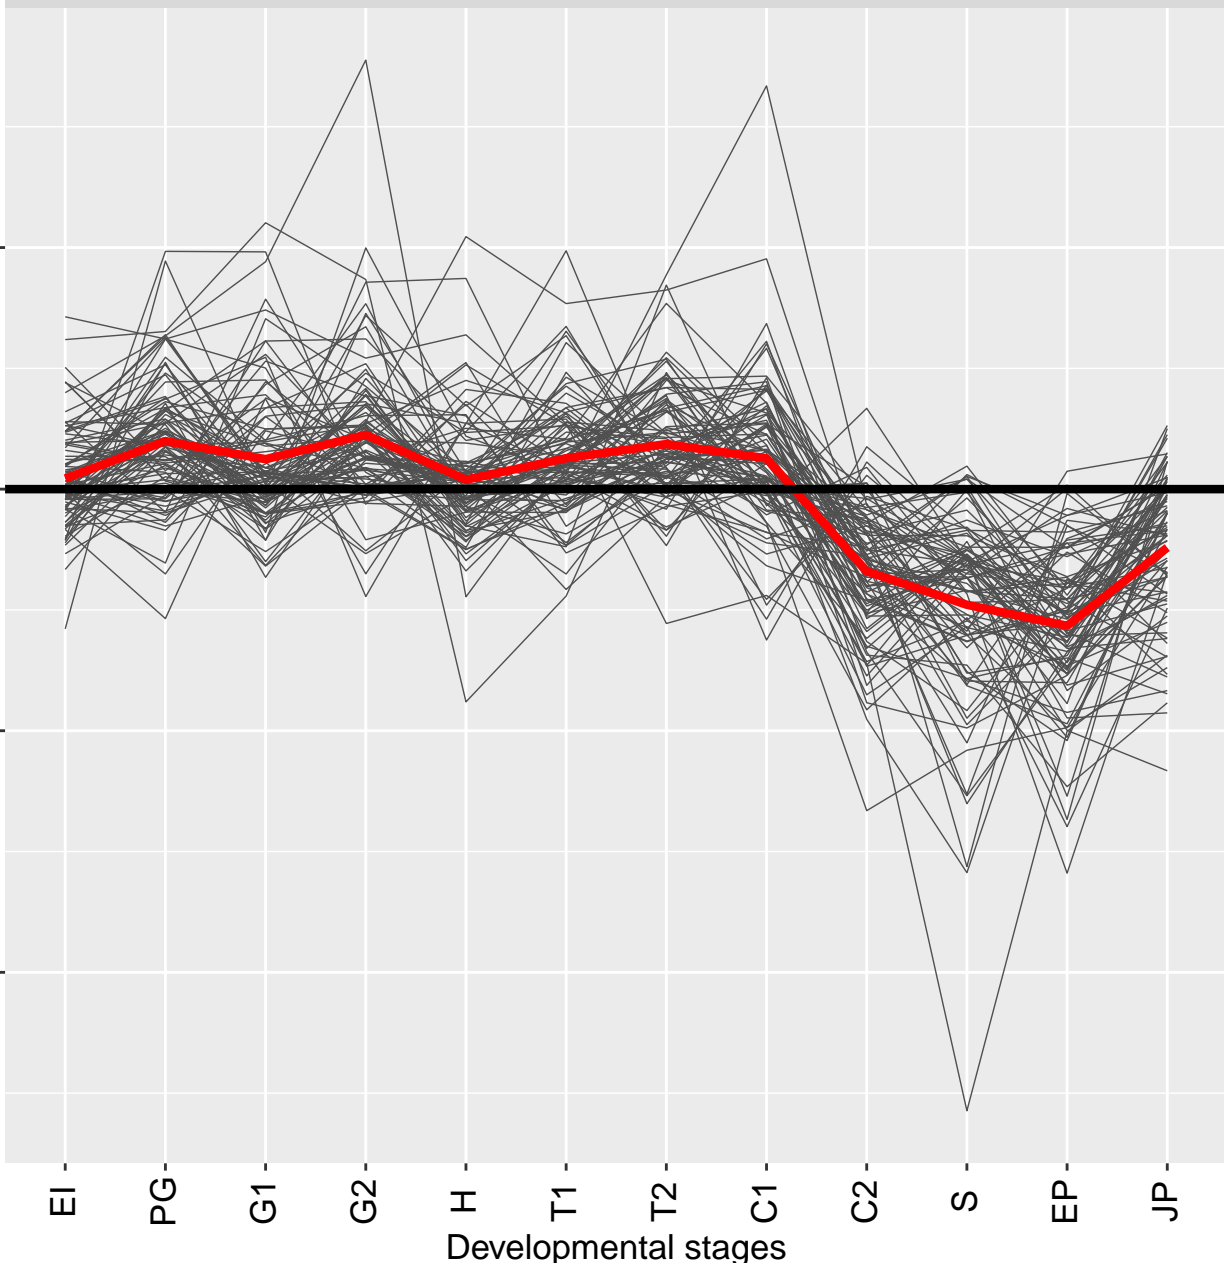

Cluster 33 – 92 genes

Standardized expressions

4

2

0

-2

El

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

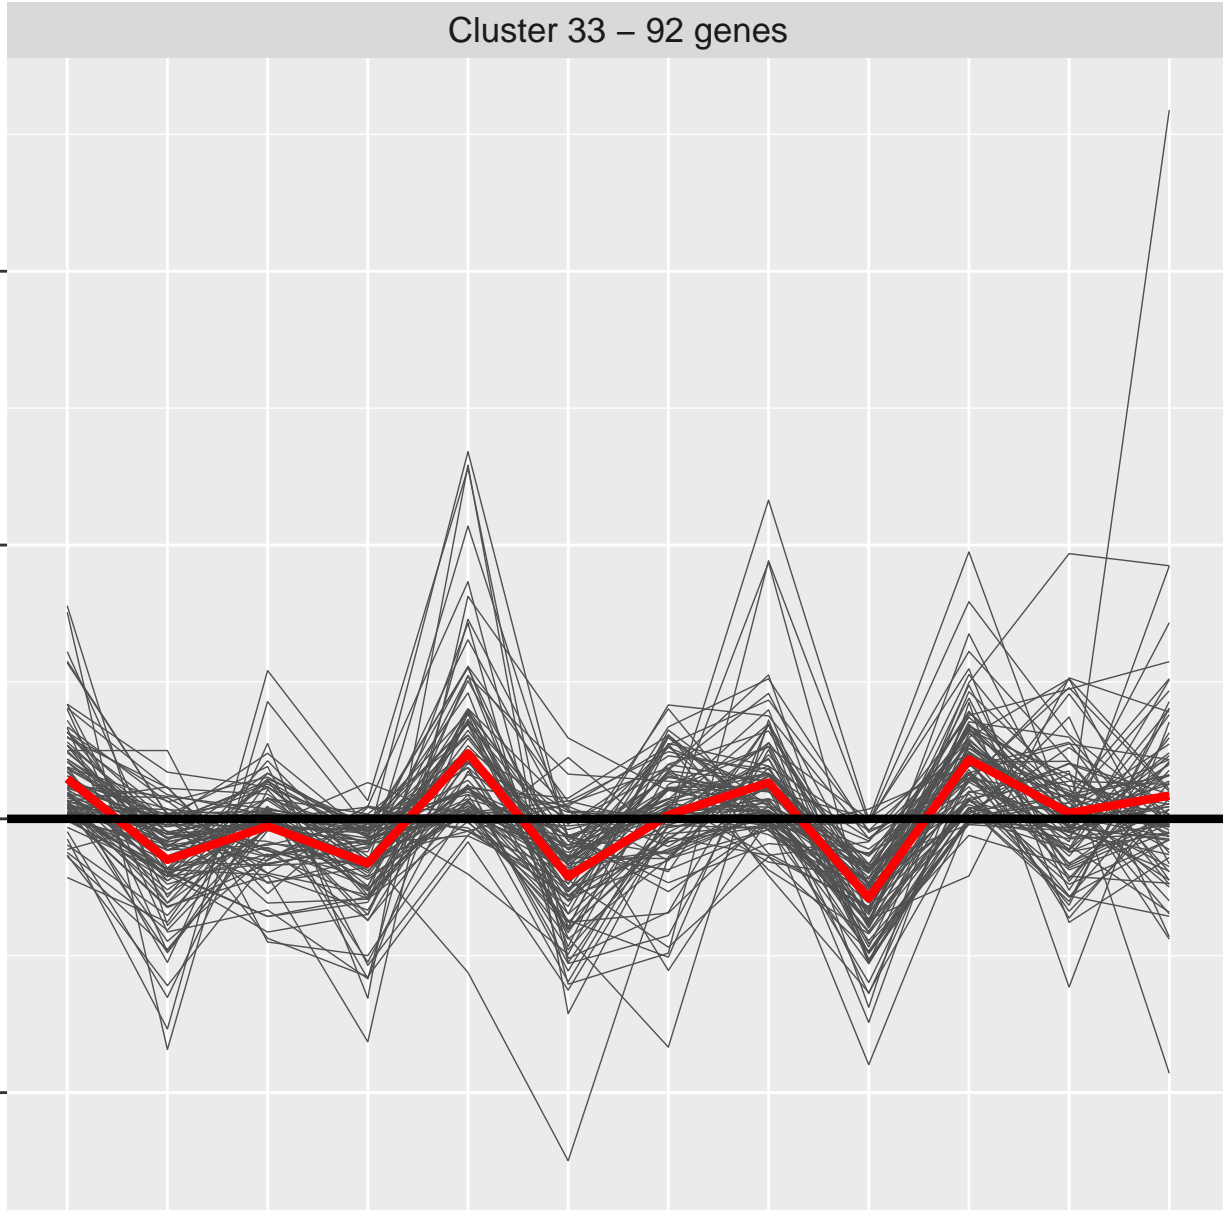

Cluster 34 – 8 genes

Standardized expressions

2  
1  
0  
-1  
-2

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

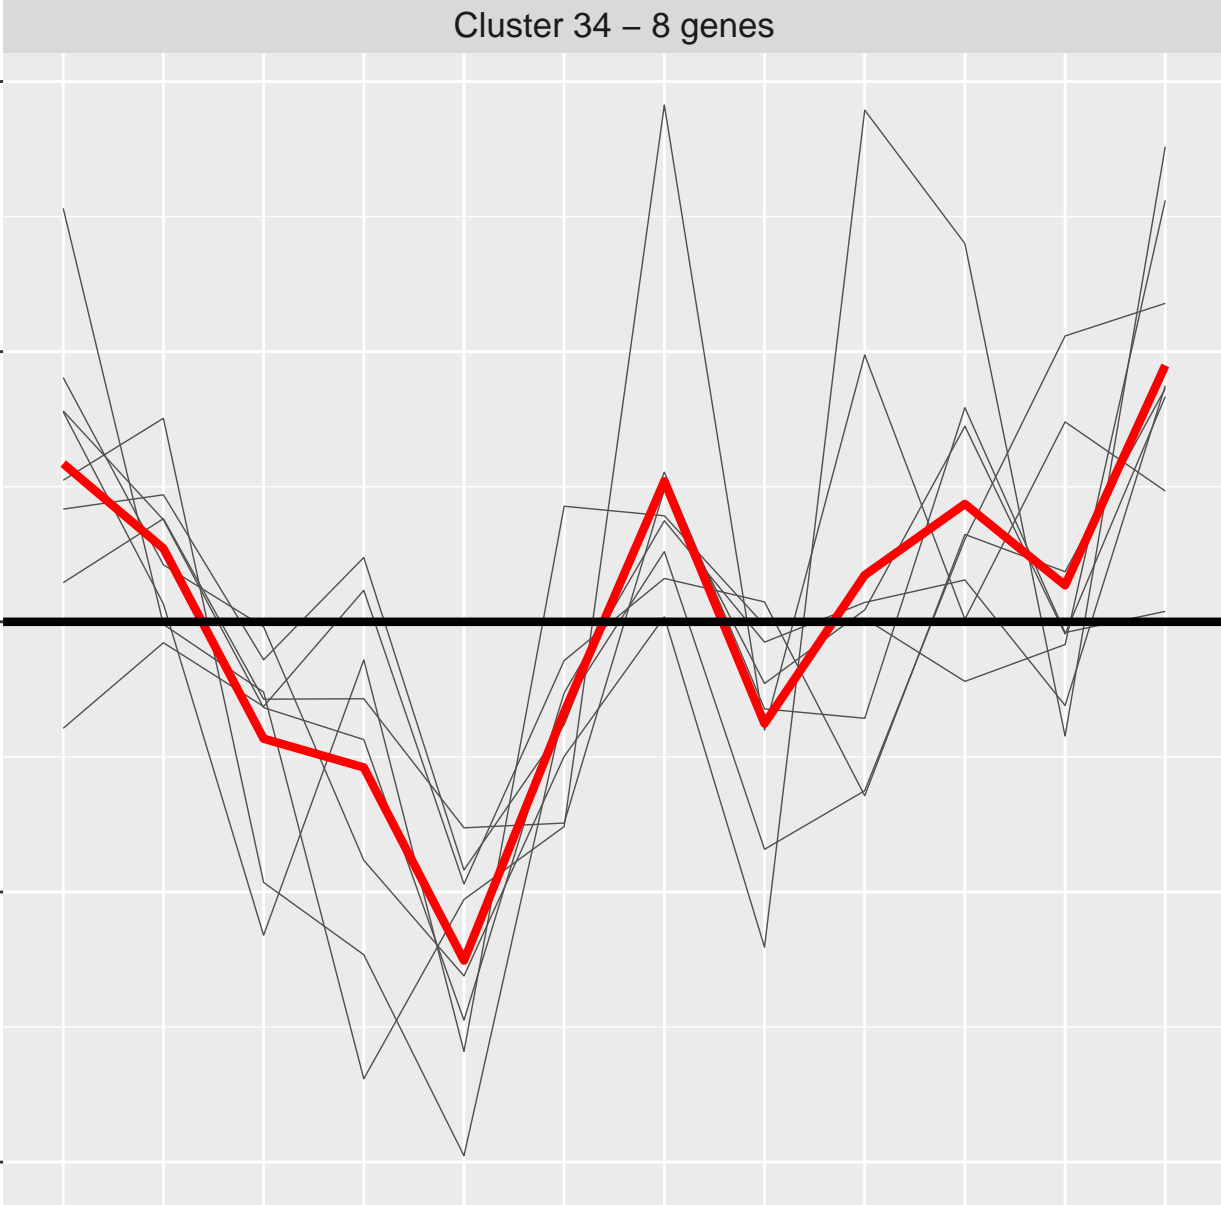

Cluster 35 – 511 genes

Standardized expressions

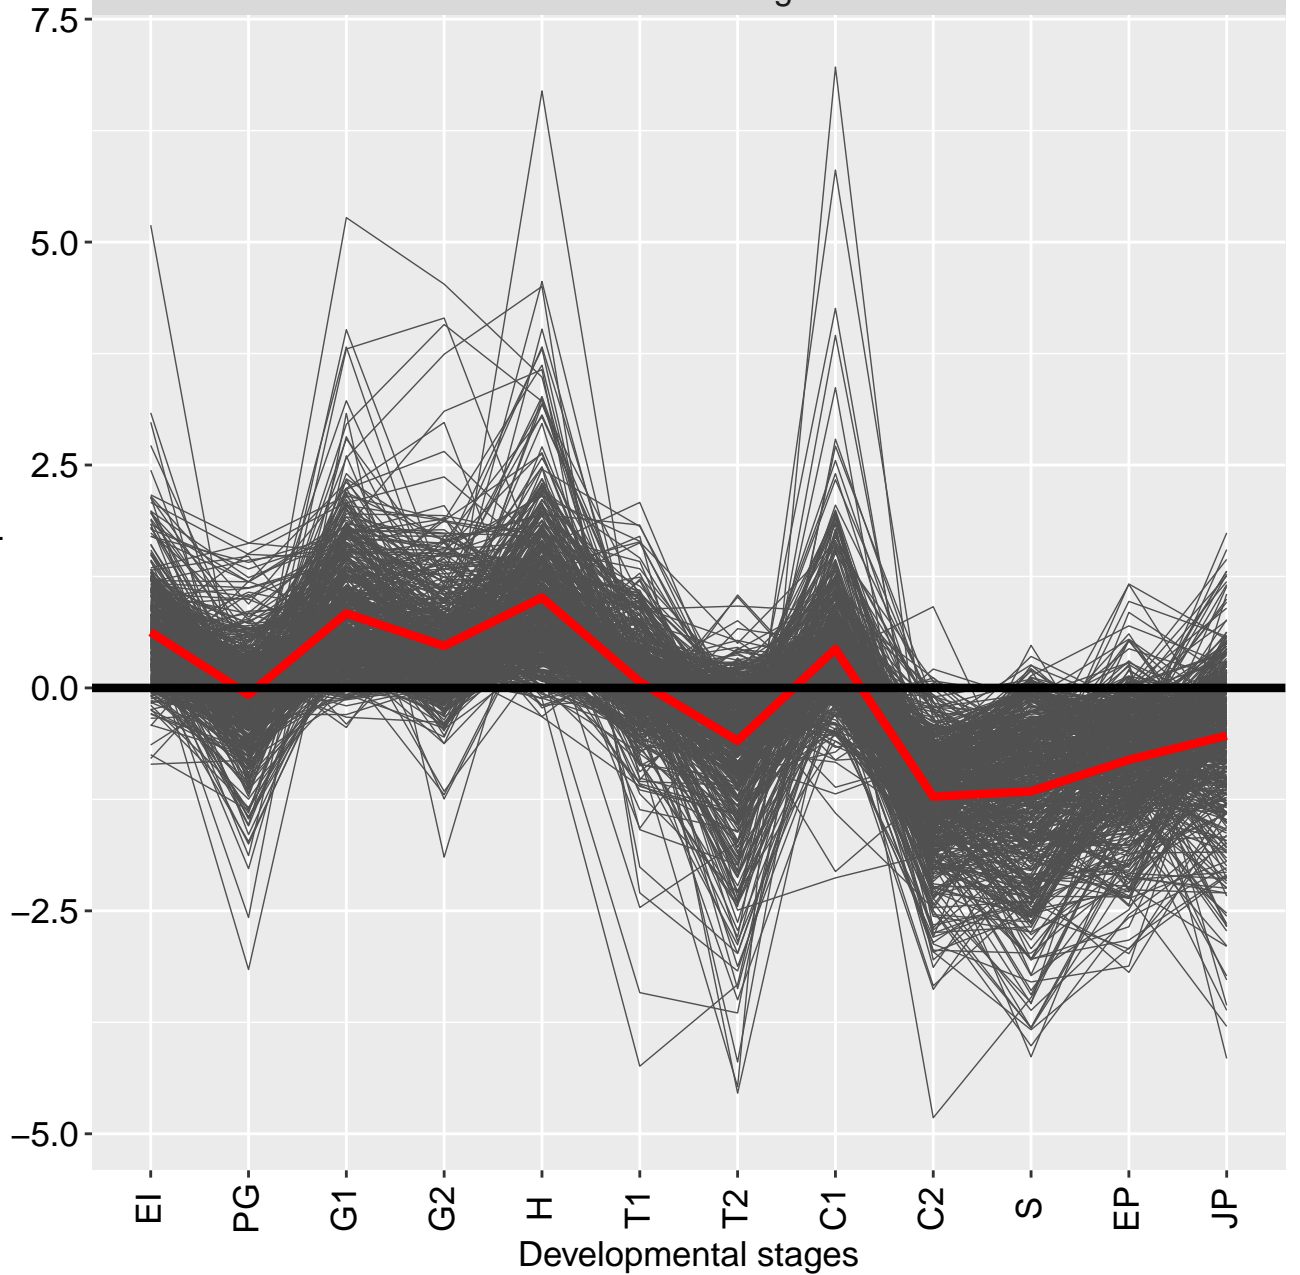

Cluster 36 – 269 genes

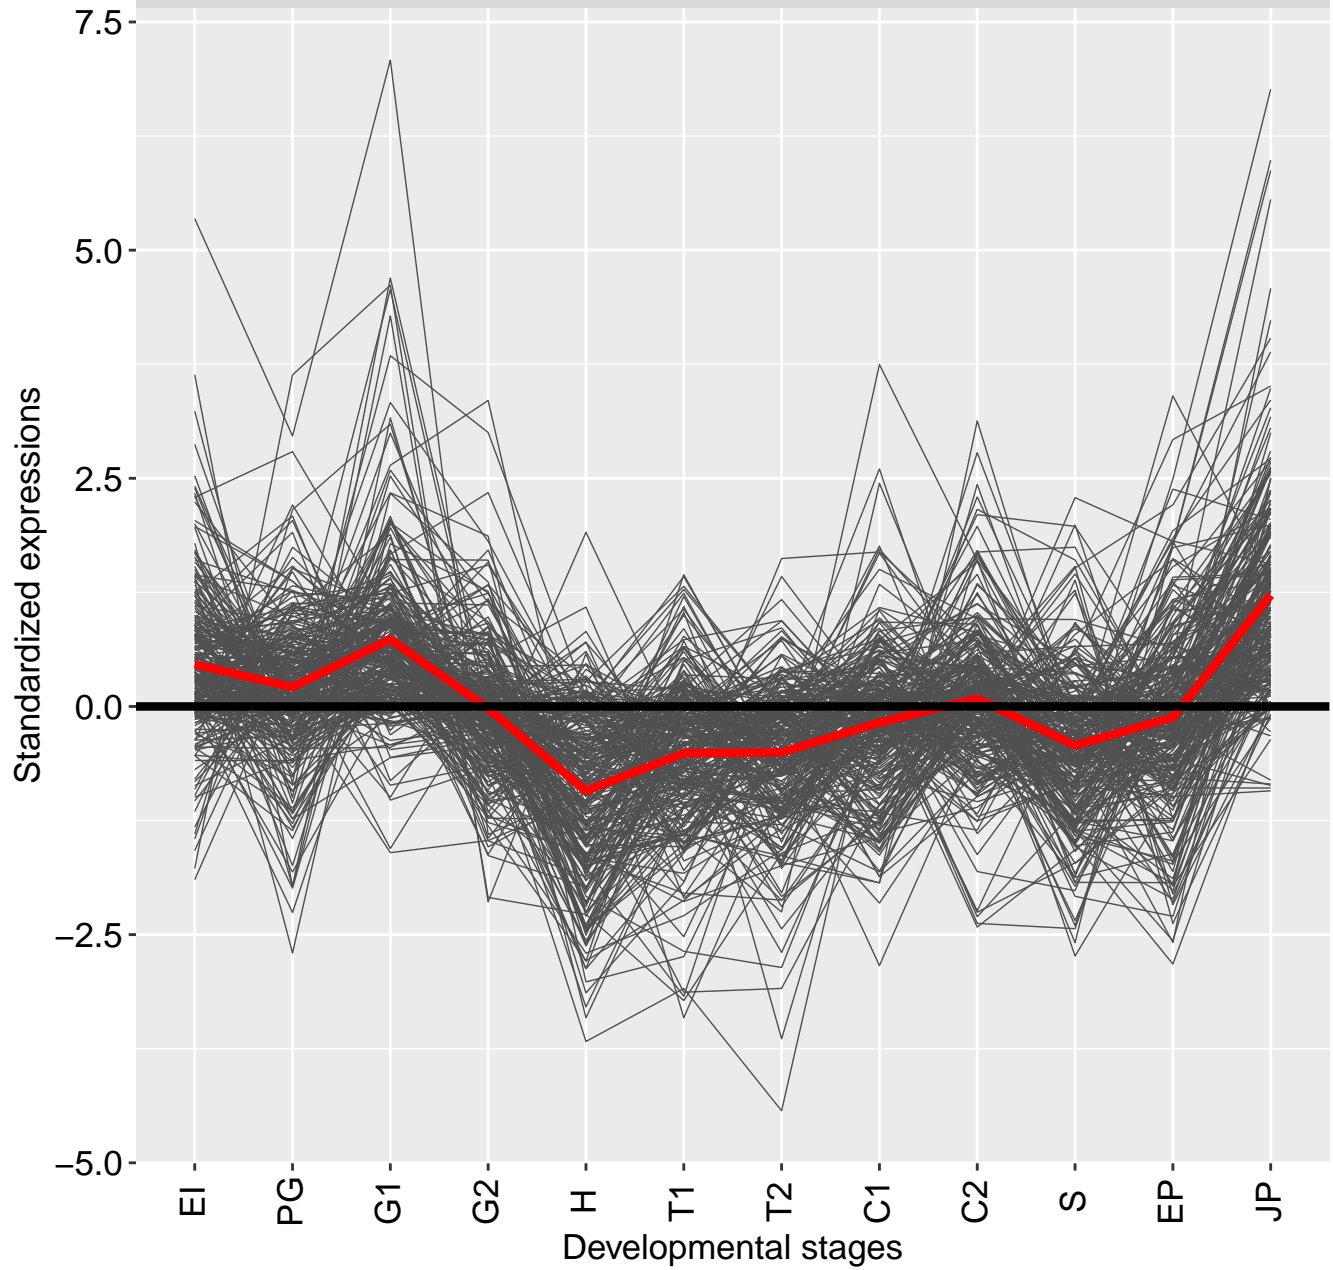

Cluster 37 – 237 genes

Standardized expressions

5.0  
2.5  
0.0  
-2.5

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

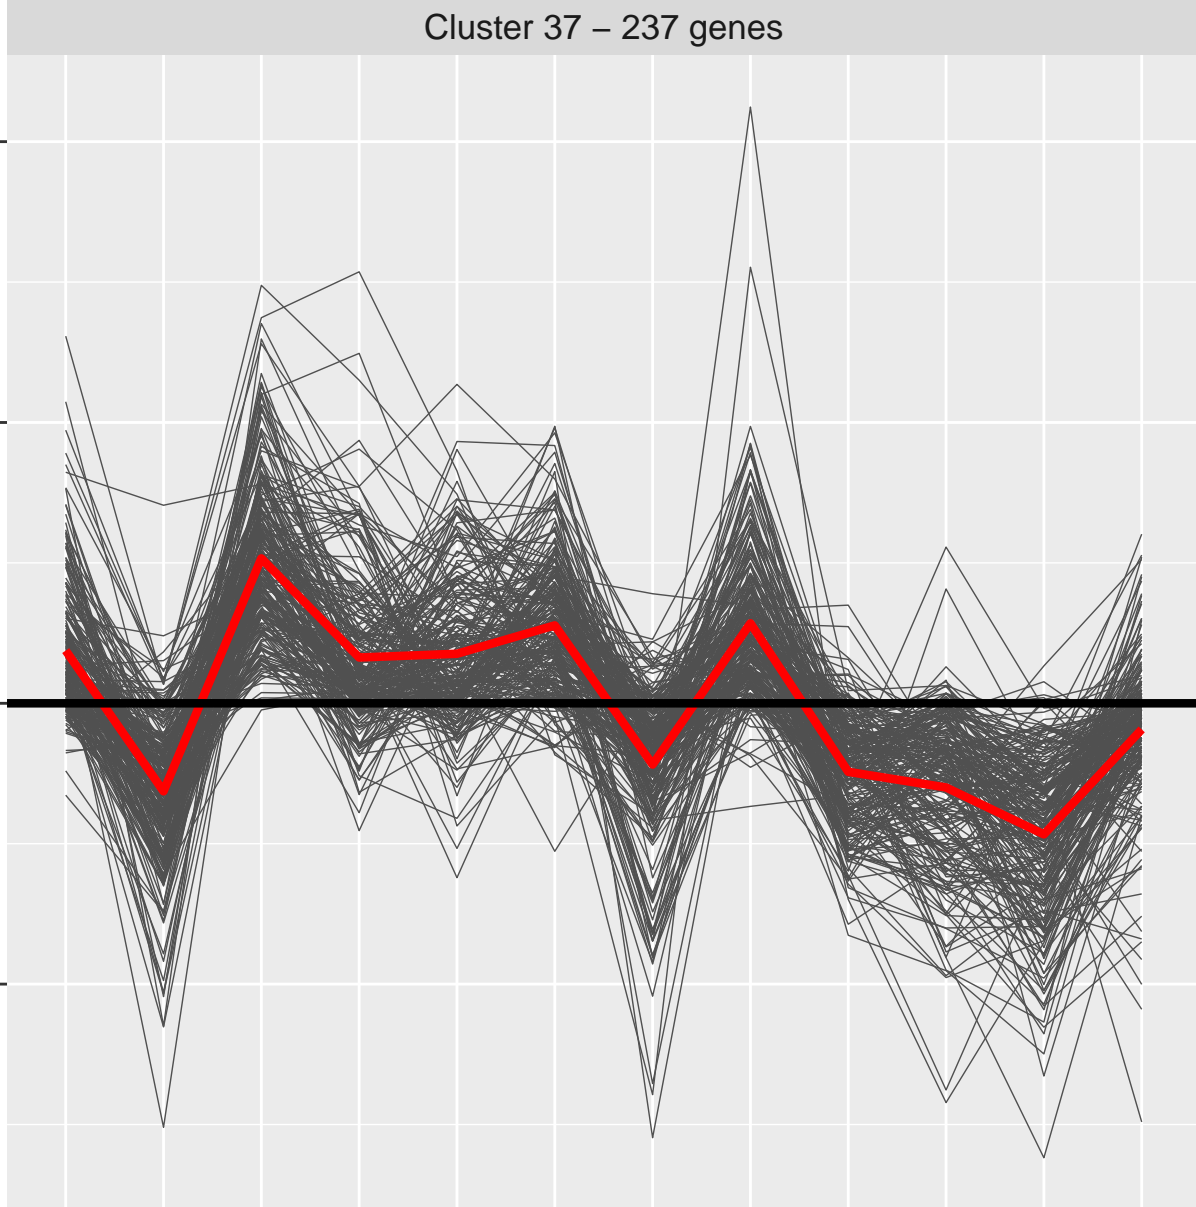

Cluster 38 – 88 genes

Standardized expressions

2  
1  
0  
-1  
-2  
-3

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

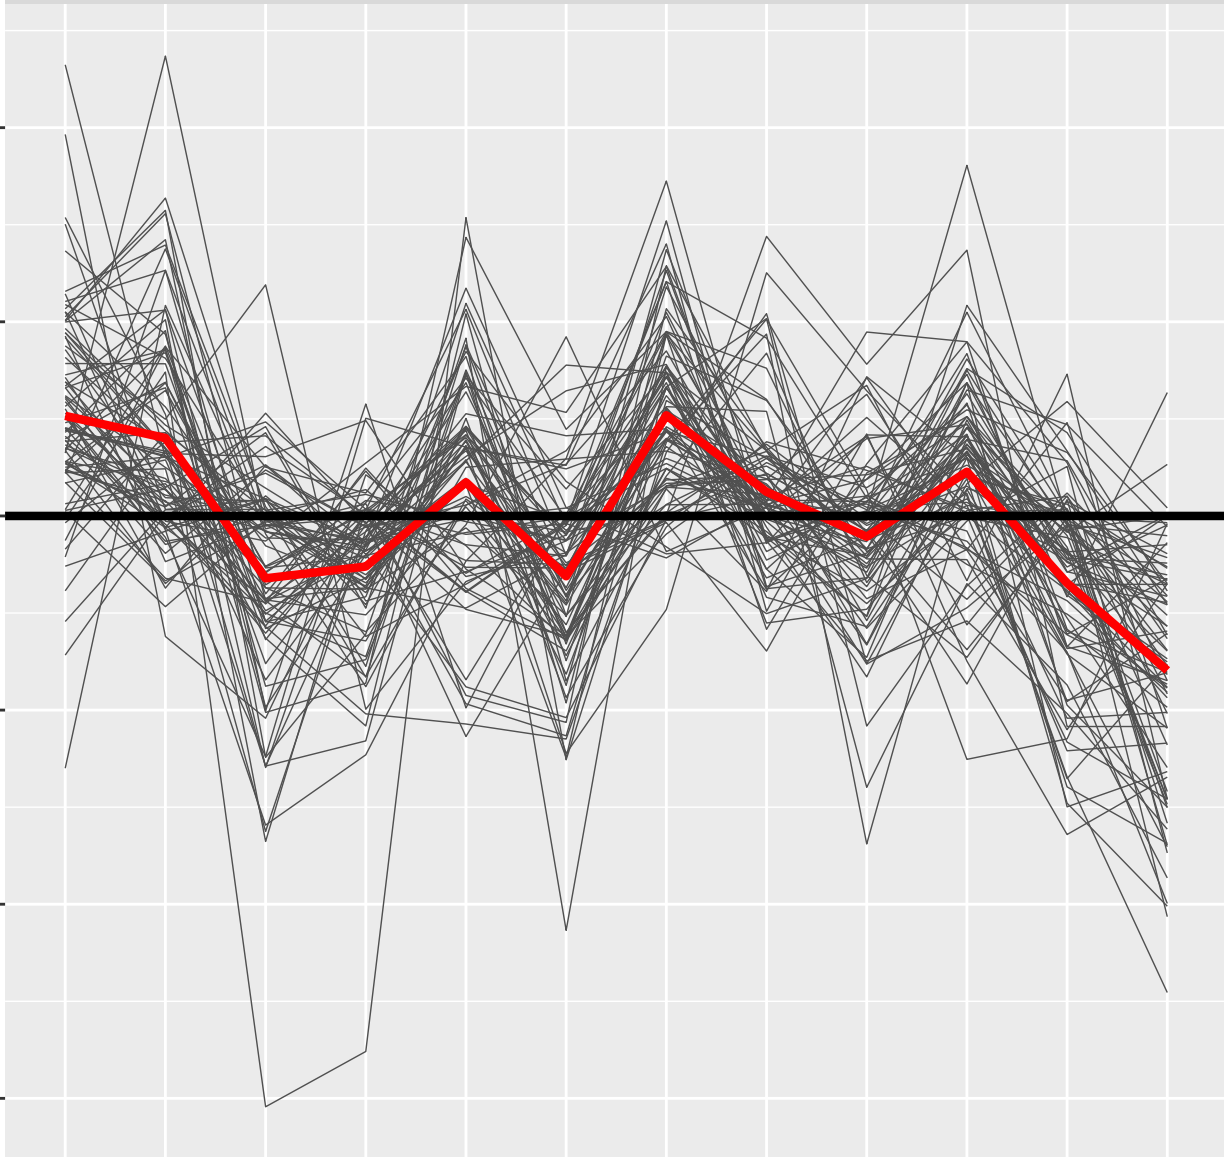

Cluster 39 – 334 genes

Standardized expressions

2

0

-2

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

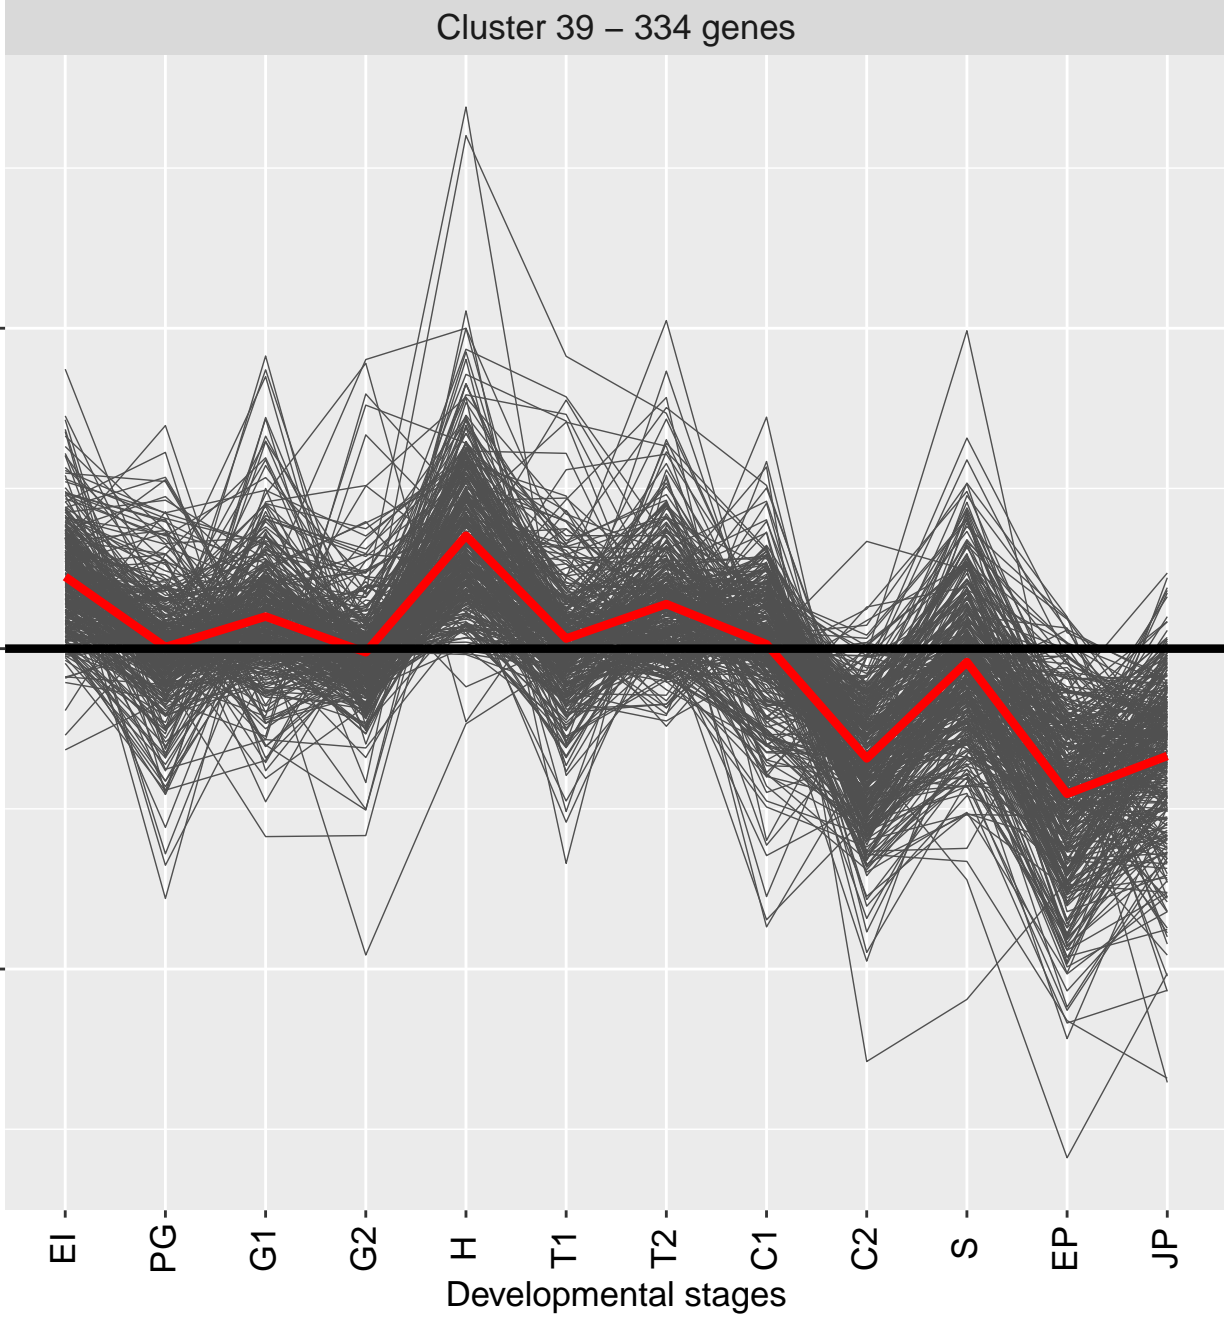

Cluster 40 – 8 genes

Standardized expressions

4

2

0

-2

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

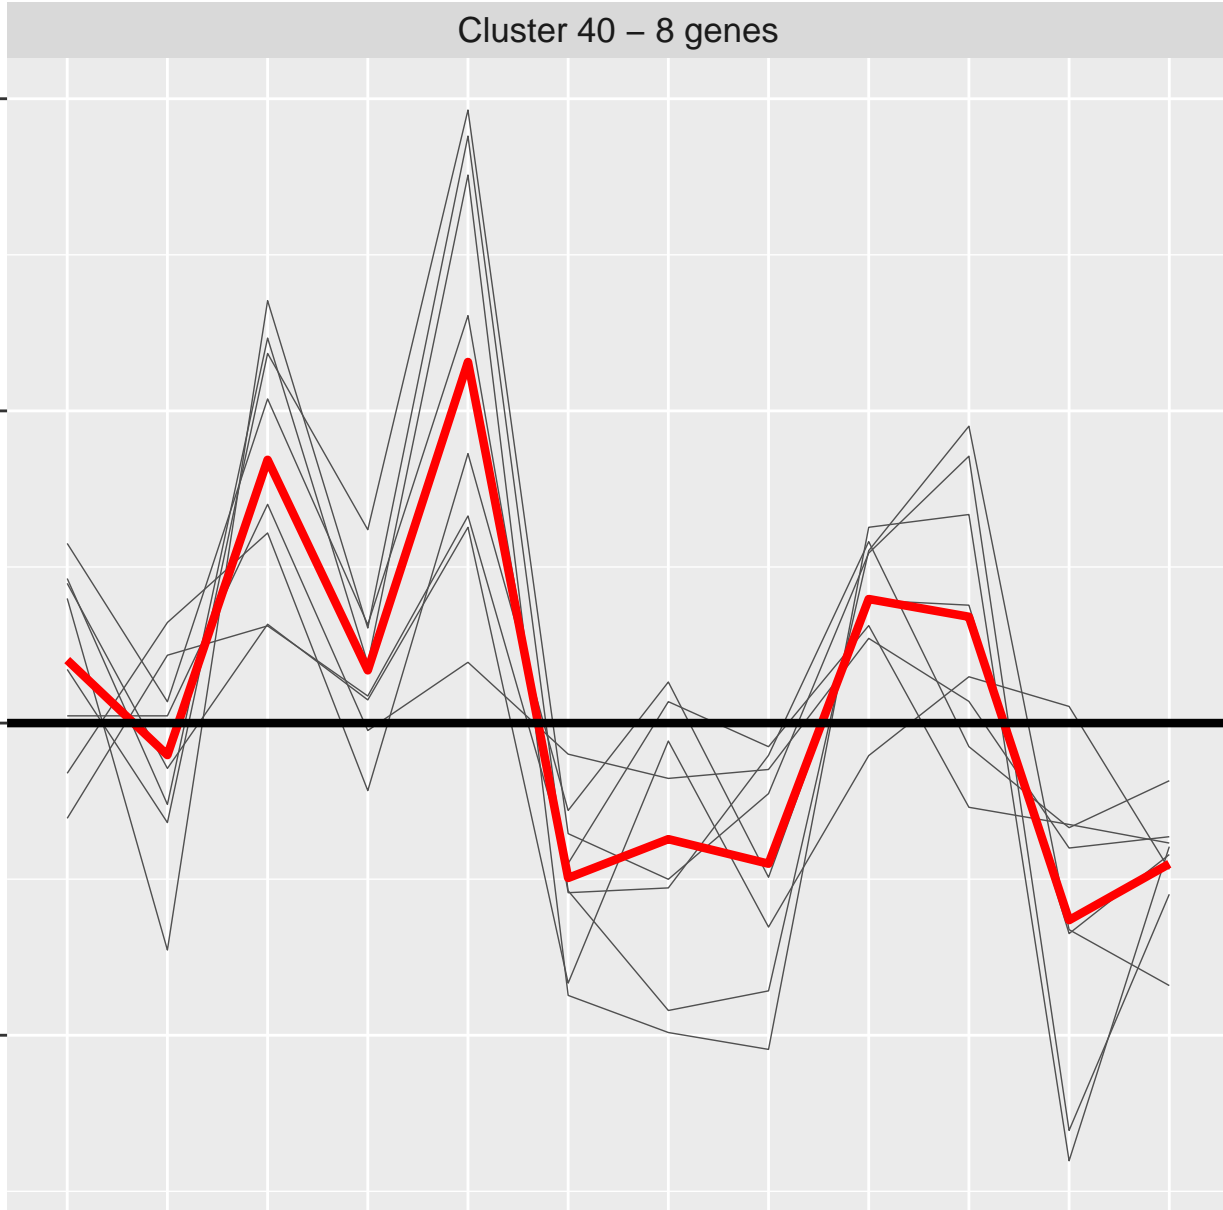

Cluster 41 – 405 genes

Standardized expressions

8

4

0

-4

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

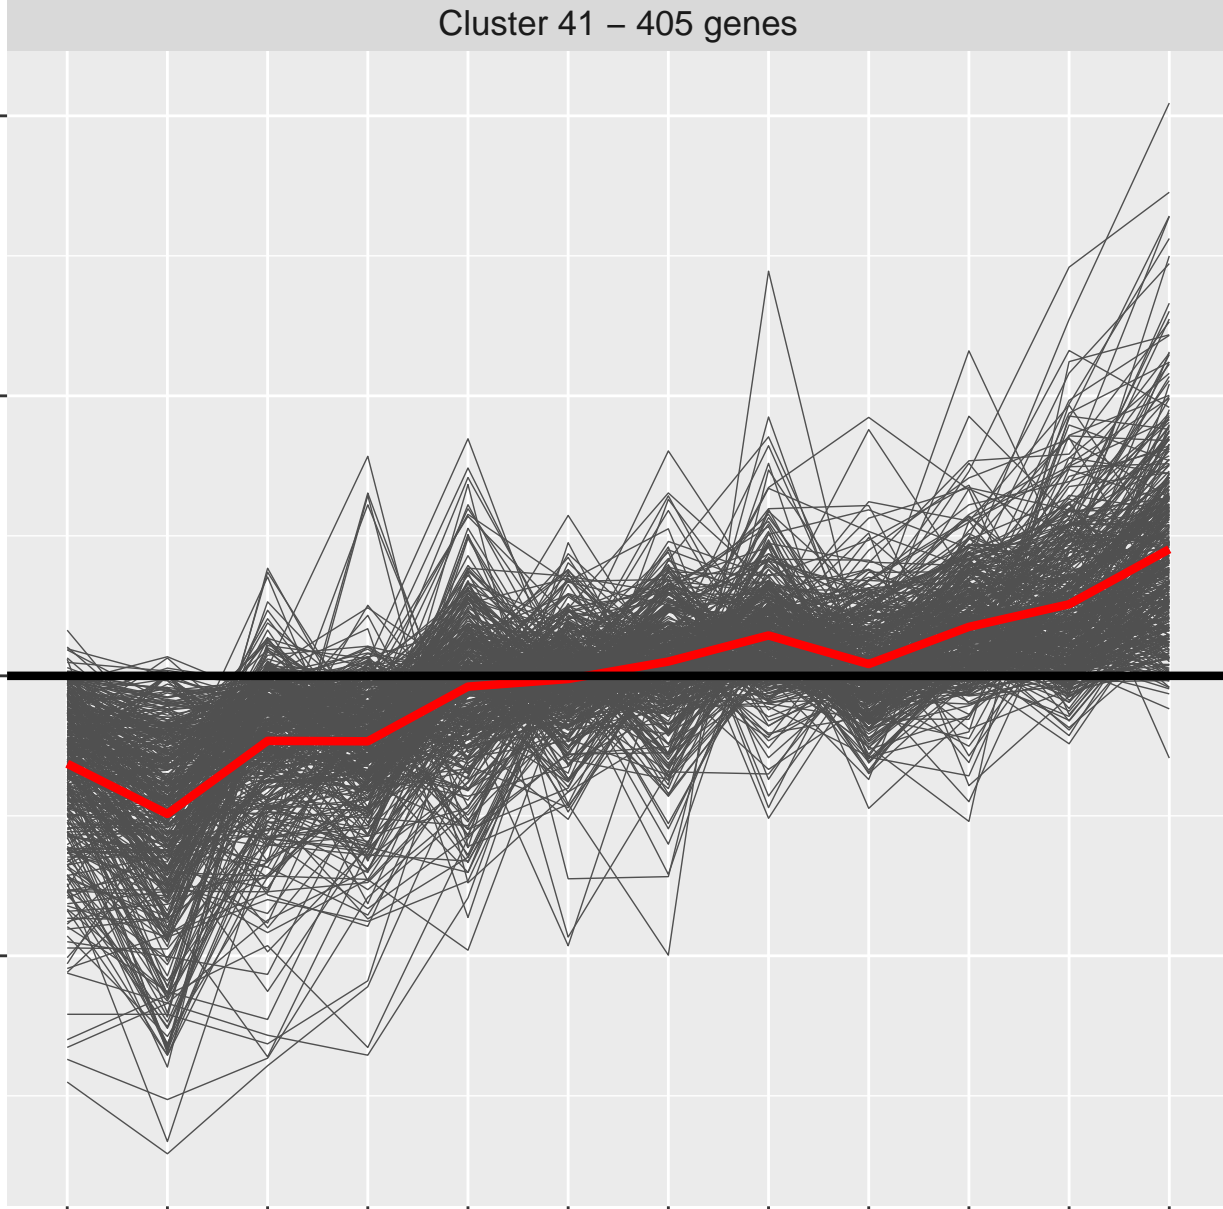

Cluster 42 – 188 genes

Standardized expressions

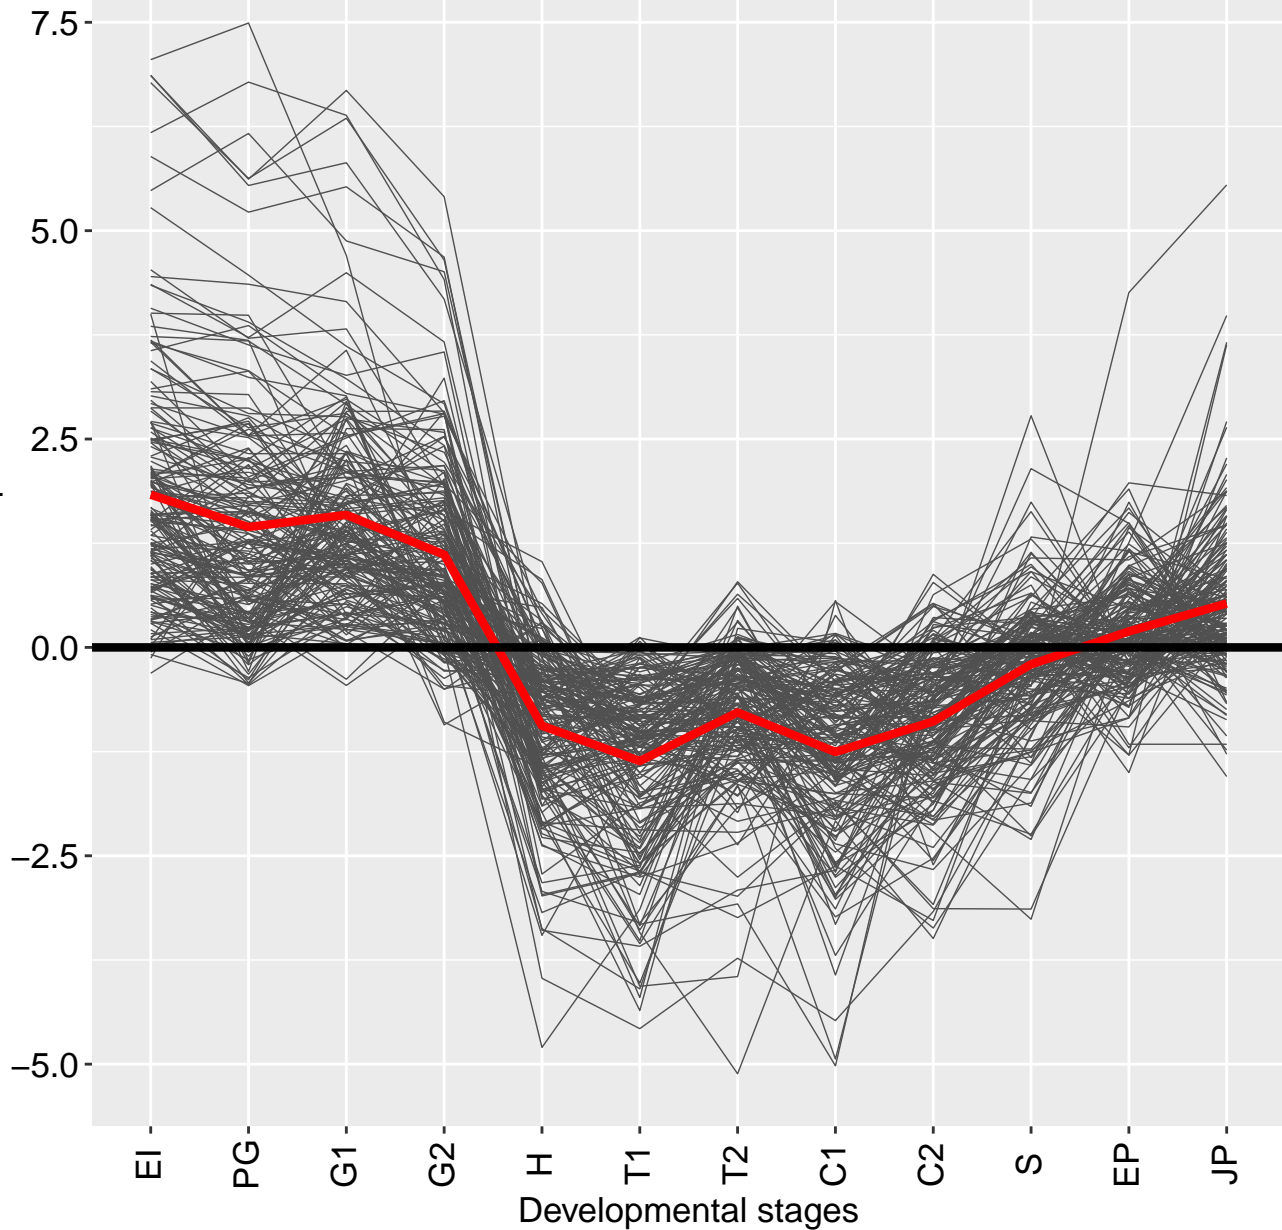

Cluster 43 – 313 genes

Standardized expressions

8

4

0

-4

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

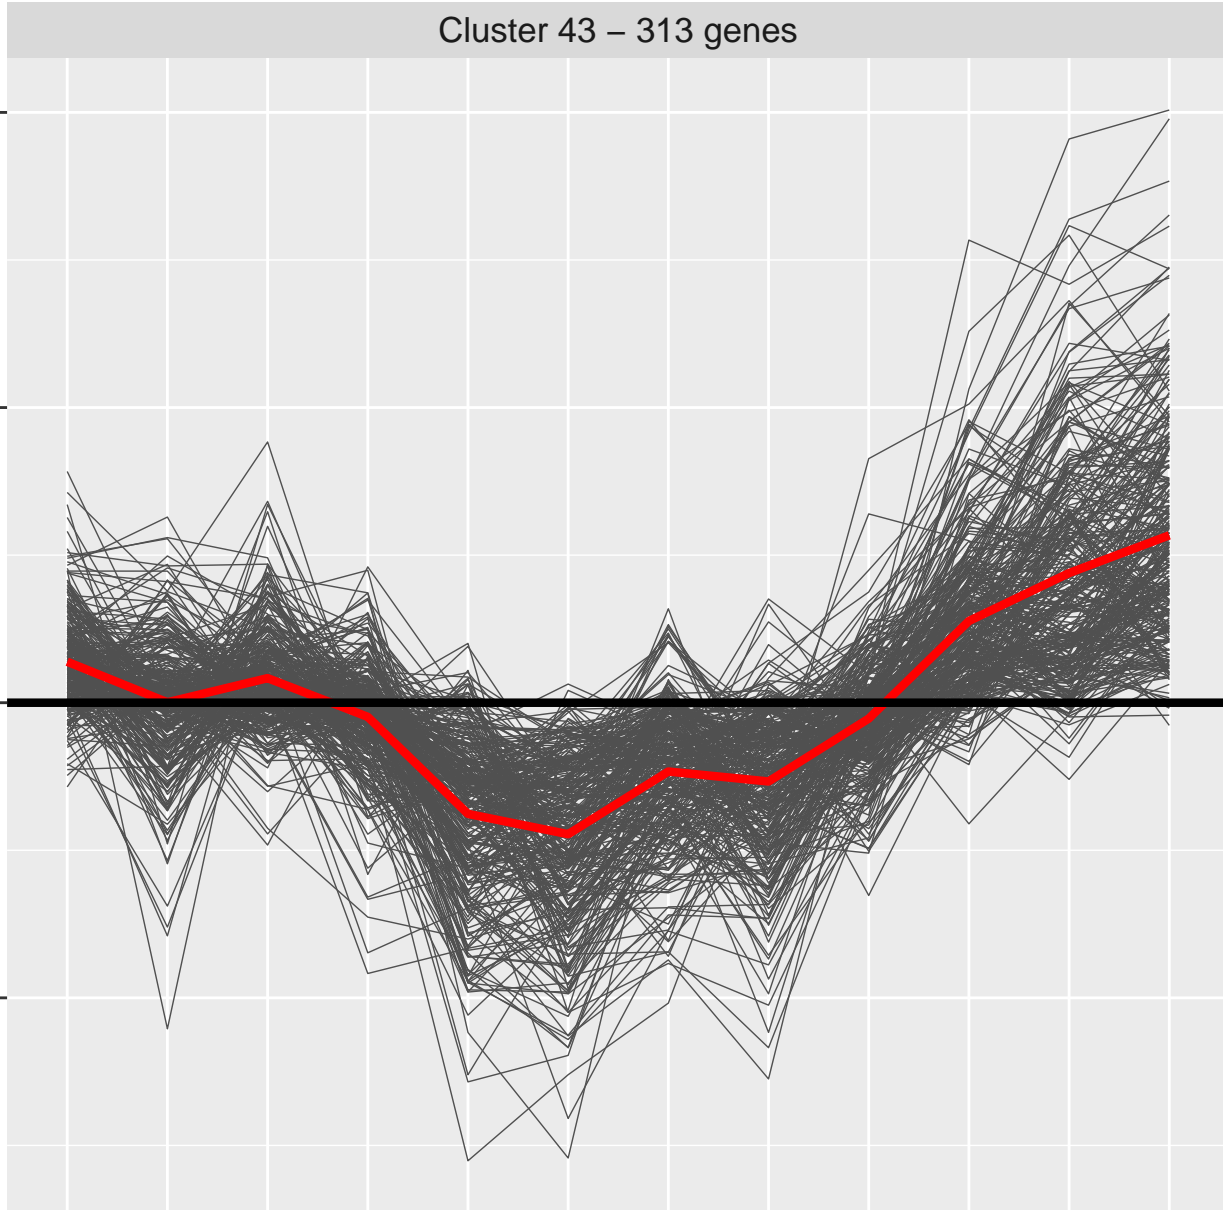

Cluster 44 – 236 genes

Standardized expressions

6  
3  
0  
-3  
-6

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

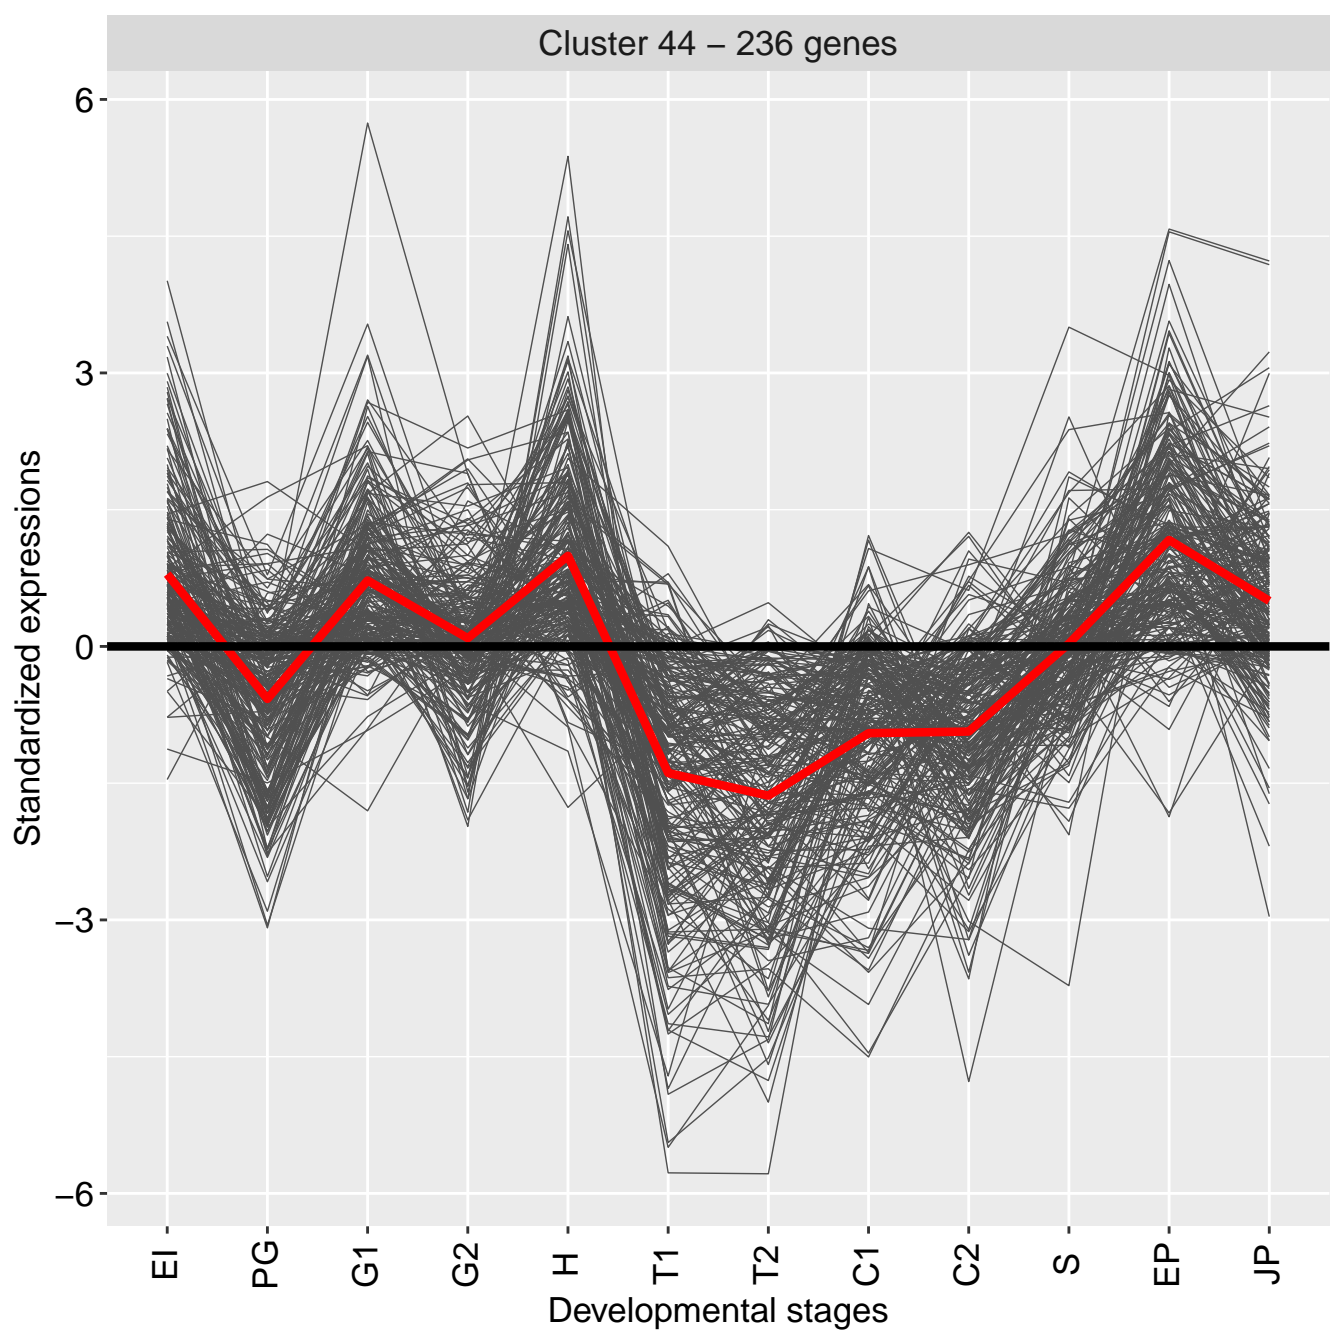

Cluster 45 – 16 genes

Standardized expressions

2

0

-2

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

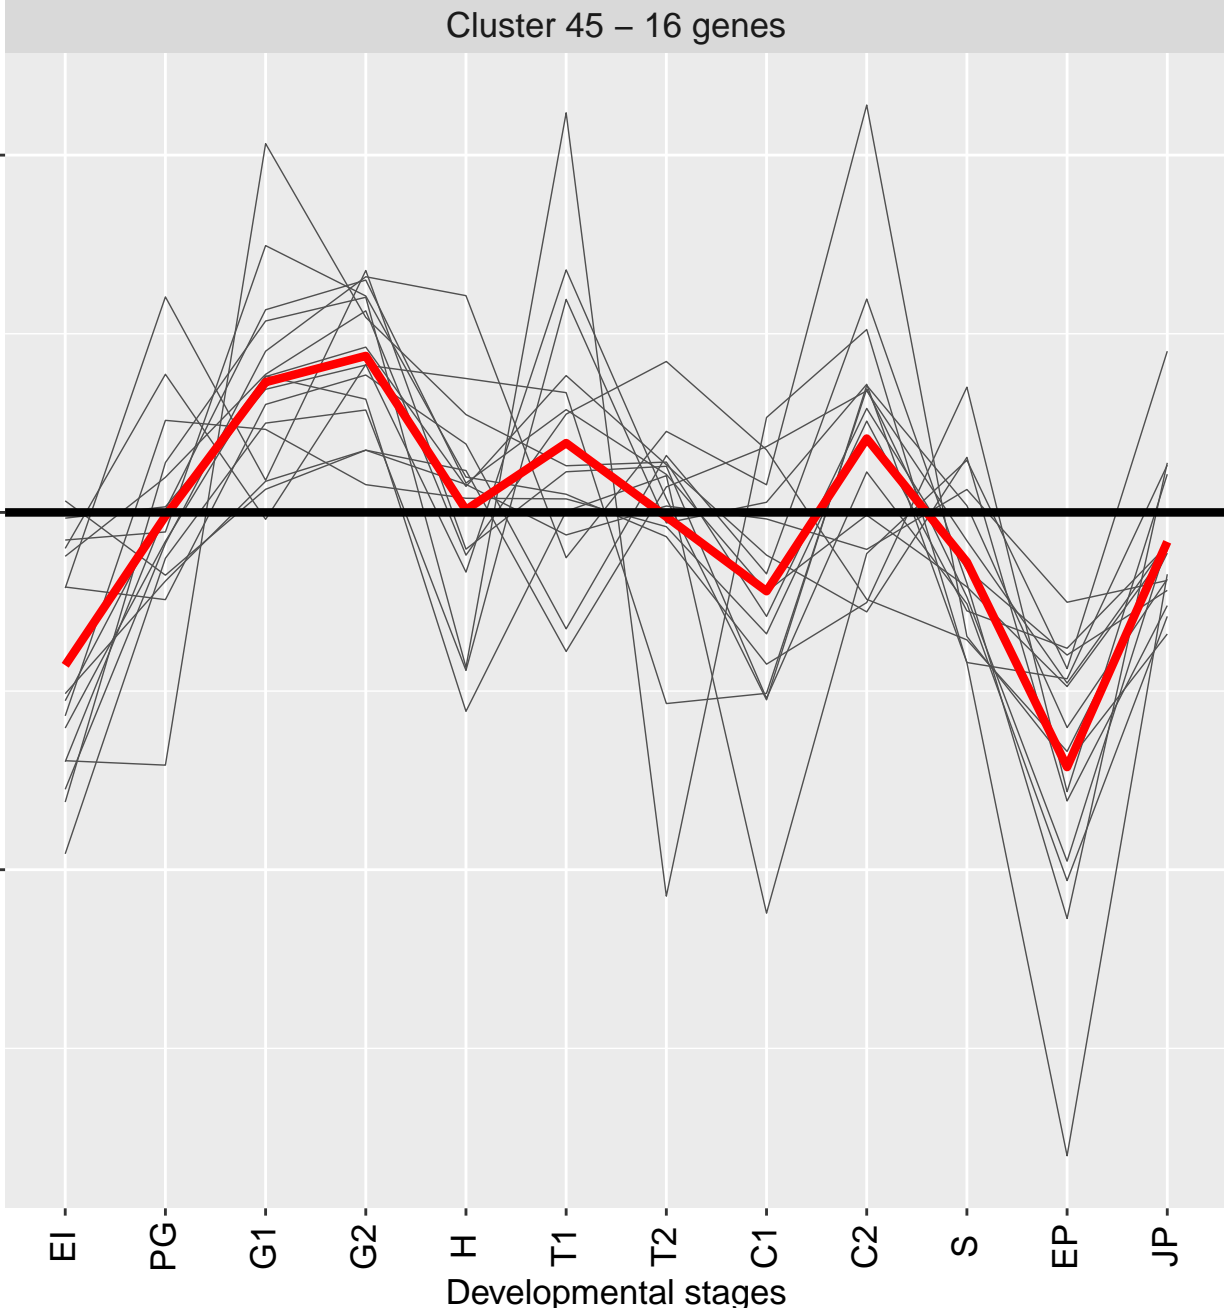

Cluster 46 – 13 genes

Standardized expressions

2  
1  
0  
-1  
-2

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

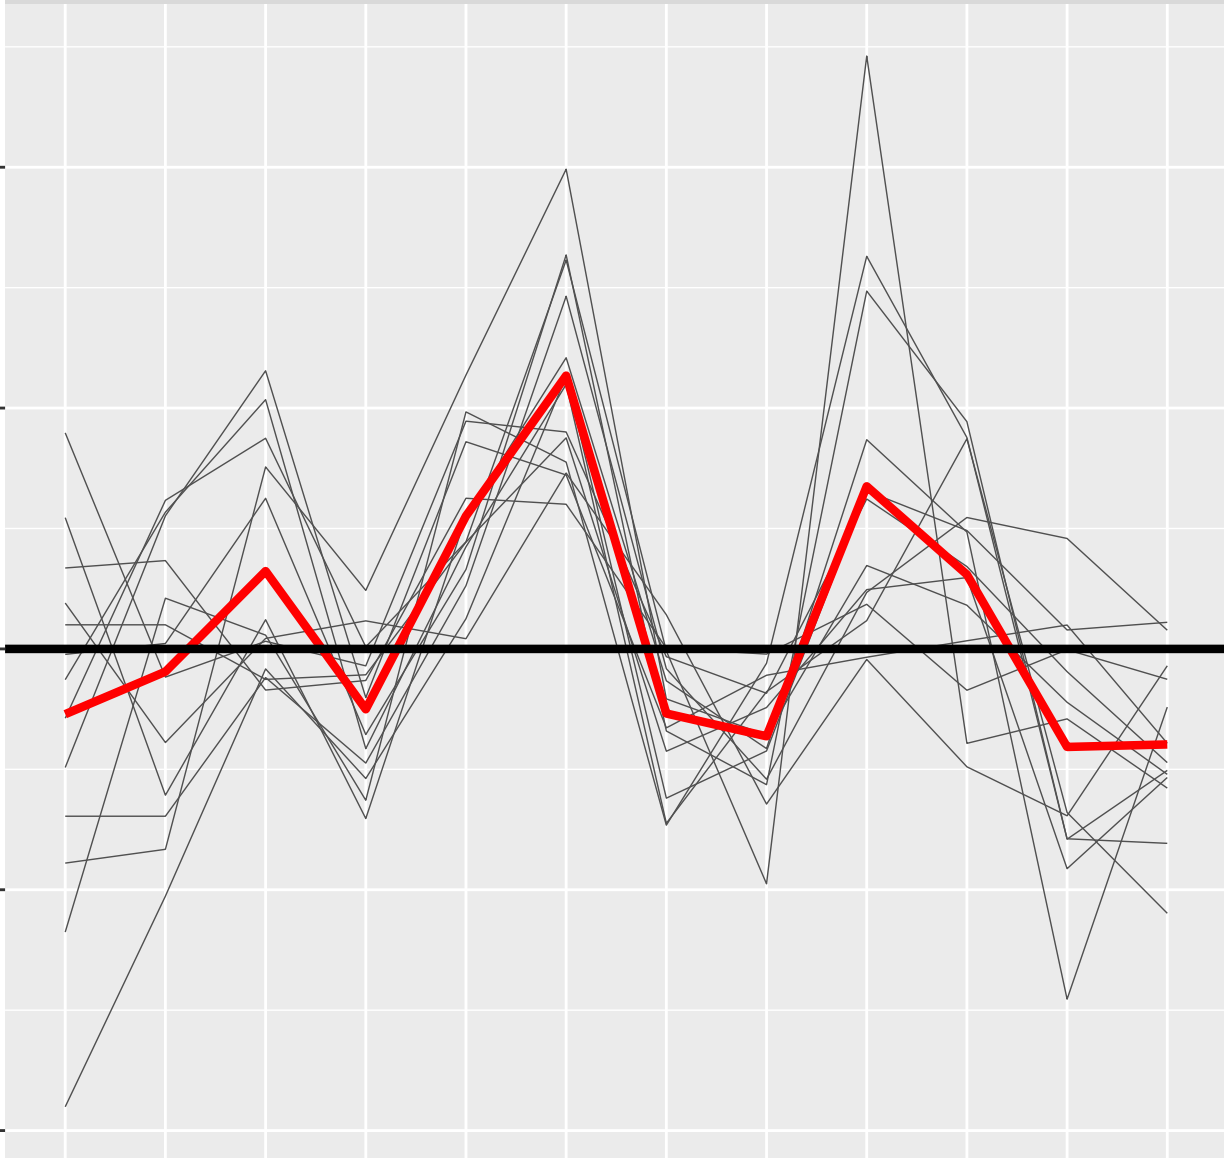

Cluster 47 – 53 genes

Standardized expressions

2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

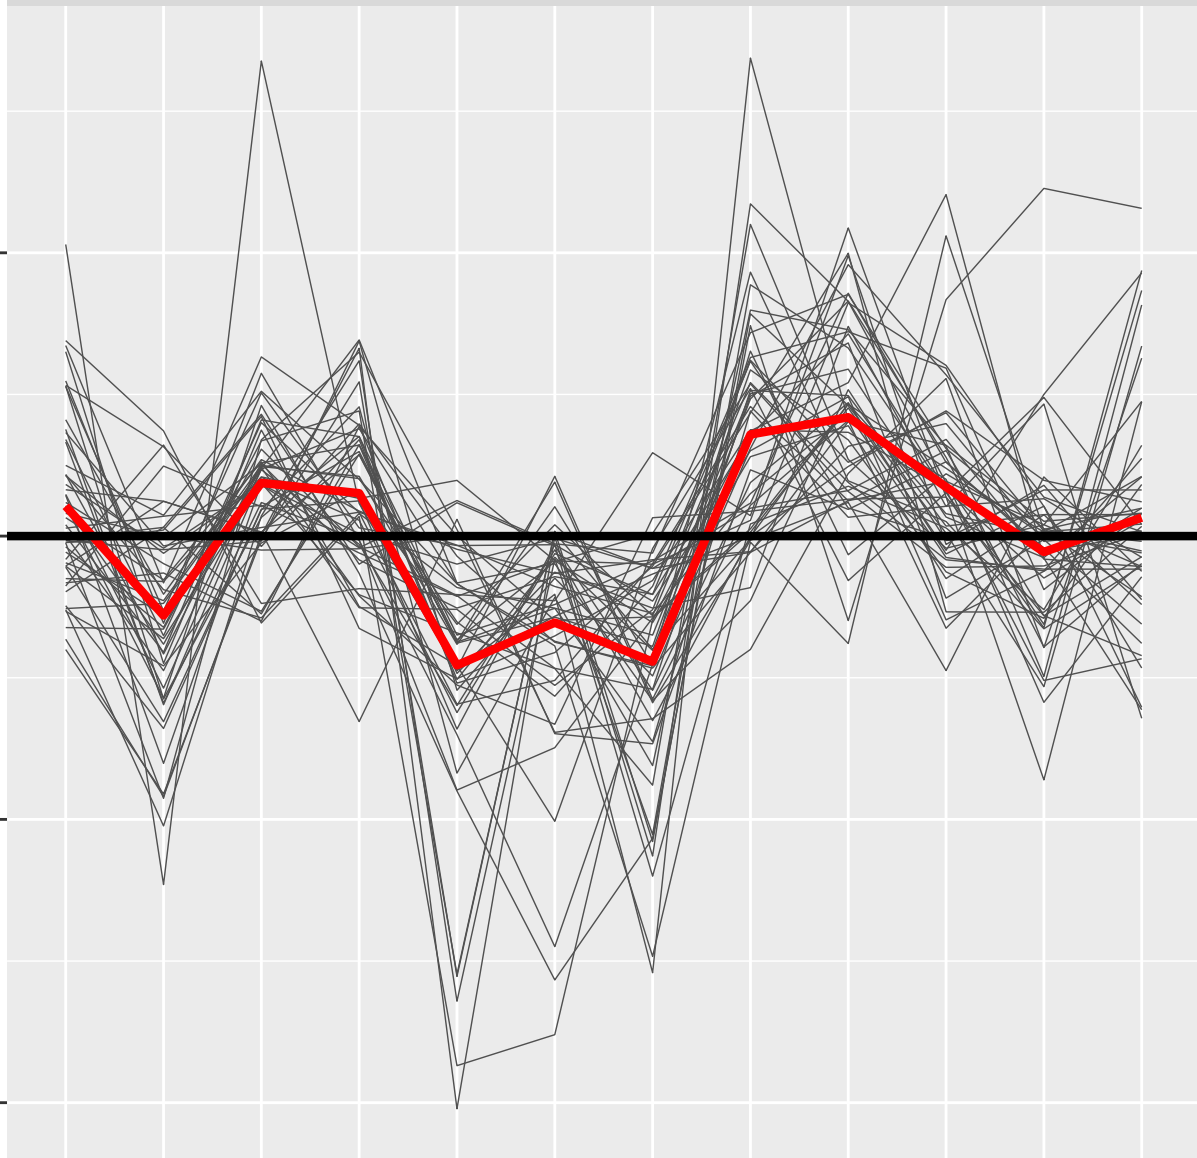

Cluster 48 – 26 genes

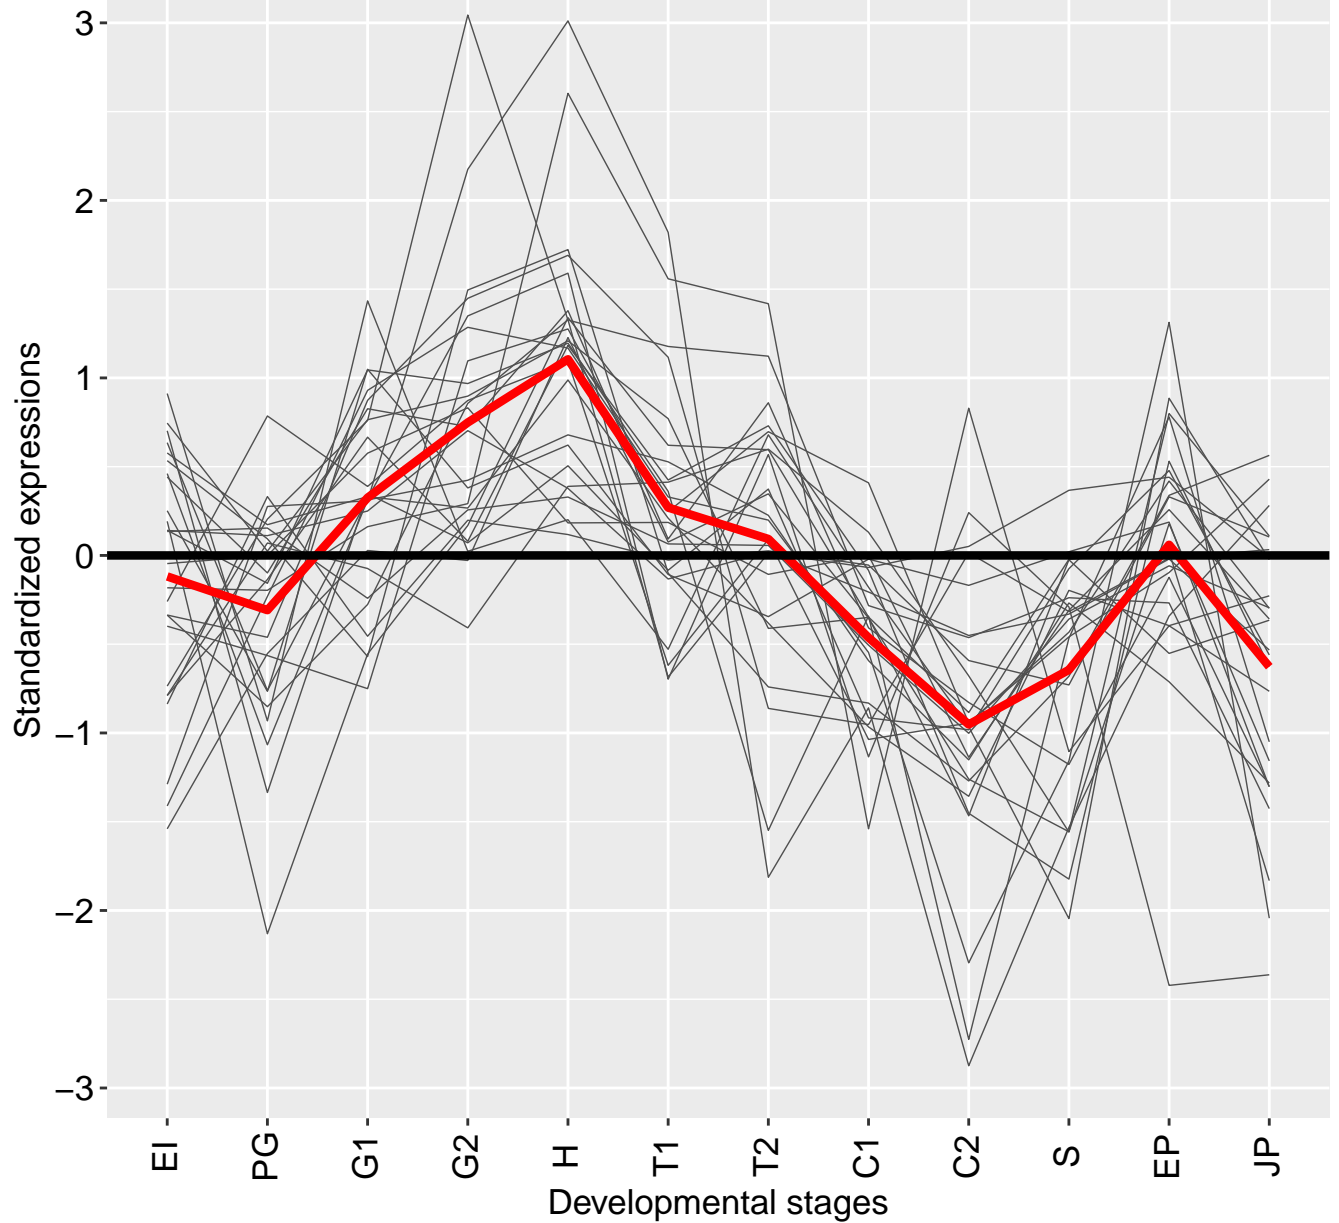

Cluster 49 – 19 genes

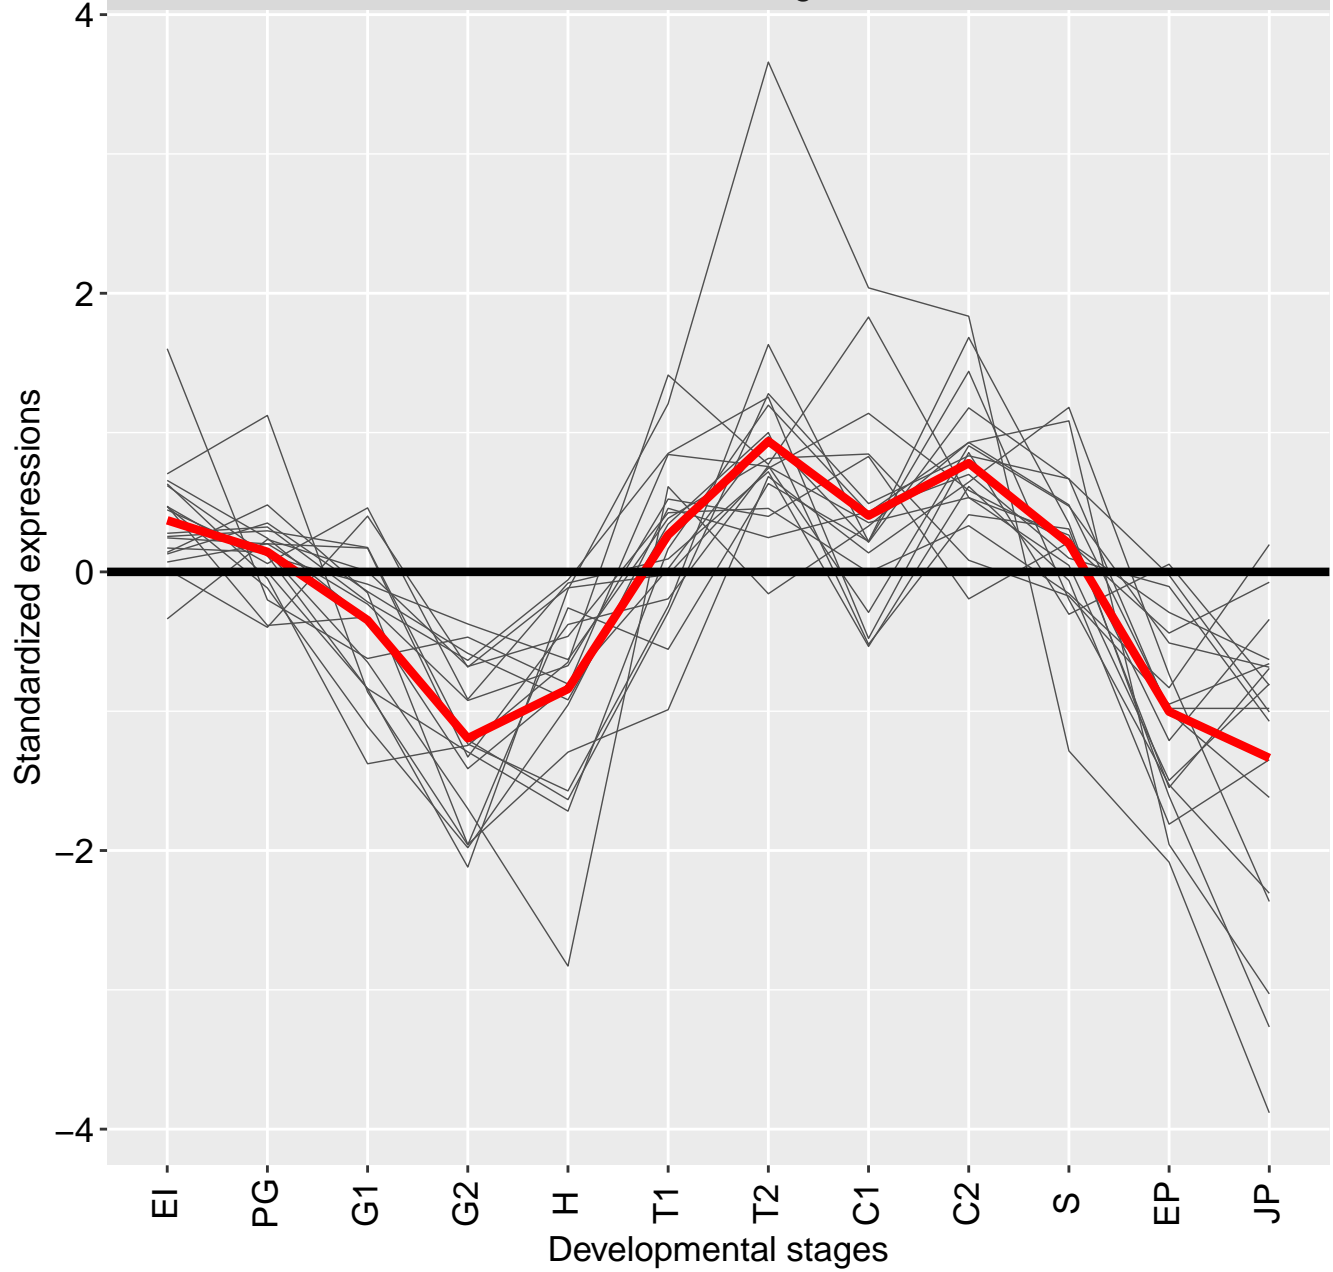

Cluster 50 – 147 genes

Standardized expressions

6

3

0

-3

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

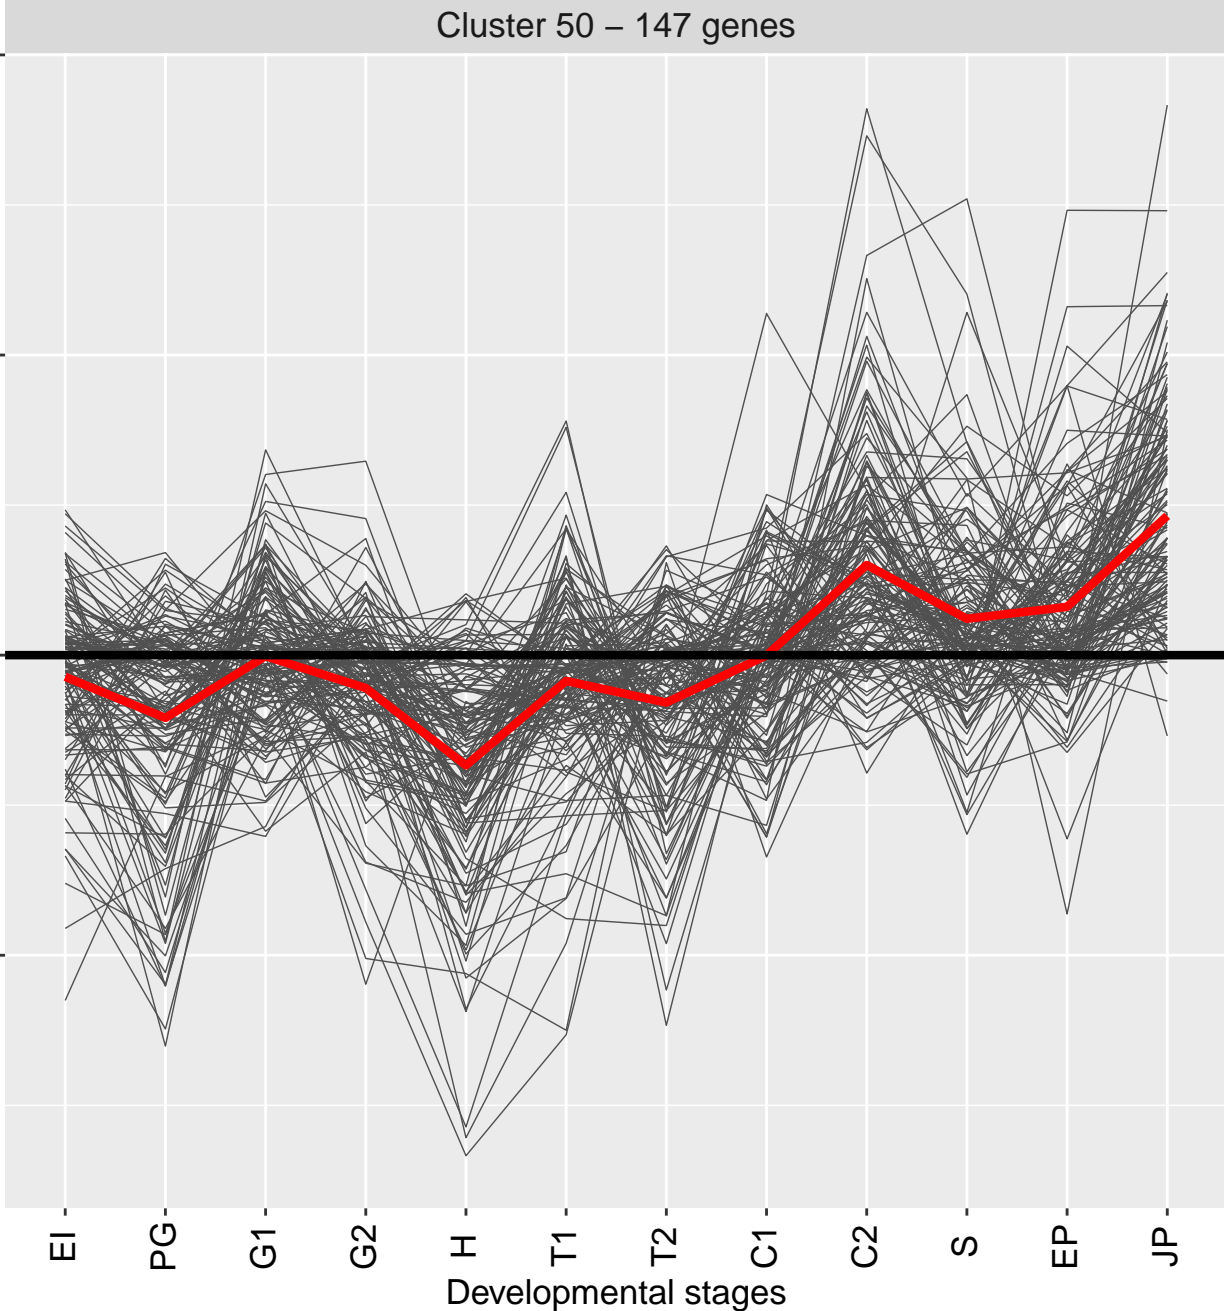

Cluster 51 – 82 genes

Standardized expressions

2  
0  
-2  
-4

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

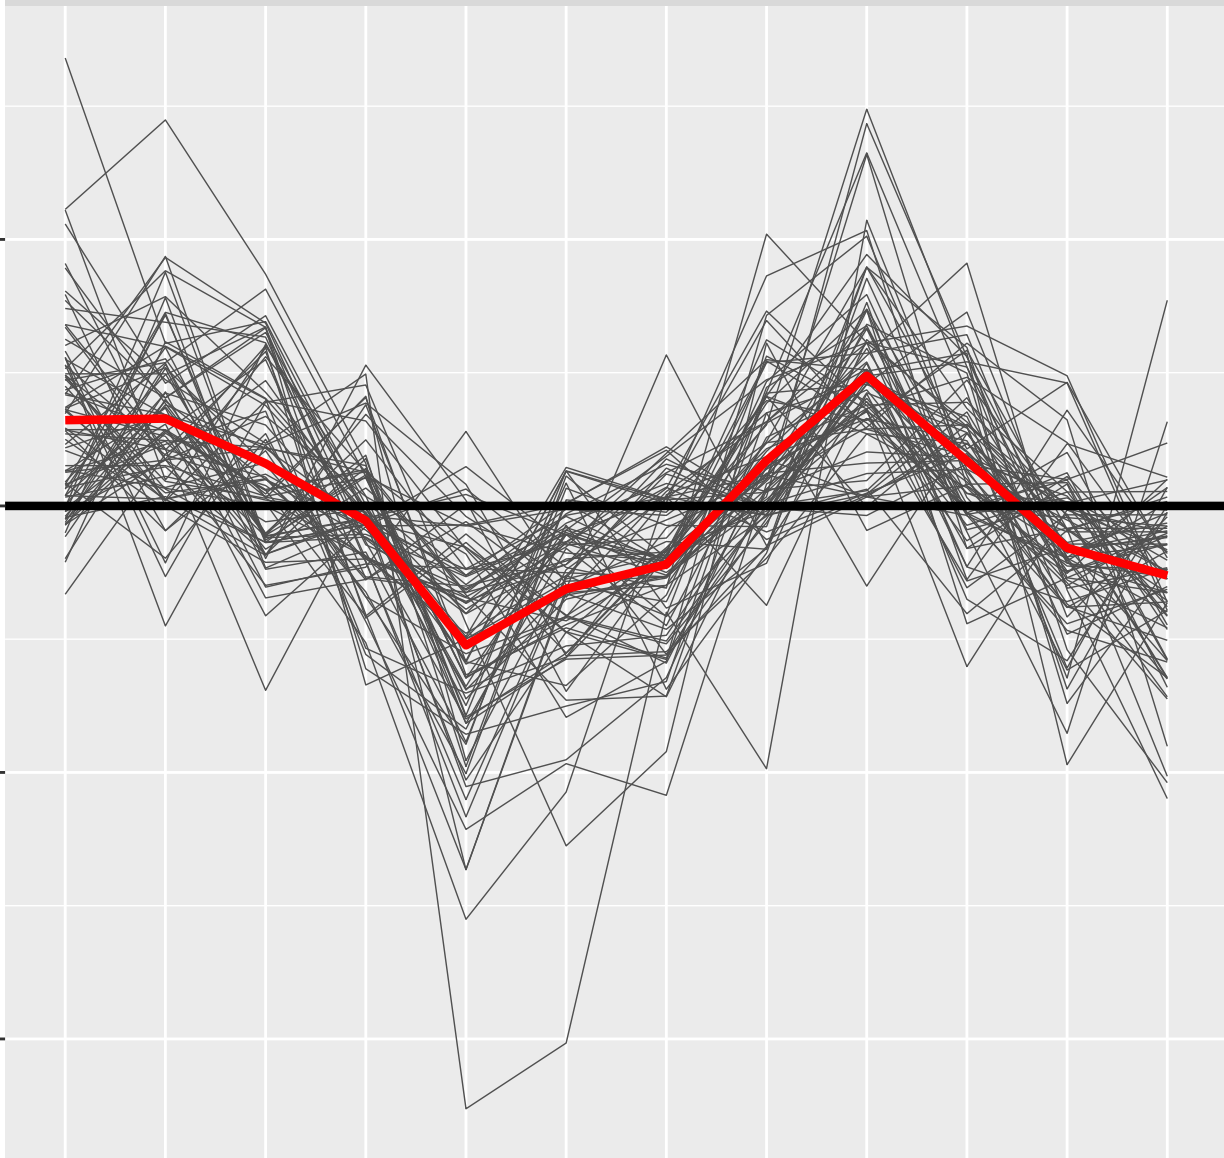

Cluster 52 – 275 genes

Standardized expressions

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

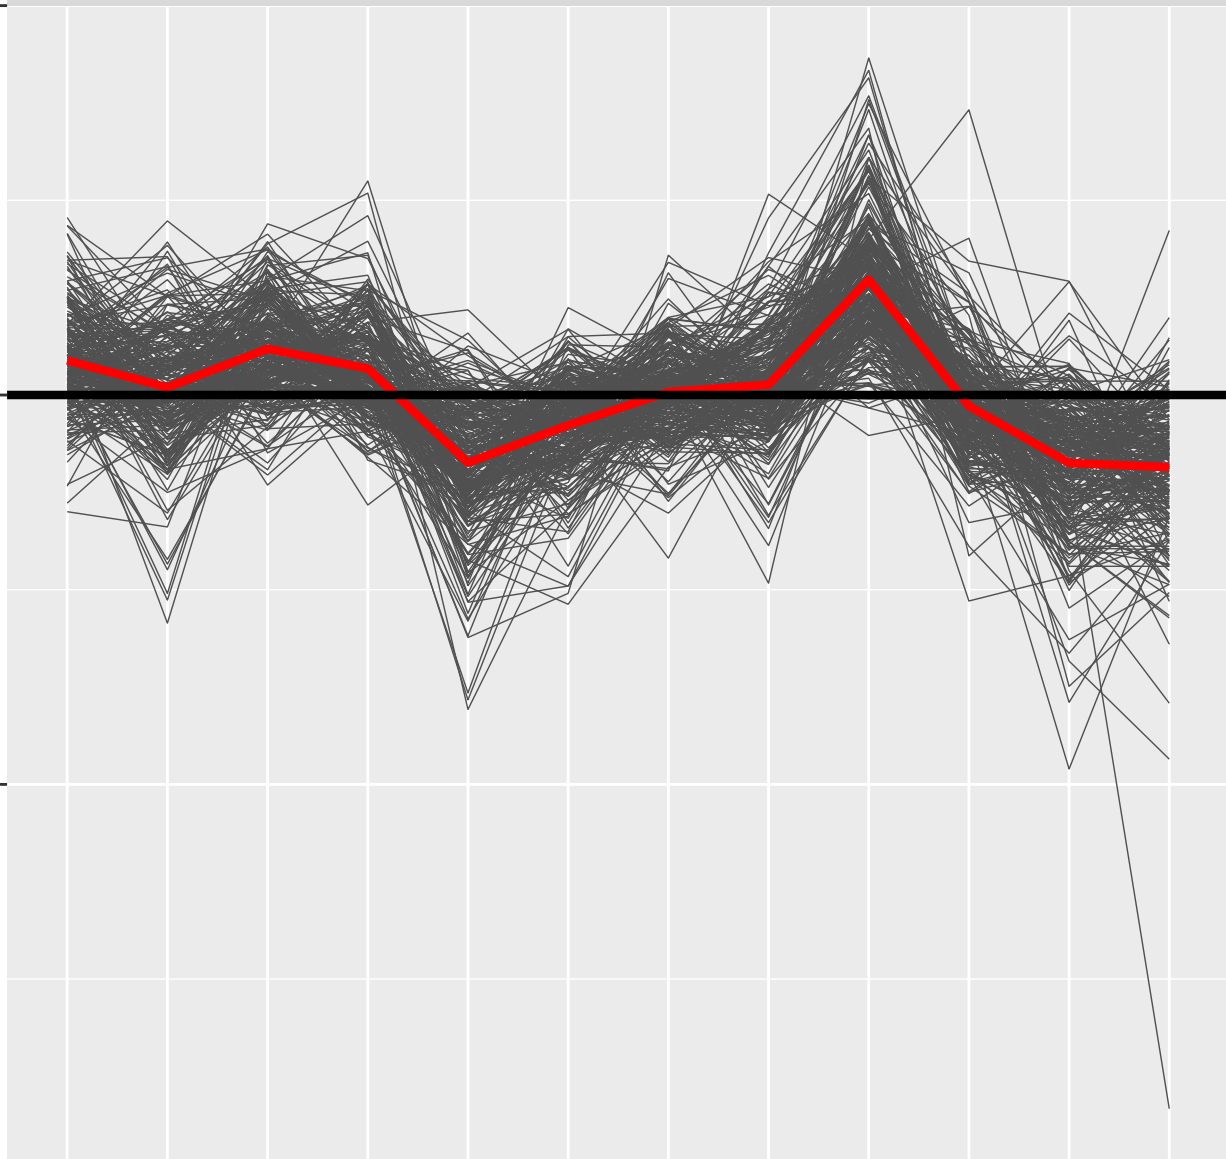

Cluster 53 – 109 genes

Standardized expressions

3

0

-3

-6

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

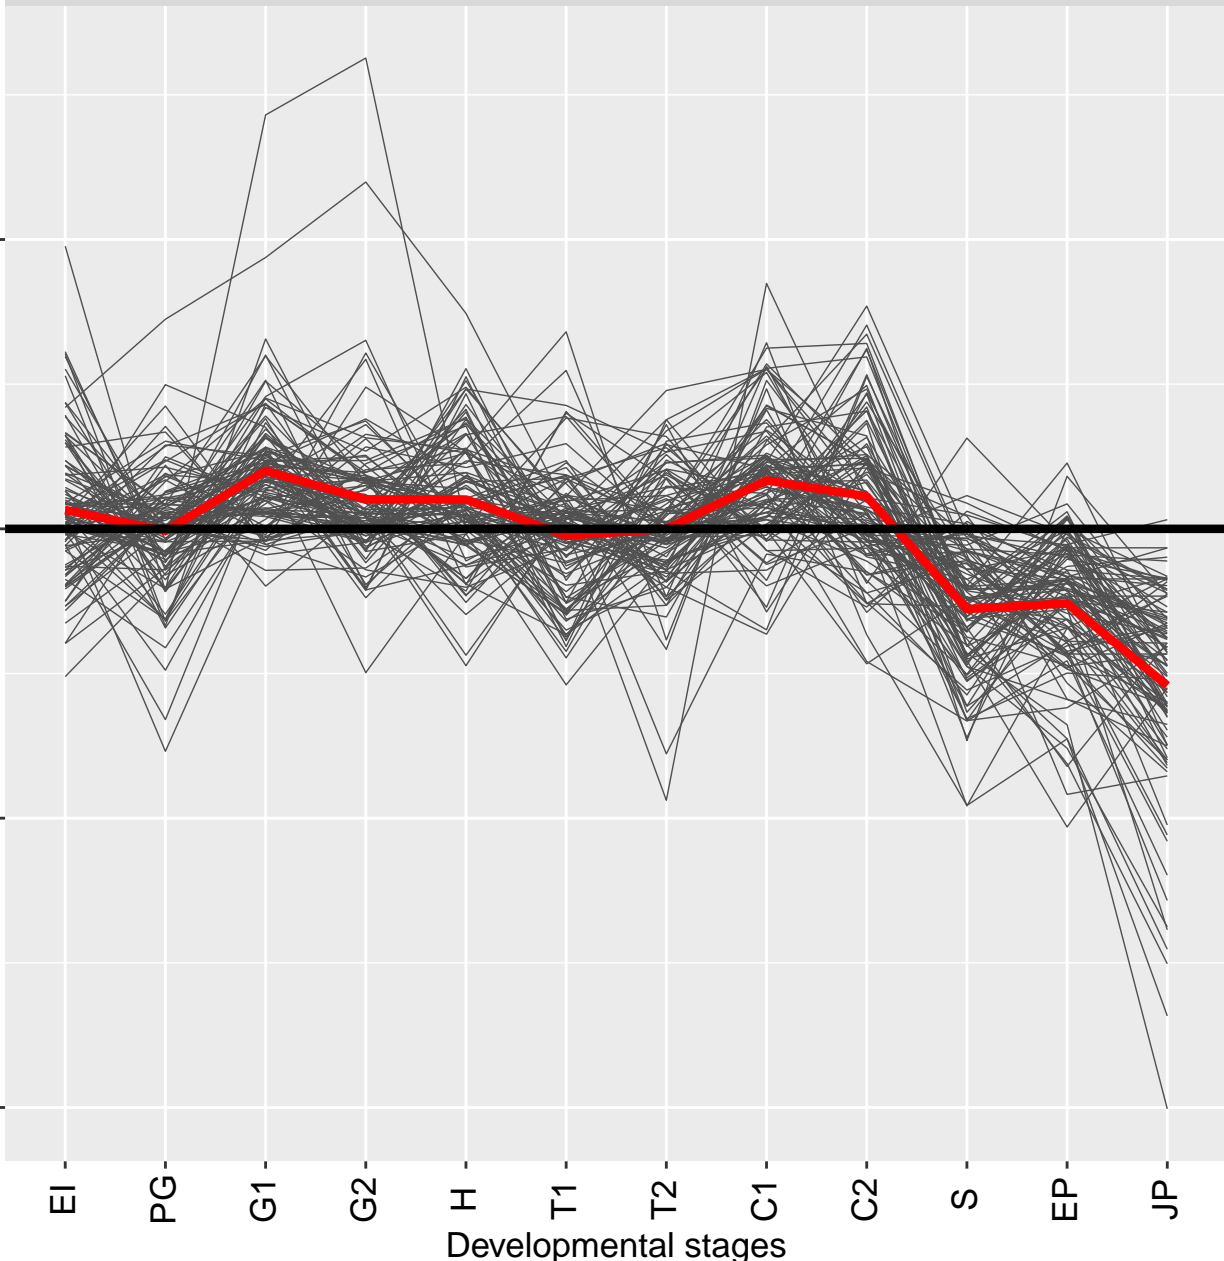

Cluster 54 – 320 genes

Standardized expressions

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

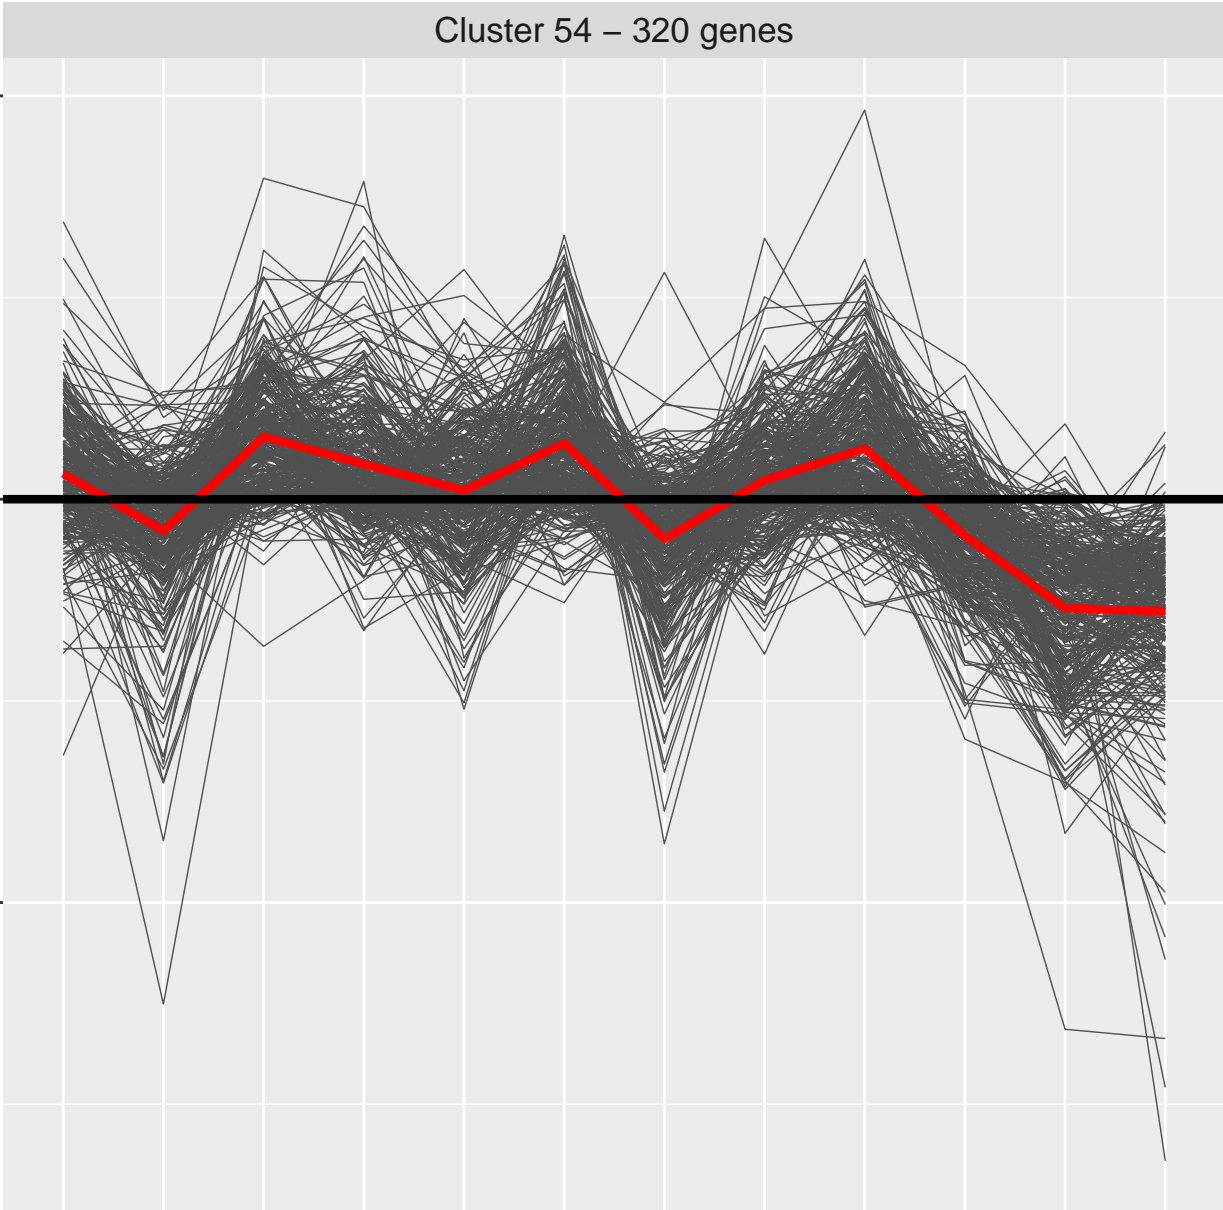

Cluster 55 – 250 genes

Standardized expressions

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

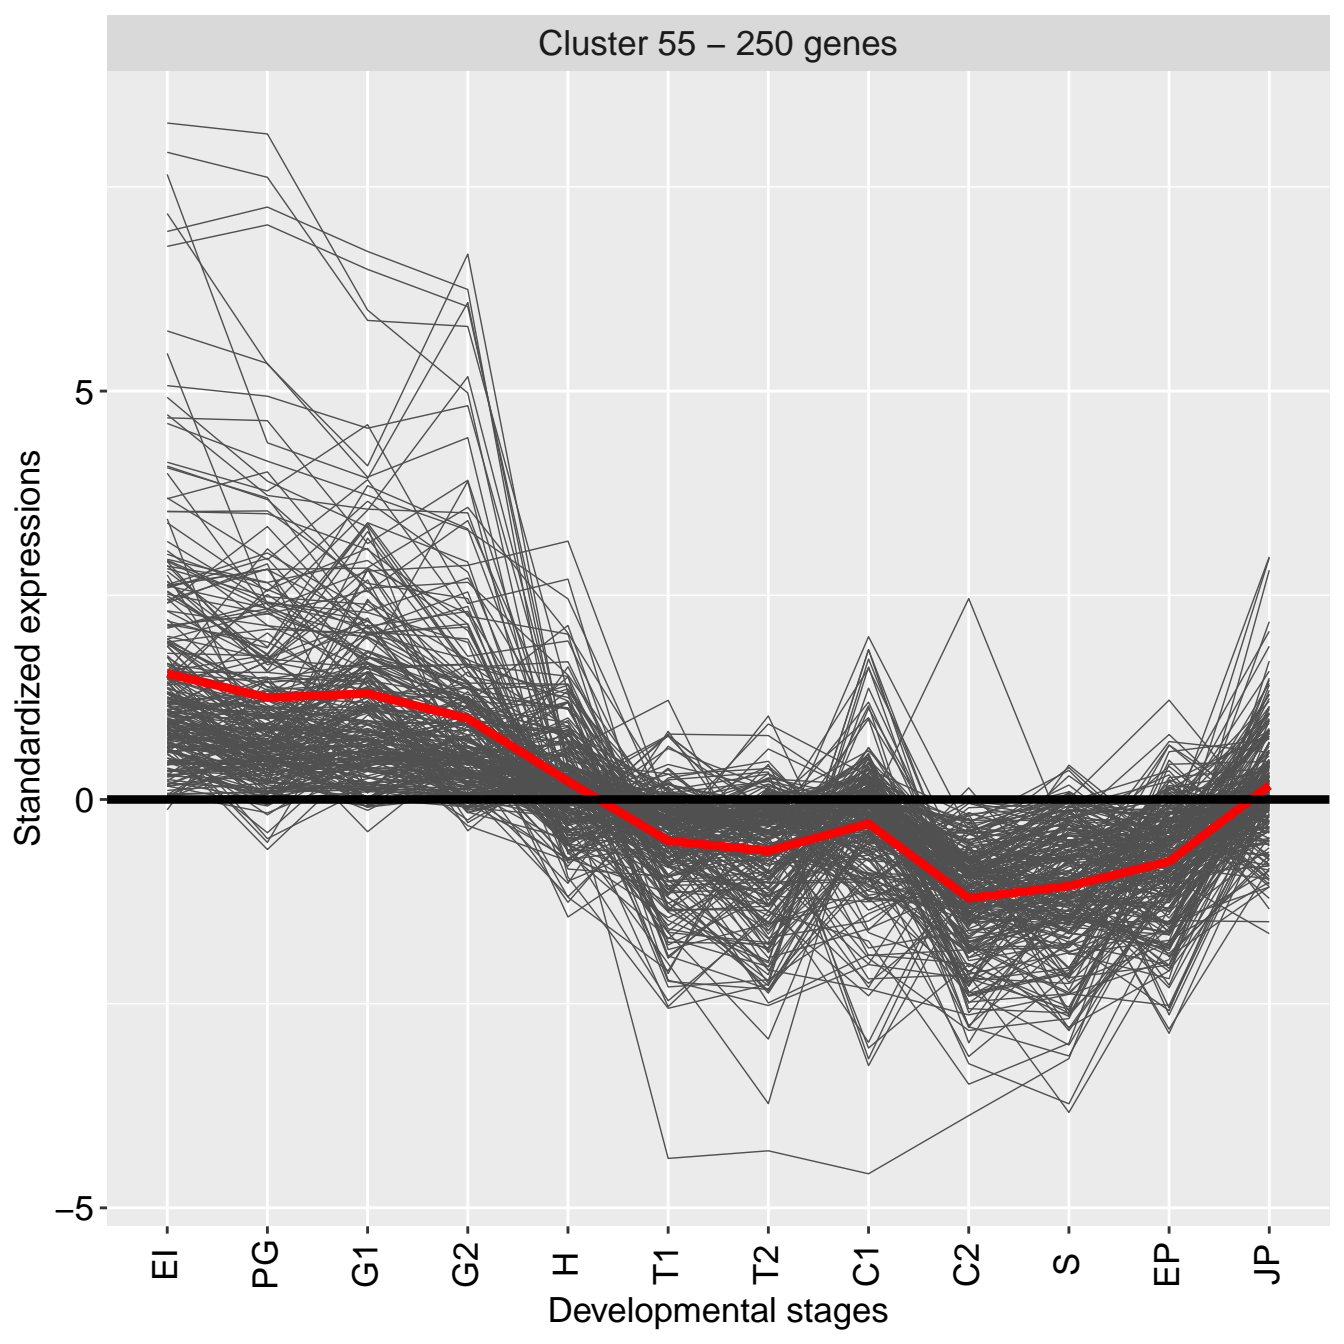

Cluster 56 – 256 genes

Standardized expressions

6

3

0

-3

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

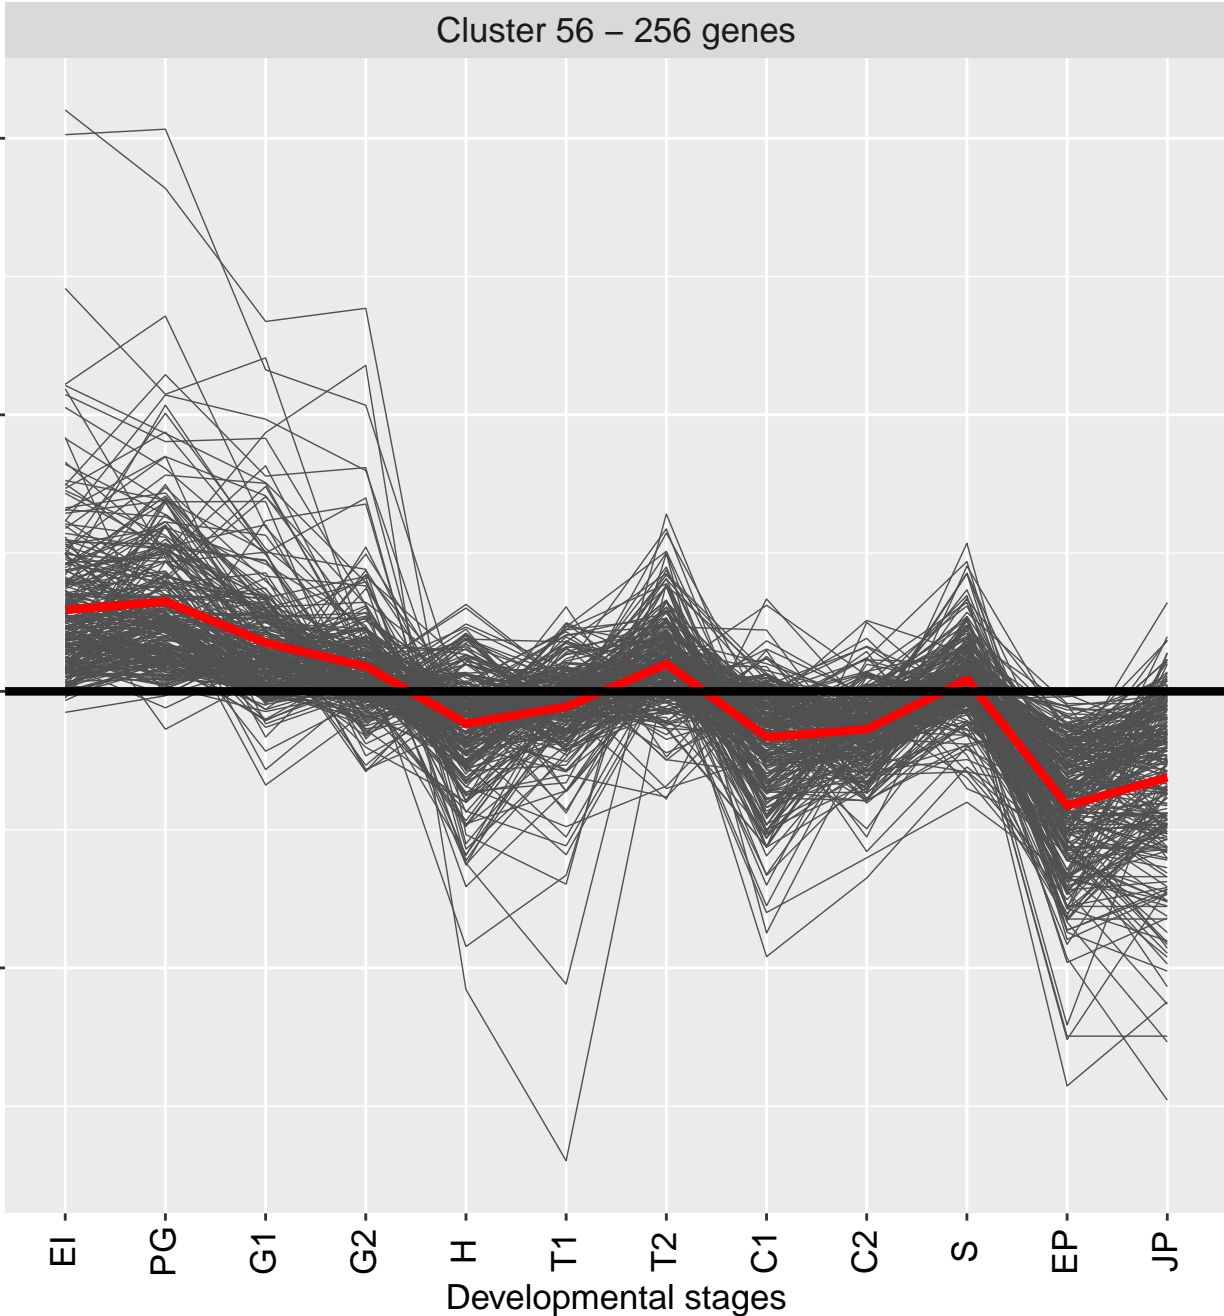

Cluster 57 – 643 genes

Standardized expressions

5.0  
2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

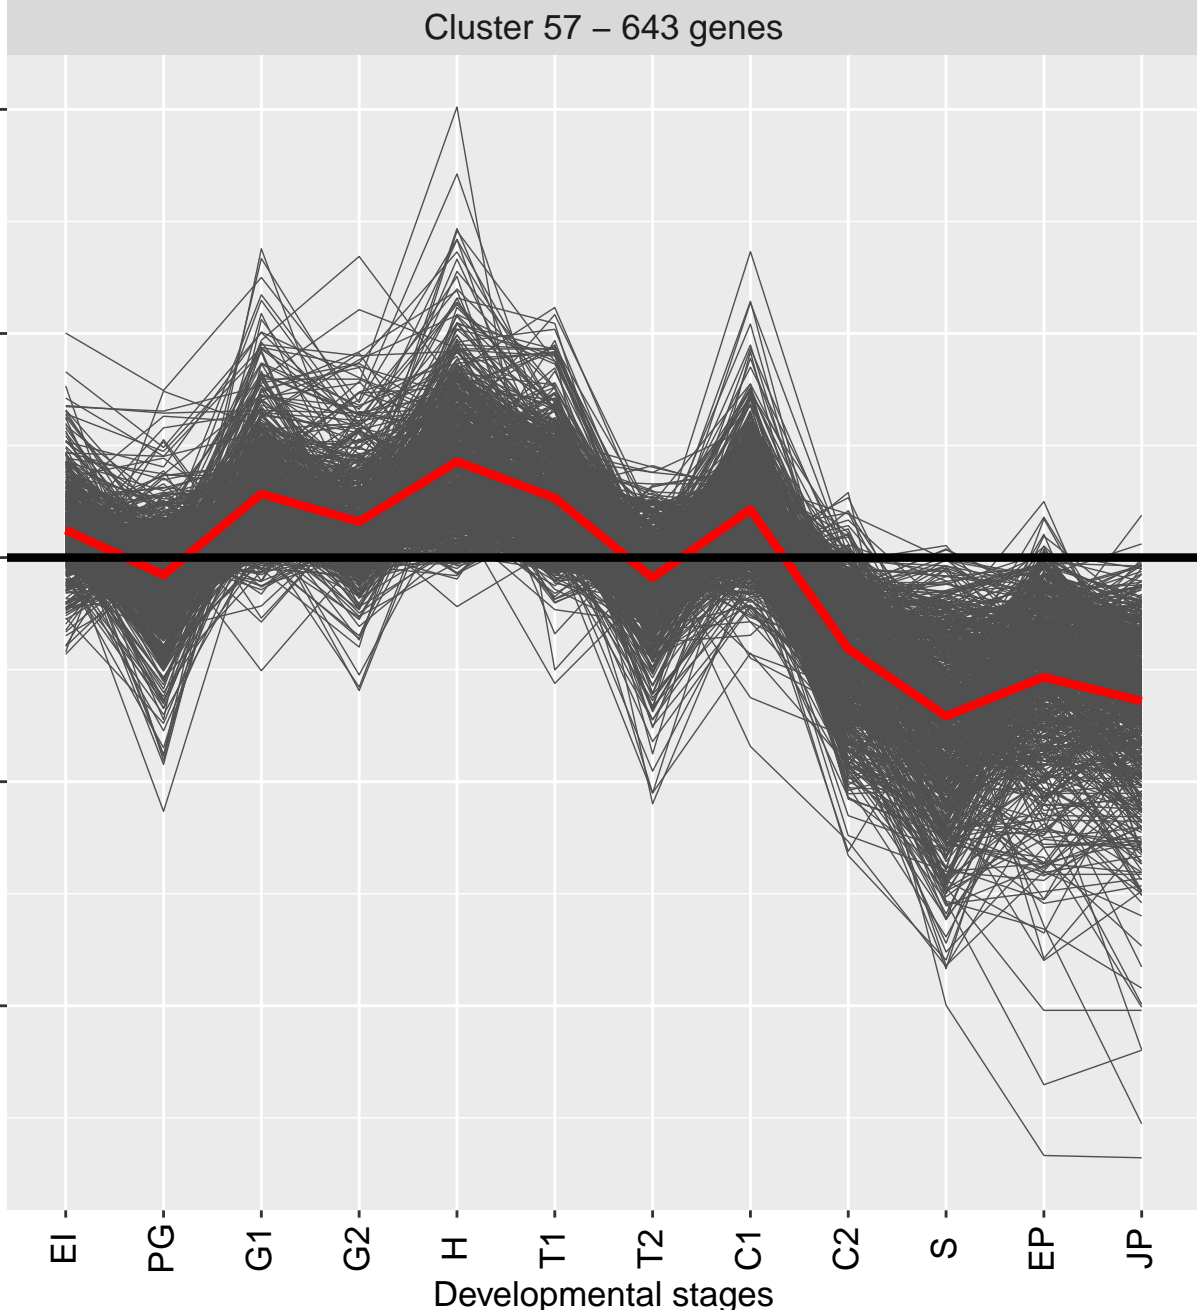

Cluster 58 – 296 genes

Standardized expressions

6  
4  
2  
0  
-2  
-4

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

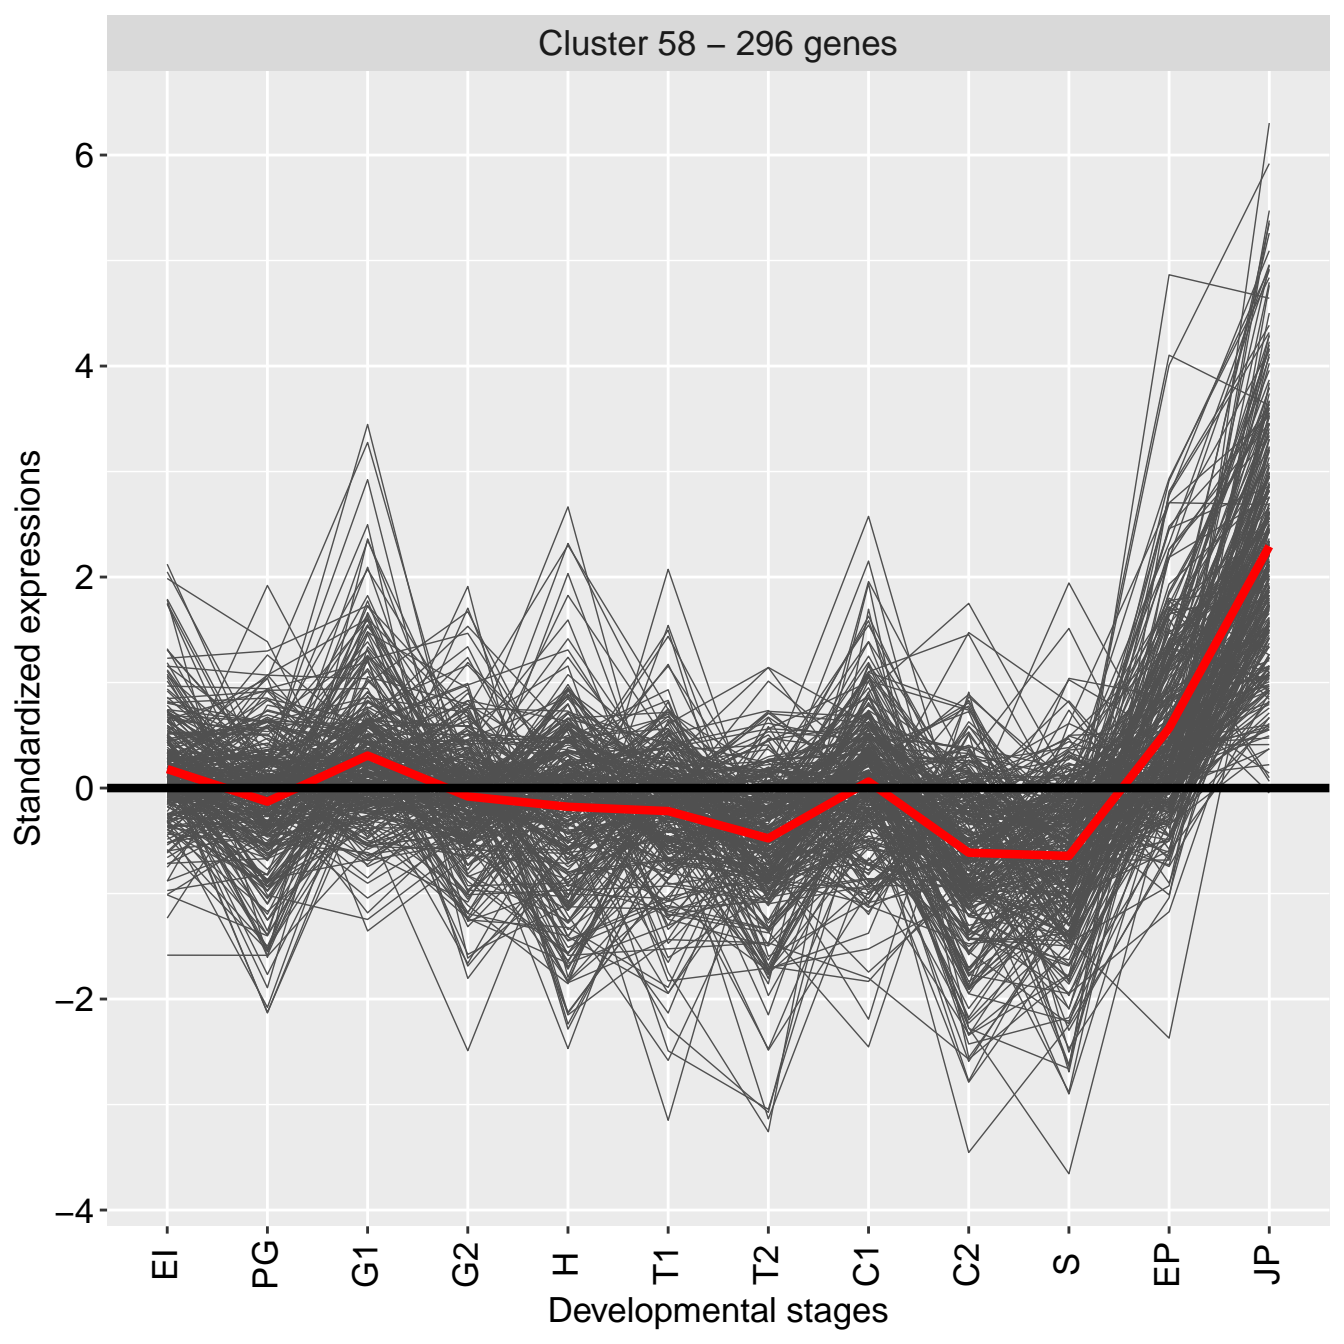

Cluster 59 – 357 genes

Standardized expressions

2

0

-2

-4

-6

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

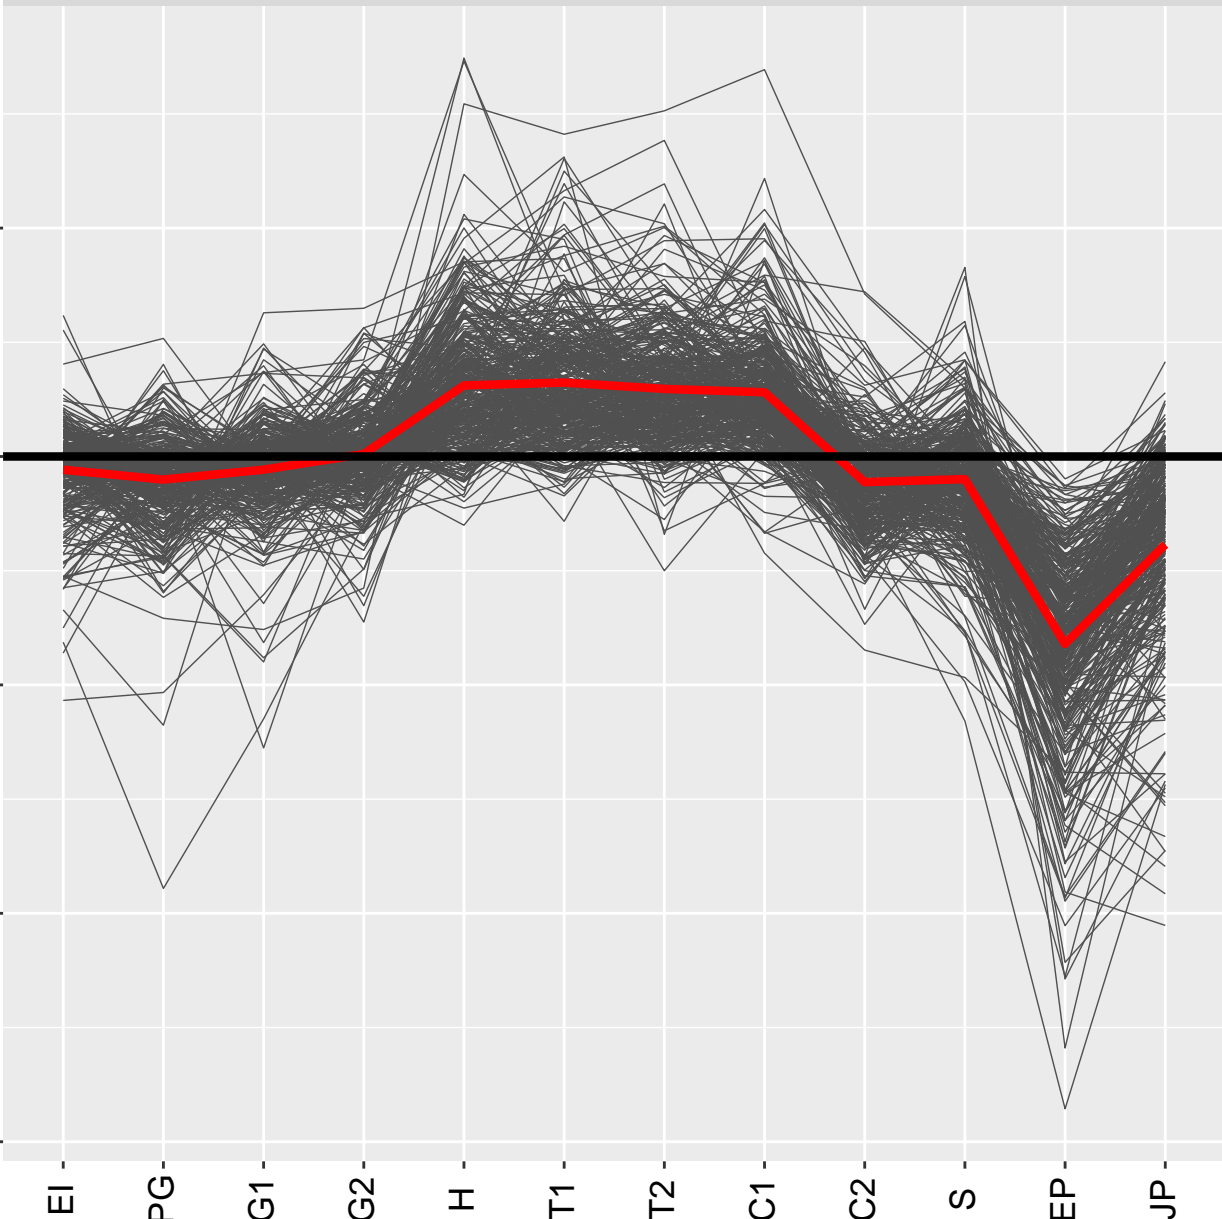

Cluster 60 – 42 genes

Standardized expressions

6

4

2

0

-2

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

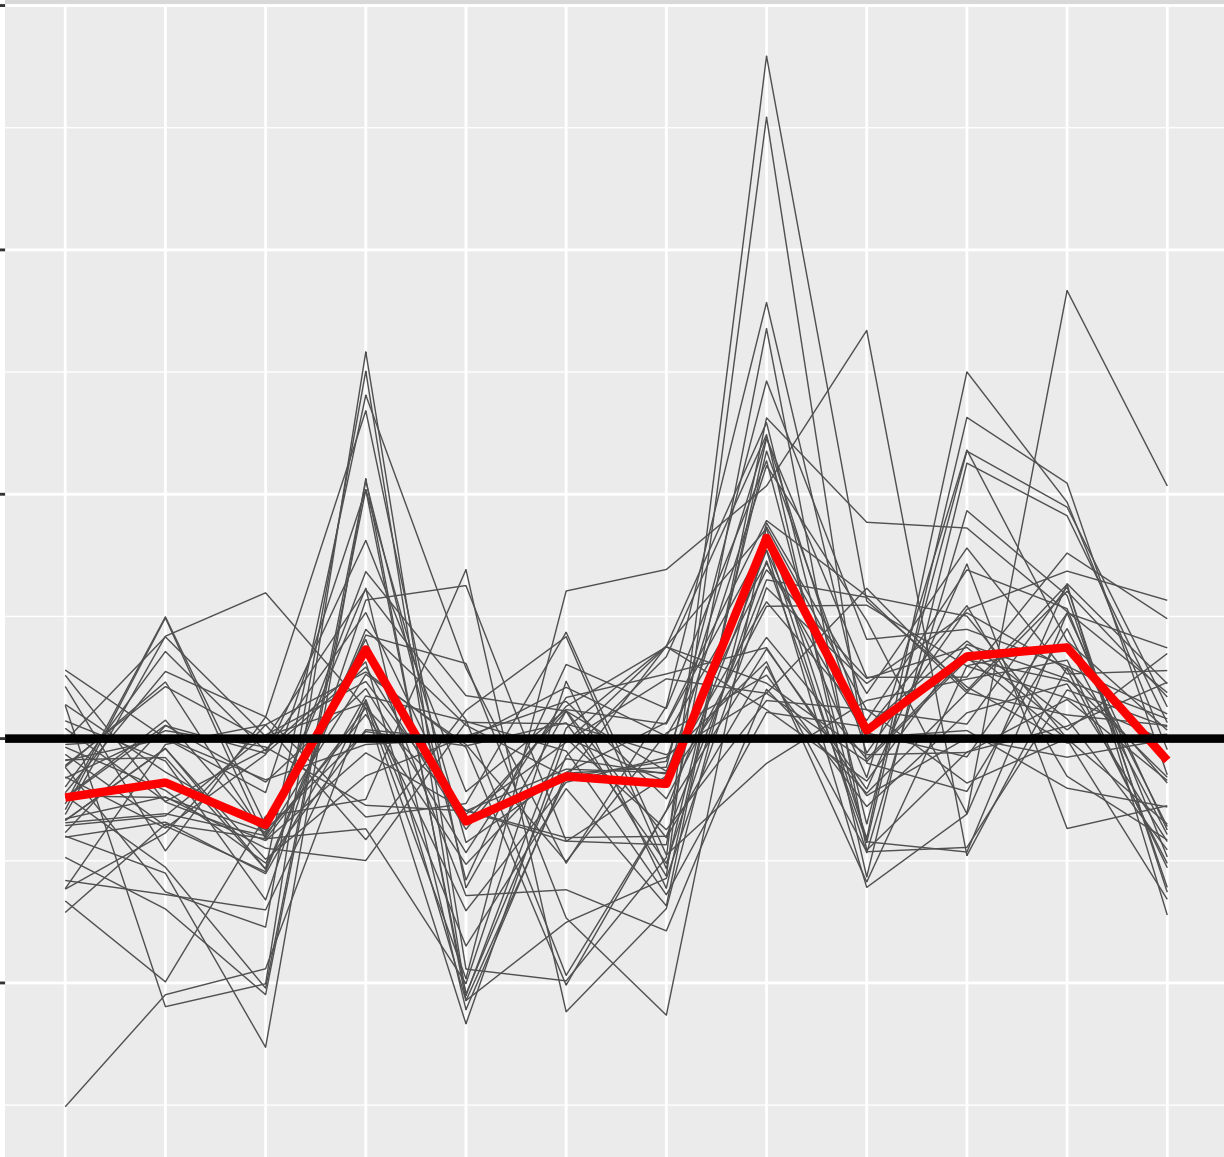

Cluster 61 – 168 genes

Standardized expressions

4  
0  
-4

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

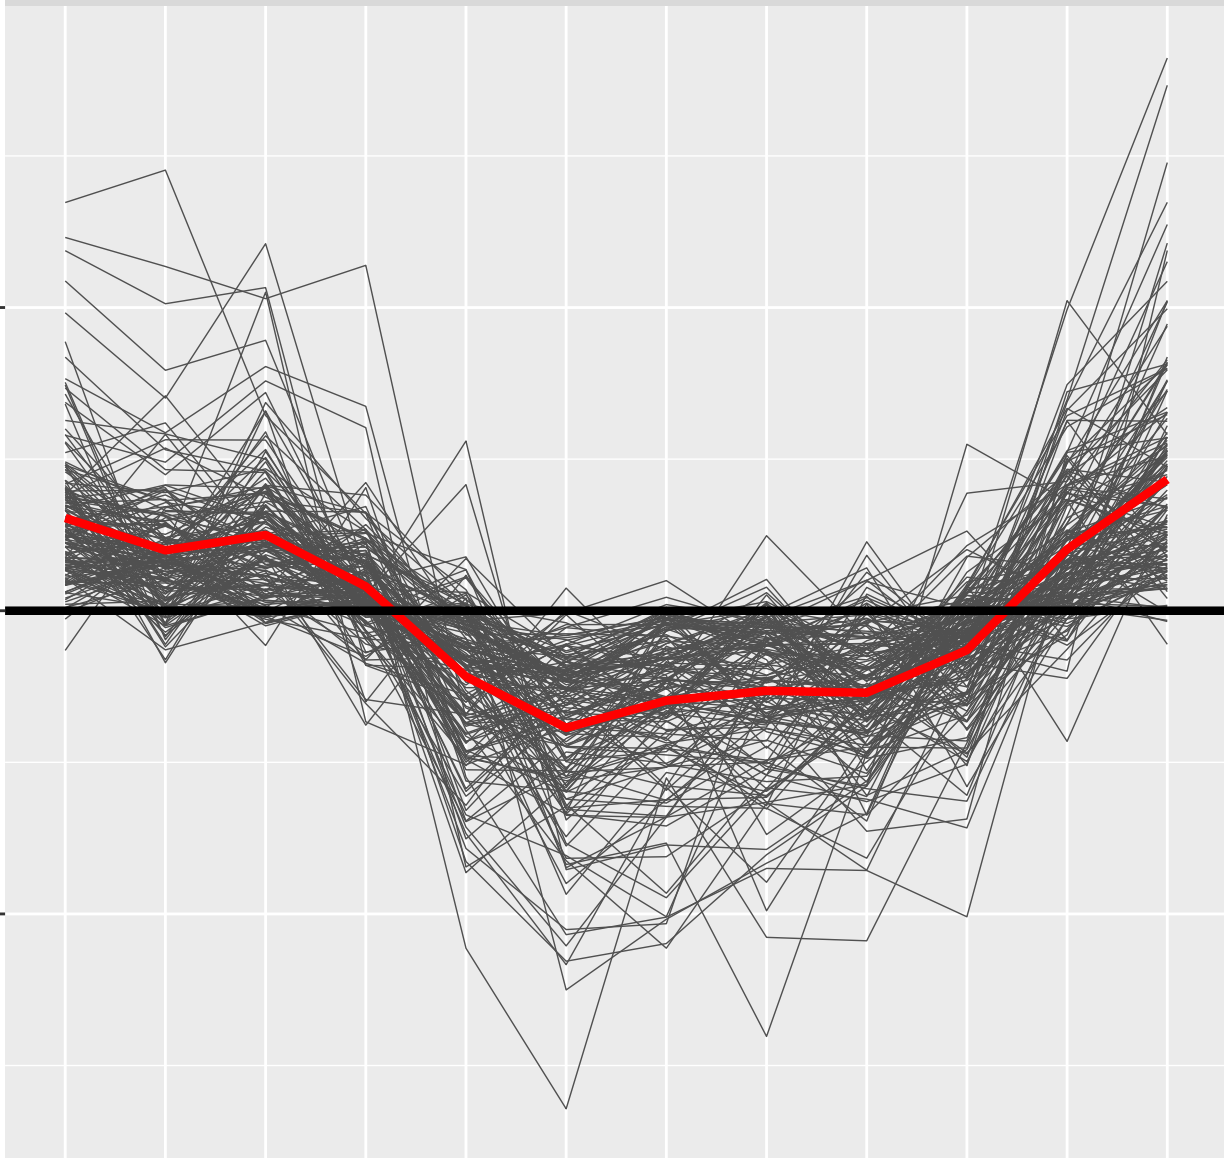

Cluster 62 – 57 genes

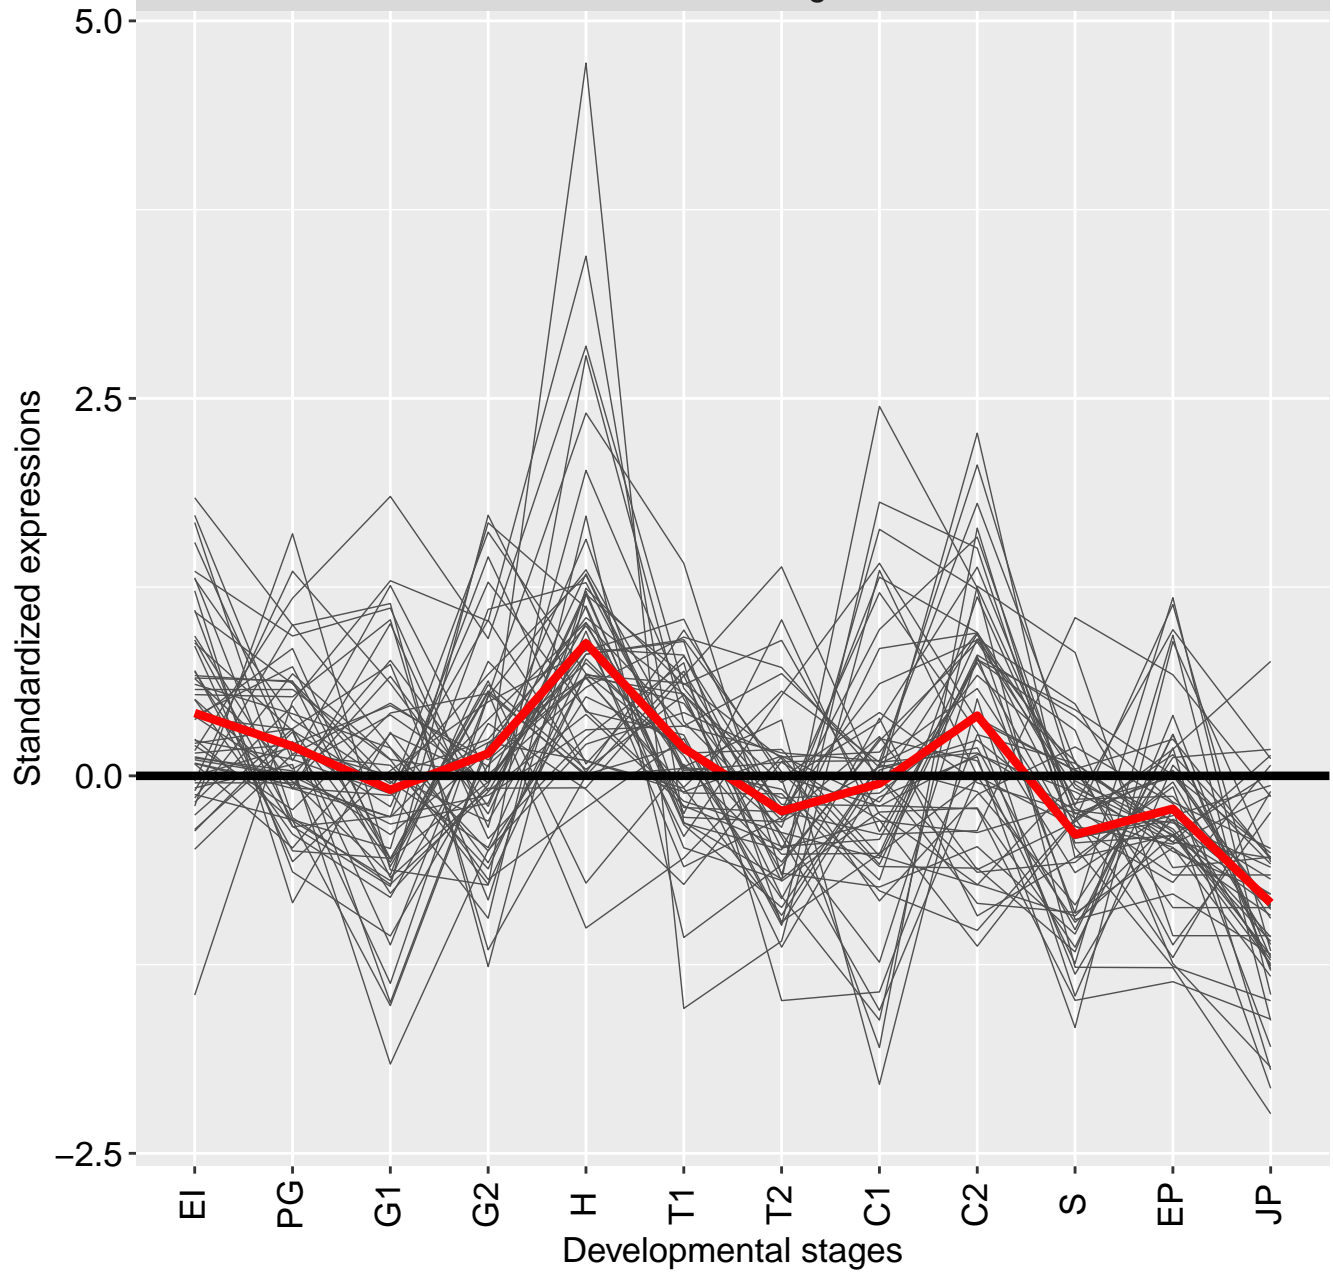

Cluster 63 – 105 genes

Standardized expressions

2.5  
0.0  
-2.5

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

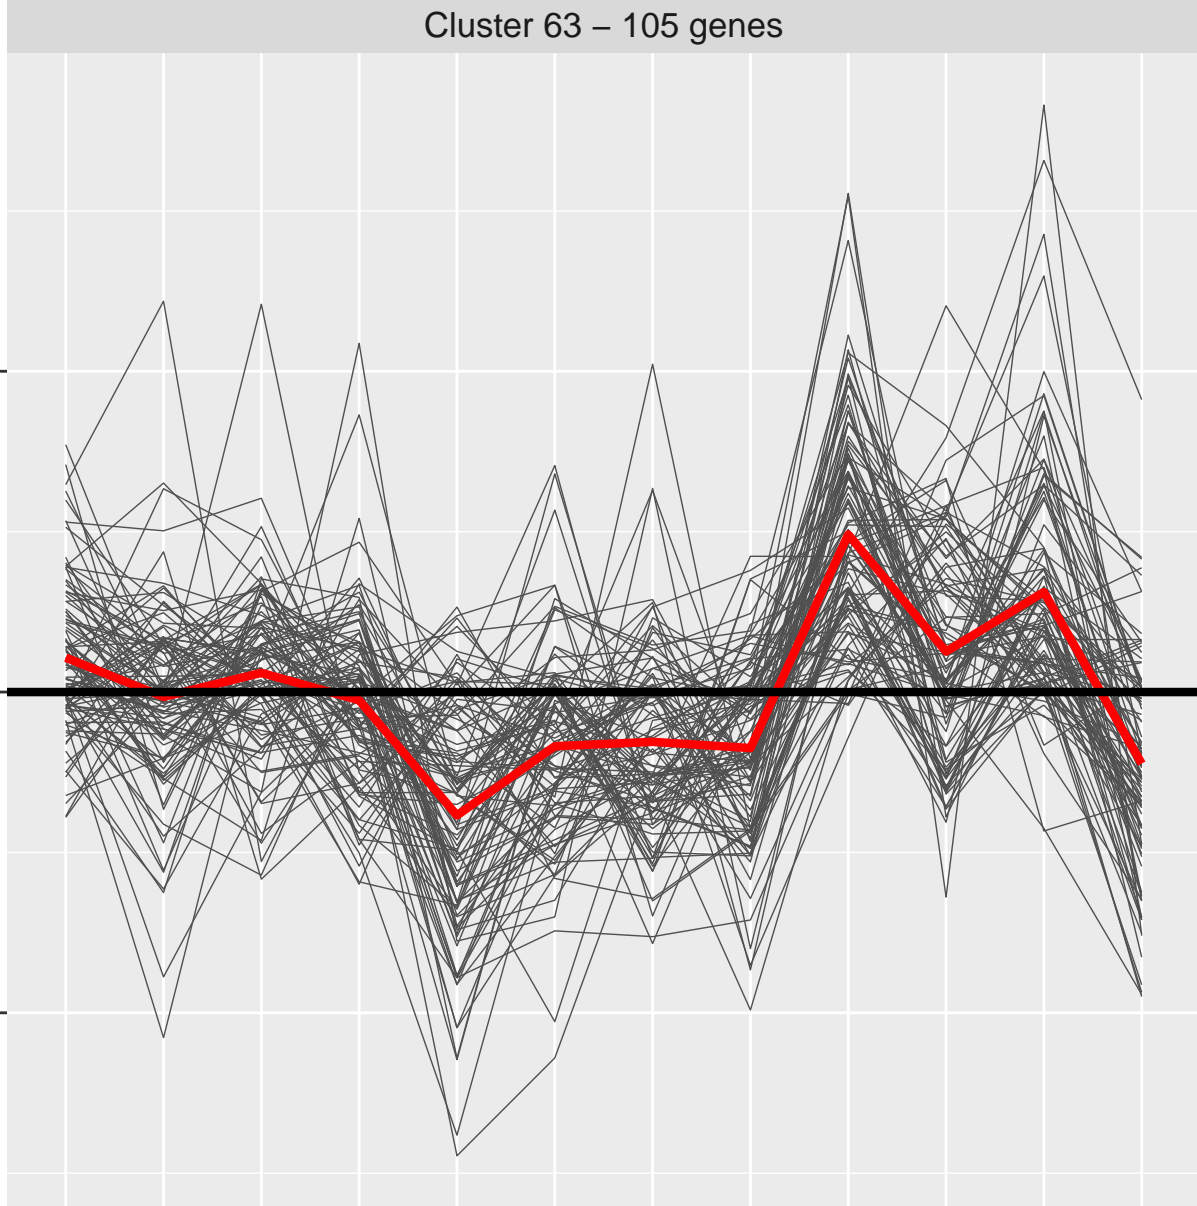

Cluster 64 – 126 genes

Standardized expressions

5.0  
2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

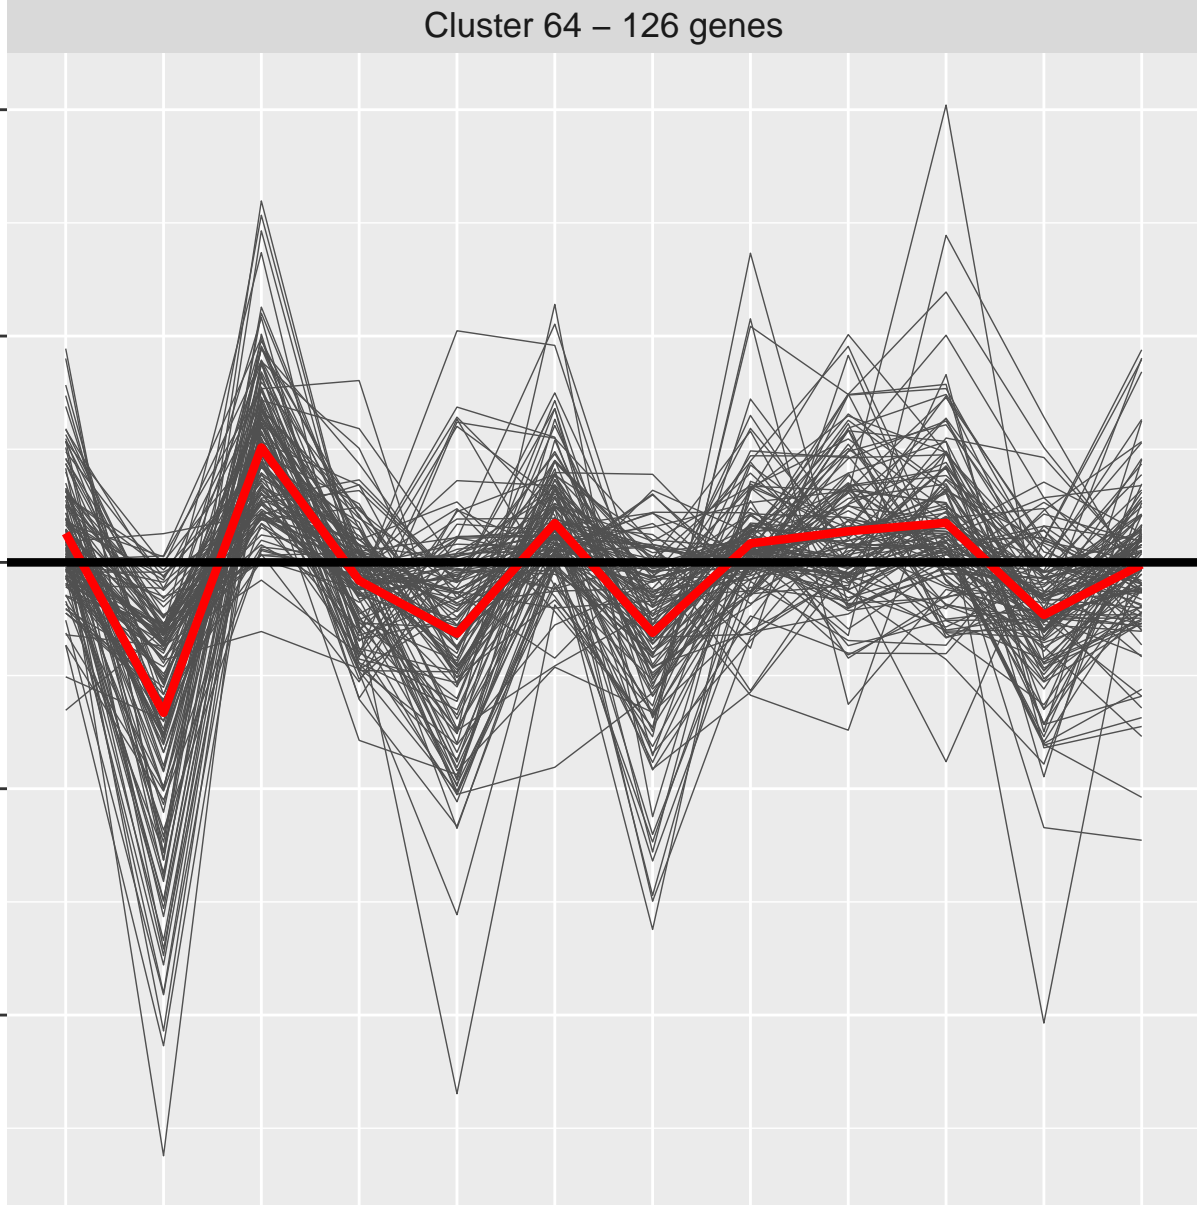

Cluster 65 – 113 genes

Standardized expressions

2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

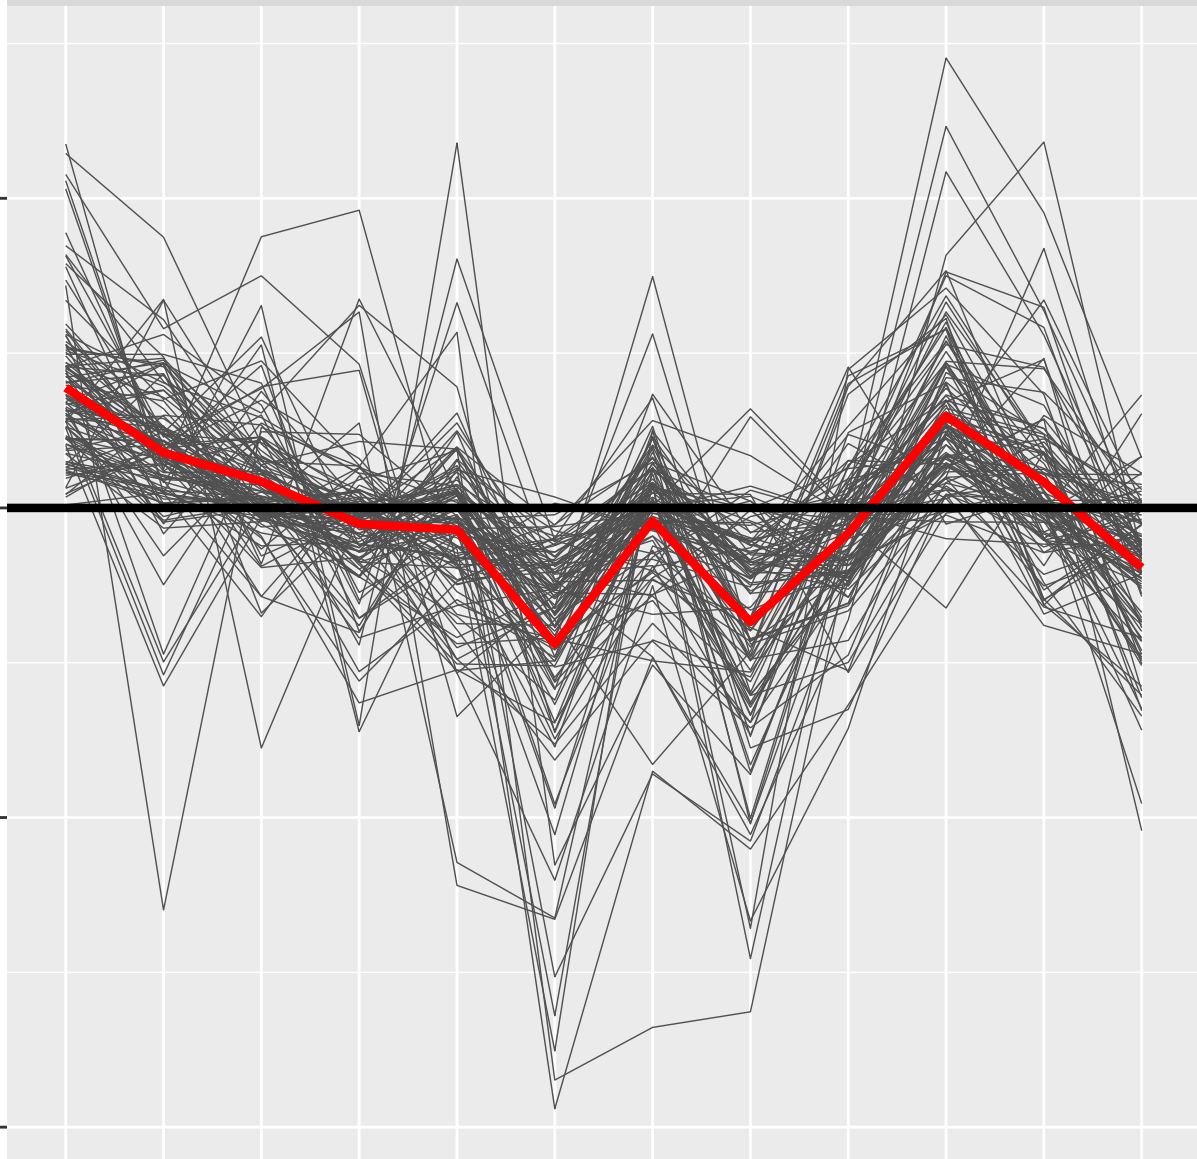

Cluster 66 – 15 genes

Standardized expressions

2  
1  
0  
-1  
-2

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

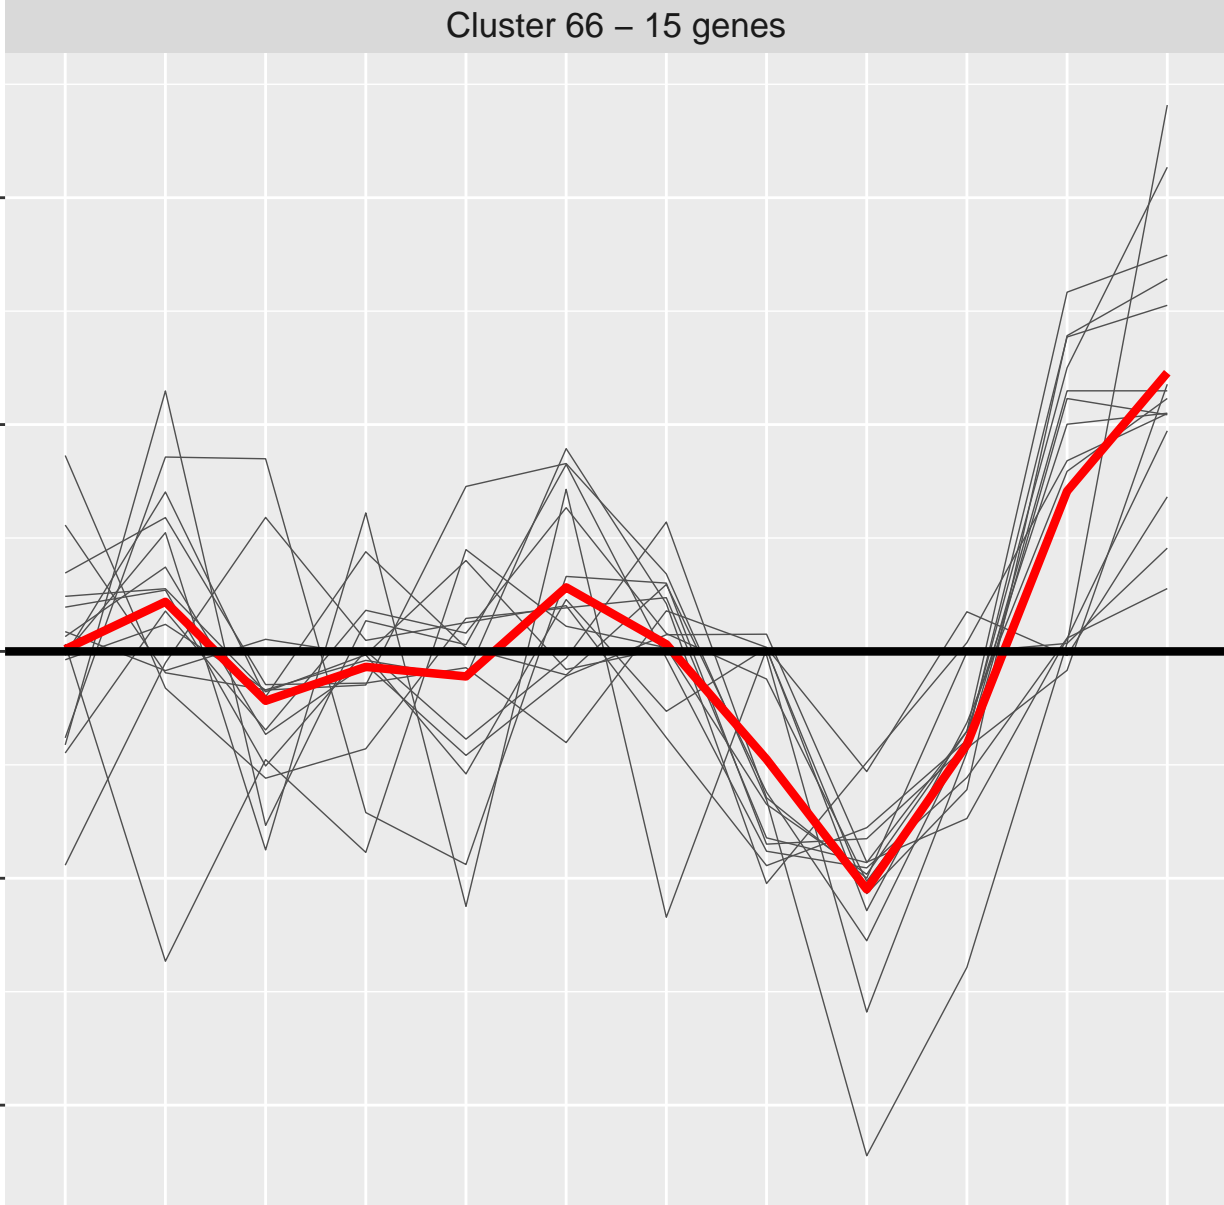

Cluster 67 – 26 genes

Standardized expressions

2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

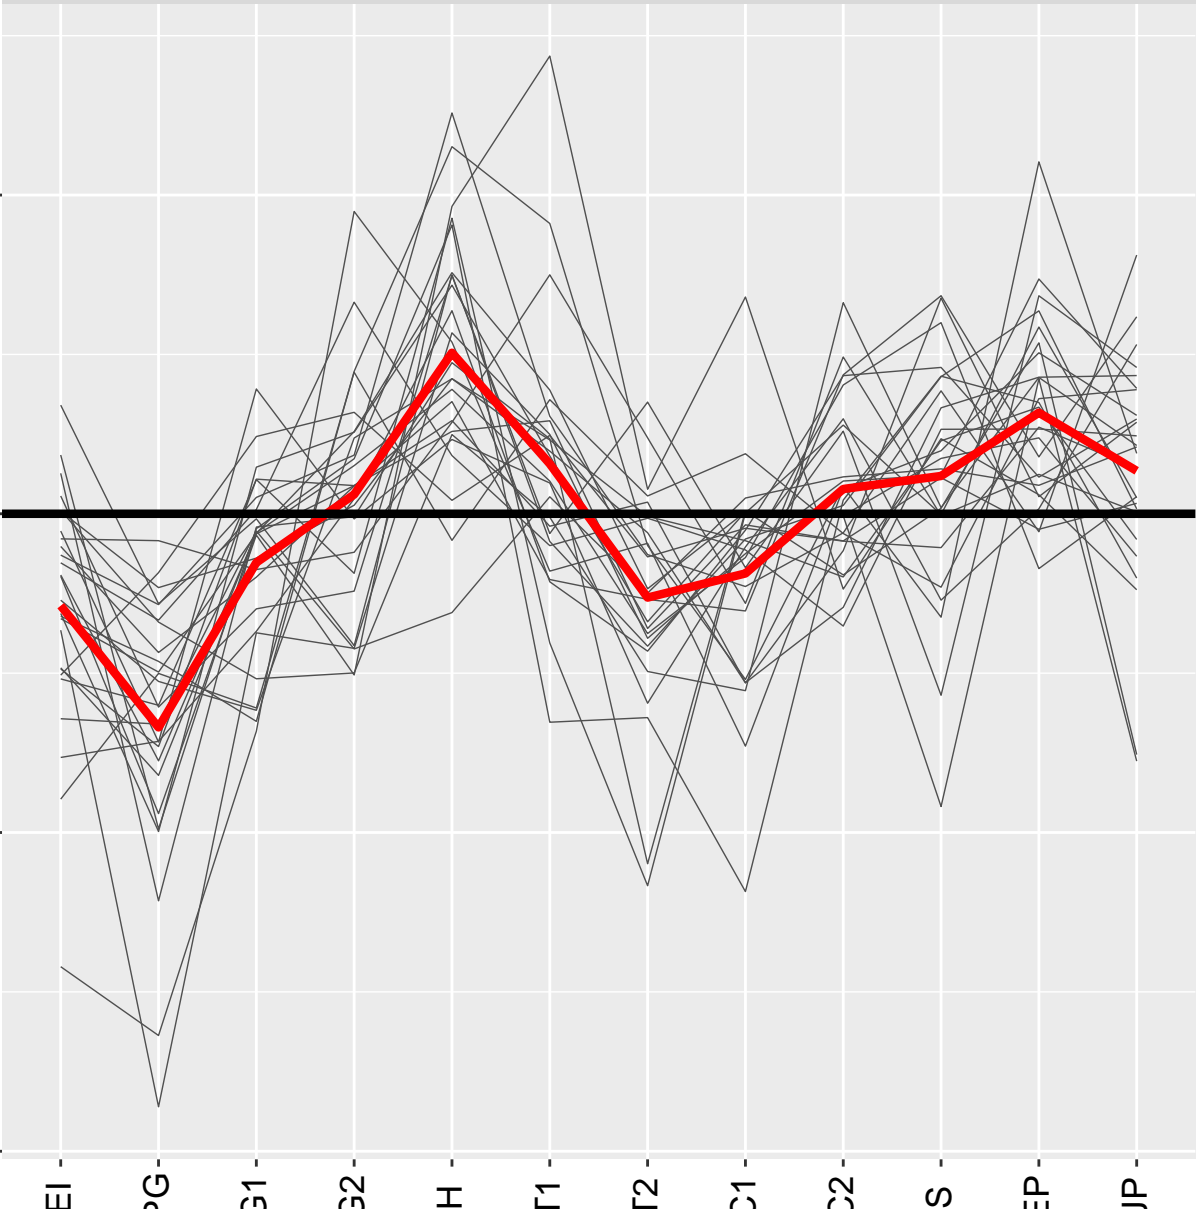

Cluster 68 – 11 genes

Standardized expressions

2  
1  
0  
-1  
-2

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

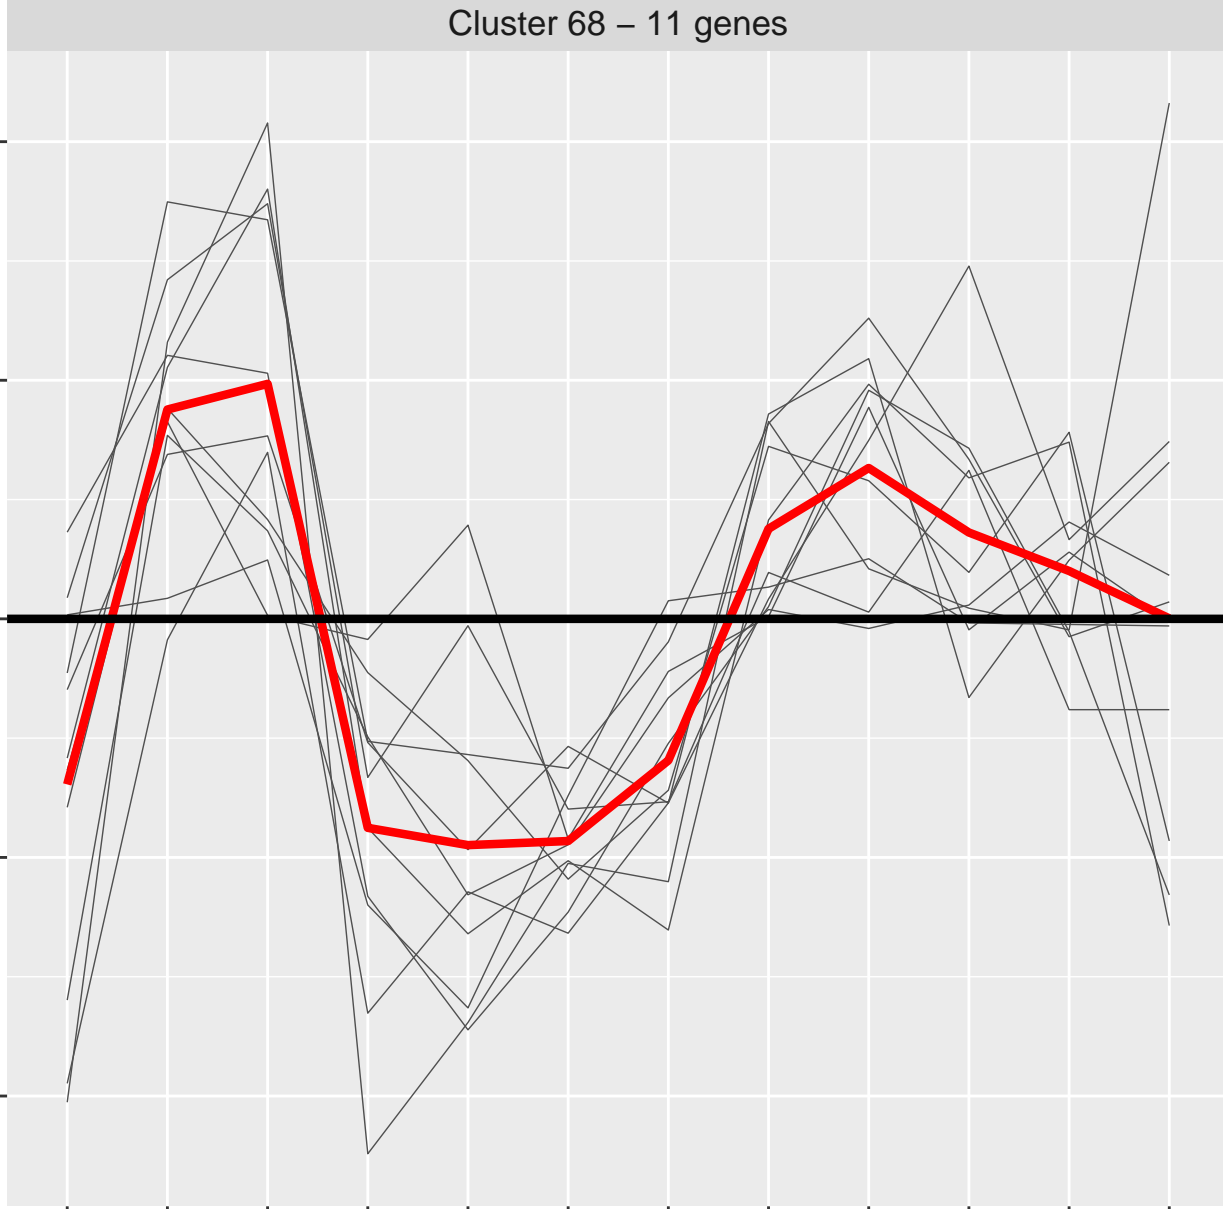

Cluster 69 – 62 genes

Standardized expressions

2  
0  
-2  
-4  
-6

El

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

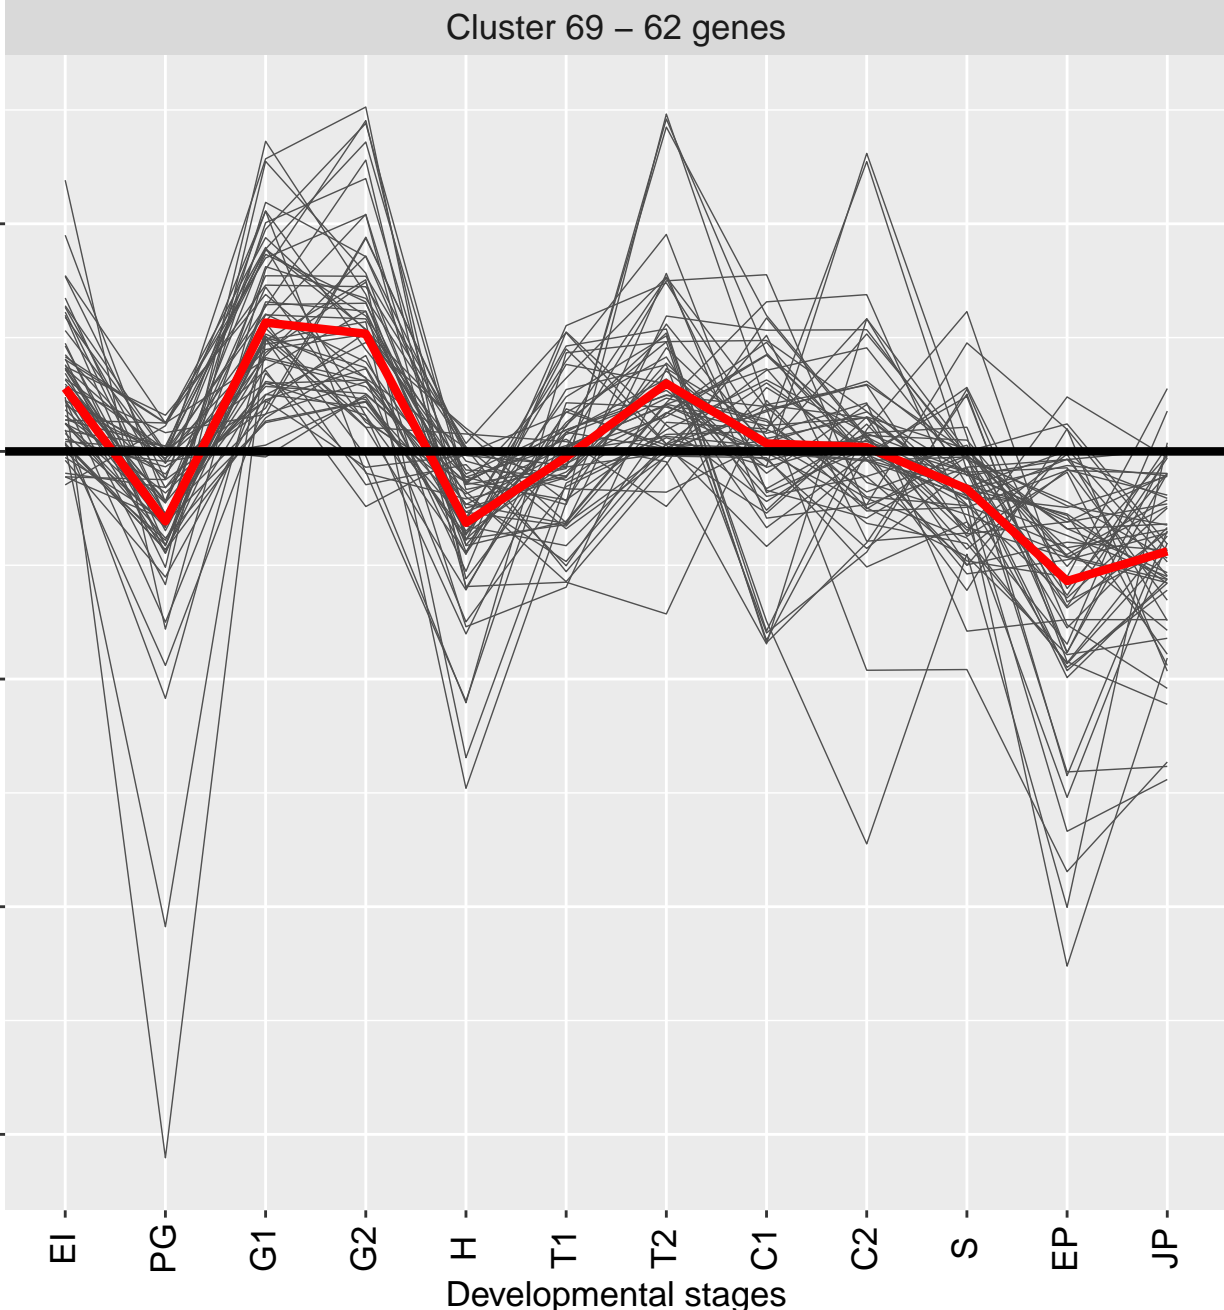

Cluster 70 – 241 genes

Standardized expressions

10

5

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

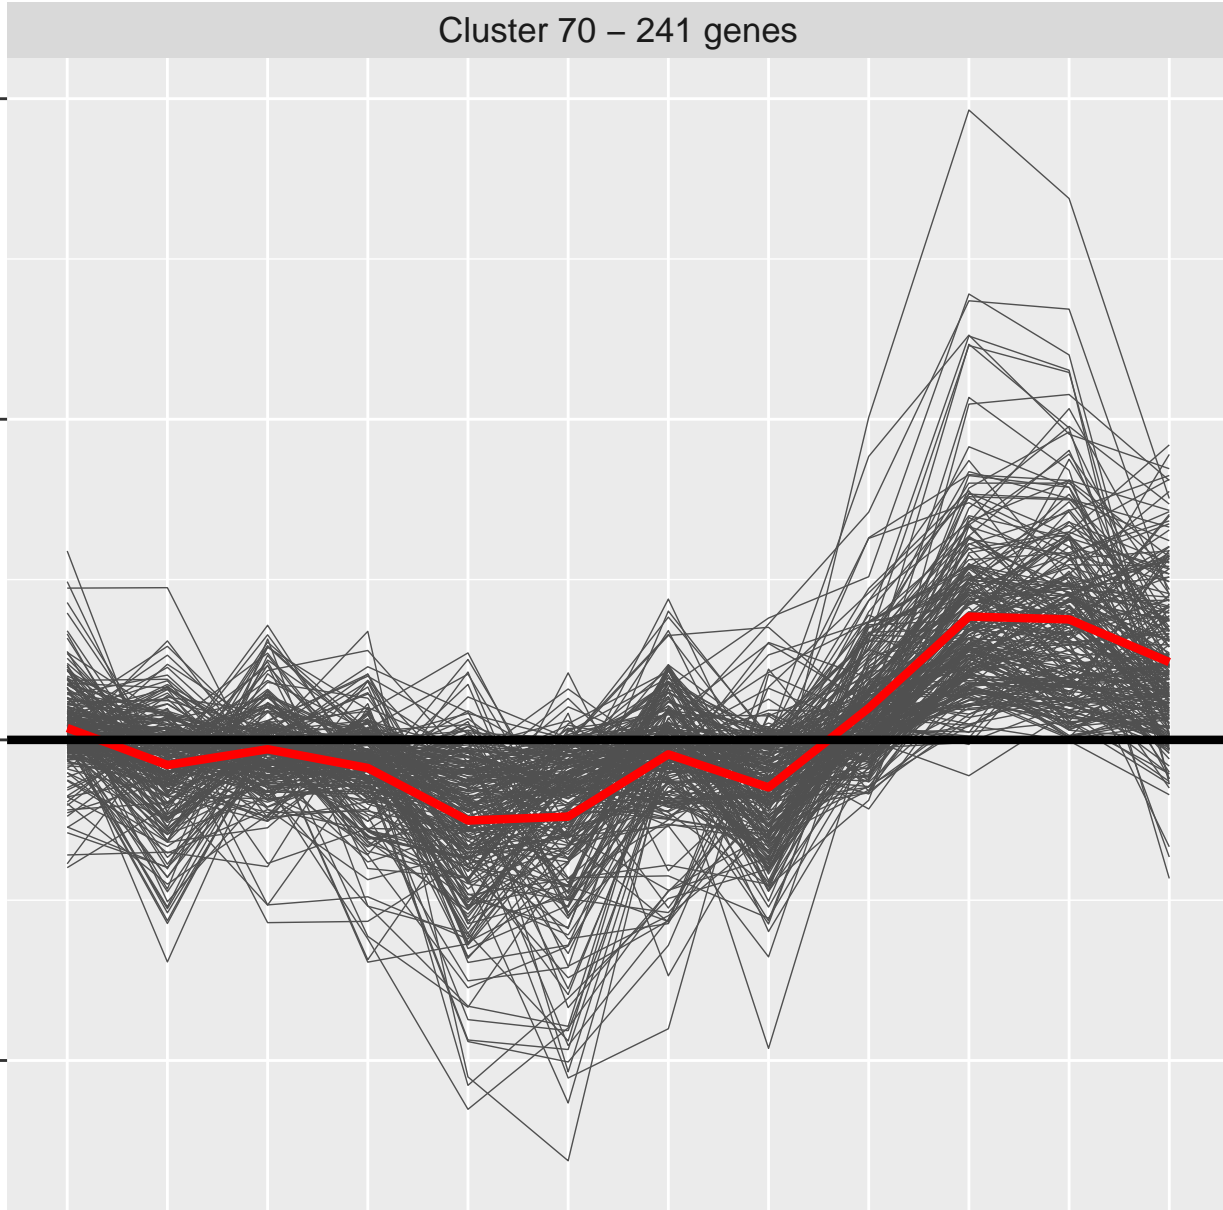

Cluster 71 – 44 genes

Standardized expressions

0

-5

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

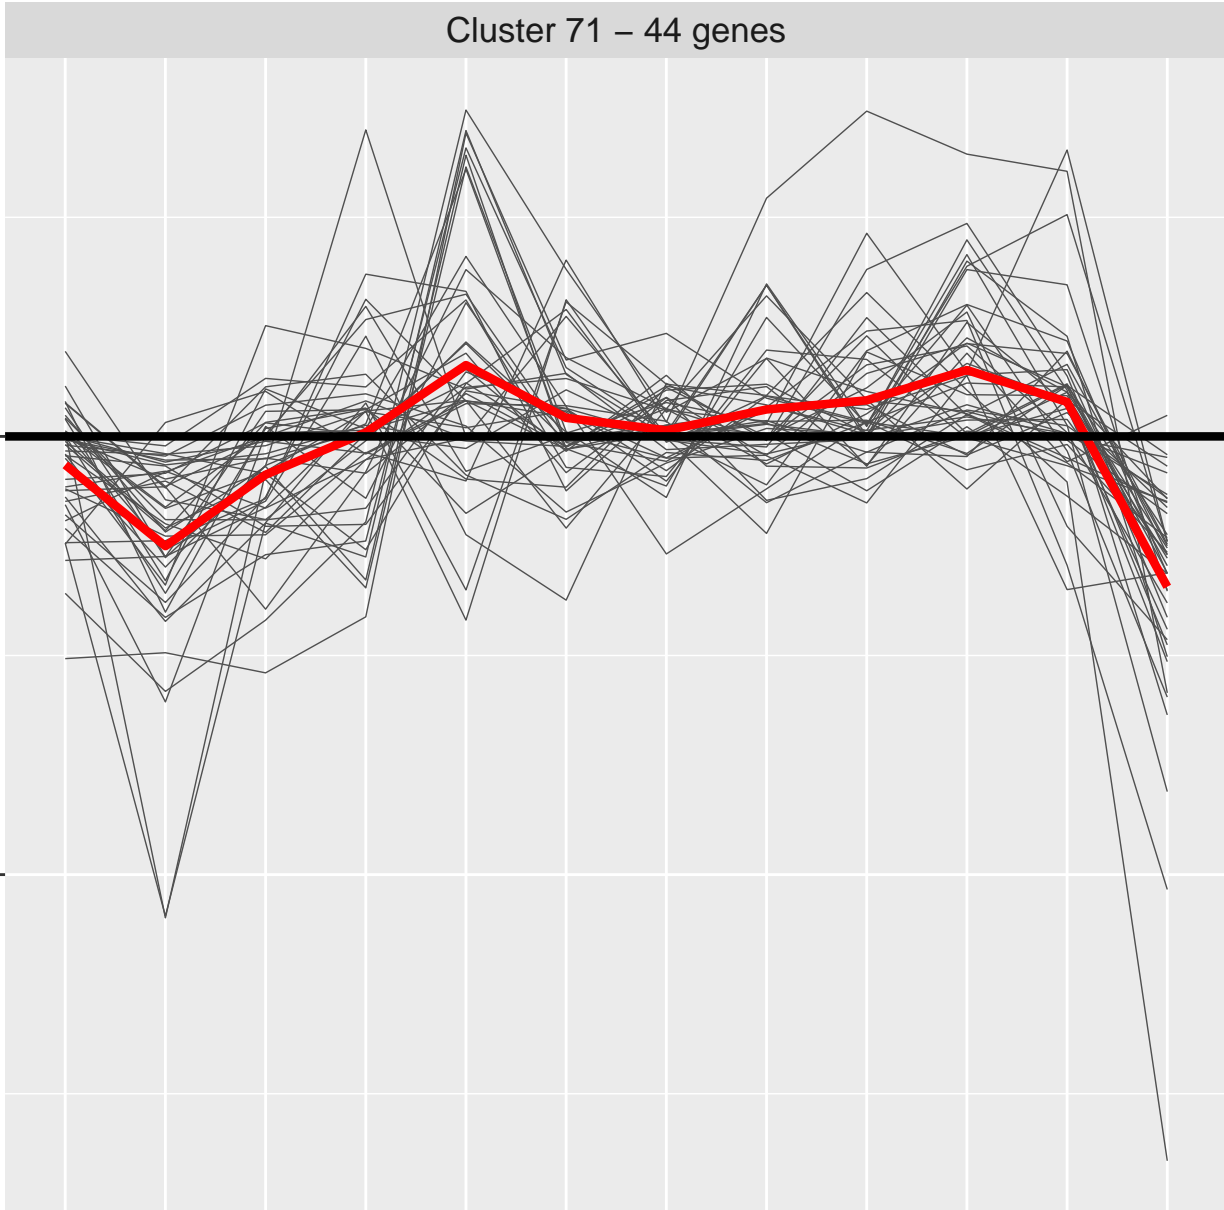

Cluster 72 – 18 genes

Standardized expressions

2

1

0

-1

-2

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

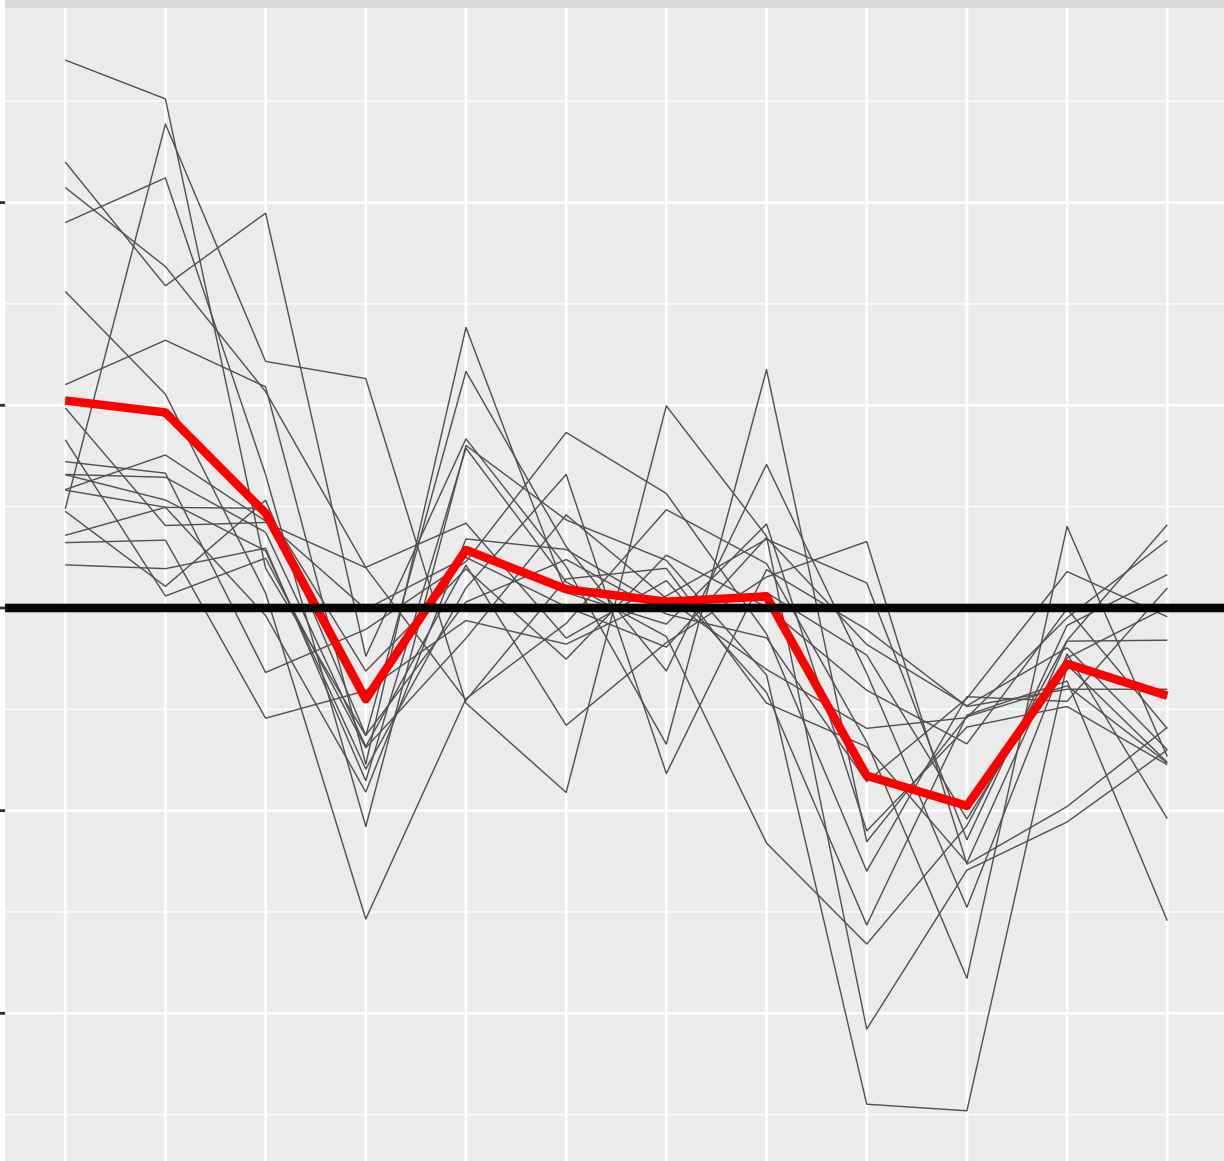

Cluster 73 – 22 genes

Standardized expressions

2.5  
0.0  
-2.5

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

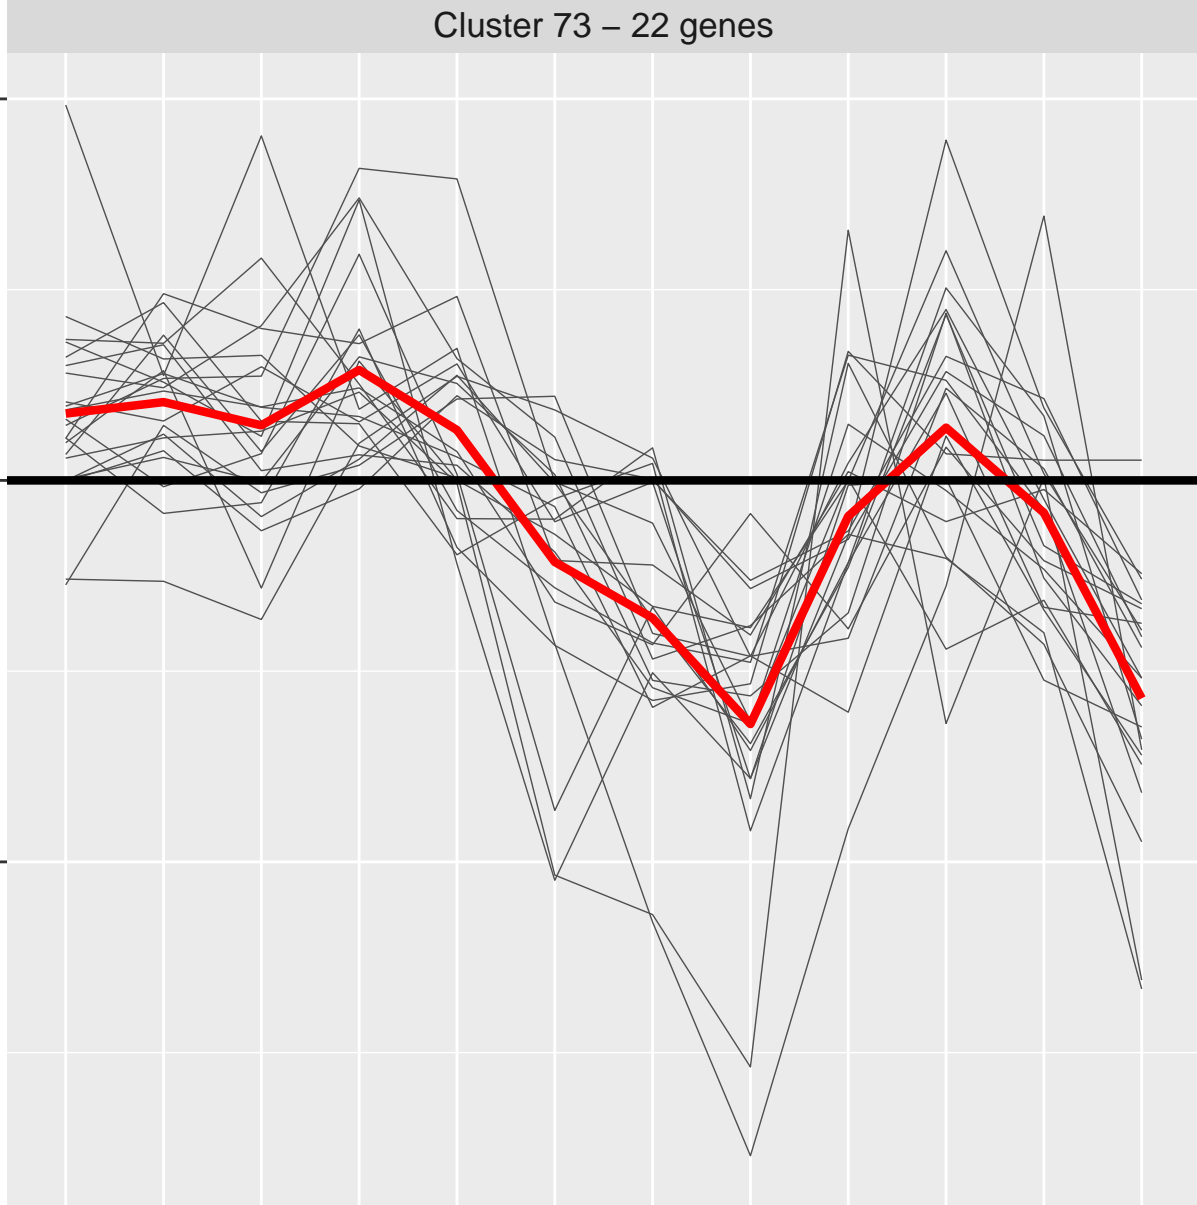

Cluster 74 – 55 genes

Standardized expressions

4

2

0

-2

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

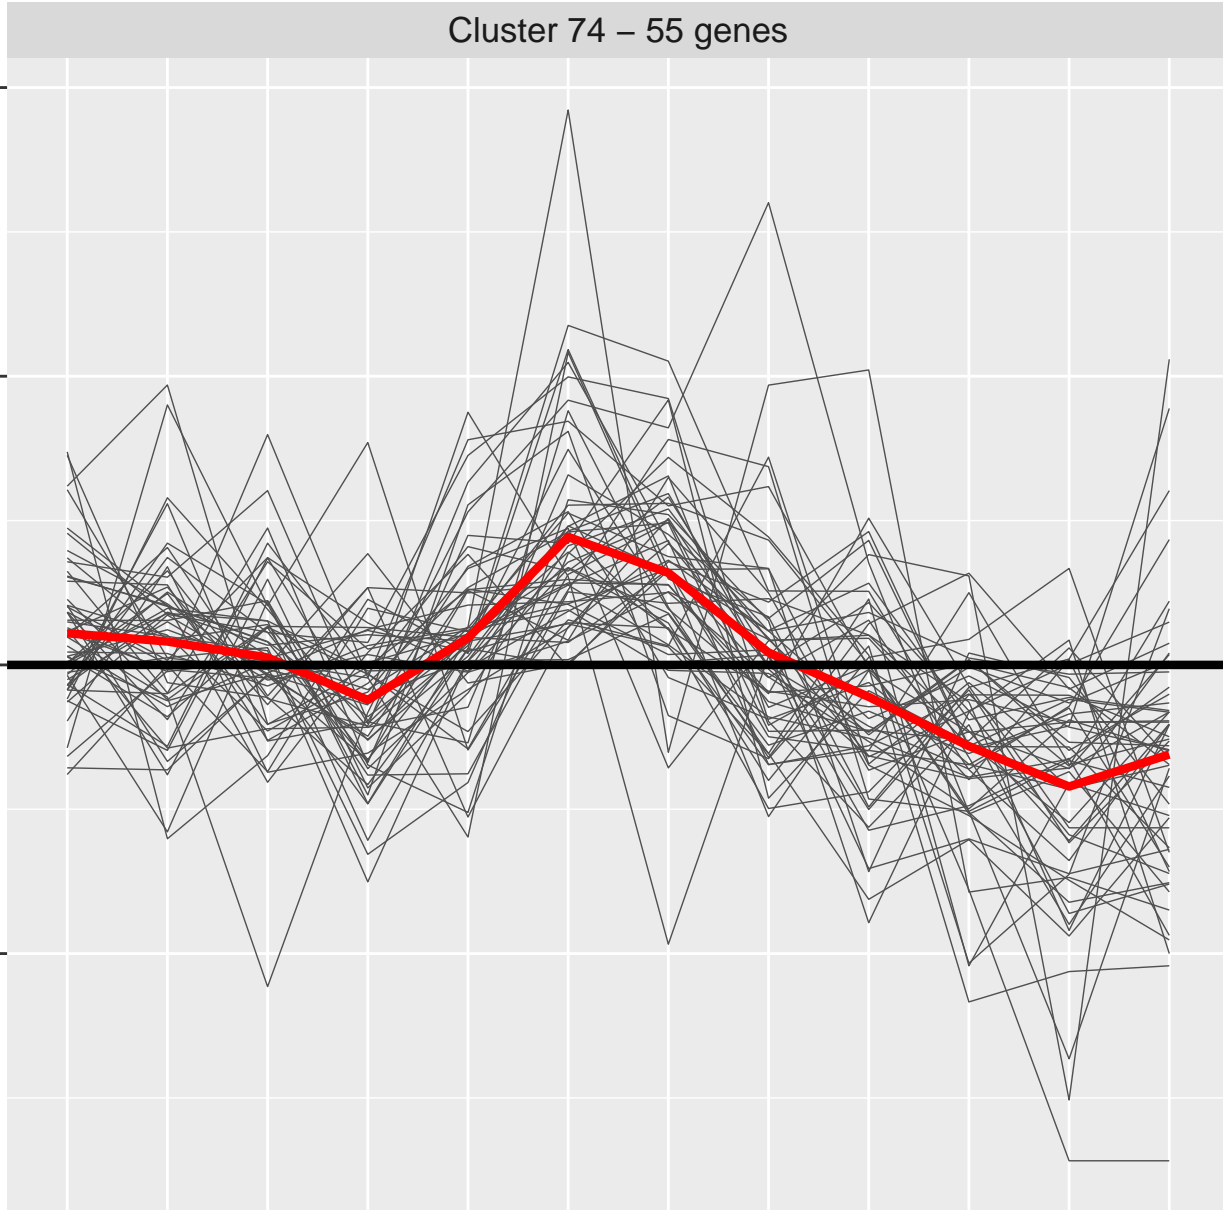

Cluster 75 – 51 genes

Standardized expressions

5.0  
2.5  
0.0  
-2.5

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

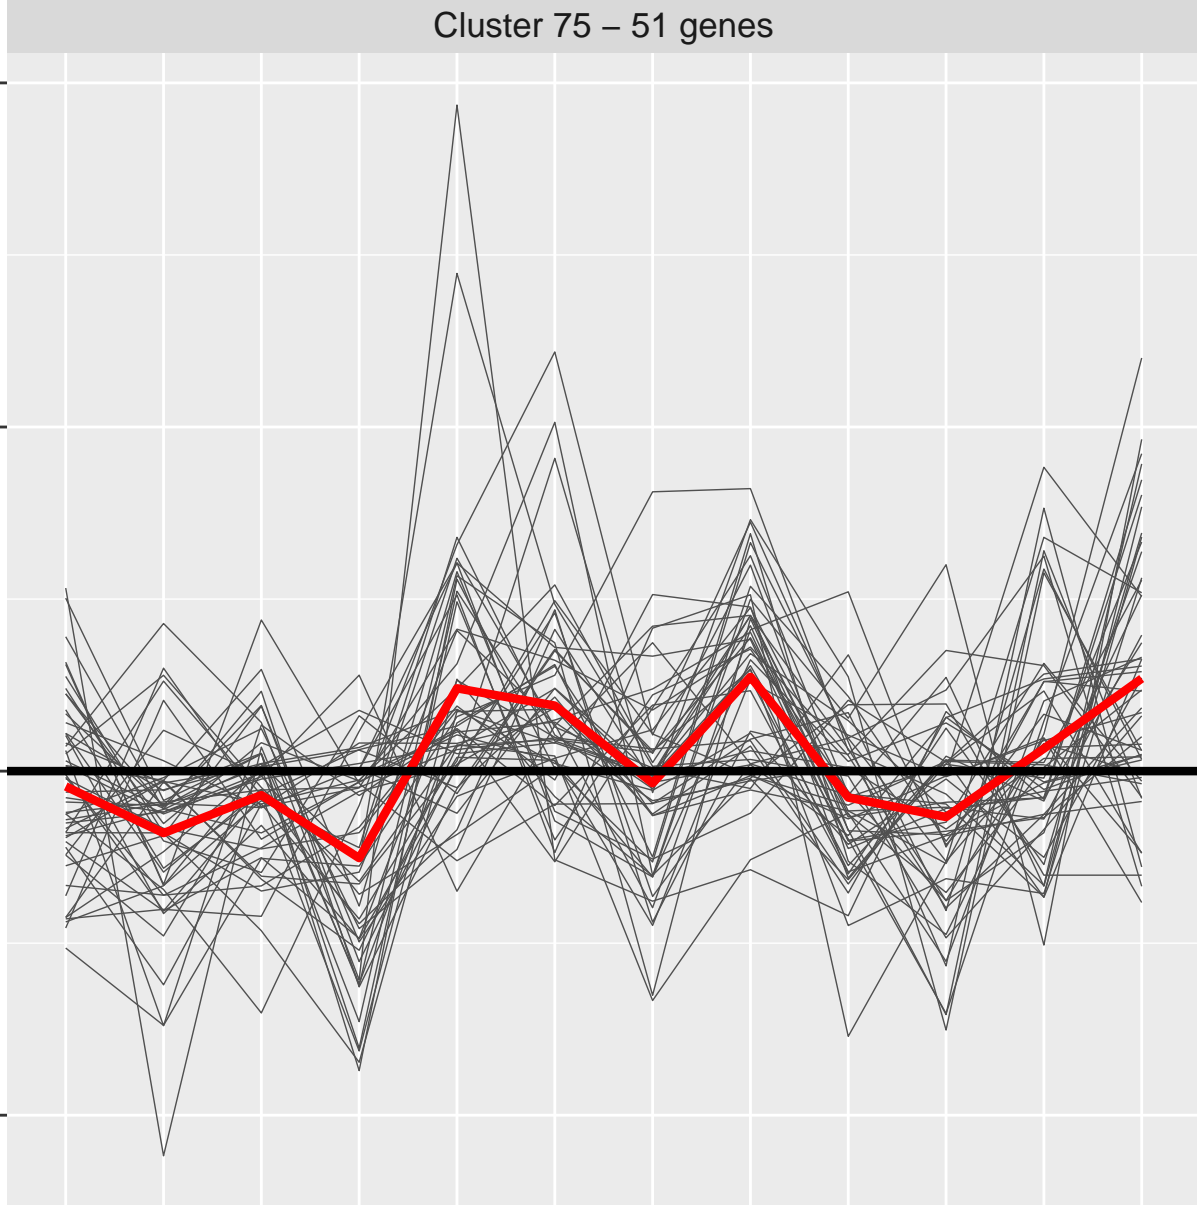

Cluster 76 – 8 genes

Standardized expressions

2

1

0

-1

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

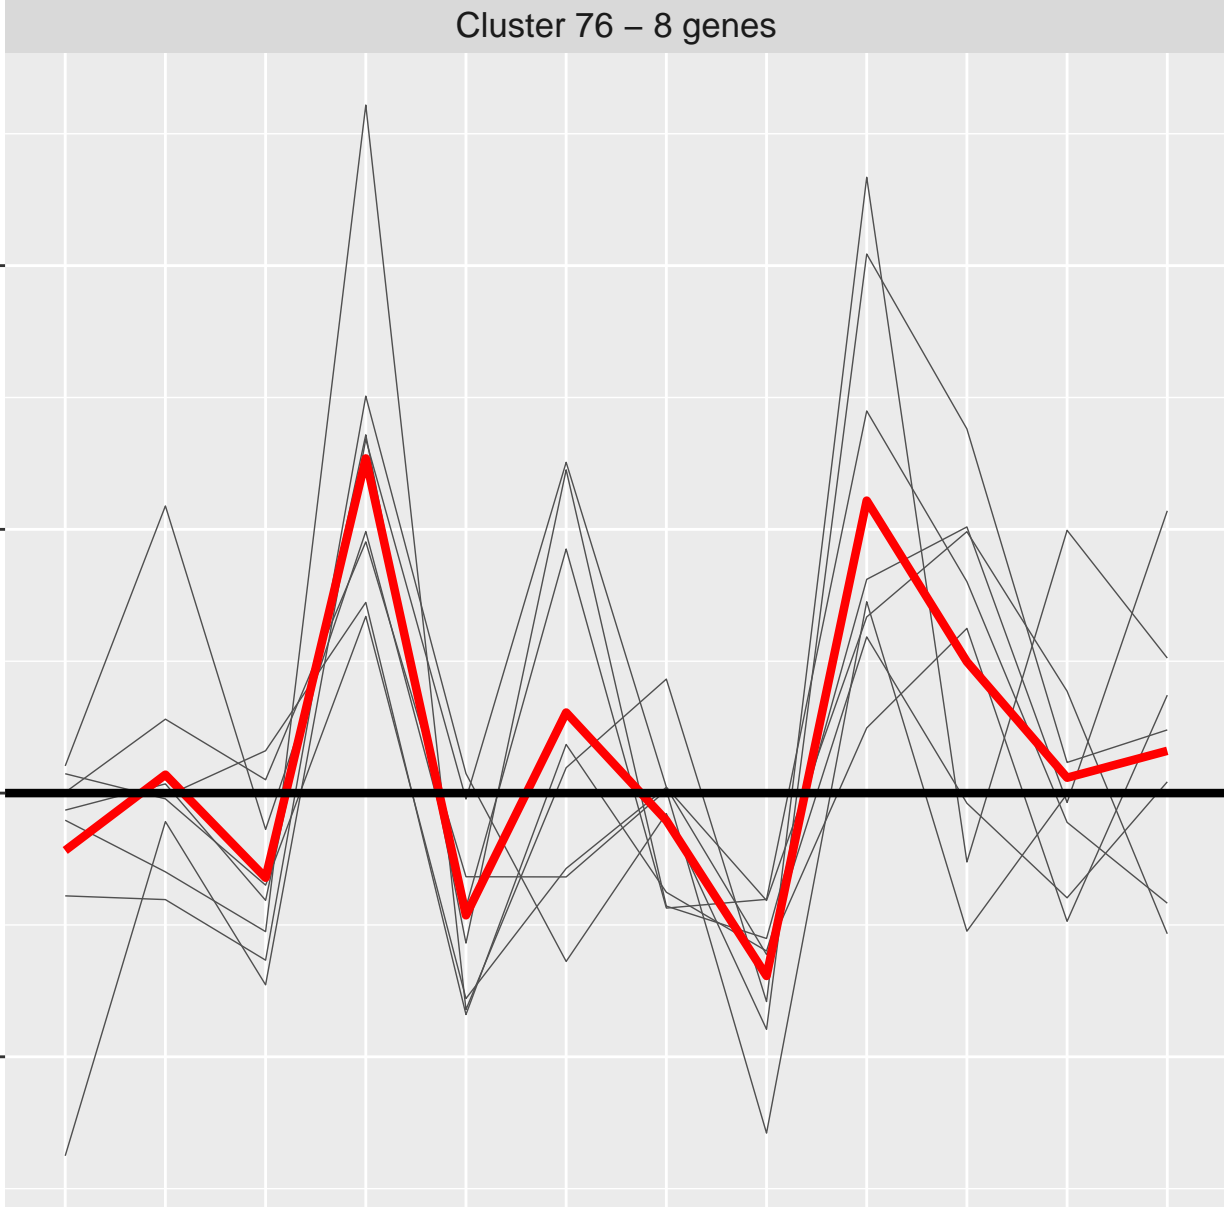

Cluster 77 – 134 genes

Standardized expressions

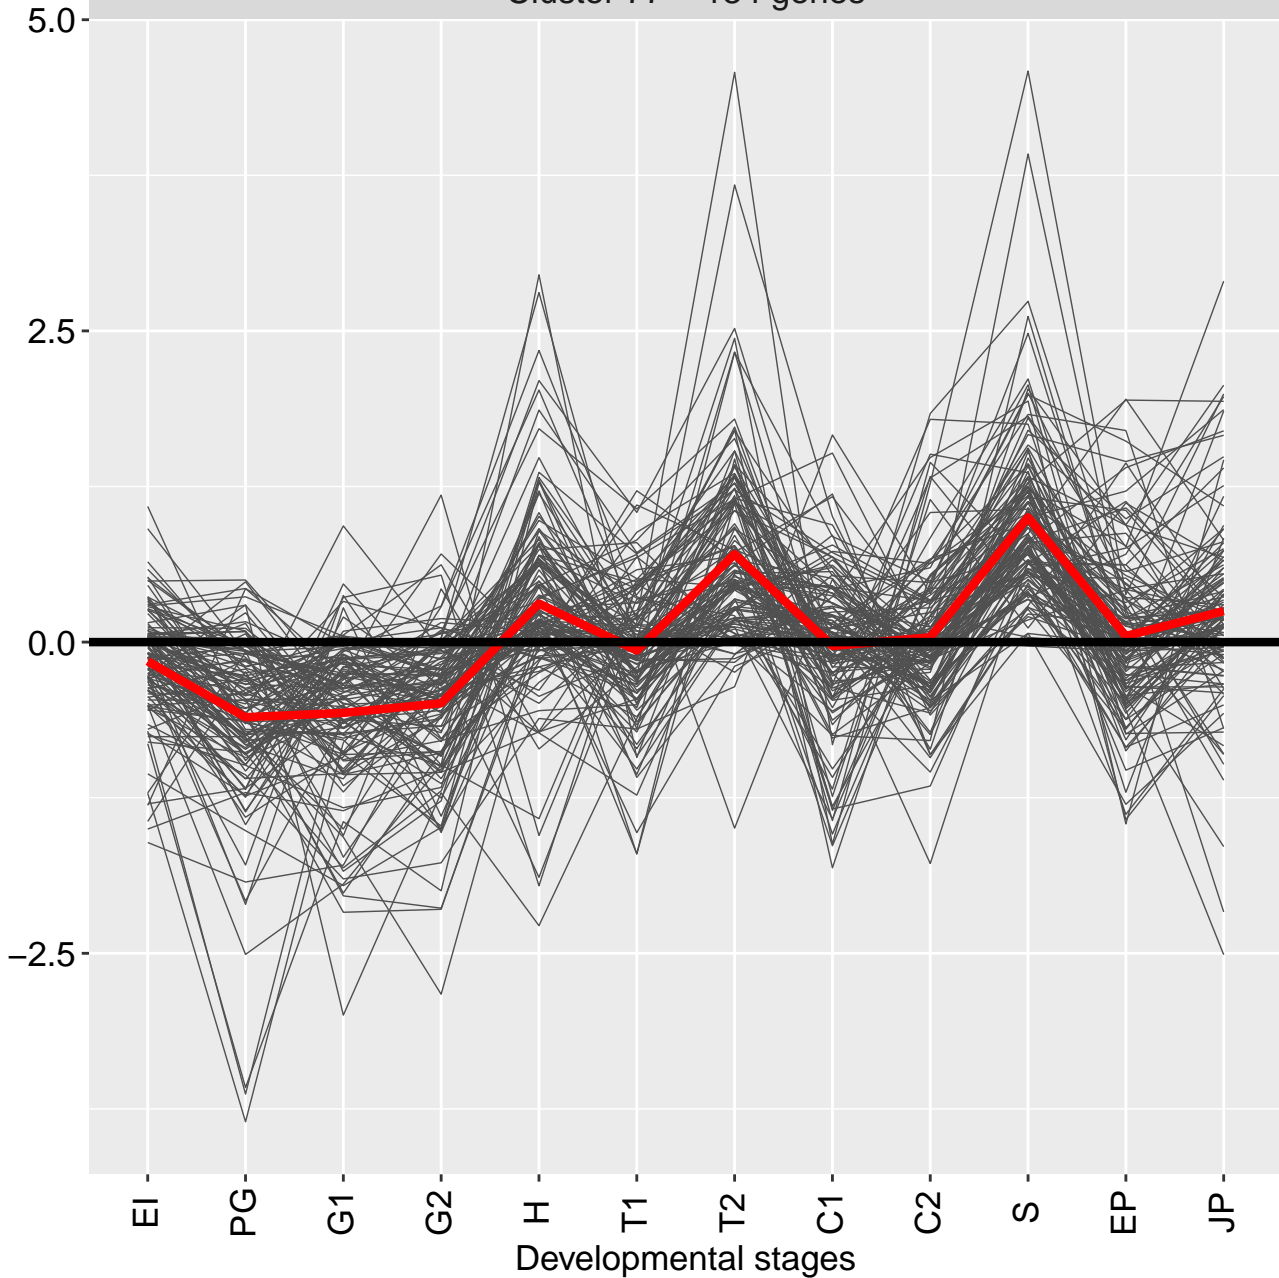

Cluster 78 – 5 genes

Standardized expressions

1  
0  
-1

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

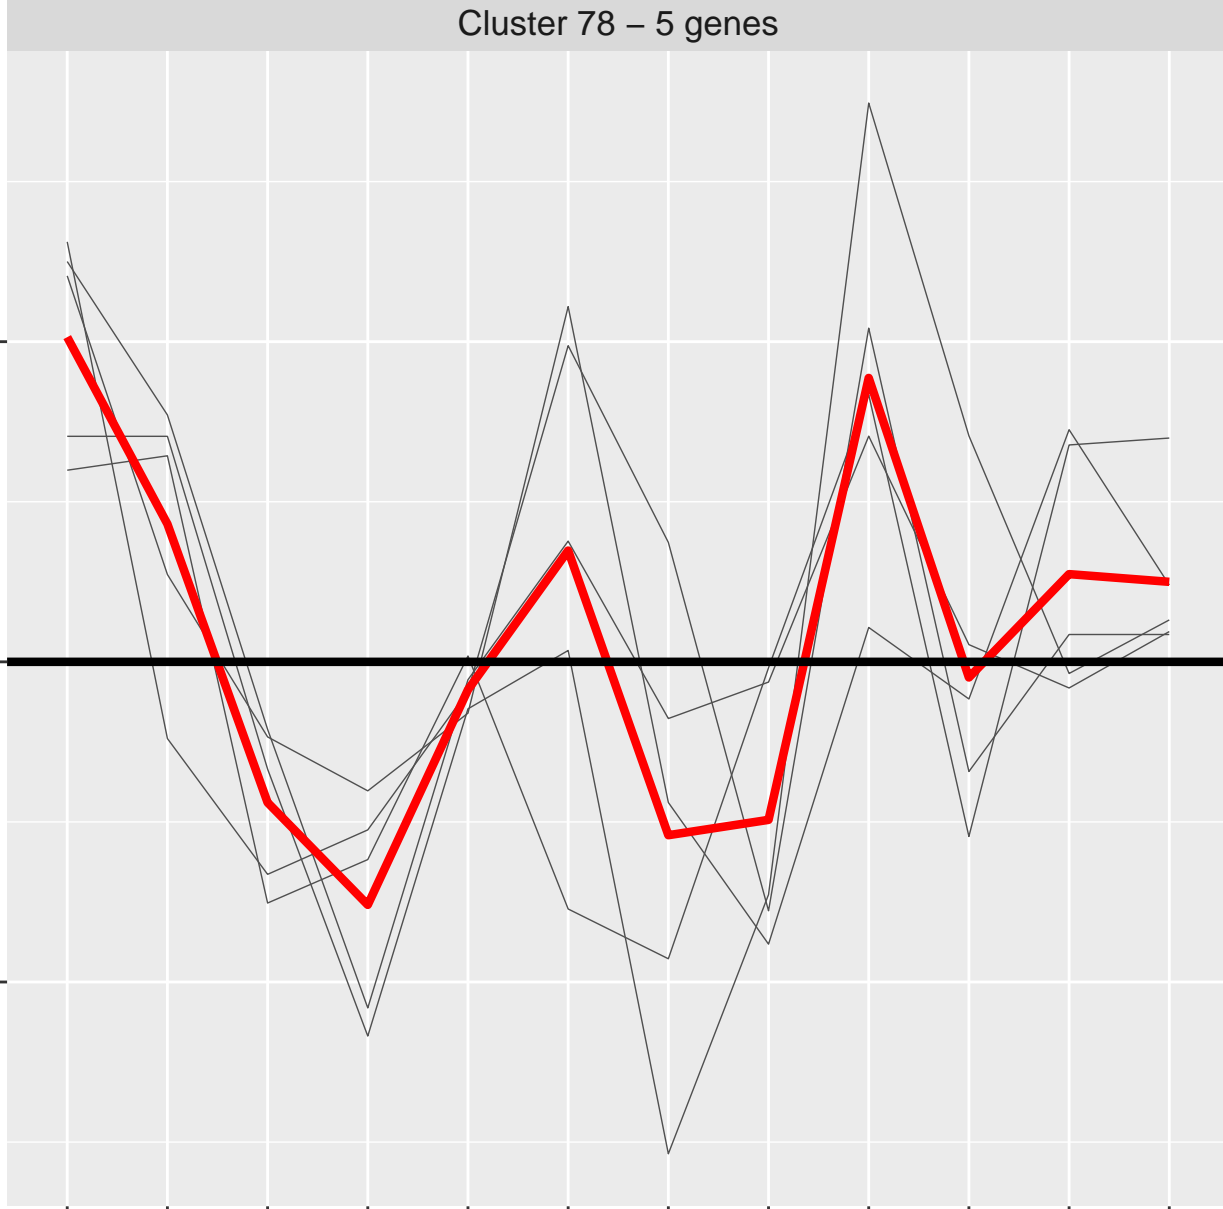

Cluster 79 – 88 genes

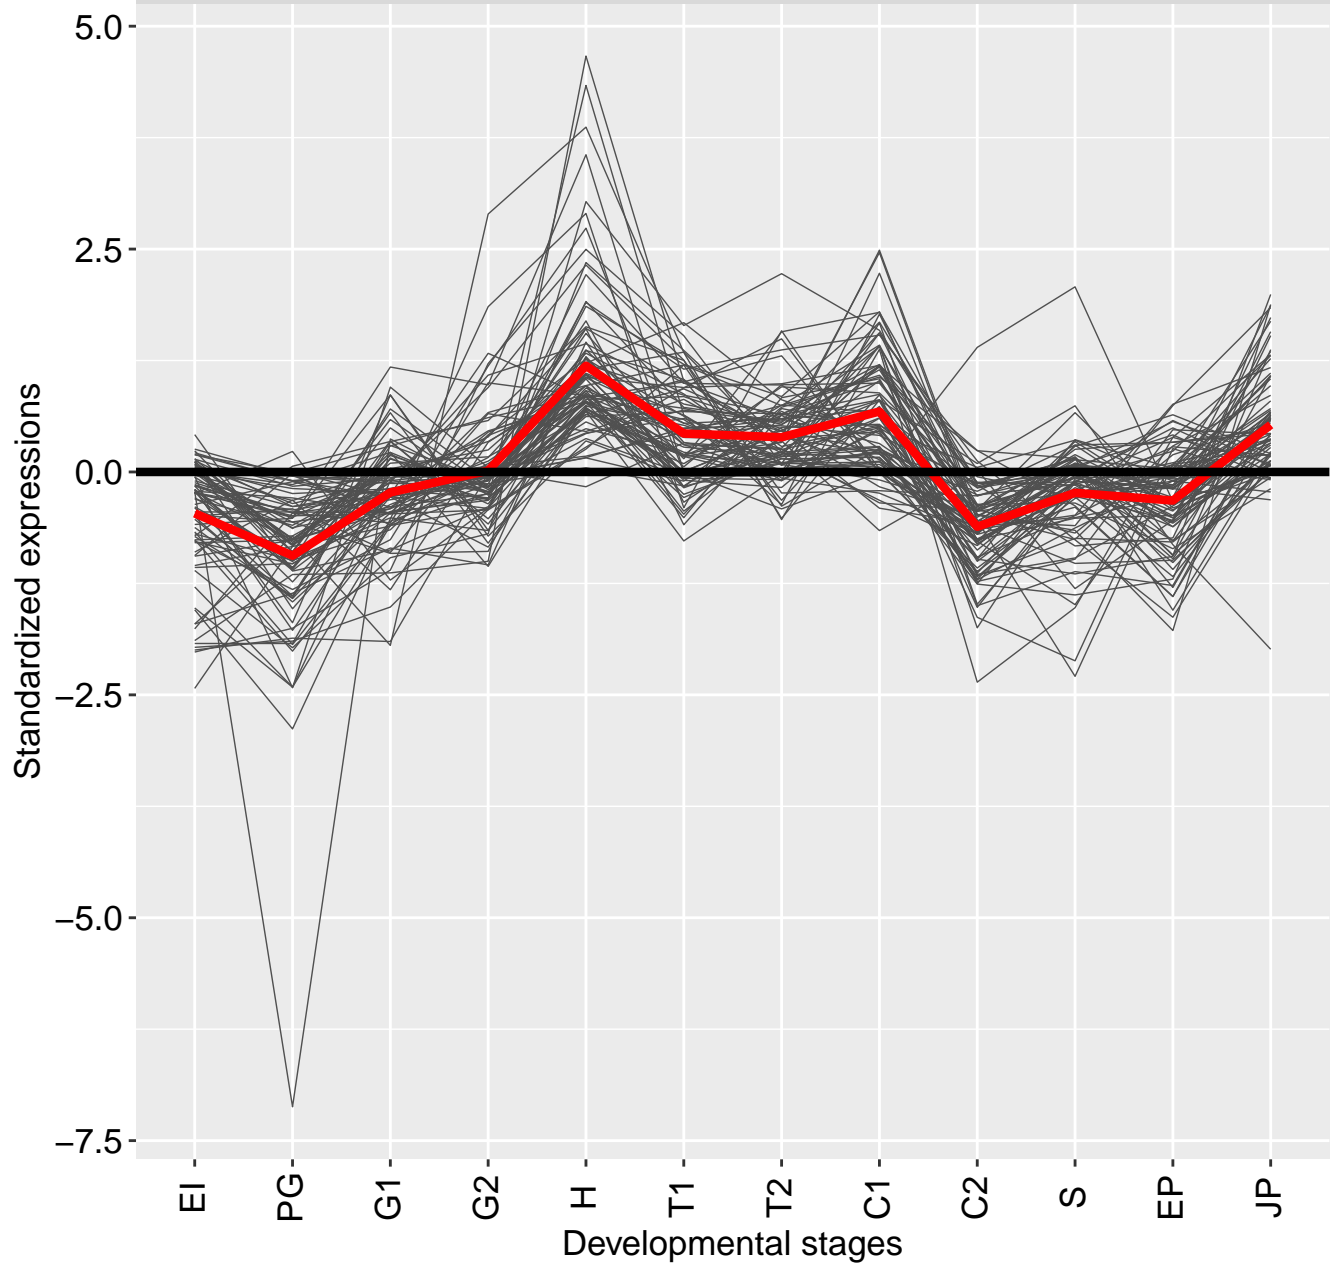

Cluster 80 – 78 genes

Standardized expressions

5.0  
2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

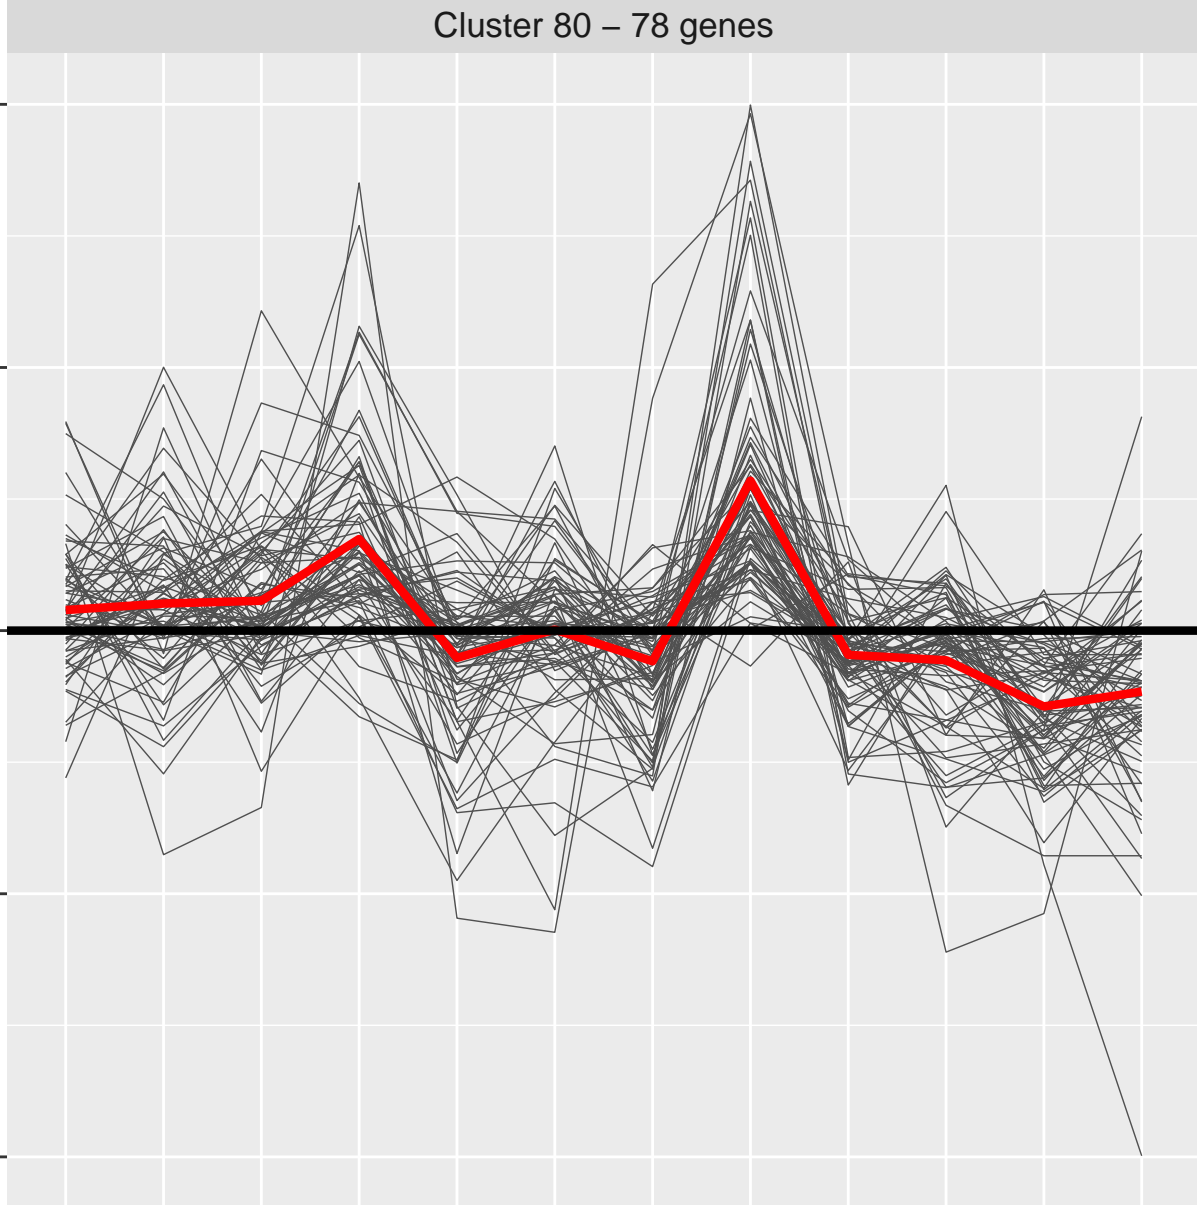

Cluster 81 – 159 genes

Standardized expressions

4  
2  
0  
-2  
-4

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

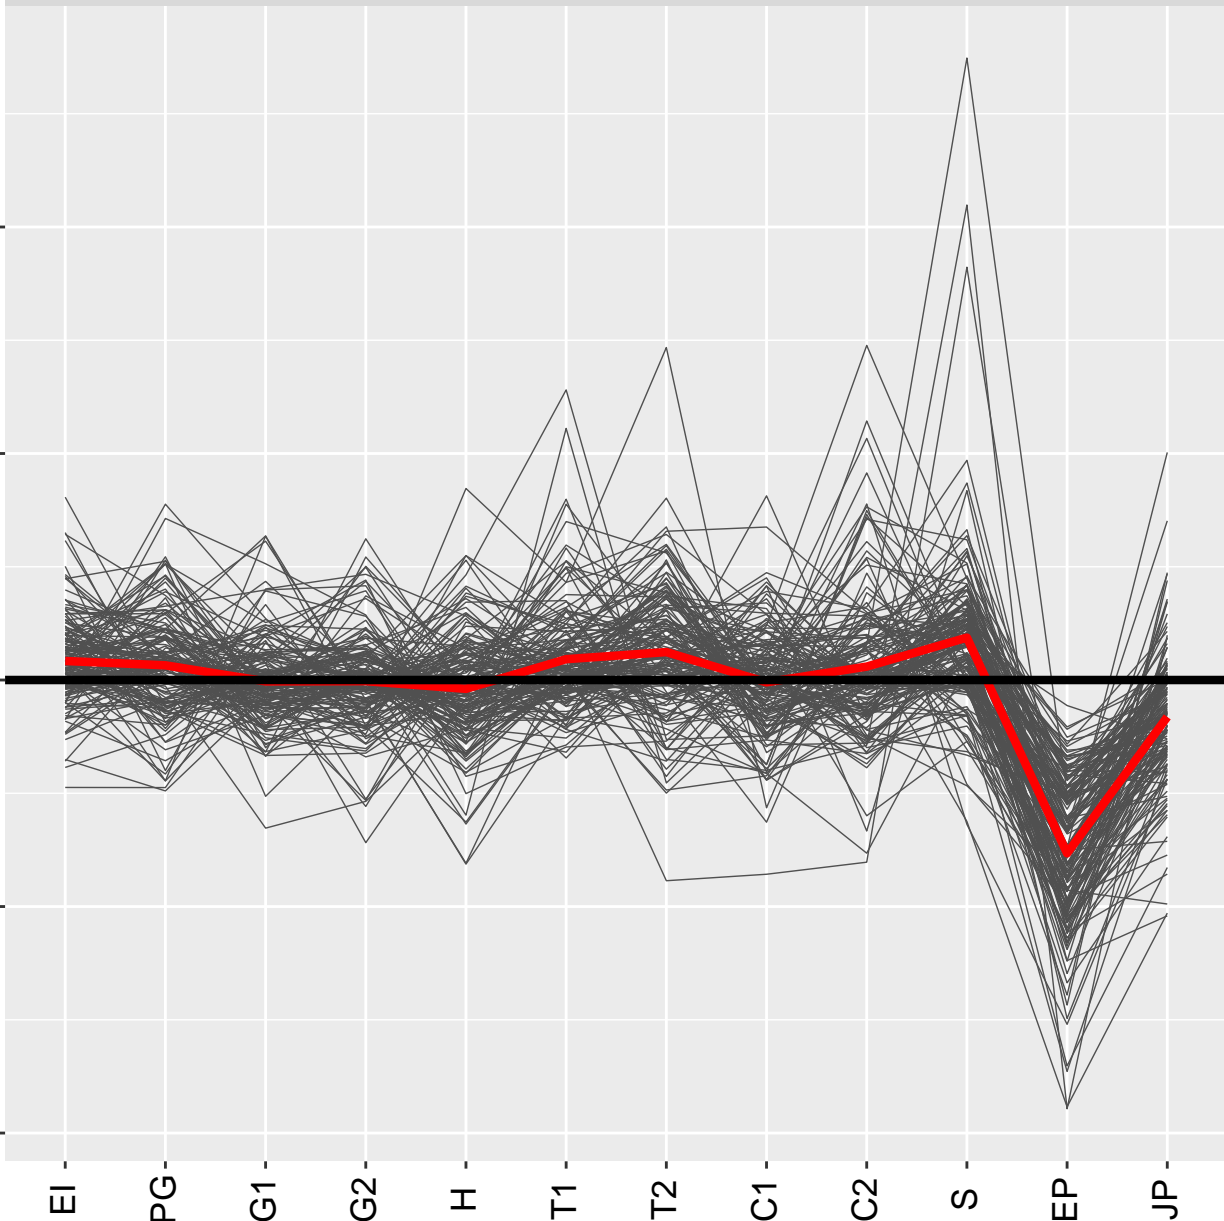

Cluster 82 – 52 genes

Standardized expressions

2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

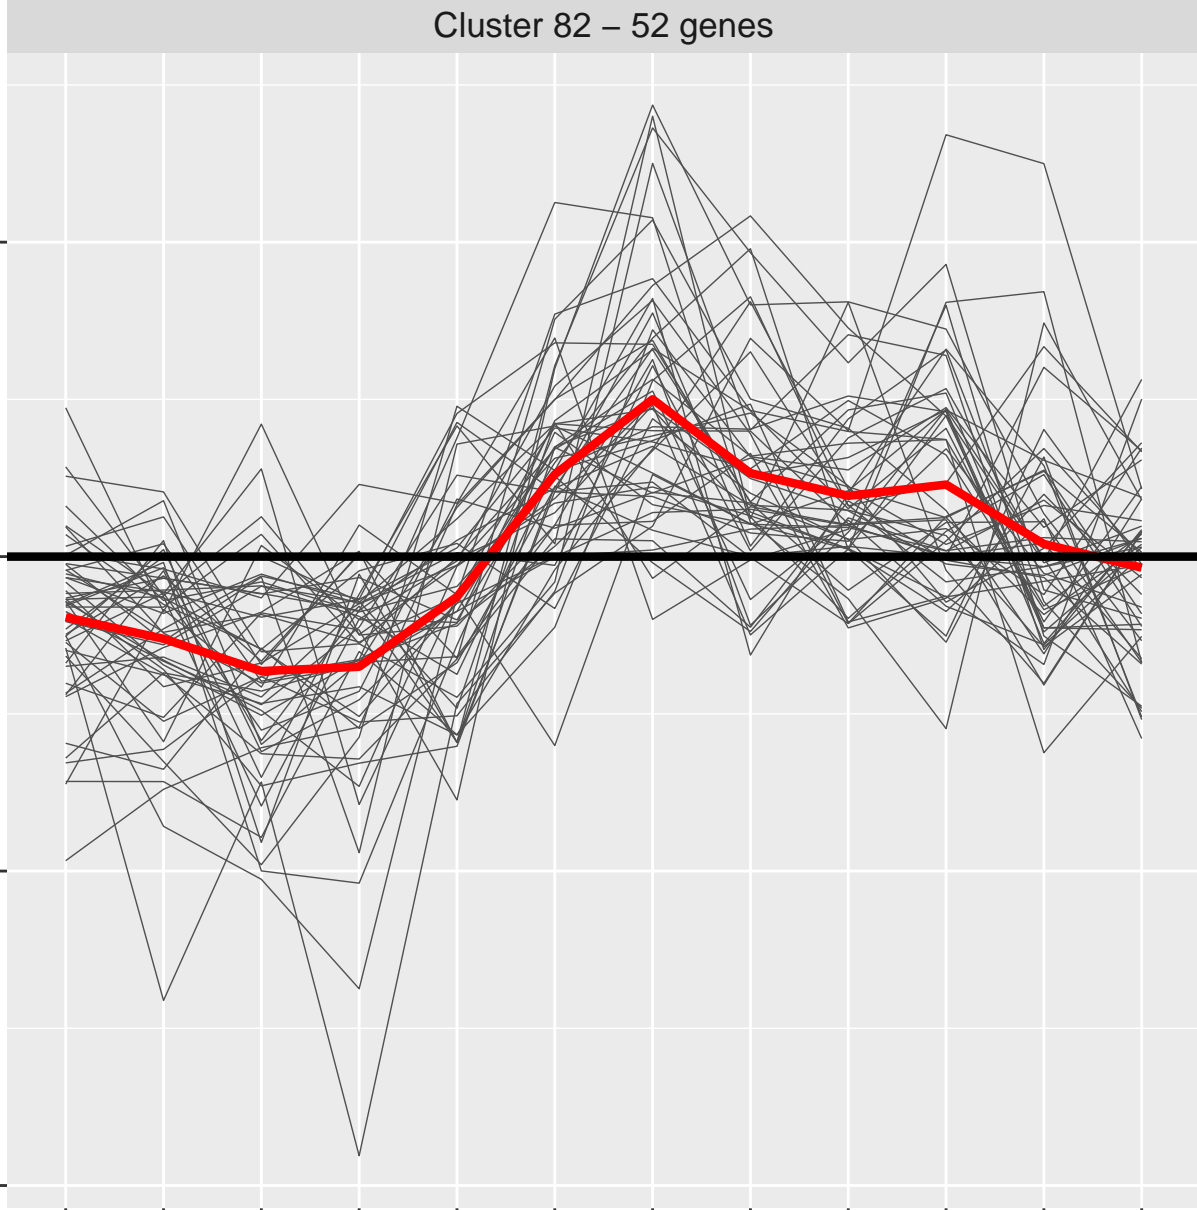

Cluster 83 – 9 genes

Standardized expressions

1  
0  
-1  
-2

EI

PG

G1

G2

H

T1

T2

C1

C2

S

EP

JP

Developmental stages

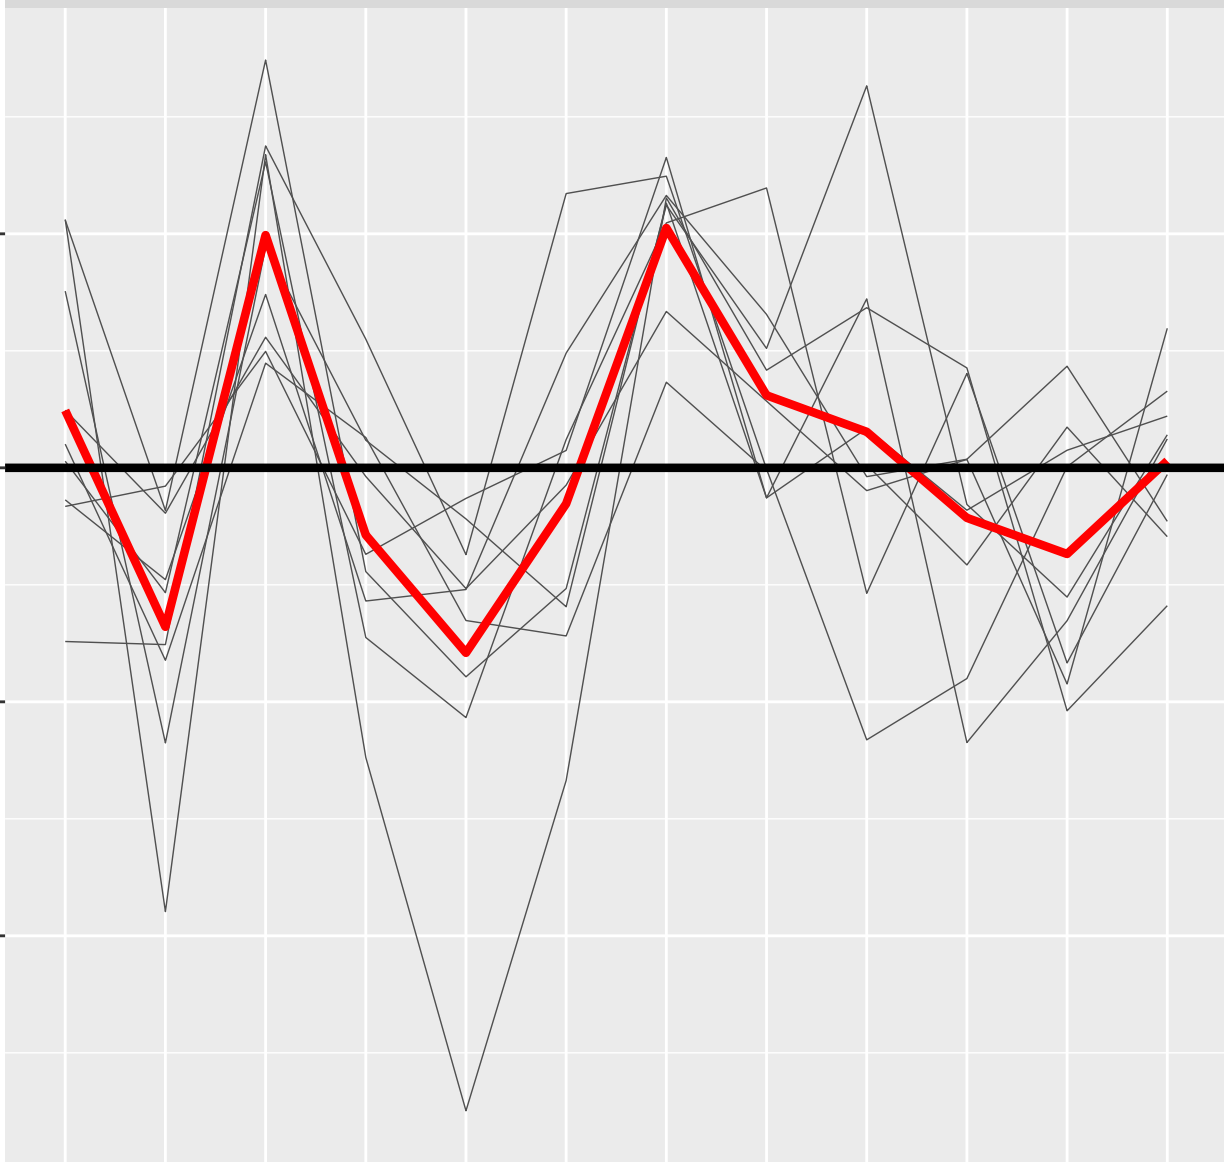

Cluster 84 – 4 genes

Standardized expressions

2  
1  
0  
-1  
-2

El PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

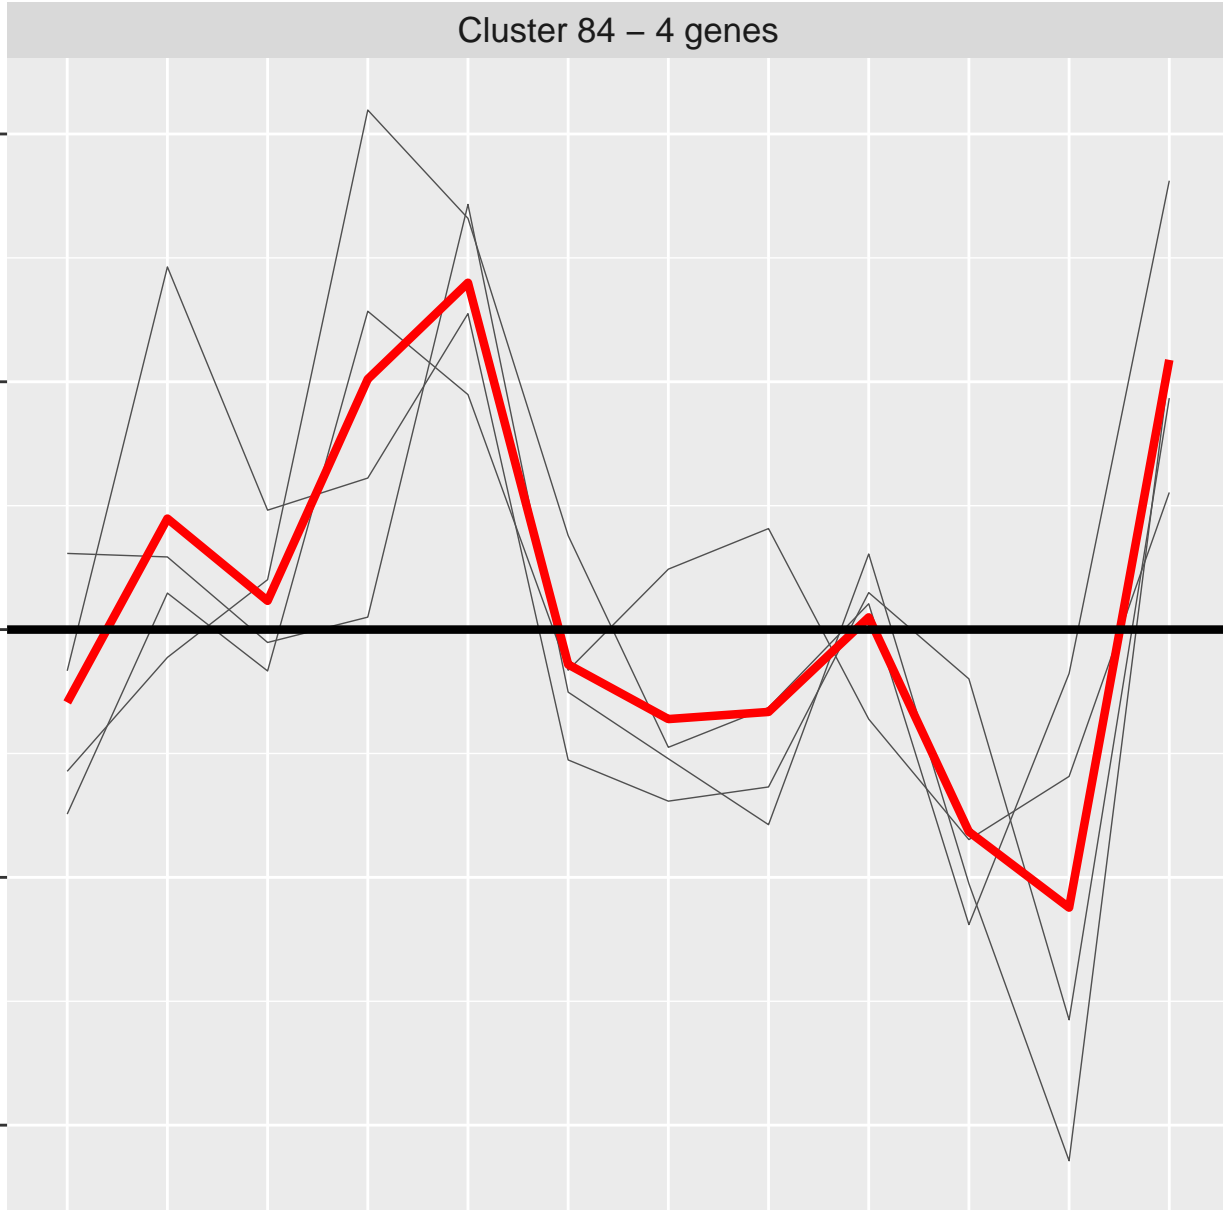

Cluster 85 – 8 genes

Standardized expressions

2.5  
0.0  
-2.5  
-5.0

EI PG G1 G2 H T1 T2 C1 C2 S EP JP

Developmental stages

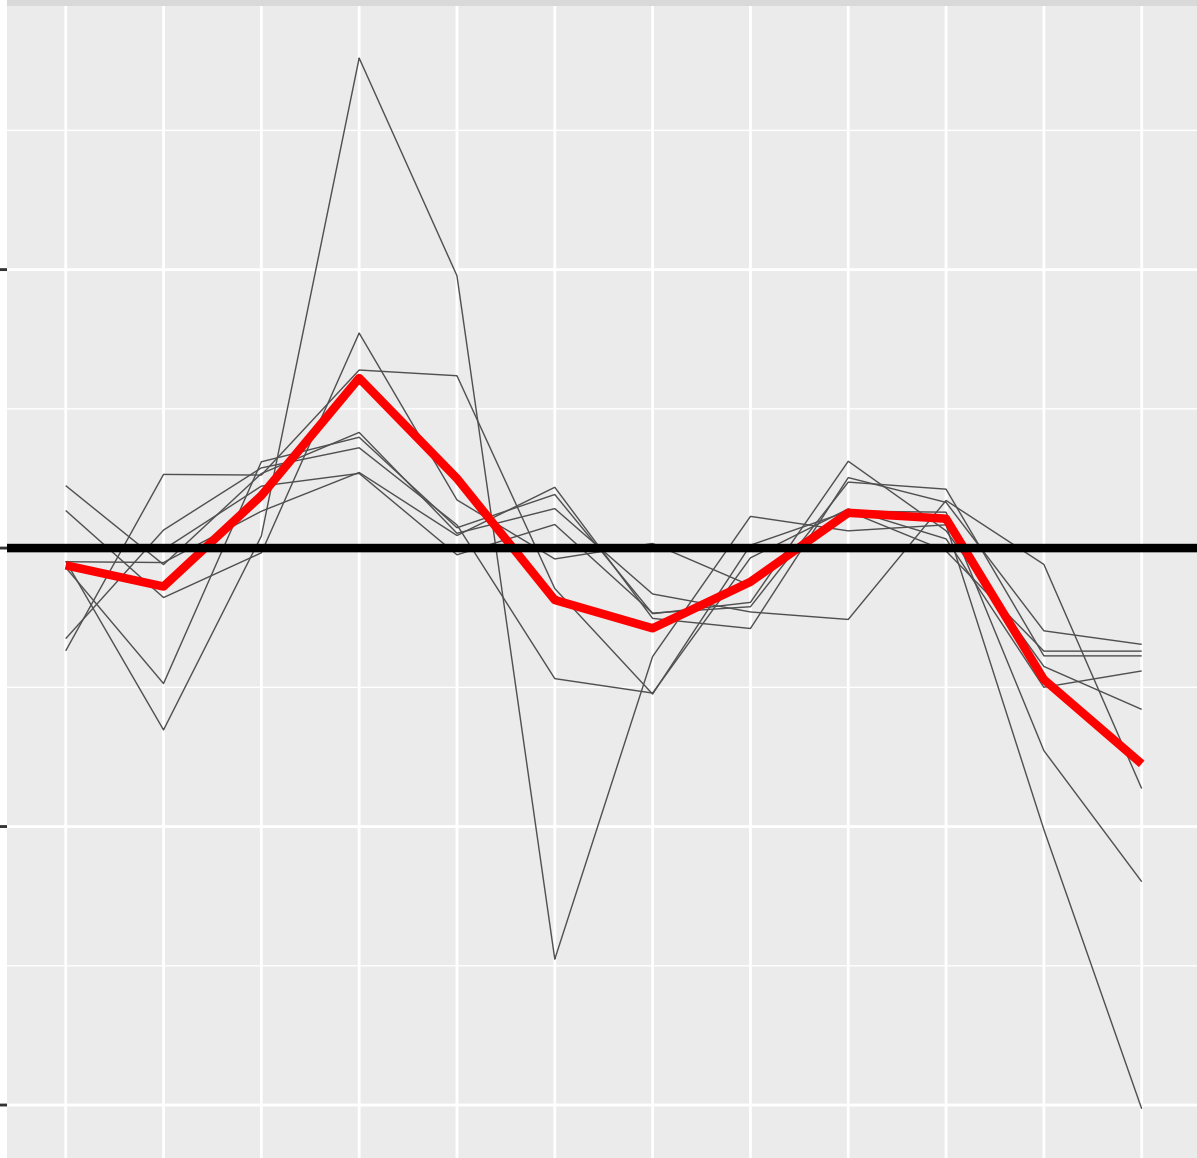

**Supplement:** Supplementary file 6 — Supplementary Data 3

# Supplementary material for: Developmental phylotranscriptomics in grapevine suggests an ancestral role of somatic embryogenesis
**Source:** Commun Biol. 2025 Feb 20;8:265. doi: 10.1038/s42003-025-07712-w
**Supplement:** Supplementary file 9 — Supplementary Data 6

*Dugesiella* *abrotus* bv 1 str 9 941  
Chlorophenanthro thalassius atcc 35110  
Listeria tenebrionis ts1 s10 1187  
Lactococcus ondeseni  
Moraxella catarrhalis 7169  
Ilyobacter polytropus dsm 2926  
Eryngyba confervicida b01 24251  
Methylobacillus flagellatus kt  
Eggerthia catenuliformis atcc 569 dsm 20559  
Corynebacterium sp 2002 216  
Thermodesulfatator californicus  
Cystobacter fuscus dsm 2282  
Xanthochromia pseudomonas 1710b  
Chloroflexus aurantiacus j 10 fl  
Salinibacter ruber dsm 13855  
Thaurea phenylacetica 31  
Borrelia burgdorferi b31  
Aquifex aeolicus v15  
Thermaplasma volcanium dsm 5159  
Holdenomyia filiformis dsm 12042  
Flavobacterium psychrophilum ip02 86  
Chromomyces apiculatus dsm 436  
Escherichia coli str k 12 substr mg1655  
Shigella dysenteriae sd197  
Leptospira interrogans serovar lat 31 56601  
Marrichium hirsutum serotype a2 str ovine  
Proteus mirabilis h3020  
Ceccebia lonanensis lvs  
Desulfotomaculum thiooxidans dsm 4028  
Neisseria meningitidis 22491  
Thermosulfobacter takaii ab70s6  
Lawsonella intracellulare dsm 12215  
Micrococcus luteus nctc 2665  
Candidatus synecchococcus spongiorum sp3  
Eryngyba sp 2002 216  
Vibrio cholerae o1 biovar el tor str n16961  
Treponema pallidum subsp pallidum str nichols  
Thermoplasma maritima msb8  
Chromobacterium parvum  
Geobacter sulfurreducens pca  
Rubidobacter lacunae kord1 s1  
Entisphaera araneae dsm 3643  
Cetobacterium somerae atcc baa 474  
Cetobacterium radiodurans r1  
Candidatus thiosphaera 123 s14  
Microcystis aeruginosa nies 843  
Thermodesulfobacterium geofontis opf15  
Thermoplasma acidophilum 1702  
Lysinibacillus sphaericus c3 41  
Oscillochloristrix thiooxidans  
Nitrospirillum tollicum  
Thermoplasma alkaliphilum b1429  
Chitnispirillum alkaliphilum  
Methanobacterium silvum dsm 9946  
Candidatus atelocyanobacterium thalassa isolate aloha  
Azotobacter vinelandii dj  
Planctomicrobium sp sr001  
Brachyspira suisalini  
Nitrospirae bacterium hch 1  
Paracoccus denitrificans p11222  
Blascharella marina b01 24251  
Sphingobacterium sp pm2 p1 3649  
Thermotoga sp r7  
Penicillium brevicompactum 15 nsl  
Caldithrix abyssi dsm 13497  
Enterobacter cloacae subsp cloacae atcc 13047  
Gracilicoccus mallei dsm 363  
Pseudomonas aeruginosa mpa01 p2  
Bifidobacterium longum ncc2705  
Actinobaculum lactis subsp lactis il1403  
Prevotella intermedia 17  
Mycococcus xanthus dc 1622  
Klebsiella pneumoniae serotype pneumoniae mgh 78578  
Pseudothermotoga letingiae tmo  
Cordia thionitratilis dsm 43247  
Cenozoococcus sp 7400070  
Sporodanibacter alactolyticus atcc 23263  
Lactococcus plantarum wcf1  
Porphyromonas gingivalis 383  
Methylophilum fermentarium solv  
Sutereia parvibrubra vit 11816  
Candidatus 123 s14  
Ralstonia solanaceorum gmi1000  
Streptobacillus moniliformis dsm 12112  
Nitrospirillum tollicum  
Sedimentispirillum smaraeigena dsm 11293  
Streptococcus pneumoniae tigr4  
Xanthospira murensis c1  
Finegella magna  
Salinispira pacifica  
Candidatus magnetobacterium bavarium  
Pseudocylindrobacter xiamenensis  
Ureaplasma parvum serovar 3 str atcc 700970  
Cryspisothrix sp iv  
Chlorobium ferrooxidans dsm 13031  
Sinorhizobium meliloti 1021  
Gloeobacter klugeae nsl1  
Eryngyba sp 2002 216  
Propionispora sp 2 2 37  
Thermoplasma aerobaculum aquaticum  
Candidatus 123 s14  
Leptothricha goodfellowii f0264  
Dictyoglomus thermophilum h 6 12  
Thymococcus sp 1703  
Kouleothrix aurantica  
Xanthomonas campestris pv campestris str atcc 33913  
Serratia pastis bovar dsm 363  
Chlorobium turgidum dsm 6724  
Vibrioaceae endosymbiont of drosophila melanogaster  
Nitrosprina gracilis  
Acidovorax celeridelfi 2an  
Fibrobacter succinogenes subsp succinogenes s85  
Synecchocystis sp pcc 6803  
Ectopirillum feritrophicum  
Baleoella sp eh007  
Fretibacterium fastidiosum  
Candidatus 123 s14  
Methylobacterium roseus p3m 2  
Gardnerella vaginalis 02886  
Ignavibacterium album gmi 16511  
Xanthomonas parviflorae  
Leuconostoc mesenteroides subsp mesenteroides atcc 8293  
Agrobacterium fabrum str c58  
Xeransia pastis bovar dsm 363  
Salmonella enterica subsp enterica serovar typhimurium str lt2  
Bartonella henselae str houston 1  
Candidatus izimiplasma sp hrt1  
Candidatus sp 1170  
Cetobacterium porcorum  
Limnochorda pilosa  
Nitrospirillum tollicum  
Bellinella calidiflavis  
Cyanothece sp pcc 8801  
Kistococcus punctiformis pcc 73102  
Chlorobium limnaeum  
Helicococcus kunzii atcc 51366  
Spizisa nativa  
Acidobacterium bacterium mor1  
Candidatus koribacter versatilis ellin345  
Magnetococcus marisnigri dsm 7420  
Candidatus 123 s14  
Caldimicrobium thiodismutans  
Chitnispirillum alkaliphilum ach11  
Cetobacterium chitnispilum ssm1  
Sphaerobacterium thermophilum pcc 7420  
Chlorobium tepidum tps  
Rhodovulum sp ph10  
Thermus sp nm2  
Leptospira sp ficocruz 13954  
Thermoplasma sp cr12  
Thermococcus litoralis dsm 15286  
Sabalidella thermiditis atcc 33386  
Bacillus subtilis subsp subtilis str 168  
Festibacillus marisnigri  
Pasteurella multocida subsp multocida str pm70  
Sphaerobacter piscoensis w5455  
Persephobacterium sp 1703  
Eryngyba sp 2002 216  
Aeropyrum pernix k1  
Ignavibacterium album gmi 16511  
Xanthomonas parviflorae  
Leuconostoc mesenteroides subsp mesenteroides atcc 8293  
Agrobacterium fabrum str c58  
Xeransia pastis bovar dsm 363  
Salmonella enterica subsp enterica serovar typhimurium str lt2  
Bartonella henselae str houston 1  
Candidatus izimiplasma sp hrt1  
Candidatus sp 1170  
Cetobacterium porcorum  
Limnochorda pilosa  
Nitrospirillum tollicum  
Bellinella calidiflavis  
Cyanothece sp pcc 8801  
Kistococcus punctiformis pcc 73102  
Chlorobium limnaeum  
Helicococcus kunzii atcc 51366  
Spizisa nativa  
Acidobacterium bacterium mor1  
Candidatus koribacter versatilis ellin345  
Magnetococcus marisnigri dsm 7420  
Candidatus 123 s14  
Caldimicrobium thiodismutans  
Chitnispirillum alkaliphilum ach11  
Cetobacterium chitnispilum ssm1  
Sphaerobacterium thermophilum pcc 7420  
Chlorobium tepidum tps  
Rhodovulum sp ph10  
Thermus sp nm2  
Leptospira sp ficocruz 13954  
Thermoplasma sp cr12  
Thermococcus litoralis dsm 15286  
Sabalidella thermiditis atcc 33386  
Bacillus subtilis subsp subtilis str 168  
Festibacillus marisnigri  
Pasteurella multocida subsp multocida str pm70  
Sphaerobacter piscoensis w5455  
Persephobacterium sp 1703  
Eryngyba sp 2002 216  
Aeropyrum pernix k1  
Ignavibacterium album gmi 16511  
Xanthomonas parviflorae  
Leuconostoc mesenteroides subsp mesenteroides atcc 8293  
Agrobacterium fabrum str c58  
Xeransia pastis bovar dsm 363  
Salmonella enterica subsp enterica serovar typhimurium str lt2  
Bartonella henselae str houston 1  
Candidatus izimiplasma sp hrt1  
Candidatus sp 1170  
Cetobacterium porcorum  
Limnochorda pilosa  
Nitrospirillum tollicum  
Bellinella calidiflavis  
Cyanothece sp pcc 8801  
Kistococcus punctiformis pcc 73102  
Chlorobium limnaeum  
Helicococcus kunzii atcc 51366  
Spizisa nativa  
Acidobacterium bacterium mor1  
Candidatus koribacter versatilis ellin345  
Magnetococcus marisnigri dsm 7420  
Candidatus 123 s14  
Caldimicrobium thiodismutans  
Chitnispirillum alkaliphilum ach11  
Cetobacterium chitnispilum ssm1  
Sphaerobacterium thermophilum pcc 7420  
Chlorobium tepidum tps  
Rhodovulum sp ph10  
Thermus sp nm2  
Leptospira sp ficocruz 13954  
Thermoplasma sp cr12  
Thermococcus litoralis dsm 15286  
Sabalidella thermiditis atcc 33386  
Bacillus subtilis subsp subtilis str 168  
Festibacillus marisnigri  
Pasteurella multocida subsp multocida str pm70  
Sphaerobacter piscoensis w5455  
Persephobacterium sp 1703  
Eryngyba sp 2002 216  
Aeropyrum pernix k1  
Ignavibacterium album gmi 16511  
Xanthomonas parviflorae  
Leuconostoc mesenteroides subsp mesenteroides atcc 8293  
Agrobacterium fabrum str c58  
Xeransia pastis bovar dsm 363  
Salmonella enterica subsp enterica serovar typhimurium str lt2  
Bartonella henselae str houston 1  
Candidatus izimiplasma sp hrt1  
Candidatus sp 1170  
Cetobacterium porcorum  
Limnochorda pilosa  
Nitrospirillum tollicum  
Bellinella calidiflavis  
Cyanothece sp pcc 8801  
Kistococcus punctiformis pcc 73102  
Chlorobium limnaeum  
Helicococcus kunzii atcc 51366  
Spizisa nativa  
Acidobacterium bacterium mor1  
Candidatus koribacter versatilis ellin345  
Magnetococcus marisnigri dsm 7420  
Candidatus 123 s14  
Caldimicrobium thiodismutans  
Chitnispirillum alkaliphilum ach11  
Cetobacterium chitnispilum ssm1  
Sphaerobacterium thermophilum pcc 7420  
Chlorobium tepidum tps  
Rhodovulum sp ph10  
Thermus sp nm2  
Leptospira sp ficocruz 13954  
Thermoplasma sp cr12  
Thermococcus litoralis dsm 15286  
Sabalidella thermiditis atcc 33386  
Bacillus subtilis subsp subtilis str 168  
Festibacillus marisnigri  
Pasteurella multocida subsp multocida str pm70  
Sphaerobacter piscoensis w5455  
Persephobacterium sp 1703  
Eryngyba sp 2002 216  
Aeropyrum pernix k1  
Ignavibacterium album gmi 16511  
Xanthomonas parviflorae  
Leuconostoc mesenteroides subsp mesenteroides atcc 8293  
Agrobacterium fabrum str c58  
Xeransia pastis bovar dsm 363  
Salmonella enterica subsp enterica serovar typhimurium str lt2  
Bartonella henselae str houston 1  
Candidatus izimiplasma sp hrt1

## Bacteria

ps

## Cellular organisms

DS

Euryarchaeota/TACK  
Asgard archaea/Eukaryotes

TACK/Asgard archaea  
Eukaryota

1

## Asgard archaea/Eukaryotes

# Eukaryota

## Excavata/Diaphoretickes

es

## Archaeplastid

Q

Opuntia

vt.

## Embryophyta

## h

## Magnolioph

Eudi

1

IC

er

15

Arabidopsis

# Supplementary material for: Developmental phylotranscriptomics in grapevine suggests an ancestral role of somatic embryogenesis
**Source:** Commun Biol. 2025 Feb 20;8:265. doi: 10.1038/s42003-025-07712-w
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No specific software was used for data collection.

Data analysis Sequence quality and read coverage were checked using the FastQC V0.11.9. Paired-end sequences were mapped onto the *V. vinifera* reference genome using BBMap V38.75. Generating, sorting, and indexing of BAM files was done by using SAMtools V1.11. Quantification of mapped reads for each *V. vinifera* open reading frame was done using the R rsamtools package V2.10.0 and open reading frames were retrieved using the GenomicAlignments R package V1.30.0. We estimated expression similarity between replicates and developmental stages using the PCA analysis implemented in the R package DESeq2 V1.34.0. We clustered the standardized expression profiles of genes using the DP\_GP\_cluster. We estimated the pairwise differential gene expression between the individual developmental stages, as well as overall differential expression for every gene across all developmental stages using DESeq2 V1.30.1 R package. We used eggNOG-mapper V2.0 (Cantalapiedra et al. 2021) to annotate the *V. vinifera* genome. We used the blastp algorithm V2.9.0 to compare *V. vinifera* protein sequences against the referent protein sequence database and construct the phylostratigraphic map. The effect size was calculated using the effectsize V0.8.9 R package. The custom-made code used in this study is available in GitHub at <https://github.com/bacillus-biofilms/biofilm-data-analysis> and Zenodo at <https://doi.org/10.5281/zenodo.14718116>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All transcriptome data have been deposited in NCBI's Gene Expression Omnibus under accession number GSE234231 and are available at the following URL: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234231>. Source data underlying the graphs presented in the main figures can be found in Supplementary Data 11. All other data are available in Figshare at <https://doi.org/10.6084/m9.figshare.28309805.v1> or from the corresponding authors on reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                             |
|-----------------------------|-----------------------------------------------------------------------------|
| Reporting on sex and gender | <input type="text" value="This study did not involve human participants."/> |
| Population characteristics  | <input type="text" value="This study did not involve human participants."/> |
| Recruitment                 | <input type="text" value="This study did not involve human participants."/> |
| Ethics oversight            | <input type="text" value="This study did not involve human participants."/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="To assemble the phylostratigraphic database, we retrieved the full set of protein sequences for 427 terminal taxa, five from NCBI and 422 from Ensembl database. The choice of taxa was dictated by phylogenetic nodes that were present along lineages of focal species and by the availability of reference genomes. To ascertain differences in embryo induction potentials between the wild type and the drm1/drm2 double mutant, we performed three individual experiments of somatic embryogenesis for each line, each conducted on 50 to 100 embryos per line, which allowed us to calculate the percentage of successful embryo induction in each experiment."/> |
| Data exclusions | <input type="text" value="No data were excluded from the analyses."/>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | <input type="text" value="The comparison of differences in embryo induction potentials between the wild type and the drm1/drm2 double mutant was done by repeating the somatic embryogenesis experiment three times for each line. The two groups were found to have statistically significant differences in their somatic embryogenesis induction potentials."/>                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | <input type="text" value="No randomization was required in the analysis."/>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | <input type="text" value="No blinding was required."/>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

- |                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involvement in the study                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

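RNA was sequenced from 40 grapevine libraries at 12 stages, from EI at 4 weeks to JP at 20 weeks after induction, with 5 replicates in C2 and EP and 3 in each other stage. Each library was assigned to its stage and replicate from the sample labels and the paper's list of libraries, and all count columns were matched in this way. The authors deposited whole-number counts of reads per open reading frame, without normalization, after rRNA depletion, paired-end sequencing, mapping with BBMap and counting with R packages. How this counting treated reads matching several genes, and whether it used the strand, is not given in the sources used here. Every entry of the table carried a gene identifier.

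The identifiers were used as the table gives them. Of these, 0 were matched in the RefSeq gene list of the grapevine assembly ASM3070453v1, so that no names, lengths or coordinates were taken from it. Names come from the paper's figures and Supplementary Data 4. The rule for named genes was to take the genes of Fig. 4 that the paper pairs with an identifier, and for C1 to C2 the 3 genes with the largest change in each direction among those below the adjusted p threshold, with a mean of at least 10 CPM in one of the stages and no overlap between the libraries of the stages. Because these genes have no names in the sources used here, 2 per direction are printed. The most abundant genes are named where their mean share of the counts was above 2%, a limit chosen after their values were seen.

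Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 in Python 3.11.15. Pairs of stages were compared by edgeR's quasi-likelihood test with TMM factors, filterByExpr and Benjamini-Hochberg adjustment, with a threshold of 0.05 for the adjusted p and of 2 for the fold change. The tests were tested on simulated counts drawn from the means and library sizes of the real samples, with 200 genes changed by 4-fold and a dispersion of 0.1. The quasi-likelihood test recovered 91% of the changed genes from EI to PG (20483 genes tested) and 99.5% from C1 to C2 (22994 genes tested). The dispersion was the same for all genes and stages, so that these shares do not hold for stages whose replicates differ more. Groups of 3 to 5 libraries were compared by exact two-sided permutation tests, which cannot go below a p of 0.1 for 3 libraries against 3 or 0.0179 for 3 against 5. Tests over all stages used 100000 shuffles of the stage labels, with a smallest possible p of 1e-05. The upper limit for a gene without counts was set at 3 counts over the libraries of the stage, and it covers counting error only.

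Distances used the 500 most variable of 25081 genes in log2 CPM with TMM factors and a prior count of 2. Principal components used the 500 most variable of all genes with a count after DESeq2's variance-stabilizing transformation. Standardized expression followed the paper's methods, with denominators recovered from the part of Supplementary Data 5 at hand and a rule for zeros that was set by comparison with the paper's tables. The TAI used counts and the phylostrata in the parts of Supplementary Data 5 and Supplementary Data 7 at hand, each the first part of a longer table, so that no enrichment or overlap was tested on them. Over all genes at hand, a TAI weighted by transcripts per gene length was not calculated, since no gene lengths of this annotation are at hand. For the genes of Supplementary Data 5 alone, the fractions of transcripts printed there were used as an alternative. Stage means of phylostratum groups were given in CPM, whereas those of the paper rest on fractions of transcripts.

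The tests, the samples in each of them and most alternatives were fixed before the data were examined. The alternatives were DESeq2 on each pair of stages and on all libraries, one edgeR model of all stages, DESeq2 size factors, no filter on low counts, unadjusted p values, the replicate number as a block, thinning of all libraries to 13774534 counts, another definition of 2-fold, other scales and gene sets for the TAI, other correlations and distances, and leaving out each library in turn. Alternatives added after seeing the data were the unadjusted p of DESeq2 fitted to all libraries, the most similar replicates of C2 and of EP summed, the DESeq2 likelihood ratio test with 2-fold taken from EI to JP, the TAI from the fractions of transcripts printed in Supplementary Data 5, and all alternatives for the phylostratum groups.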

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

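The tests of VIT_10s0003g04500 and of the scaling of LHCA2 were chosen only after their results were seen.

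In EP, the expression of LHCA2 after TMM normalization was 700 CPM in replicate 4 and between 569 and 584 CPM in the other 4 libraries. The gap to the next library, divided by the whole range, was 0.884, against a critical value of 0.71 for 5 libraries. This was the only one of 36 groups tested to pass it, and chance passes about 1 in 20 groups. The position of replicate 4 depended on the scaling. With library totals alone the gap over range fell to 0.0684, replicate 5 was highest at 684 CPM, replicate 4 had 653 CPM and the others had 233 to 253 CPM. With DESeq2 size factors, replicate 5 was the outlying library, at the low end, with 13392 normalized counts against 15869 to 16684 and a gap over range of 0.752. A candidate explanation is therefore the scaling factors of the libraries. No biological explanation was tested for a single replicate.

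The 3 most abundant genes took large shares of all counts, and the paper does not discuss them in its text. VIT_10s0003g04500 took a mean of 8.03% of the counts of a library, from 0.418% in H replicate 2 to 20.8% in C2 replicate 1. Its stage means were lowest in H (1.21% ± 0.733, SD, n = 3) and highest in C2 (16.4% ± 3.86, SD, n = 5), with 13% ± 2.06 in S and 12.1% ± 0.474 in PG (SD, n = 3 each). VIT_12s0028g01130 took 3.83%, from 0.115% in H replicate 2 to 8.52% in C2 replicate 1. VIT_13s0019g02630 took 4.97% and had another profile, with 18.5% ± 6.95 in EP (SD, n = 5) and 27.1% ± 4.07 in JP (SD, n = 3), and 3.62% ± 0.204 in S (SD, n = 3).

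One technical explanation is RNA left by incomplete rRNA depletion, which predicts a higher share of such a gene in the libraries of a stage where a lower part of the mapped reads was counted on genes. Deviations from the stage means were compared over the 40 libraries, in a family of 15 relations. For VIT_10s0003g04500, Pearson's r was -0.755 (permutation p = 0.00053, adjusted by Benjamini-Hochberg 0.002) and Spearman's rho was -0.654 (p = 0.00059, adjusted 0.002). Pearson's r was -0.837 within the libraries of 75 bases per read, -0.534 within those of 80, and -0.647 without EP replicates 4 and 5. For VIT_12s0028g01130, r was -0.796 (permutation p = 6e-05, adjusted 0.00045) and rho was -0.755 (p = 6e-05, adjusted 0.00045), with an r of -0.861 and -0.688 within the read lengths and of -0.708 without EP replicates 4 and 5. Both relations are consistent with this explanation, without excluding others, since RNA quality or growth of the cultures could also change both measures.

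For VIT_13s0019g02630 the same test did not decide. Its r was -0.746 (permutation p = 0.048, adjusted 0.073) and rho was -0.332 (p = 0.12, adjusted 0.15), with an r of -0.897 within the libraries of 75 bases, 0.12 within those of 80 and -0.526 without EP replicates 4 and 5. The relation rested on the libraries of C2 and EP. The difference between developmental stages stays open as a biological explanation of all these profiles and was not tested separately. Reads shared with other genomic copies also stay open, because the sequences of these genes are not at hand.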

How the results depend on the processing

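The alternatives chosen only after seeing the data were the DESeq2 test of all libraries at an unadjusted p, the summing of close replicates, the DESeq2 likelihood ratio test with 2-fold from EI to JP, the TAI from printed fractions of transcripts and every alternative for the phylostratum groups.

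The number of genes changed across the 12 stages stayed within 1.5 times its value in all 46 alternatives. The share of counts in the 10 most abundant genes differed between stages by the permutation test in all 42 alternatives, which also took other numbers of genes. The highest stage mean exceeded the lowest by 36.3 percentage points for these 10 genes, 38.2 for the 50 most abundant genes and 15.1 for the single most abundant gene, for which the highest stage was C2 in place of JP. Of 227 values for comparisons of 2 stages, 132 stayed within 1.5 times and 95 moved. DESeq2 size factors, no filter on low counts and thinning moved none of the 14 comparisons. Of 308 values for correlations, 300 changed by less than the spread between replicates. These include 274 of the 280 that left out 1 library, often from a stage outside the correlation. Spearman's coefficient kept 5 of 7 values. All 7 were kept with CPM, with the mean over replicates and with only genes that had no zero in a stage median. Of 235 values for the TAI, 218 were similar, including all 200 that left out 1 library, often from a stage outside the comparison. Each other setting gave 5 values. Of these, 2 were similar on the log2 scale, without the genes above 1% of the expression, with Supplementary Data 5 alone and with its printed fractions. With the square root and with Supplementary Data 7 alone 3 were similar, and without ps18 it was 4. Of 52 values for groups of phylostrata, 45 were similar, including all 32 that left out 1 library. Of 200 values for single genes, 160 kept their direction and side of the threshold, 35 lost significance and 5 changed sign. Except where stated, the cause of the changes below was not tested.

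At an unadjusted p below 0.05, edgeR's quasi-likelihood test gave 6994 genes from EI to PG, 9014 from PG to G1, 5057 from G1 to G2, 3940 from T1 to T2, 1810 from T2 to C1, 9082 from C1 to C2 (5471 above 2-fold), 9136 from C2 to S and 4936 from EP to JP, with means of 25% and 13% over the transitions. These larger numbers follow from the looser threshold. DESeq2 on the libraries of both stages gave 4346 genes from EI to PG, 2692 from G1 to G2, 2304 from T1 to T2, 511 from T2 to C1, 8109 from C1 to C2 (5803 above 2-fold) and 3081 from EP to JP. DESeq2 in one fit of all libraries gave 2896 genes from EI to PG, 1306 from G1 to G2, 6788 from G2 to H, 3771 from T1 to T2, 3346 from T2 to C1, 11019 from C1 to C2 (7546 above 2-fold), 9854 from S to EP, 3301 from EP to JP and 12175 from C1 to S, and a mean of 12.6% above 2-fold. One edgeR model of all stages gave 614 genes from G1 to G2, 5611 from G2 to H, 3840 from H to T1, 2877 from T1 to T2, 2152 from T2 to C1, 9593 from C1 to C2 (6630 above 2-fold) and 2385 from EP to JP. The test of edgeR's glmTreat against 2-fold gave 26 genes from C1 to C2. With 2-fold taken from EI to JP, 12315 genes changed by more than 2-fold across the 12 stages.

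Among the added alternatives, the same definition of 2-fold with the DESeq2 likelihood ratio test gave 12891 genes. DESeq2 in one fit of all libraries at an unadjusted p gave 6117 genes from EI to PG, 9139 from PG to G1, 4564 from G1 to G2, 6770 from T1 to T2, 7122 from T2 to C1, 13735 from C1 to C2, 9766 from C2 to S, 12137 from S to EP, 6570 from EP to JP, 13869 from C1 to S and 16803 from C2 to EP. When replicates 1 and 2 of C2, and of EP, were each summed to 1 library, 12 genes changed from C1 to C2, all of them by more than 2-fold, and 628 from EP to JP.

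The replicate number as a block was tried because stages share these numbers. The numbers did not pair the samples, since in 0 of 14 comparisons were the deviations of all same-numbered libraries correlated above 0.1. The block gave 129 genes from EI to PG, 136 from T1 to T2, 8729 from EP to JP and 3607 from C1 to S. It gave 0 from G1 to G2 and from C1 to C2, also above 2-fold, where the test without it gave 5057 and 9082 genes at an unadjusted p below 0.05 and DESeq2 on the same libraries 2692 and 8109.

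Leaving out 1 library at a time, the number of changed genes lay between 0 and 4501 from EI to PG, 362 and 9147 from PG to G1, 0 and 1298 from G1 to G2, 2913 and 7639 from H to T1, 0 and 2856 from T1 to T2, 7 and 8655 from C1 to C2 (7 and 6621 above 2-fold), 2659 and 6105 from C2 to S, 3612 and 6282 from S to EP, 56 and 2444 from EP to JP, and 3360 and 11368 from C1 to S. The lowest values were found without PG replicate 3, PG replicate 3, G1 replicate 3, H replicate 2, T1 replicate 1, C1 replicate 3, S replicate 3, S replicate 1, JP replicate 3 and S replicate 1, in this order. The value of 0 was also found without any G2 replicate from G1 to G2 and without any T1 replicate from T1 to T2. All values of 0 are from edgeR's quasi-likelihood test, and in these fits 2496 to 4252 genes had an unadjusted p below 0.05, while other tools were not run without single libraries. Removing a replicate from every stage gave means from 6.28% to 9.86% of genes changed and from 4.02% to 7.25% above 2-fold. The calls of C1 to C2 thus depended on a few libraries, and fewer samples also lower the number of genes a test can call.

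The correlation of H with T1 lay between 0.35 (without H replicate 1) and 0.446, that of T1 with T2 between 0.14 (without T2 replicate 1) and 0.376 (without T2 replicate 2), that of T2 with C1 between -0.0548 (without C1 replicate 1) and 0.289, and that of C1 with C2 between -0.0522 (without C1 replicate 1) and 0.311. The correlation of T2 with C1 was also negative without T2 replicate 1, at -0.0366. Spearman's coefficient gave 0.306 for the early mean and 0.179 for T1 with T2. The distance between C1 replicates lay between 39.7 (without replicate 2) and 82.5 (without replicate 3). For VIT_09s0002g01590, whose changes between EI and G2 were not called, the log2 fold change lay between -0.27 (without PG replicate 1) and 0.09 (without PG replicate 2) from EI to PG and between -0.09 (without G1 replicate 2) and 0.31 (without G1 replicate 1) from G1 to G2.

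The TAI depended on the weight given to abundant genes. With the square root of the expression, H minus EI was -0.142 and H minus PG was -0.109. With log2 they were 0.00451 and 0.0742, and H minus C2 was -0.094. Without the genes above 1% of the expression they were -0.125 and -0.0277, and C2 minus JP was -0.167. The part of Supplementary Data 7 alone gave -0.447 and -0.418. The part of Supplementary Data 5 alone gave -1.93 and -2.7, and -0.226 for C2 minus JP. Without ps18, C2 minus JP was -0.416. The printed fractions of transcripts gave -5.76, -6.92 and -0.376. For groups of phylostrata, TMM factors gave H minus JP values of -3.56 CPM for ps1, 0.514 CPM for ps2 to ps6 and -9.6 CPM for ps7 to ps11. For ps15 to ps18, the log2 scale gave 0.13 for H minus PG and 0.0938 for H minus C2, and H minus PG was -2.1 CPM with Supplementary Data 7 alone and -69.7 CPM with Supplementary Data 5 alone.

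Depth limits genes with few counts. With all libraries thinned to the smallest total, the number of genes changed across the 12 stages was 22402, and 23750 genes were tested.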

Differences from the paper's values

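The DESeq2 likelihood ratio test with 2-fold from EI to JP was chosen only after the values were seen. Values of Supplementary Fig. 1 were read by eye. Counts and percents were taken to differ where one value was more than 1.5 times the other, and correlations where they differed by more than the SD between replicates or in sign; a value that did not differ by this rule is said to have come within. Of 38 values compared, 15 differed.

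For genes changed by more than 2-fold across the 12 stages, the paper's value is 12893 and the value here 22328. Of the 7 alternatives set before the data were examined, the 2-fold change between EI and JP (12315) came within, and the others (unadjusted p, DESeq2 size factors, no filter, replicate block, thinning and the DESeq2 likelihood ratio test) did not. The DESeq2 likelihood ratio test with 2-fold between EI and JP, chosen after seeing the values, gave 12891. How many of the paper's own called genes it drops is not known, since its list was not used here.

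From C1 to C2, the paper's values are 37% of genes changed and 25% changed by more than 2-fold, and those here 16.8% and 12.2%. For both, the unadjusted p, DESeq2 on the libraries of both stages, DESeq2 in one fit of all libraries and one edgeR model of all stages came within. DESeq2 size factors, no filter, the replicate block and thinning did not, nor did glmTreat for the value above 2-fold. Of the 8 fits without 1 library, 1 came within for each value.

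For the other transitions the paper's values were read from Supplementary Fig. 1, and in each case those of the 8 alternatives set before the data were examined that are not named did not come within. The caption of that figure gives a p below 0.05 and does not say whether it was adjusted. DESeq2 in one fit at an adjusted p gave 9.71% from EI to PG, 4.38% from G1 to G2 and 22.7% from G2 to H. It gave 12.6% from T1 to T2, 11.2% from T2 to C1, 33% from S to EP and 11.1% from EP to JP. From C1 to C2 it gave 36.9%. With an unadjusted p the same fit gave larger numbers, listed above. As far as values read by eye allow, this argues against an unadjusted p in that figure. From EI to PG the paper's value is about 10% in Supplementary Fig. 1 and the value here 4.6%, and DESeq2 on both stages and in one fit came within. From G1 to G2 it is about 4% in Supplementary Fig. 1 and here 0.486%, and DESeq2 in one fit came within. From G2 to H it is about 23% in Supplementary Fig. 1 and here 40.7%, and DESeq2 in one fit and one edgeR model came within. From T1 to T2 it is about 12% in Supplementary Fig. 1 and here 1.44%, and the unadjusted p, DESeq2 in one fit and one edgeR model came within. From T2 to C1 it is about 11% in Supplementary Fig. 1 and here 0% by edgeR's quasi-likelihood test (1810 genes at an unadjusted p below 0.05, 511 by DESeq2 on both stages, 2152 by one edgeR model), and DESeq2 in one fit (3346 genes) came within. From S to EP it is about 33% in Supplementary Fig. 1 and here 21%, and the unadjusted p, the replicate block, both DESeq2 fits and one edgeR model came within. From EP to JP it is about 11% in Supplementary Fig. 1 and here 4.01%, and the unadjusted p, both DESeq2 fits and one edgeR model came within.

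For genes changed by more than 2-fold, the paper's value from EI to PG is about 6% in Supplementary Fig. 1 and the value here 3.47%, and both DESeq2 fits and one edgeR model came within. From G1 to G2 it is about 3% in Supplementary Fig. 1 and here 0.466%, and DESeq2 in one fit came within. From T1 to T2 it is about 10% in Supplementary Fig. 1 and here 1.44%, and the unadjusted p, both DESeq2 fits and one edgeR model came within. From T2 to C1 it is about 8% in Supplementary Fig. 1 and here 0% by edgeR's quasi-likelihood test (1810 genes at an unadjusted p below 0.05 before the fold change was applied, and 511 by DESeq2 on both stages), and DESeq2 in one fit and one edgeR model came within. From EP to JP it is about 7% in Supplementary Fig. 1 and here 3.8%, and the unadjusted p, both DESeq2 fits and one edgeR model came within. Of the remaining alternatives set before the data were examined, none came within for these 5 values.

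The paper gives C1 to C2 as the transition with the most changed genes. Here G2 to H had the most (12138), and C1 to C2 had the most only in the fits that share one spread over all stages, DESeq2 in one fit (11019) and one edgeR model (9593). For ps1 the paper gives peaks at H and JP. Here the mean over the 1557 genes at hand was highest in H (37.4 CPM) and lowest in JP (20.8 CPM). With TMM factors, chosen after seeing the values, JP (29.6 CPM) was above H (26 CPM), with EP and S higher still. The paper's values rest on fractions of transcripts, whose denominators per count differ between libraries, so that CPM can order the stages otherwise. The paper gives C2 as the stage with the youngest transcriptome and the stages after it as successively older. Over the 3839 genes at hand, PG had a higher TAI (6.3 ± 0.12) than C2 (6.03 ± 0.14), and S (5.18), EP (5.42) and JP (5.3) lay below C2 without this order, whereas C2 was the highest with the part of Supplementary Data 7 alone (6.97) and, over all of these genes, with the square root of the expression (5.37) and on the log2 scale (5.36). The paper describes rising LHCA2 up to JP. Here the mean rose from EP to JP, but the adjusted p was 0.305 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.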

Other observations

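The tests of VIT_10s0003g04500 and of library size against the TAI, of other splits at an unadjusted p or with summed replicates, of the labels of C1 replicate 2 and EP replicate 5 against the spread of other stages, of the exchange of C1 replicate 1 and T2 replicate 1, and of C1 replicate 1 as a library of another stage were chosen only after the results were seen.

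The number of genes that a comparison called was set against other splits of the same libraries. From C1 to C2, 1 of 56 splits, the real one, gave as many genes, and the next highest split gave 1909. Above 2-fold it was also 1 of 56, with 1494 in the next. From C2 to S and from S to EP, 1 of 56 splits was as large, with 347 and 1514 genes in the next. From C2 to EP it was 1 of 100 splits drawn from 126. Across the 12 stages it was 1 of 51, with 953 genes in the next, also above 2-fold. A chance split is argued against for these results where all libraries are independent, without correction for the number of comparisons. With replicates 1 and 2 of C2, and of EP, each summed to 1 library, 1 of 35 splits, the real one, was as large from C1 to C2 (12 genes, also above 2-fold), C2 to S, S to EP and C2 to EP. The next highest split gave 0, 5, 1009 and 0 genes in this order. The real split thus also stood apart at the adjusted threshold, with the smallest share that 35 splits allow. At an unadjusted p below 0.05 other splits gave up to 4477, 6838, 6745 and 2552 genes. From C1 to C2 this rests on 12 genes against 0 after adjustment, which does not exclude chance. The splits across the 12 stages were not repeated with summed replicates. From EP to JP, 2 of 56 splits were as large, and the second placed EP replicates 4 and 5 with JP and gave 9023 genes, against 1198 for the real one. With the summed replicates it was 1 of 35, but the split of EP replicates 4 and 5 with JP is not among these 35, so that this share says nothing about it. For the comparisons of 3 against 3 libraries (EI to PG, PG to G1, G1 to G2, G2 to H, H to T1, T1 to T2, C1 to S and S to JP), 1 of 10 splits, the real one, was as large, and each other split gave 0 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p below 0.05 the other splits gave up to 470 genes for S to JP, 624 for G2 to H, 715 for H to T1, 841 for C1 to S, 1429 for PG to G1, 1561 for EI to PG and 2557 for G1 to G2, and up to 4050 for T1 to T2, against 3940 in the real split. No other tool was run on these splits. The share of 10 splits cannot go below 0.1, so that chance cannot be excluded by this test alone. From T2 to C1, 10 of 10 splits gave 0 genes by edgeR's quasi-likelihood test, where 1810 genes had an unadjusted p below 0.05 in the real split and up to 6665 in another, and DESeq2 called 511 on both stages and 3346 in one fit.

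C1 to C2 had the most changed genes only where all stages shared one spread. A candidate explanation is that this spread is too small for C1. It was tested by comparing each library with the other replicates of its stage in the model of all stages, where no gene should be called. C1 replicate 2 gave 2328 genes and C1 replicate 1 gave 2074. Outside C1 the largest number was 642, for T2 replicate 1, followed by 552 for C2 replicate 3, and 35 of the 40 libraries gave 11 genes or fewer. This is consistent with the explanation. A larger biological change from C1 to C2 stays open, since the real split stood apart in the fits of both stages too.

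The C1 replicates lay far apart, and C1 replicate 1 may belong to another stage or be exchanged with T2 replicate 1. The distance of C1 replicate 1 to the mean of T2 was 22.8, and its mean distance to T2 replicates 2 and 3 was 32.4, against 52 for T2 replicate 1. These values are what a C1 replicate 1 from another stage would give, and they were found and tested on the same data. An exchange also needs T2 replicate 1 to lie with C1. It was 53.6 from C1 replicates 2 and 3, less than the 61.1 of C1 replicate 1 but not less than its own 52 to T2 replicates 2 and 3, and it was nearer to T1, at 33.7. Its single distances ran from 40.6 to 66.6 to these C1 libraries and from 45.8 to 58.1 to these T2 libraries, so that an exchange cannot be told apart from a difference within T2. Embryos of unequal progress within the culture stay open for both libraries. For C1 replicate 2, the label of another of the 12 stages is argued against, since its nearest other stage, H, was 60.2 away, where the H libraries lay at most 26.6 from the rest of their stage, and it was outside the spread of every other stage. It was 69.1 from the other C1 libraries, and a sample from outside these stages cannot be told apart from a true difference.

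EP replicates 4 and 5 stood apart from EP replicates 1 to 3. The mean distance between these sets was 42.6 and that within them 22.2, a ratio of 1.92. With all libraries thinned to one total the ratio was 1.98. On the scale of log2 CPM with 2 added to the CPM and no TMM factors, the ratio was 2.76 with all counts and 2.75 with the thinned ones. This argues against library size as the cause. EP replicate 5 lay 35 from the mean of JP, its nearest other stage, where the JP libraries lay at most 19.6 from the rest of theirs. It lay 28 from the mean of the other EP libraries, which include replicate 4 at 18.4. EP replicates 1, 2 and 3 were 38.9, 39.8 and 41.1 away, and the nearest JP library 33.7. EP replicate 4 lay 29.2 from JP, also outside that spread of 3 libraries but nearer than to EP (34.7). For both replicates a wrong label cannot be told apart from a difference between cultures. Samples from outside these stages stay open for both. The replicates also differed in the part of mapped reads counted on genes, which was 36.71% and 38.21% in replicates 4 and 5 and 20.01%, 18.62% and 19.08% in replicates 1 to 3. A difference in library preparation between these sets may lie behind both and was not tested.

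C2 and EP had 75 mapped bases per read and the other 10 stages 80, so that read length or sequencing batch is confounded with these stages. A shared technical shift predicts a positive correlation across genes of C2 minus C1 with EP minus JP. Pearson's r was 0.252 and Spearman's rho 0.297 over 20377 genes, which are not independent replicates, and 62.7% of genes had the same sign. With S in place of C1, r was -0.243 and rho -0.296 over 20252 genes, with the same sign in 37.3%. C2 minus S had an r of -0.0983 and a rho of -0.0688 with EP minus S over 20313 genes, with the same sign in 49.5%, although sharing S alone gave a mean r of 0.626 in 100 simulations of unchanged stages. A shared shift would raise this value, and opposite development on both sides of S would lower it. The signs differed with the neighbouring stage, and an effect of read length cannot be told apart from development.

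The TAI of Fig. 1c, read by eye, was compared with the share of VIT_10s0003g04500, whose phylostratum is not in the parts of the tables at hand. Over the 12 stages Pearson's r was 0.924 (permutation p = 1e-05, the smallest the shuffles can give, adjusted by Benjamini-Hochberg over 15 relations 0.0003) and Spearman's rho was 0.938 (p = 3e-05, adjusted 0.00045). Without C2 and S, the stages farthest from the median share, r was 0.96, and without H, the stage with the lowest share, it was 0.91, the lowest value with any 1 stage left out. Over the 10 stages of longer reads r was 0.928 (p = 0.00028, adjusted 0.0015) and rho was 0.926 (p = 0.00031, adjusted 0.0015), and the 2 stages of shorter reads are too few for a value. For the 10 most abundant genes together r was 0.311 (p = 0.32, adjusted 0.33) and rho was 0.492 (p = 0.11, adjusted 0.14), with an r of 0.896 without EP and JP. As a hypothesis, this gene may set much of the TAI profile if it is among the genes of the full map. If its reads are left from rRNA, for which the relation within stages was -0.755, the profile could carry a technical part. An origin in library size cannot be told apart, since within stages the share had an r of -0.59 with log2 total counts (p = 0.054, adjusted 0.078) and a rho of -0.415 (p = 0.048, adjusted 0.073), with an r of -0.678 and -0.32 within the read lengths and of -0.354 without EP replicates 3 and 5. Whether the age of many moderately expressed genes gives the profile also stays open, since H minus PG was 0.0742 on the log2 scale, over only 13% of the genes. Developmental change in the expression of young and old genes, as the paper concludes, was not excluded by any of these tests.

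The 10 genes with the highest mean share of the counts over all libraries were taken as one fixed set. This set took 4.35% ± 0.443 of the counts in H, 14.1% ± 5.57 in EI and 22.2% ± 0.907 in PG (SD, n = 3 each). It took 31.7% ± 5.88 in C2 and 37.3% ± 18.2 in EP (SD, n = 5 each), and 40.7% ± 4.64 in JP (SD, n = 3). Stages differed (permutation test with 100000 shuffles, p = 4e-05). In EP the share ranged from 13.6% to 51.7% between libraries.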
